# Engineering kinetics of TLR7/8 agonist release from bottlebrush prodrugs enables tumor-focused immune stimulation

**DOI:** 10.1126/sciadv.adg2239

**Published:** 2023-04-19

**Authors:** Sachin H. Bhagchandani, Farrukh Vohidov, Lauren E. Milling, Evelyn Yuzhou Tong, Christopher M. Brown, Michelle L. Ramseier, Bin Liu, Timothy B. Fessenden, Hung V.-T. Nguyen, Gavin R. Kiel, Lori Won, Robert S. Langer, Stefani Spranger, Alex K. Shalek, Darrell J. Irvine, Jeremiah A. Johnson

## Abstract

Imidazoquinolines (IMDs), such as resiquimod (R848), are of great interest as potential cancer immunotherapies because of their ability to activate Toll-like receptor 7 (TLR7) and/or TLR8 on innate immune cells. Nevertheless, intravenous administration of IMDs causes severe immune-related toxicities, and attempts to improve their tissue-selective exposure while minimizing acute systemic inflammation have proven difficult. Here, using a library of R848 “bottlebrush prodrugs” (BPDs) that differ only by their R848 release kinetics, we explore how the timing of R848 exposure affects immune stimulation in vitro and in vivo. These studies led to the discovery of R848-BPDs that exhibit optimal activation kinetics to achieve potent stimulation of myeloid cells in tumors and substantial reductions in tumor growth following systemic administration in mouse syngeneic tumor models without any observable systemic toxicity. These results suggest that release kinetics can be tuned at the molecular level to provide safe yet effective systemically administered immunostimulant prodrugs for next-generation cancer immunotherapies.

## INTRODUCTION

Therapies rooted in modulating the immune system have played a crucial role in the treatment of infectious diseases and, more recently, have paved the way for a paradigm shift toward redefining cancer treatment. Cancer immunotherapies, such as antibodies blocking programmed cell death protein 1 (PD-1) and programmed cell death-ligand 1 (PD-L1) interactions, have demonstrated clinical activity in diverse oncological indications (*1*). Most patients, however, still do not respond to currently available immunotherapies, possibly because of an inability to generate potent cytotoxic T lymphocyte (CTL) responses against tumor neoantigens as well as the immunosuppressive and tolerizing effects of the tumor microenvironment (*2*–*4*). In preclinical models of immunotherapy-resistant tumors, antigens derived from dying tumor cells are often not processed efficiently by myeloid cells such as dendritic cells (DCs), monocytes, and macrophages due to a lack of activation and costimulatory signals that are necessary for presentation of tumor-derived peptides to T cells (*5*–*8*). Thus, shifting the myeloid activation state by promoting inflammation in the tumor microenvironment through innate immune stimulation has the potential to play an important role in reversing tumor microenvironment immunosuppression (*9*–*11*).

Therapeutic activation of Toll-like receptors (TLRs) is one of the most extensively studied approaches to activate myeloid cells, trigger acute inflammation, and stimulate adaptive immunity in tumors (*12*, *13*). In particular, targeting TLR7/8 has been shown to be very effective at eliciting acute inflammation: Activation of TLR7 expressed by plasmacytoid DCs leads to production of type 1 interferons (IFNs), while TLR8 is expressed by conventional DCs, monocytes, and macrophages, and its activation triggers the production of interleukin-12 (IL-12) and other proinflammatory cytokines (*14*). A large body of work has focused on the development of synthetic ligands for TLR7/8 following the discovery that the antiviral properties of imidazoquinolines (IMDs) were mediated by activation of these TLRs (*15*). One of the first compounds in this class, imiquimod (R837), showed promising results in clinical trials for topical treatment of skin malignancies such as basal cell carcinoma and received Food and Drug Administration (FDA) approval in 2004 (*16*, *17*). This success led to the development of more potent IMDs such as resiquimod (R848) and 852-A for systemic treatment of metastatic cancers. Intravenous administration of these compounds in patients with solid tumors (colon, breast, ovarian, and cervical cancers) showed promising results in terms of disease stabilization in a proportion of patients and increased levels of type I IFNs and proinflammatory cytokines such as tumor necrosis factor–α (TNF-α) and IFN-γ, indicating potent immune activation (*18*, *19*); however, patients receiving these compounds experienced severe side effects because of systemic cytokine induction, ultimately leading to premature discontinuation of clinical trials. The prevalence of severe immune-related adverse events (irAEs) due to systemic exposure has presented a major bottleneck in expanding the use of IMDs and other innate immune stimulators (*20*). Thus, strategies to focus the action of IMDs in the tumor microenvironment are needed to unlock the potential of these TLR agonists for metastatic disease.

One strategy to bias the biodistribution of IMDs toward tumors involves their physical encapsulation in micro- and nanoparticulate carriers (*21*); however, to date, the reported formulations have had relatively short (<48 hours) release half-lives that result in systemic toxicity (*22*–*25*). IMDs have also been chemically conjugated to spherical “nanogel” scaffolds (~50 nm diameter) (*26*) or aggregates of linear polymers (~700 nm diameter) (*27*) to enhance their innate immune cell uptake and retention in lymph nodes following subcutaneous injection. Similarly, they have been conjugated to polyethylene glycol (PEG) to form large vesicles (~200 nm diameter) designed to release active TLR7 agonists in endosomes in response to β-glucuronidase and esterase-mediated release (*28*). Nevertheless, while these strategies have suggested a benefit of using nanoscale particle structures to improve the activity of TLR7 agonists following subcutaneous dosing as vaccine adjuvants, they have not been tested in the context of intravenous administration, the preferred approach for treatment of metastatic cancers where systemic toxicities are more challenging to overcome. In the setting of systemic administration, self-aggregating nanoparticles (~20 nm) based on peptides linked to a charge-modifying group and IMDs conjugated to a hydrophobic block showed no therapeutic efficacy in the absence of a tumor neoantigen when injected intravenously in the treatment of syngeneic mouse tumors (*29*). This finding highlights the challenges associated with obtaining effective tumor-focused innate immune activation upon systemic treatment with IMDs. The field to date lacks a thorough understanding of how the kinetics of systemic versus tumor exposure to IMDs affects the interplay between safety and efficacy, which has led to limited efficacy of TLR agonists as monotherapies in preclinical research and has hindered the clinical progress of IMDs.

We hypothesized that IMD prodrugs with appropriate activation kinetics could hold the key to enabling tumor-specific immune activation. Specifically, by aligning the timing of tumor accumulation with prodrug activation in the tumor microenvironment following systemic administration, it could be possible to substantially expand the therapeutic index of these TLR agonists. Isolating activation kinetics as a key variable, however, requires a prodrug platform capable of generating multiple physically equivalent TLR agonist prodrugs that only vary by their activation kinetics, which is traditionally very challenging and has, so far, not been explored in the context of immune stimulation. We have created “bottlebrush prodrugs” (BPDs), which are a class of polymers that feature drug molecules covalently linked along their rigid backbones with PEG chains that extend from the backbone to shield the drugs from surface exposure (*30*–*32*). These structures offer unique advantages for controlled delivery, particularly for studying the impact of release kinetics on biological functions, as they can be easily manufactured with a variety of prodrug linkers while maintaining identical sizes, shapes, biodistribution, serum pharmacokinetics (PKs), and other key physical properties. Given the enormous interest in controlled immune stimulation, we surmised that the BPD platform would offer a unique avenue to isolate IMD prodrug activation kinetics as a variable.

Here, we report the design, synthesis, and detailed physical and immunological characterization of a family of “R848-BPDs” that only differ by their rate of release of R848. These R848-BPDs have antibody-like sizes (~10 nm) and consistent, narrow size distributions that do not vary as a function of prodrug linker. By carefully tuning the molecular structures of these linkers, R848 release was varied over an order of magnitude, which enabled the correlation of R848 prodrug activation kinetics with a range of safety and efficacy biomarkers, leading to the discovery of optimal R848-BPDs that were both safe for systemic administration and resulted in potent tumor inhibition in multiple tumor models with no signs of systemic toxicity. We show that the antitumor efficacy of R848-BPDs was mediated by sustained myeloid activation and reprogramming in the tumor microenvironment and draining lymph nodes. Together, this work provides a new category of safe and effective TLR agonist prodrugs for potential clinical translation and reveals that tissue exposure kinetics can be leveraged to optimize immune stimulation, which may apply to other small-molecule innate immunomodulators such as stimulator of interferon genes (STING) agonists, retinoic acid-inducible gene I (RIG-I) agonists, and other TLR agonists in the future.

## RESULTS

### Synthesis and characterization of a library of R848-BPDs with varying linkers

The R848-BPD synthesis workflow is summarized schematically in Fig. 1A. Macromonomers (MMs) bearing an exo-norbornene imide polymerizable group bound to 3-kDa PEG and one of six azido-R848 ester-based prodrugs were prepared through copper-catalyzed azide-alkyne cycloaddition "click" chemistry (figs. S1 to S7). Each of these six MMs (10 equivalents) was subjected to ring-opening metathesis polymerization using a Grubbs third-generation initiator (G3; 1 equivalent) to provide six R848-BPDs with theoretical backbone degrees of polymerization of 10. The resulting BPDs showed expected overlapping profiles by size exclusion chromatography and had identical sizes and morphologies as assessed by dynamic light scattering (DLS) and cryo–transmission electron microscopy (cryo-TEM) (Fig. 1, B to D; table S1; and fig. S8); thus, their sizes are the same, and any differences in their biological function can be attributed to their prodrug activation kinetics. The small-molecule prodrug precursors and R848-MMs were also characterized using ^1^H and ^13^C nuclear magnetic resonance spectroscopy and mass spectrometry where appropriate (figs. S1 to S7).

**Fig. 1.**
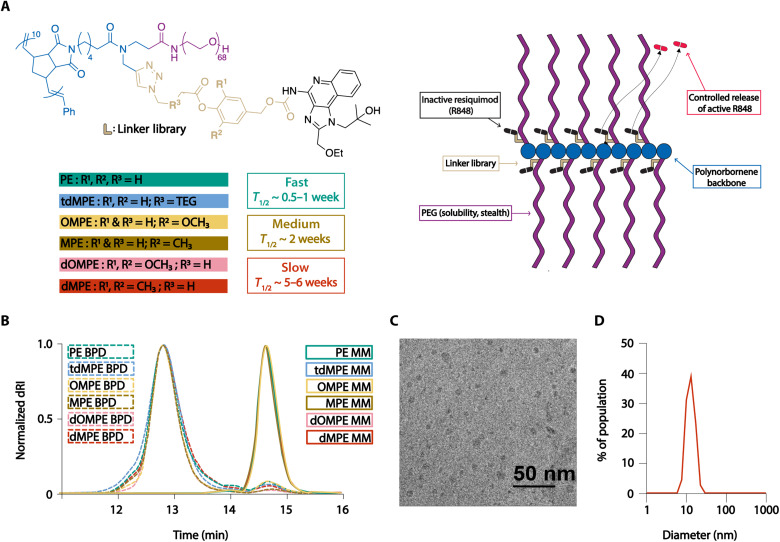
Development and characterization of the R848-BPD library. (**A**) Schematic and chemical structure of the R848-BPD library composed of “fast,” “medium,” and “slow” prodrug activation kinetics. (**B**) Size exclusion chromatography traces of R848-MMs and R848-BPDs show that all of the R848-BPDs have consistent sizes independent of their linker composition. (**C**) Example cryo-TEM image of slow dMPE R848-BPD. Scale bar, 50 nm. (**D**) Hydrodynamic diameter of medium MPE R848-BPD as measured by DLS.

### R848-BPDs display tunable release characteristics ranging from a few days to several weeks

Given that the R848-BPDs described here have very similar sizes, shapes, compositions, and active drug mass fractions (~10%), their safety and efficacy should be a function of the R848 aryl ester linker cleavage rate, which is a function of hydrolytic and esterase cleavage activity in vivo (*30*). The aryl ester–based linkers were molecularly tuned to achieve release half-lives that span an order of magnitude in neutral buffer and accelerated release in the presence of model esterases, because these enzymes are expressed in endolysosomes and are often overexpressed in the tumor microenvironment (Fig. 2A and fig. S9, A to C) (*28*, *33*, *34*). To assess the rate of hydrolytic cleavage under model conditions, each R848-MM was dissolved in pH 7.4 phosphate-buffered saline (PBS) buffer at 37°C; samples were taken over time to quantify the amount of free R848 by liquid chromatography–mass spectrometry (LC-MS). Variations in R848 release half-life (*T*_1/2_) values from ~4 to ~40 days were observed (Fig. 2A), which correlated with the local steric and electronic environment of each aryl ester linker as defined by the substituents R^1^ and R^2^ as well as the composition of the linear carbonyl component (R^3^). For example, the fastest release was observed when R^1^ and R^2^ = H, the smallest substituents investigated (sample PE; *T*_1/2_ ~ 3.9 days; table S2). Increasing the steric hindrance and electron density of R^1^ and R^2^ markedly slows hydrolysis: When one (MPE) or two (dMPE) *ortho-*methyl groups are introduced, *T*_1/2_ increases to 15 and 41 days, respectively (table S2). Similar effects were observed for less-bulky yet more electron-donating methoxy groups: When one (OMPE) or two (dOMPE) *ortho-*methoxy groups were introduced, *T*_1/2_ values were 12.5 and 36 days, respectively (Fig. 2A and table S2). Last, the steric and electronic effects of methyl substitution at R^1^ and R^2^ could be mitigated through the introduction of a more hydrophilic triethylene glycol at R^3^ (tdMPE; *T*_1/2_ ~ 7.8 days; table S2). Together, these six R848-BPDs are divided into “slow” (MPE and OMPE), “medium” (dMPE and dOMPE), and “fast” (PE and tdMPE) release in subsequent discussion based on these measured hydrolysis kinetics. Furthermore, we conducted release studies using the “medium” and “slow” BPDs in the presence of a model esterase (*T. lanuginosus *lipase). As expected, the presence of esterase substantially increased the release rate of R848 from the BPDs, and the rates of release followed the same trend as observed for the background hydrolysis reaction (i.e., medium releases faster than slow; fig. S9C). Last, we note that, while ester cleavage is rate limiting in this system, release of free R848 requires subsequent 1,6-elimination of a *para-*quinone methide derivative and expulsion of one molecule of CO_2_ from the resulting carbonic acid. Under the conditions used for these release studies, we have never observed either the phenolic or carbonic acid intermediates, suggesting that these steps are very fast compared to ester cleavage. Moreover, *para*-quinone methides are hydrolyzed rapidly under aqueous conditions to generate benign alcohols as products (*35*).

**Fig. 2.**
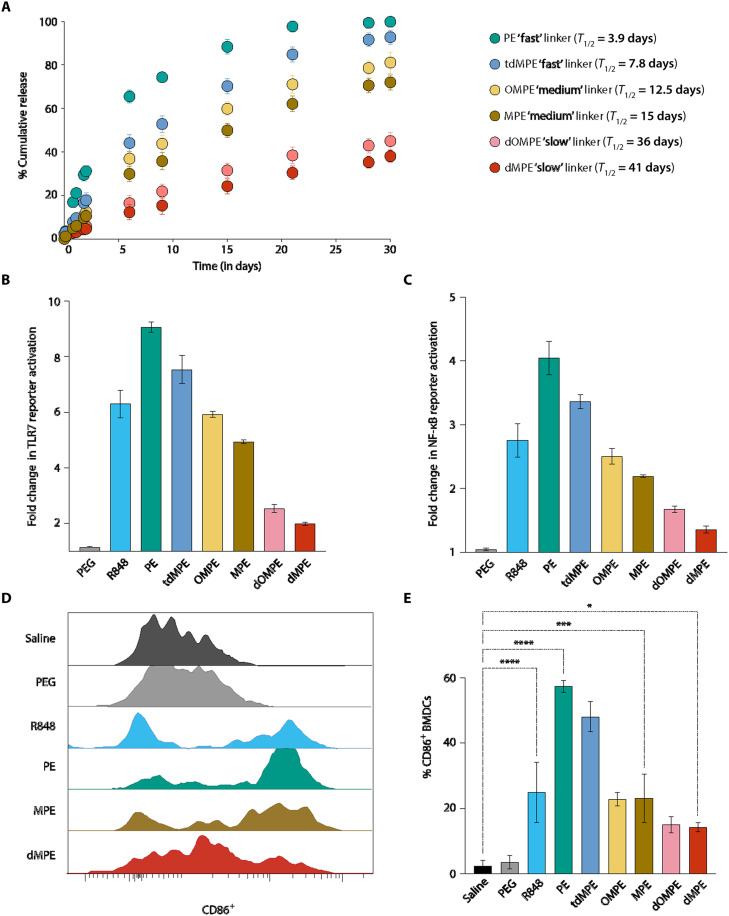
In vitro release studies and immune activation analysis. (**A**) Release of free R848 from R848-MMs of varied linker structure in neutral PBS buffer. (**B**) R848 activity in R848-BPDs measuring fold change (relative to saline) in TLR7 reporter activation in HEK-human-TLR7 reporter cells 48 hours after incubation, (**C**) NF-kB reporter activation (relative to saline) in mouse NF-κB reporter cells 48 hours after activation, and (**D**) representative histograms and (**E**) quantification of % CD86 expression in mouse bone marrow–derived DCs (BMDCs) upon treatment with saline, a PEG bottlebrush lacking R848, free R848, or R848-BPDs for 48 hours. Data are presented as mean values ± SEM with *n* = 3 independent samples for each group tested. Statistical comparisons in (E) were tested using one-way analysis of variance (ANOVA) followed by Dunnett’s multiple-comparisons test. *P < 0.05, ***P < 0.001, and ****P < 0.0001.

Next, we sought to correlate these MM prodrug activation kinetics with the activity of each R848-BPD in vitro using TLR7 and nuclear factor κB (NF-κB) reporter cell lines (both human and mouse). In support of our hypothesis, the R848-BPDs showed linker-dependent activation of both cell types compared to saline control that directly correlated with the measured half-lives of MM prodrug activation (*36*). As shown in Fig. 2B, incubation of fast R848-BPDs with human TLR7 reporter cells for 48 hours triggered greater TLR activation than free R848, perhaps because of greater cell uptake of the BPD into endosomes where TLR7 is expressed. Notably, the medium and slow R848-BPDs displayed similar or lower activation compared to R848, as expected if the TLR agonist is inactive until released from the BPD scaffold (Fig. 2B and fig. S10A). Furthermore, the BPD backbone with no R848 (“PEG”) showed minimal in vitro activation relative to saline (Fig. 2B and fig. S10A). Last, we note that there were no direct cytotoxic effects of R848-BPDs on human embryonic kidney (HEK) 293 cells when incubated in vitro for up to 48 hours (fig. S10B). Similar patterns of cellular activation were measured using NF-κB reporter cells (Fig. 2C). When R848-BPDs were incubated with primary mouse bone marrow–derived DCs (BMDCs) or control conditions for 48 hours, up-regulation of activation marker CD86, as determined by flow cytometry (*37*), also correlated with linker composition. For example, fast, medium, and slow R848-BPDs up-regulated CD86 expression in ~60, ~25, and ~10% of BMDCs, respectively (Fig. 2, D and E). Together, these results demonstrate that the release kinetics of R848-BPDs can be tuned through molecular design and that these kinetics directly correlate with TLR activation in vitro, yielding increased (for fast), similar (for medium), and decreased (for slow) activation compared to R848 alone.

### R848-BPDs with optimal linkers have greater maximum tolerated doses and broad therapeutic windows compared to free R848

The maximum tolerable dose (MTD) of free R848 was determined in healthy C57BL/6J mice by monitoring weight loss and clinical signs (body condition score measurements) over a period of 1 week following a single dose (*38*). Mice dosed at 10 and 15 mg/kg demonstrated visible signs of restricted movement and lethargy in addition to weight loss greater than 5% of the original body weight (Fig. 3A); thus, 7.5 mg/kg was established as the MTD. We then evaluated three different R848-BPDs (“fast BPD,” PE linker; “medium BPD,” MPE linker; “slow BPD,” dMPE linker) at doses of 75, 150, 300, 600, and 750 mg/kg, which, given the ~10% R848 loading of the BPDs, correspond to 1, 2, 4, 8, and 10× the MTD (7.5 mg/kg) of free R848, respectively (Fig. 3B and figs. S11 to S13). Notably, while the “fast PE” BPD had a similar MTD compared to free R848 when normalized by the mass of R848, the “medium MPE” and “slow dMP”’ BPDs exhibited MTDs at four and eight times higher R848 concentrations, respectively (figs. S11 to S13). Serum was collected 4, 24, and 48 hours postinjection and was assayed for cytokines commonly released downstream of TLR7/8 activation; linker-dependent increases in type I IFNs (both IFN-α and IFN-β) and proinflammatory cytokines such as IFN-γ, IL-6, monocyte chemoattractant protein 1 (MCP-1), and TNF-α were observed (Fig. 3, C to F). While the fast PE BPDs induced even higher levels of systemic cytokine production (greater than or equal to two times MTD of free R848), both the medium MPE and slow dMPE BPDs induced lower serum cytokine levels when given at equivalent R848 dosing levels (Fig. 3, C to F). Because these BPDs have identical physical properties and only differ by their release rate, these differences must arise from R848 exposure kinetics and not differences in, e.g., distribution/accumulation. Moreover, this reduced toxicity of medium and slow BPDs was not simply reflecting delayed activation of cytokine production by the slowed release kinetics, as cytokine levels remained low at 24 and 48 hours (Fig. 3, C to F, and fig. S14). Whole blood was collected in the different groups and subjected to a blood panel analysis wherein the white blood cell (WBC) count served as a proxy for drug concentration in the blood, because R848 induces lymphocytes to leave blood transiently in a dose-dependent manner (*39*). Free R848 and fast PE showed a lowered WBC count, whereas medium and slow BPDs remained within limits of the normal range (Fig. 3G). Acute toxicities were also assessed via liver enzyme biomarkers (alanine aminotransferase and aspartate aminotransferase) and blood urea nitrogen as surrogates for liver and kidney function, respectively. In all cases, the medium and slow BPDs consistently showed normal levels of the relevant biomarkers (as opposed to free R848) even in the early time points (acute phase), suggesting that they are safer than the fast BPD or R848 alone due to their delayed release kinetics (fig. S14). To confirm that the medium and slow BPDs led to reduced systemic R848 exposure, we analyzed the serum PKs of R848 following dosing of free R848 or the R848-BPDs. The medium and slow BPDs showed lower initial free drug concentrations in serum compared to free R848, which display a peak at 30 min followed by clearance in a few hours (Fig. 3H and table S3).

**Fig. 3.**
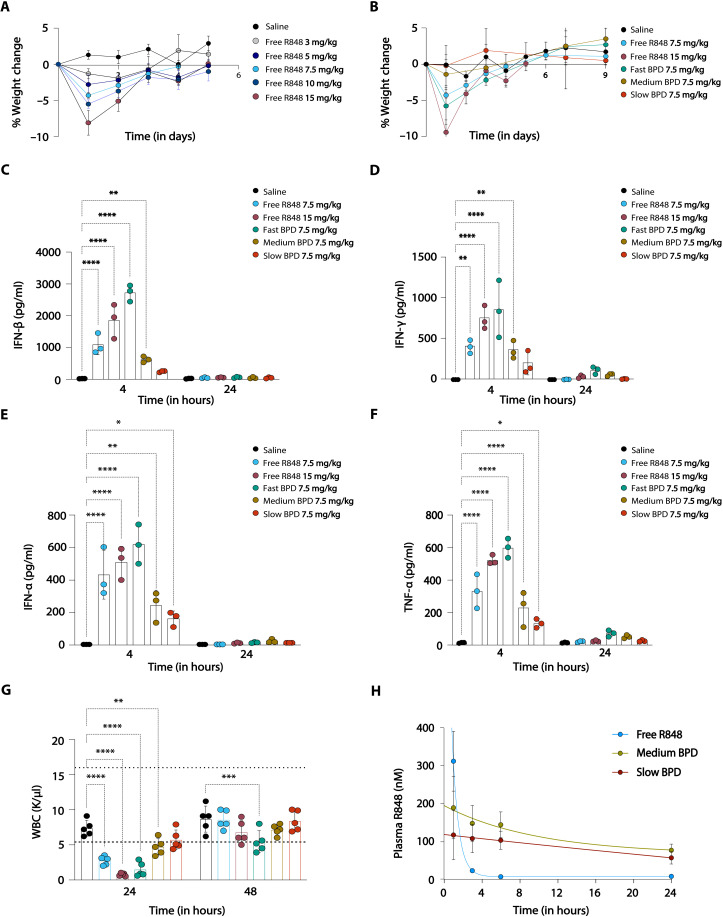
MTD and toxicity assessments of free R848 and R848-BPDs. (**A**) Weight loss measurements for C57BL/6 mice (*n* = 3 per group) following intravenous administration of increasing concentrations of free R848 to define the MTD as 7.5 mg/kg. (**B**) Weight loss measurements for C57BL/6 mice (*n* = 3 per group) following intravenous administration of free R848 (7.5 and 15 mg/kg) and R848-BPDs (7.5 mg/kg). (**C** to **F**) Serum cytokine measurements taken at 4 and 24 hours postinjection of free R848 (7.5 and 15 mg/kg) and R848-BPDs (7.5 mg/kg). (**G**) WBC count taken at 24 and 48 hours postinjection of free R848 (7.5 and 15 mg/kg) and R848-BPDs (7.5 mg/kg). (**H**) Pharmacokinetic (PK) analysis of plasma R848 at 1, 3, 6, and 24 hours postinjection of free R848 (7.5 mg/kg) and medium and slow R848-BPDs (7.5 mg/kg) in C57BL/6 mice (*n* = 5 per group). Data are presented as mean values ± SEM with *n* = 3 or 5 independent samples for each group tested. Statistical comparisons in (C) to (F) and (G) were tested using two-way ANOVA followed by Dunnett’s multiple-comparisons test. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

### R848-BPDs demonstrate tumor accumulation and uptake by innate immune cells in the tumor and tumor-draining lymph nodes

On the basis of its promising pharmacodynamic activity, we next evaluated the biodistribution of fluorescently labeled R848-BPDs prepared with the medium release rate MPE linker following intravenous injection in mice bearing syngeneic MC38 colon carcinoma tumors. BPDs, by virtue of their small size and nonspherical shape, have been shown to display effective accumulation and penetration into subcutaneous and orthotopic murine tumors, with liver, spleen, and lungs as other major clearance tissues (*30*). Here, the R848-BPD performed similarly, with the highest levels of tissue accumulation in tumors and the liver (Fig. 4A). The BPD continued to increase in accumulation in the tumor through 24 hours, and similar accumulation was observed in the tumor-draining lymph node albeit at much lower levels (Fig. 4A). Flow cytometry analysis of the tumor and tumor-draining lymph nodes revealed uptake of the R848-BPDs by innate immune cells, including conventional type 1 DCs (cDC1s), monocytes, and macrophages (Fig. 4, B and C). Approximately 20% of macrophages in the tumor were positive for R848-BPDs, along with 30% of monocytes and 15% of cDC1s (Fig. 4, B to E). When we treated tumor-bearing mice with free R848, slow R848-BPDs, or medium R848-BPDs, we found that the substantial tumor accumulation of BPDs correlated with the generation of high levels of proinflammatory cytokines including type I IFN and TNF-α in the tumor microenvironment, which were not induced to statistically significant levels over saline-treated tumors by free R848 (Fig. 4, F and G). Last, we verified this cell uptake in the tumor microenvironment via intravital fluorescence imaging, showing R848-BPDs (cyan) colocalized with CD11c^+^ DCs (yellow) and other myeloid cells (magenta) (Fig. 4H).

**Fig. 4.**
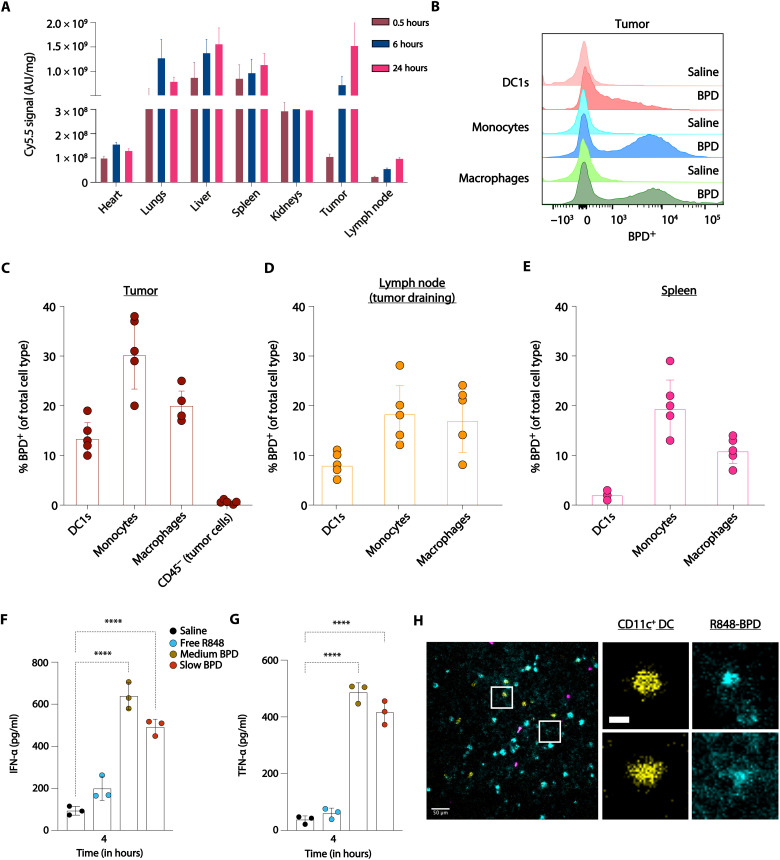
Organ and cellular biodistribution and pharmacodynamics of R848-BPDs. (**A**) Organ biodistribution in digested tissues (means ± SEM) of Cy5.5 fluorescently labeled medium R848-BPDs (7.5 mg/kg) injected in C57BL/6 mice (*n* = 5 per group) bearing syngeneic MC38 colon carcinoma tumors (~25 mm^2^). (**B**) Representative flow cytometry histograms and (**C** to **E**) cellular biodistribution data of Cy5.5-labeled medium R848-BPDs taken 24 hours postinjection in C57BL/6 mice (*n* = 5 per group) bearing syngeneic MC38 colon carcinoma tumors (~25 mm^2^), indicating uptake by myeloid cells (DC1s, monocytes, and macrophages) in the tumor, tumor-draining lymph node, and spleen. (**F** and **G**) Tumor cytokine measurements taken at 4 hours postinjection of free R848, medium, and slow R848-BPDs (7.5 mg/kg) in C57BL/6 mice (*n* = 3 per group) bearing syngeneic MC38 colon carcinoma tumors (~25 mm^2^). (**H**) Image from intravital imaging showing R848-BPD (in cyan) colocalized with CD11c^+^ DCs (yellow) and other broader myeloid populations (magenta). Scale bar, 50 μm. Insets highlighting colocalization of R848-BPD (cyan) on CD11c^+^ DCs (yellow) in separate channels. Scale bar, 10 μm. Statistical comparisons in (F) and (G) were tested using an ANOVA followed by Dunnett’s multiple-comparisons test. ****P < 0.0001. AU, arbitrary units.

### Systemically administered R848-BPDs elicit therapeutic responses both as monotherapies and in combination with checkpoint blockade therapy in mouse models of colon carcinoma

Given these promising biodistribution results, the therapeutic efficacy of R848-BPDs was evaluated in mice bearing subcutaneous MC38 tumors (*n* = 5). For these studies, we focused on the medium and slow BPDs given their promising safety profile compared to the fast BPD. These two BPDs along with free R848 were administered intravenously at 7.5 mg/kg to the mice once every 3 days for three total doses. Notably, the R848-BPDs displayed a substantial slowing of tumor progression (*P* < 0.0001) and improved overall survival compared to mice given free R848 (Fig. 5, A and B) with no signs of toxicity (fig. S15A). Together with the safety results described above, these data further highlight the importance of R848 release kinetics in achieving simultaneous safety and efficacy in vivo.

**Fig. 5.**
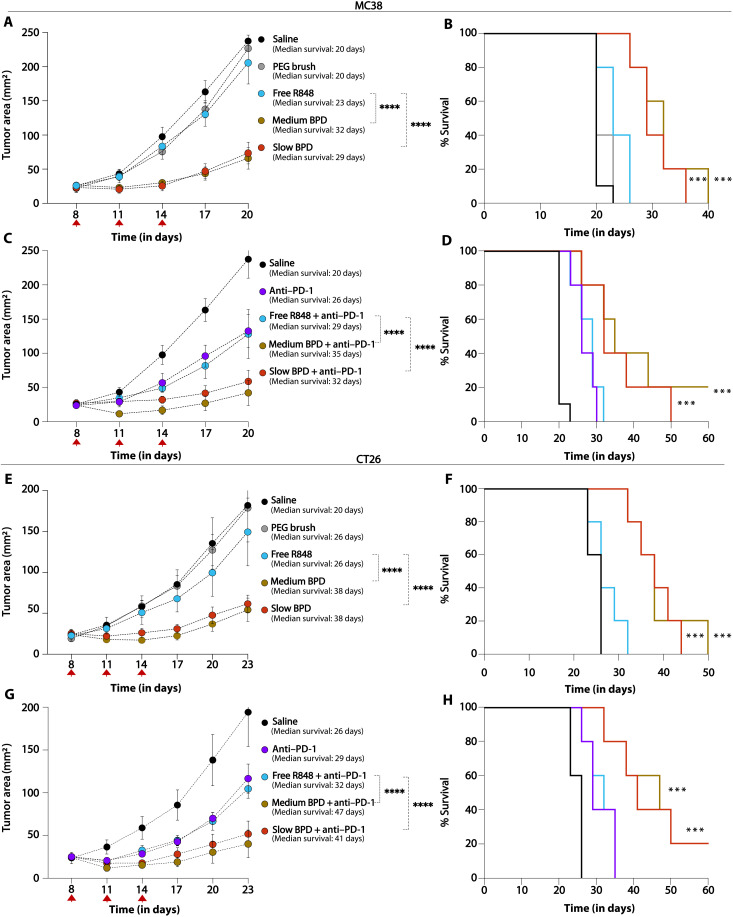
In vivo efficacy studies with medium and slow R848-BPDs in MC38 and CT26 colon carcinoma models demonstrated lower tumor burden and improved survival rates compared to control groups. (**A**) Tumor size (means ± SEM) and (**B**) Kaplan-Meier survival curves for C57BL/6 mice (*n* = 5 per group) bearing syngeneic MC38 colon carcinoma tumors injected retro-orbitally with R848-BPDs (medium and slow) along with controls. (**C**) Tumor size (means ± SEM) and (**D**) Kaplan-Meier survival curves for C57BL/6 mice (*n* = 5 per group) bearing syngeneic MC38 colon carcinoma tumors injected retro-orbitally with R848-BPDs (medium and slow) in combination with anti–PD-1 checkpoint blockade along with controls. (**E**) Tumor size (means ± SEM) and (**F**) Kaplan-Meier survival curves for BALB/c mice (*n* = 10 per group) bearing syngeneic CT26 colon carcinoma tumors injected retro-orbitally with R848-BPDs (medium and slow) along with controls. (**G**) Tumor size (means ± SEM) and (**H**) Kaplan-Meier survival curves for BALB/c mice (*n* = 10 per group) bearing syngeneic CT26 colon carcinoma tumors injected retro-orbitally with R848-BPDs (medium and slow) in combination with anti–PD-1 checkpoint blockade along with controls. Statistical comparisons among tumor areas in (A) to (H) were performed using two-way ANOVA with Dunnett’s multiple-comparisons test, and survival curves in (A) to (H) were compared using a log-rank (Mantel-Cox) test. ***P < 0.001 and ****P < 0.0001.

As noted above, improved innate immune stimulation by TLR7/8 activation could boost responses to immunotherapies such as immune checkpoint blockade (*40*). Thus, following these monotherapy studies, we next performed combination multidose in vivo efficacy studies where mice bearing MC38 tumors were treated with R848-BPDs (MPE or dMPE) in combination with anti–PD-1 (200 μg). Animals treated with R848-BPDs combined with anti–PD-1 showed better tumor control (*P* < 0.0001) and longer-term survival compared to mice given free R848 in combination with anti–PD-1 or anti–PD-1 alone (Fig. 5, C and D).

To validate the generality of these treatment responses, we evaluated the medium and slow R848-BPDs in BALB/c mice bearing CT-26 colon carcinoma tumors (*n* = 10) with the same dosing pattern. Here, the R848-BPDs both delayed tumor outgrowth (*P* < 0.0001) and significantly increased median survival compared to untreated tumors with no signs of toxicity, while free R848 had no significant impact on tumor growth or overall survival (Fig. 5, E and F, and fig. S15B). Last, combining R848-BPDs with anti–PD-1 in the CT-26 model further boosted the response, extending survival and leading to complete responses in 20% of the animals (Fig. 5, G and H).

### R848-BPDs exert antitumor effects via sustained activation of innate immune cell subsets

Having shown that R848-BPDs display promising capability to control tumor growth and improve survival in murine tumor models, we next sought to examine whether their mechanism of action is due to immune stimulation via TLR activation because R848 canonically activates TLR7/8 expressed by myeloid cells. To determine which cell types contribute to the observed antitumor effects of the R848-BPDs, we performed single-cell RNA sequencing (scRNA-seq) on tumors 24 hours after dosing with either saline (*n* = 3), free R848 (*n* = 3), or medium R848-BPDs (*n* = 2). 

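Tumors were dissociated 24 hours after dosing, and their CD45+ and CD45- cells, with CD45+ cells in excess, were loaded onto Seq-Well arrays. In these, single cells are captured in wells with barcoded beads and each transcript is counted once by its unique molecular identifier (UMI). The authors aligned the reads to mm10 (GRCm38) and deposited, for each of the 8 tumors, the raw UMI counts per gene and cell barcode, without normalization and with genes given by symbol. The tumors held 11417768, 9770331 and 6309605 UMIs after free R848, 12319103 and 9622890 after medium R848-BPDs, and 9402191, 12422614 and 5867590 after saline. Neither the labels nor the paper's text say which tumors shared a sequencing run, so no batch could be separated from the treatments. Of 10791 barcodes listing 24787 genes in all, 9886 had more than 400 and fewer than 10000 genes, fewer than 50000 UMIs and at most 15% mitochondrial UMIs, the limits that the paper's methods give. The median number of UMIs per such cell ranged from 3247 to 6928 across tumors. Scrublet marked 100 of them (1.01%) as doublets, 49 of which came from free R848 replicate 1 (4.81% of its cells), and these cells were kept. Clustering followed the paper's settings in Seurat, with 30 principal components for all cells and then 11 at a resolution of 1.3 for nonmalignant cells. An exception was made, in that the genes of table S4 and those named in the paper's conclusions were left out of the second clustering, which then used 574 of 911 variable genes. Clusters were named from lists of marker genes, and the resulting classes are written with the ending -like. Tumors, not cells, were taken as replicates. Percentages of cells were compared with a two-sided exact permutation test over the 10 ways to split 2 and 3 tumors, for which the smallest possible p is 0.1, and counts summed per tumor and class were compared with edgeR. Standard deviations are over tumors, and limits derived from a count of 0 cover counting error only.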

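After the limits on genes, UMIs and mitochondrial UMIs, 1 cluster with the highest median mitochondrial percentage (5.96%) and 0.384 times the UMIs per cell of its tumors was taken as the poor-quality cluster, a rule that was set after the first clustering, and the paper's cell numbers, had been seen. Of the lists of markers, that of MC38 cells scored highest in this cluster, although none of its genes was among the leading genes of the cluster. Its 370 cells made up 1.18% to 7.85% of the cells of single tumors, and their removal left 9516 cells. With these cells kept, 9886 cells remained in total and 7978 were nonmalignant. The other clusters in which that list, *Mtap*, *Rhox5*, *Col6a2* and *Fam159b*, scored highest held 1643 MC38-like cells. In these cells, summed counts normalized by the TMM method gave 815 ± 13.0 CPM (SD, n = 3 tumors) of *Mtap* after free R848, against 48.8 ± 1.29 (SD, n = 3) in the monocyte/macrophage-like cells of the same tumors, and 939 ± 15.0 CPM of *Rhox5* against 24.4 ± 3.56. The corresponding values were 854 ± 108 against 5.81 ± 0.766 CPM for *Col6a2* and 195 ± 34.6 against 6.74 ± 1.05 CPM for *Fam159b*, which newer annotation names *Shisal2b*. The 7873 nonmalignant cells comprised 5232 monocyte/macrophage-like, 973 NK-like, 680 T-like, 659 DC-like, 142 osteoclast-like, 137 neutrophil-like and 50 fibroblast-like cells. Within the first class, 4288 cells fell in clusters with more macrophage markers, 522 in clusters with more monocyte markers and 422 in clusters with as many of each. Nonmalignant cells made up 7 classes here, and the paper's fine subsets were not drawn as clusters.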

After removing MC38 tumor cells (fig. S16A), we analyzed 8017 nonmalignant cells, resolving eight broad cell types and 16 fine cell subsets across three conditions (Fig. 6A and fig. S16B). First, we tested for changes in the relative frequencies of cell subsets across conditions. To account for compositional dependencies among cell subsets within each tumor, we conducted both Fisher exact tests and multivariate Dirichlet regression analysis (*41*). This analysis revealed distinct innate cell subsets enriched by the R848-BPDs: *Cd38^+^Saa3^+^* monocytes and *Cd38^+^Saa3^+^* macrophages [Dirichlet adjusted P value (*P*_adj_) = 7.55 × 10^−6^ and Fisher *P*_adj_ = 2.33 × 10^−101^, as well as Dirichlet *P*_adj_ = 9.28 × 10^−6^ and Fisher *P*_adj_ = 1.61 × 10^−124^, respectively], in tandem with decreases in *Ly6c*^hi^ monocytes and *Spp1^+^* macrophages (Dirichlet *P*_adj_ = 1.33 × 10^−5^ and Fisher *P*_adj_ = 9.29 × 10^−53^, as well as Dirichlet *P*_adj_ = 4.12 × 10^−6^ and Fisher *P*_adj_ = 1.55 × 10^−119^, respectively) when comparing R848-BPDs to free R848 (Fig. 6B and table S4). Furthermore, when we performed differential expression analyses within each subset, we found that R848-BPD therapy induced distinct expression profiles in macrophages, monocytes, and cDC1s, but not tumor-infiltrating lymphocytes (fig. S16C and table S4). 

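The genes that name these subsets were read directly in single monocyte/macrophage-like cells. The UMIs of each cell were drawn at random to a depth of 1000, and a cell counted as positive for a gene with at least 1 UMI left. For depth, 12 monocyte/macrophage-like cells from saline tumors were left out, and none of the other 2 treatments. *Cd38*, which encodes an enzyme that consumes NAD, lies on chromosome 5 from 43868553 to 43912375, and *Saa3*, which encodes serum amyloid A3, lies on chromosome 7 from 46711998 to 46715700. Cells positive for both made up 21.1% ± 5.28 (SD, n = 2 tumors) of monocyte/macrophage-like cells after medium R848-BPDs and 0.298% ± 0.112 (SD, n = 3) after free R848. After saline they were 0 of 2321 cells, which allows a share of up to 0.129%. The 2 tumors given medium R848-BPDs, at 17.4% and 24.8%, lay above the 3 given free R848, at 0.202% to 0.420%, a difference of 20.8 percentage points (two-sided exact permutation test, p = 0.1, the smallest p that 2 tumors against 3 allow). T-like and NK-like cells, which should lack *Saa3*, were positive for both genes in 4.86% ± 4.01 (SD, n = 2) after medium R848-BPDs, in 0 of 513 after free R848 (up to 0.585%) and in 0 of 685 after saline (up to 0.438%), with 1 and 4 shallower cells left out. Before drawing, the median depth after medium R848-BPDs was 5315 UMIs in monocyte/macrophage-like and 6301.5 UMIs in T-like and NK-like cells. Without thinning, the alternative that moved this result most, double-positive cells were 54.8% ± 3.00, 1.27% ± 0.195 and 0.157% ± 0.160 after medium R848-BPDs, free R848 and saline, a difference of 53.6 percentage points between the first 2. Of T-like and NK-like cells, 13.4% ± 8.28 were then double-positive after medium R848-BPDs (19.2% in replicate 2), 0.183% ± 0.317 after free R848 and 0.186% ± 0.323 after saline.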

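*Ly6c2*, at 75108158 to 75111970 on chromosome 15, shares most of its sequence with its neighbor *Ly6c1*, so that reads could have been split between them. Cells with a *Ly6c2* UMI after thinning made up 22.4% ± 0.0074 (SD, n = 2) of monocyte/macrophage-like cells after medium R848-BPDs, 46.1% ± 3.13 (SD, n = 3) after free R848 and 31.1% ± 16.0 (SD, n = 3) after saline, where saline replicate 2 stood at 12.8%. The difference between R848-BPDs and free R848 was −23.7 percentage points, and their tumors did not overlap (two-sided exact permutation test, p = 0.1, which is also the lowest possible). MC38-like cells, which should lack this gene, were positive in 1.89% ± 1.12, 1.64% ± 0.262 and 3.30% ± 1.99 after R848-BPDs, free R848 and saline, at median depths of 10935, 12867 and 11993.5 UMIs. T-like and NK-like cells were positive in 22.9% ± 1.67, 23.5% ± 4.60 and 23.0% ± 4.98, which lies above the share in MC38-like cells and so was not read as background. Unthinned, 42.3% ± 1.55, 65.9% ± 6.05 and 48.0% ± 12.9 of monocyte/macrophage-like cells were positive. *Spp1*, which encodes osteopontin, lies on chromosome 5 from 104435118 to 104441050. Its UMIs were found in 12.2% ± 3.02 (SD, n = 2) of monocyte/macrophage-like cells after R848-BPDs, 19.4% ± 7.14 (SD, n = 3) after free R848 and 35.7% ± 23.3 (SD, n = 3) after saline, and the tumors of the first 2 groups overlapped (−7.14 percentage points, two-sided exact permutation test, p = 0.3). Leaving out free R848 replicate 1 gave −11.1 percentage points and leaving out free R848 replicate 2 gave −4.12. T-like and NK-like cells, at median depths of 5695.5 UMIs after free R848 and 4847 after saline, held *Spp1* UMIs in 25.6% ± 10.4, 28.1% ± 3.43 and 41.8% ± 9.34 of cells after R848-BPDs, free R848 and saline. The median depths of monocyte/macrophage-like cells in these treatments were 5214.5 and 4880 UMIs. After free R848, *Spp1* stood at 2272 ± 826 CPM (SD, n = 3) in NK-like, 1822 ± 105 in MC38-like and 570 ± 297 in monocyte/macrophage-like cells, so the shares in NK-like and MC38-like cells are not a measure of background, and none was set for this gene. MC38-like cells were positive in 48.8% ± 6.97, 61.6% ± 2.26 and 59.1% ± 5.21, and the unthinned shares in monocyte/macrophage-like cells were 27.0% ± 6.74, 36.7% ± 8.57 and 54.2% ± 21.7. Among the 7 broad classes, edgeR's quasi-likelihood test on cell counts per tumor called 0 changed in abundance between R848-BPDs and free R848, with 1 class at an unadjusted p under 0.05 and no other tool run. Leaving out saline replicate 3, which removes 1 tumor from the estimate of the spread, called 1 class.

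**Figure D1:**
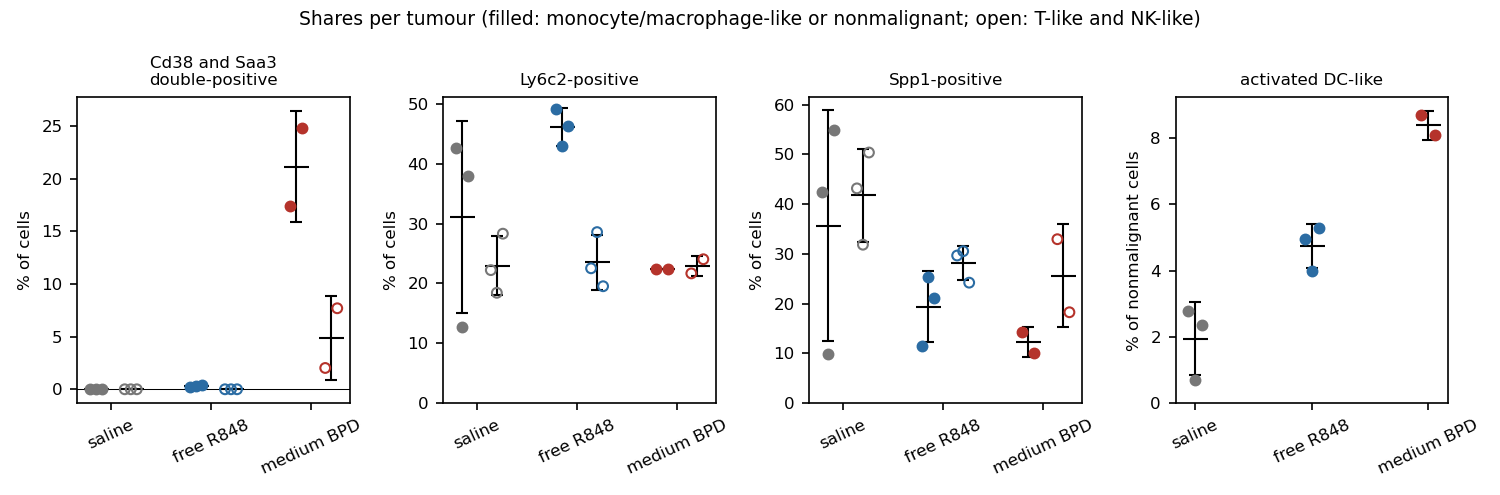
Percentage of cells of each tumor (y axes) that are positive for both *Cd38* and *Saa3*, for *Ly6c2* and for *Spp1* after thinning to 1000 UMIs, in monocyte/macrophage-like cells (filled) and in T-like and NK-like cells (open), and activated DC-like cells as a percentage of nonmalignant cells, by treatment (x axes). Points are tumors, and lines are means with SD; the 2 tumors given medium R848-BPDs reach 17.4% and 24.8% double-positive cells, against at most 0.420% after free R848.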

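Changes in expression between medium R848-BPDs and free R848 were tested on UMI counts summed per tumor and class, with all 3 treatments in the fit to estimate the spread, and a gene was called at an adjusted p under 0.05. The adjusted p came from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In monocyte/macrophage-like cells, whose sums ranged from 2615822 to 6484287 UMIs per tumor, 170 of 10531 genes were called, 104 higher and 66 lower after R848-BPDs. Without a filter on low counts, the alternative that moved this count most, 931 were called. Leaving out free R848 replicate 1, 2 or 3 gave 36, 18 or 15 genes. Leaving out medium R848-BPD replicate 1 or 2 gave 108 or 17, and leaving out saline replicate 2 gave 585. In macrophage-like cells alone 152 of 10256 genes were called, 99 higher and 53 lower. This count was 33, 22 or 19 without free R848 replicate 1, 2 or 3, 19 without medium R848-BPD replicate 2 and 467 without saline replicate 2. In monocyte-like cells 154 of 5617 genes were called, 76 higher and 78 lower, but medium R848-BPD replicate 2 held 9 such cells and was left out. The lone tumor of its group was thus assumed to vary like the other groups. DC-like cells, in which cDC1s were not told apart, gave 65 of 6011 genes, 40 higher and 25 lower. Their count was 216, 30 or 16 without free R848 replicate 1, 2 or 3, 30 or 13 without medium R848-BPD replicate 1 or 2, and 42 without saline replicate 1. T-like cells gave 6 of 7397 genes, 5 higher and 1 lower, and NK-like cells gave 24 of 8491, 18 higher and 6 lower. The count in T-like cells was 71 without medium R848-BPD replicate 1, 3 without saline replicate 1 or 3, and 1 without free R848 replicate 1 or 3 or medium R848-BPD replicate 2. That in NK-like cells was 12, 11 or 8 without free R848 replicate 1, 2 or 3 and 7 without medium R848-BPD replicate 2. On simulated counts, 200 genes were changed by 2 or 4 times. The test recovered 62.5% of them in monocyte/macrophage-like, 54.5% in DC-like, 50% in T-like and 60.5% in NK-like cells. For changes of 4 times it recovered 80%, 79%, 79% and 89%. Smaller changes, or a tumor apart from its group, were not simulated. Whether the response itself differed between classes was tested with an interaction term, with each tumor as a block. It called 3 of 10870 genes between monocyte/macrophage-like and T-like cells and 19 of 10847 between monocyte/macrophage-like and NK-like cells.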

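Apart from *Gzmb* in NK-like cells, named after its values were seen, the genes named from these comparisons follow a rule fixed before the values were seen, the 10 largest changes in monocyte/macrophage-like cells that met limits on expression and overlap, beside a list of genes fixed with it. In monocyte/macrophage-like cells, *Saa3* stood at 13943 ± 3460 CPM (SD, n = 2) after R848-BPDs, 115 ± 14.4 (SD, n = 3) after free R848 and 37.3 ± 49.7 (SD, n = 3) after saline, a log2 fold change of 6.92 over free R848 (standard error 1.01, adjusted p = 0.0177 from edgeR's quasi-likelihood test, higher in both tumors). With each tumor left out in turn, its log2 fold change stayed between 6.60 and 7.17, while its adjusted p rose above 0.05 without free R848 replicate 1, 2 or 3 or medium R848-BPD replicate 2. *Cd38* reached 370 ± 121 CPM against 20.0 ± 7.01 after free R848, a log2 fold change of 4.18 (standard error 0.54, adjusted p = 0.0123 from edgeR's quasi-likelihood test), which was no longer called without free R848 replicate 2 or 3 or medium R848-BPD replicate 2. *Lcn2*, *Nos2*, *Procr*, *Fpr1* and *Mmp8* were also higher, by log2 fold changes of 5.81, 3.48, 3.47, 3.14 and 3.12, and *S100a4* was lower, by −3.49, with adjusted p from 5.4e-06 to 0.0374 by edgeR's quasi-likelihood test. *Lcn2* and *Fpr1* remained called whichever tumor was left out, while the other 4 each lost their call in at least 1 case. *Marco*, at 107 ± 36.9 CPM against 0.286 ± 0.0903, and *Ace*, at 0.183 ± 0.259 CPM against 25.2 ± 13.2, rest on a few counts in 1 of the groups, so no fold change is given. *Ccl5* was higher by 1.23 and *Cd86* lower by −1.20 (adjusted p = 0.0403 and 0.0223 from edgeR's quasi-likelihood test), and neither was called when any tumor given R848-BPDs or free R848 was left out. *Ly6c2*, *Spp1*, *C1qc* and *Tlr7* were not called, with log2 fold changes of −1.73, −1.04, −0.03 and 0.01 (adjusted p = 0.197, 0.710, 0.982 and 0.982 from edgeR's quasi-likelihood test). In monocyte-like cells *Ly6c2* changed by −1.73 from 4321 ± 407 CPM after free R848. Only 1 medium R848-BPD tumor, with 20 such cells, entered there, so the spread between tumors of that group is unknown. *Ly6c2* was also among the monocyte markers used to name clusters. *Saa3* was also called in DC-like, T-like and NK-like cells, with log2 fold changes of 7.12, 7.79 and 6.55 (adjusted p = 4.0e-06, 2.9e-04 and 1.7e-07 from edgeR's quasi-likelihood test), at 1658 ± 1043, 4054 ± 1715 and 286 ± 99.9 CPM after R848-BPDs against 12.0 ± 11.1, 18.5 ± 7.87 and 2.66 ± 2.97 CPM. In T-like and in NK-like cells, RNA from other cells could not be told apart from expression as the origin of that signal. For *Saa3* in DC-like cells, RNA from other cells was not tested and stays open. In T-like cells *Ccl5* rose by 1.62 and *S100a4* changed by −2.77 (adjusted p = 0.0365 and 0.0274 from edgeR's quasi-likelihood test), and both tumors given R848-BPDs lay outside the range of free R848. Both genes moved the same way in monocyte/macrophage-like cells (1.23 and −3.49). RNA from those cells was not tested as the source of these T-like changes and stays open. In NK-like cells *Gzmb*, at 13184 ± 2590 CPM against 6555 ± 93.7, rose by 1.02 (standard error 0.15, adjusted p = 0.00457 from the same test), a call that was lost without medium R848-BPD replicate 1. The 2 T-like calls were lost without free R848 replicate 1 or 3, medium R848-BPD replicate 2, or saline replicate 1 or 3.

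**Figure D2:**
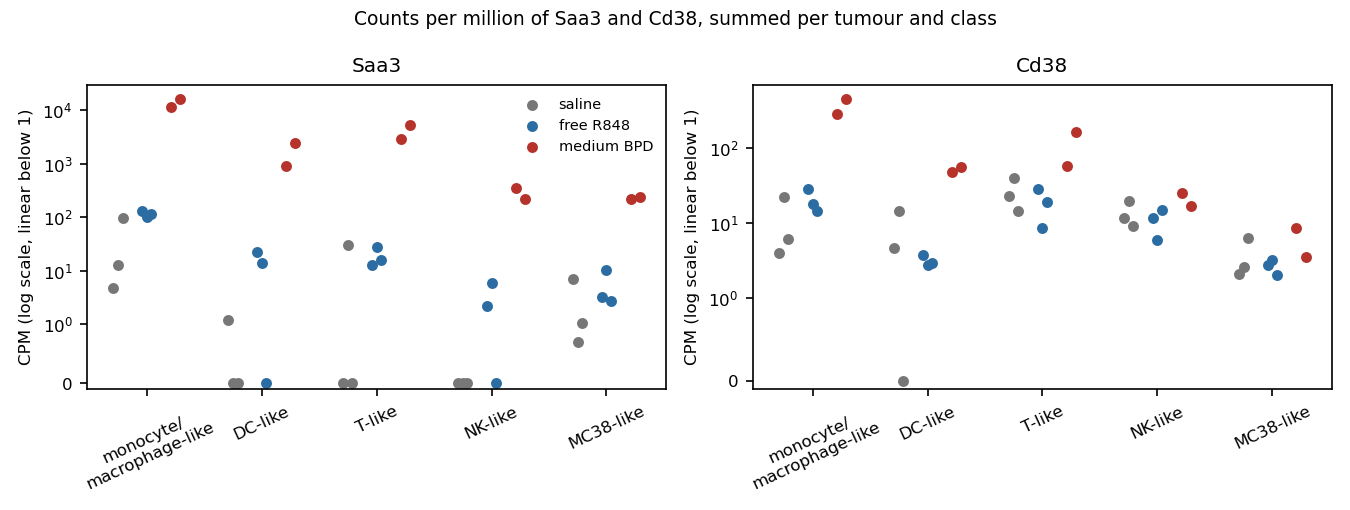
CPM of *Saa3* and *Cd38* (y axes, log scale, linear below 1) from the sums per tumor in 5 classes, by treatment (colors). Points are tumors; *Saa3* in monocyte/macrophage-like cells averages 13943 CPM after medium R848-BPDs, 115 after free R848 and 37.3 after saline.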

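The gene sets used by the paper were not at hand, so 6 lists of genes written before the values were seen were used instead. They were tested on counts summed per tumor in macrophage-like cells with at least 1 UMI of both *Cd38* and *Saa3* and in the other macrophage-like cells. The tumor was a block. Only the 2 tumors given medium R848-BPDs held at least 10 cells of both kinds, 326 and 297 in replicate 1 and 242 and 181 in replicate 2, so these comparisons are within the R848-BPD treatment. The gate used UMIs without thinning, and *Cd38* and *Saa3* were left out of the tested genes. The 29 tested genes of the reactive oxygen list had a median log2 fold change of 0.31, with 23 higher in double-positive cells (adjusted p = 4.5e-06 from limma's camera with Benjamini-Hochberg adjustment over the 6 lists). The inflammatory list had a median of 0.08, with 25 of 43 genes higher (adjusted p = 0.342 from limma's camera), and the interferon list a median of −0.15, with 10 of 43 higher (adjusted p = 0.00635 from limma's camera). The alternative that moved the interferon list most, chosen after seeing the data, set double-positive cells against the other macrophage-like cells of all tumors without the block, and gave a median of 0.21 with 36 of 43 genes higher (adjusted p = 0.0376 from limma's camera). Medians were −0.37 for the E2F and cell cycle list (4 of 28 higher) and −0.63 for MHC class II (0 of 6 higher), with adjusted p of 4.5e-06 and 3.5e-04 from limma's camera, and 0.04 for hypoxia and glycolysis (17 of 29 higher, adjusted p = 0.342 from limma's camera). The median over all tested genes was 0.0022. None of the camera calls held under fry, which gave adjusted p from 0.208 to 0.563, and the 3 lists also tested with an estimated correlation between genes gave no call either. With 2 tumors and the tumor as a block, few degrees of freedom are left, so a missing fry call does not decide against these lists.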

Gene set enrichment analyses (GSEA) over differentially expressed genes showed that *Cd38^+^Saa3^+^* macrophages had higher enrichment scores for pathways related to inflammatory response, IFN, and reactive oxygen species compared to all other macrophage subsets (Fig. 6C). Moreover, transcription factor (TF) inference analysis using DoRothEA confirmed that *Cd38^+^Saa3^+^* macrophages had higher activities of inflammation-related TFs, such as Irf1, Irf9, Stat1, and Foxo3, compared to the *Spp1^+^* macrophages previously reported to be immunosuppressive with protumorigenic roles (Fig. 6D) (*42*, *43*). 

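The activity that DoRothEA infers comes from the targets of a transcription factor and was not computed. Instead, the mRNA of *Irf1*, *Irf9* and *Foxo3* themselves was compared between double-positive macrophage-like cells (326 and 242 in the 2 medium R848-BPD tumors) and macrophage-like cells with a *Spp1* UMI that were not double-positive (96 and 52), with the tumor as a block. Both gates used UMIs without thinning, and no background share was set for *Spp1*, so the second group need not match the paper's *Spp1+* macrophages. *Irf1* stood at 287 ± 123 CPM (SD, n = 2) against 187 ± 38.7, a log2 fold change of 0.40 (standard error 0.19, adjusted p = 0.428 over all 8218 genes tested by edgeR's quasi-likelihood test, higher in 1 of 2 tumors). The log2 fold changes of *Irf9* and *Foxo3* were −0.22 and −0.02, with standard errors of 0.20 and 0.28 (adjusted p = 0.867 and 0.995 from the same edgeR test). None of these was called by edgeR over all genes or by DESeq2, and 1, *Irf1*, had an unadjusted p under 0.05. These genes were chosen by the study on these samples. *Foxo3* changed direction under DESeq2 (0.15), with doublets removed (0.18) and without the tumor block (0.07). Under an alternative chosen after seeing the data, *Irf9* reached 0.20 when cells were gated after thinning.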

Relatedly, as a nicotinamide adenine dinucleotide (NAD)–consuming enzyme, CD38 has been shown to be up-regulated in M1 macrophages in both mice and humans upon acute inflammation, suggesting an antitumor proinflammatory effect of R848-BPDs in macrophages (*44*).

**Fig. 6.**
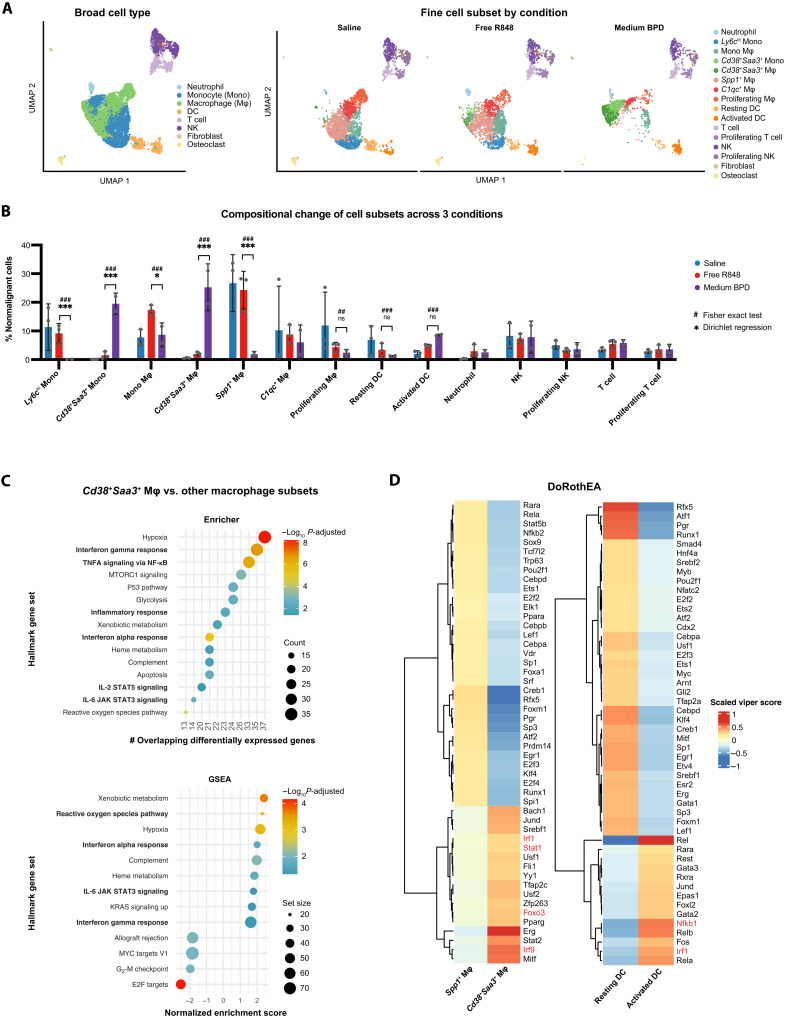
scRNA-seq of MC38 tumors 24 hours posttreatment with saline, free R848, and medium R848-BPD. (**A**) Uniform manifold approximation and projection (UMAP) visualization of nonmalignant cells colored by eight broad cell types (left) and by 16 fine cell subsets separated by experimental conditions (right). NK, natural killer. (**B**) Difference in nonmalignant cell proportional composition across the three experimental conditions. Adjusted *P* values are only shown for cell subset comparisons (medium BPD versus free R848) that are significant by at least one statistical test: Fisher exact test (shown in #) or Dirichlet regression analysis (shown in *). (**C**) Enricher (top) and GSEA (bottom) pathway enrichments for the differentially expressed genes in *Cd38^+^Saa3^+^* macrophages compared to the rest of the macrophage subtypes, showing up-regulations of inflammatory response, IFN, and reactive oxygen species pathways (in boldface). (**D**) DoRothEA transcription factor (TF) inference for *Spp1^+^* macrophages versus *Cd38^+^Saa3^+^* macrophages and for DCs versus activated DCs, suggesting inflammation-related TF activities (colored in red) in *Cd38^+^Saa3^+^* macrophages and activated DCs. Only TF-target interactions with a high confidence level were selected for this analysis. ns, not significant. *P < 0.05, ***P < 0.001, ^##^*P* < 0.01, and ^###^*P* < 0.001.

Similarly, we identified an activated DC population, exhibiting high expression of *Ccr7*, *Ccl22*, *Ccl5*, *Cxcl16*, and *Il12b* (Fig. 6B and fig. S16, B and D) and strong inflammation-related TF activation, including Irf1 and Nfkb1 (Fig. 6E), akin to previously reported tumor-infiltrating CCR7^+^ DCs that secrete IL-12 and activate T cells to increase antitumor activity (*45*). 

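DC-like clusters were called activated from *Fscn1*, *Tbc1d4*, *Il4i1*, *Cacnb3*, *Socs2*, *Samsn1*, *Serpinb6b* and *Nudt17*, so that the genes the paper names took no part in the clustering of nonmalignant cells or in the naming. This gave 347 activated and 312 other DC-like cells, and 6 tumors held at least 10 of each, free R848 replicate 1 and saline replicate 2 being the exceptions. Counts were summed per tumor and population and compared with the tumor as a block over 3295 genes, of which 1365 were called. *Ccr7* (chromosome 11, 99144196 to 99155077) stood at 4879 ± 1497 CPM (SD, n = 6) in activated and 582 ± 396 in other DC-like cells, a log2 fold change of 3.25 (standard error 0.28, adjusted p = 1.8e-07 from edgeR's quasi-likelihood test, higher in 6 of 6 tumors). *Ccl22* (chromosome 8, 94745590 to 94751699) was higher by 4.84 (2593 ± 1848 against 109 ± 136 CPM), *Ccl5* (chromosome 11, 83525778 to 83530518) by 4.15 (7193 ± 3416 against 973 ± 1732), *Cxcl16* (chromosome 11, 70453983 to 70459984) by 0.95 (1408 ± 102 against 722 ± 172) and *Il12b* (chromosome 11, 44400063 to 44414033) by 2.88 (1596 ± 1092 against 220 ± 171), each in 6 of 6 tumors. Their adjusted p were, in this order, 2.8e-08, 3.3e-06, 2.2e-04 and 9.8e-04 from the same edgeR test. The mRNA of *Irf1* was higher by 1.69 (696 ± 219 against 219 ± 73.1 CPM, in 5 of 6 tumors, the exception being saline replicate 3) and that of *Nfkb1* by 1.08 (623 ± 111 against 287 ± 83.2 CPM, in 6 of 6), with adjusted p of 1.1e-04 and 1.6e-04 from the same edgeR test. All 7 genes were called over all genes tested, adjusted over the list alone, and by DESeq2, although the study chose the list on these samples, so the second count is not independent evidence. The log2 fold change of *Ccl5* moved most, to 2.86 without the tumor block.

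**Figure D3:**
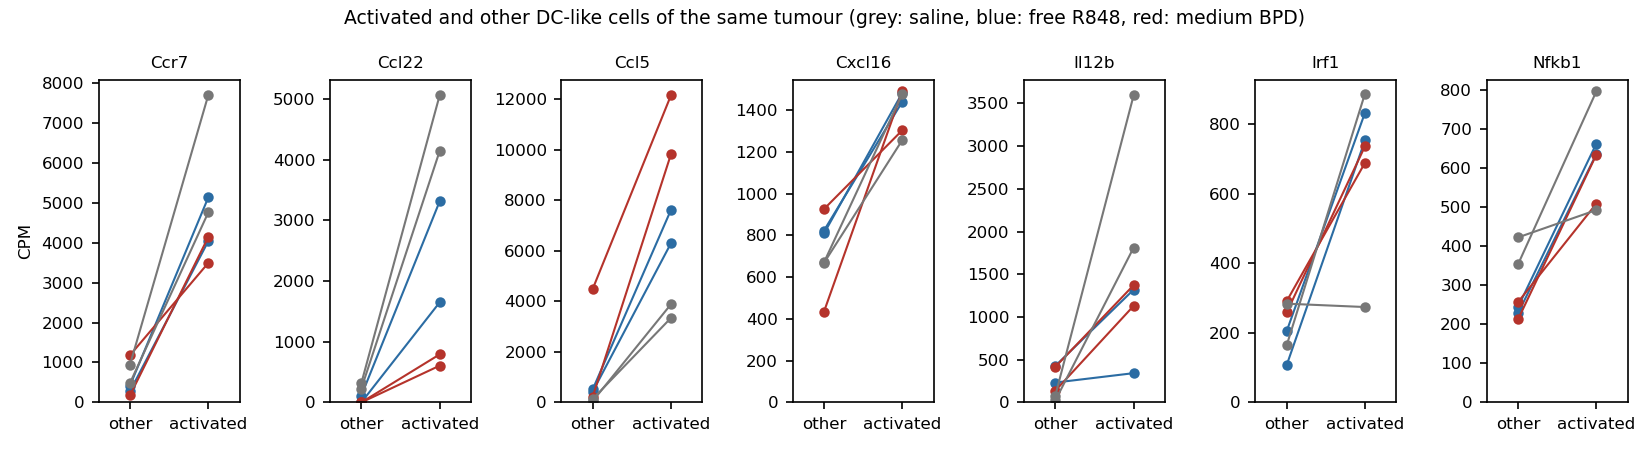
CPM of the 7 genes in activated and in other DC-like cells of the 6 tumors with at least 10 cells of each (y axes, linear). Lines join the populations of 1 tumor, colored by treatment; *Ccr7* averages 4879 CPM in activated and 582 CPM in other DC-like cells.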

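Activated DC-like cells, as clustered without the genes that the paper names for them, were found in all 8 tumors. They made up 8.39% ± 0.434 (SD, n = 2) of nonmalignant cells after medium R848-BPDs, 4.74% ± 0.672 (SD, n = 3) after free R848 and 1.95% ± 1.10 (SD, n = 3) after saline. The 2 tumors given R848-BPDs, at 8.08% and 8.70%, lay above the 3 given free R848, at 3.99% to 5.29%, a difference of 3.65 percentage points (two-sided exact permutation test, p = 0.1, the smallest this design allows). It was 3.62 and 3.22 percentage points at clustering resolutions of 0.8 and 2.0, and 3.27 to 3.96 with each tumor left out in turn. As a share of DC-like cells, activated cells were 86.5% ± 1.33 after R848-BPDs, 63.5% ± 14.7 after free R848 and 26.5% ± 6.03 after saline. The difference between the first 2 groups, 22.9 percentage points, had p = 0.2 (two-sided exact permutation test). Their tumors did not overlap, at 85.5% and 87.4% after R848-BPDs and 53.5% to 80.4% after free R848.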

While resting and activated DC populations were present in all experimental conditions, activated DCs were modestly enriched upon R848-BPD treatment (Fisher *P*_adj_ = 6.96 × 10^−8^ when comparing R848-BPDs to free R848; not significant by multivariate Dirichlet regression analysis). Collectively, our data suggest that R848-BPDs stimulate monocytes, macrophages, and DCs to yield a more proinflammatory state, initiating antitumor activity.

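The 6 lists of genes were also compared between medium R848-BPDs and free R848 over the tumors, without splitting a class into populations. In monocyte/macrophage-like cells the inflammatory list had a median log2 fold change of 0.28 (25 of 44 higher, adjusted p = 0.00957 from limma's camera) and the reactive oxygen list of 0.47 (22 of 29 higher, adjusted p = 2.4e-07 from limma's camera), and of these fry called the second (adjusted p = 0.0338). The interferon list had a median of −0.01, with 21 of 43 genes higher (adjusted p = 0.686 from limma's camera). In DC-like cells the inflammatory list had a median of 0.64, with 29 of 36 genes higher (adjusted p = 3.5e-08 from limma's camera), and the interferon list of 0.09, with 32 of 43 higher (adjusted p = 0.0329 from limma's camera), and fry called neither (adjusted p = 0.0764 and 0.509). *Irf1*, *Irf9*, *Foxo3* and *Nfkb1* mRNA changed in monocyte/macrophage-like cells by log2 fold changes of −0.48, 0.05, −0.17 and −0.28, none of which was called (adjusted p from 0.346 to 0.936 by edgeR's quasi-likelihood test). Without 1 tumor, the change of *Irf1* ranged from −0.89 to 0.21 and that of *Irf9* from −0.01 to 0.16. In DC-like cells *Ccl5* changed by 0.95 and *Ccl22* by −1.16, neither called (adjusted p = 0.0911 and 0.177 from the same edgeR test). From the *Cd38+Saa3+* populations, their gene sets and inferred transcription factor activities and the enrichment of activated DCs, the paper proposes that R848-BPDs move monocytes, macrophages and DCs toward a more proinflammatory state.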

To assess whether the changes induced in the TME extended to the tumor-draining lymph nodes, we carried out immunophenotyping studies at 24, 48, and 72 hours after R848-BPD dosing. CD86 expression levels measured for up to 72 hours pointed to sustained activation of cDC1s, monocytes, and macrophages when compared with free R848 and saline-treated controls (Fig. 7, A to C, and fig. S17). To gain further insight into the pathways and cell types most critical for the effectiveness of R848-BPD therapy, we analyzed therapeutic responses in mice lacking TLR7 or deficient in key DC/myeloid cell populations. As expected, there was a complete abrogation of antitumor efficacy in TLR7 knockout mice, indicating that TLR7 activation is necessary for the efficacy of the R848-BPDs although IMDs have been shown to activate other innate immune pathways (Fig. 7D) (*46*). We tested the relative importance of macrophages to the therapeutic response by treating animals in the presence of depleting antibodies against F4/80 (fig. S18). As shown in Fig. 7D, therapeutic efficacy was substantially reduced under this depletion condition (*P* < 0.0001).

**Fig. 7.**
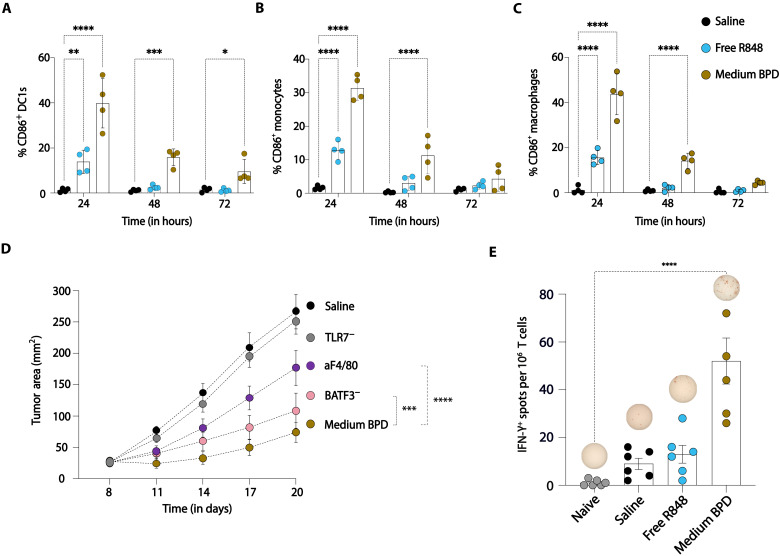
Myeloid cell activation is a key requirement for T cell priming and antitumor efficacy of R848-BPDs. (**A** to **C**) Immunophenotyping of tumor-draining lymph nodes 24, 48, and 72 hours after R848-BPD dosing of C57BL/6 mice (*n* = 4 per group) bearing syngeneic MC38 tumors (~30 mm^2^). (**D**) Mice (*n* = 5 per group) bearing MC38 tumors (~25 mm^2^) were treated with medium BPD (7.5 mg/kg on days 8, 11, and 14), and tumor growth was followed longitudinally. Treatment experiments in wild-type mice treated with depleting antibodies against F4/80, BATF3 knockout mice, and TLR7^−/−^ mice are shown. (**E**) C57Bl/6 mice bearing MC38 tumors (*n* = 6 per group) were injected with R848-BPDs along with controls, and T cells were isolated on day 7 posttreatment and cocultured with irradiated MC38 cells for IFN-γ enzyme-linked immunosorbent spot (ELISpot) analysis. Statistical comparisons were tested using two-way ANOVA with Dunnett’s multiple-comparisons test. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

Last, an important potential mechanism of action for R848-BPD therapy would be activation of cross-presenting DC populations, which capture tumor antigens and migrate to tumor-draining lymph nodes to activate tumor-specific CD8^+^ T cells. Enzyme-linked immunosorbent spot (ELISpot) analysis of IFN-γ production was performed on T cells isolated from the spleen of mice 7 days after treatment with one dose of either saline, free R848, or R848-BPDs. Upon culturing with irradiated MC38 cells, we observed that even a single dose of R848-BPDs was able to amplify the endogenous T cell response against MC38 tumors (Fig. 7E). Consistent with this finding, treatment of mice deficient in Batf3-dependent cross-presenting DCs also led to a significant reduction in antitumor efficacy (Fig. 7D). Thus, we have demonstrated that our R848-BPD approach can efficiently activate myeloid cells to promote T cell responses against tumors to boost efficacy while minimizing irAEs commonly associated with systemic administration of TLR7/8 agonists.

## DISCUSSION

Following imiquimod (R837) receiving FDA approval as a topical treatment for actinic keratosis and basal cell carcinoma, there was a substantial push toward advancing more potent IMDs such as resiquimod (R848) into clinical studies using systemic administration in the context of melanoma and other solid malignancies (*47*–*50*). A notable observation in these clinical trials was the significant levels of inflammation that correlated with objective responses in primary and metastatic lesions in multiple tumor types; however, these antitumor responses occurred concomitant with severe grade 3 and 4 irAEs, which halted the clinical progress of these compounds (*51*–*53*). This outcome was attributed to unacceptably high inflammatory cytokine levels (such as TNF-α) in the blood, with multiple studies commenting on the narrow therapeutic index available for systemic delivery (*21*, *54*).

We hypothesized that a prodrug system that preferentially releases IMDs after they have accumulated in the tumor would be able to address this issue. Testing this hypothesis requires the synthesis of a series of prodrugs that only differ by their release kinetics while having otherwise identical physical properties, which is traditionally very difficult. The unique structure of our BPDs overcomes this challenge, allowing us to synthesize a small library R848-BPDs and test their biological properties with the goal of maximizing tumor accumulation while minimizing free IMD exposure in off-target organs to enable safe, systemic delivery of IMDs. We found that BPDs with sufficiently slow R848 release kinetics in vitro (MM *T*_1/2_ > ~12 days) showed lower early acute peak levels of R848 in the peripheral blood following dosing, thereby blunting early systemic cytokine levels compared to free R848 dosing. At later times, BPDs show sustained low levels of the drug in circulation, which do not trigger systemic inflammation in the blood but may be important for the enhanced efficacy of these IMD prodrugs. This finding potentially indicates a threshold concentration of R848 in serum below which there is minimal systemic inflammation and allowed us to then focus on testing these BPDs for their antitumor potential. We have already established that BPDs preferentially accumulate in tumor tissues with the liver as the main route of clearance (*55*). We leveraged this predictable biodistribution profile to our advantage: It is known that Kupffer cells in the liver have low proinflammatory cytokine production upon TLR7 engagement, a blunted response thought to be related to their role in maintaining tolerance (*56*, *57*). As a result, our IMD-BPDs accumulating in liver tissue did not induce immune toxicities as evidenced by minimal changes in alanine aminotransferase (ALT) levels upon systemic administration; thus, we were able to focus on optimizing tumor versus blood drug release through linker design. By adding functional groups to our phenyl ester–based linker structures that connect R848 covalently to BPDs, we were able to find R848-BPDs that avoid systemic toxicities generated by premature exposure of drug in the blood. This system can be further enhanced by other tumor-specific linker strategies now that we have demonstrated a proof-of-concept approach to minimize systemic toxicities.

Nonlinear dose-toxicity relationships confound MTD studies for IMDs such as R848 and are thus difficult to precisely define (*58*). We determined the MTD of free R848 in healthy C57BL/6J mice by monitoring for clinical signs and weight loss over a period of 1 week. Our preliminary decision was based on less than 5% of total body weight loss and no change in the body condition score of the mice. The R848-BPD library was also evaluated according to the above two parameters, and we observed linker-dependent increases in MTD values. Beyond weight loss and body condition score, cytokine levels in the blood were also assessed as a second layer of toxicity monitoring. Last, whole blood analysis and toxicity panels were evaluated to obtain a final round of biomarkers to correlate systemic side effects with serum concentrations of R848. We were able to successfully tune the levels of these markers through linker design allowing for controlled immune activation. Furthermore, fluorescently labeled R848-BPDs demonstrated increased tumor accumulation over time, significant uptake in myeloid populations in the tumor and draining lymph nodes, and activation of inflammatory cytokines in the tumor microenvironment. By directing uptake of BPDs into antigen-presenting cells (APCs) rather than other cells within the tumor environment, we were able to enhance activation of APCs and downstream T cell priming while also improving their safety profiles. This effect resulted in significantly stronger tumor growth inhibition and improved survival rates compared to mice given free R848 alone. Reprogramming subsets of macrophages and cDC1s played a crucial role in tumor control as depleting these cells abrogated antitumor efficacy demonstrated by R848-BPDs.

We note that this work comprises the first example of using bottlebrush polymer prodrugs as immune stimulants. The concept of using molecular design to tune release and to understand in detail the impact of release kinetics on immune response has not been explored and is uniquely enabled by our BPD platform. Furthermore, the bottlebrush conformation has been shown to improve tissue penetration and cell uptake (*59*). These are very small prodrug constructs that are in a size range not accessible to many other systems. Last, we note that the bottlebrush configuration shields the payload from burst release in serum. We hypothesize that future work toward optimizing the dimensions of our R848-BPDs and attaching targeting moieties (such as antibodies against proteins expressed on tumors) can further increase their uptake in the tumor microenvironment (*60*, *61*). This approach is of particular relevance given that TLR7 antibody drug conjugates (TLR7-ADCs) targeting human epidermal growth factor receptor 2 have shown promising antitumor inflammatory responses in mouse models and early clinical trials (*62*, *63*); however, the benefits of tumor antigen targeting and Fcγ receptor–mediated phagocytosis come with significant issues such as highly limited drug loading, antidrug antibodies and other immunotoxicities that were associated with decreases in drug exposure in clinical studies (*64*).

Last, we showed that maximal therapeutic activity from R848-BPD therapy requires repeat dosing to drive the antitumor immune response. To achieve optimal efficacy, we hypothesize that defining optimal dosing and timing intervals will be critical. One key factor for defining an optimal dosing strategy is TLR tolerance: TLR tolerance is defined as a transient state of refractoriness of TLRs to subsequent activation after initial dosing. This hyporesponsiveness has evolved to avoid the induction of autoimmunity through repeated TLR agonism; however, it has important implications for dosing schedules involving IMDs such as R848 that aim to generate antitumor immune responses. Although TLR7 tolerance has been observed in multiple studies, the mechanism of induction and avoidance remains undetermined (*65*, *66*). Using insights gained from tuning release rates via drug-linker composition, our future work involves understanding the appropriate dosing scheme to circumvent TLR7 tolerance and testing our optimized therapeutic strategy in more rigorous genetically engineered mouse models.

In summary, we have developed a BPD platform with distinct advantages for delivery of immune stimulants with narrow therapeutic indexes such as IMDs, which allows for their systemic administration through improving their safety and enabling conversion of cold tumors into hot tumors via sustained myeloid cell activation. Our results establish the ability to (i) generate R848 prodrugs and R848-BPDs of precise sizes, (ii) control release of free R848 in vitro and in vivo, and (iii) demonstrate antitumor effects of R848-BPDs in multiple syngeneic mouse models of colon carcinoma. We therefore conclude that finding an optimal tumor versus blood drug release window is a promising approach for safe, systemic delivery of small-molecule immunomodulators to potentiate antitumor responses to existing cancer immunotherapies.

## MATERIALS AND METHODS

### General procedure for synthesis of R848-MMs

One of six R848-N_3_ compounds: R848-PE-N_3_ (5a), R848-TEG-dMPE-N_3_ (5f), R848-OMPE-N_3_ (5b), R848-MPE-N_3_ (5c), R848-dOMPE-N_3_ (5d), R848-dMPE-N_3_ (5e), or Cy5.5-N_3_ and PEG-Alkyne-MM (*67*) were added to a 20-ml scintillation vial containing a stir bar. In a nitrogen-filled glove box, the reagents were dissolved in tetrahydrofuran (THF; 1 ml of THF per 100 mg of PEG-alkyne-MM) followed by addition of ~3 equivalents of copper (i) acetate. The reaction was stirred for 1 hour until consumption of PEG-alkyne-MM was observed by LC-MS analysis. The crude product was purified by preparative gel permeation chromatography. Fractions containing the product were concentrated by rotary evaporation, and the resulting residue was redissolved in THF and dried over sodium sulfate. Last, the solid polymer was washed with cold diethyl ether three times to afford the desired R848-MM or Cy5.5-MM as white and green solids, respectively.

### General procedure for synthesis of R848-BPDs

R848-dMPE-MM (2.00 g, 9.9 equivalents) and Cy5.5-MM (20.1 mg, 0.1 equivalents) were added to a 40-ml vial containing a Teflon-coated stir bar. In a nitrogen-filled glove box, the G3 solution was prepared: G3 (49.8 mg in 2.49 ml of THF = 0.02 g/ml^−1^). An aliquot of G3 (1.75 ml, 1 equivalent) was added to a stirred solution of MM (3.07 ml; THF) as a single stream. The final volume in the reaction vial (3.07 ml + 1.75 ml = 4.82 ml) afforded an MM concentration of 0.1 M. The reaction was allowed to proceed for 25 min before removal from the glove box and quenching with ethyl vinyl ether (0.300 ml). The material was diluted with nanopure H_2_O (~9.5 ml; 1:1 dilution) and then transferred to dialysis tubing (RC, 8-kDa molecular weight cutoff) for dialysis against nanopure H_2_O (10 liter, 3 × 2 to 3 hours per cycle). The contents of the dialysis tubing were then transferred to clean 20-ml vials and lyophilized (48 hours) to afford a dry powder (2.1 g, 90%).

### In vitro R848 release assay in PBS

Approximately 2 mg of a given MM (PE, tdMPE, OMPE, MPE, dOMPE, or dMPE) were weighed into a clean 4-ml vial. Four milliliters of PBS (pH = 7.4) containing 4-bromobenzyl alcohol (100 μM; internal standard) was added into each vial. All vials were sealed and placed in an incubation oven set at 37°C. At each time point, a vial for a given MM was removed from the incubation oven, and 50-μl aliquots were taken in LC-MS vials. A total of 200 μl of dimethylsulfoxide was added to each vial, and the resulting solution was briefly vortexed before filtering through a 0.45-μm nylon syringe filter. Analysis by LC-MS provided insight into the amount of R848 released at a given time point. Quantifications were made by integration of the released R848 peak and disappearing MM peak [LC conditions: 5 to 95% MeCN/H_2_O (0 to 7 min), 95 to 100% MeCN/H_2_O (7 to 8 min), and ZORBAX StableBond-C18 rapid resolution HT column].

### Cells

Human TLR7, mouse TLR7 HEK293, and RAW-Blue reporter cells were purchased from InvivoGen and were cultured following the vendor’s instructions. Murine BMDCs were harvested using a previous protocol (*68*). Briefly, bone marrow harvested cells from 8-week-old female C57BL/6J mice were cultured in RPMI 1640 containing 10% fetal bovine serum (FBS), penicillin and streptomycin (P/S; 100 U ml^−1^), 50 μM β-mercaptoethanol, Flt3L (600 ng/ml), and granulocyte-macrophage colony-stimulating factor (5 ng/ml). The medium was changed on day 5 and on day 9; nonadherent cells were harvested, counted, and plated for the assay. MC38 cells were provided by J. Schlom (National Cancer Institute) and cultured in Dulbecco’s modified Eagle’s medium (GE HealthCare Life Sciences) supplemented with 10% FBS and P/S (100 U ml^−1^). CT-26 cells were purchased from American Type Culture Collection and cultured in RPMI 1640 with 10% FBS, penicillin (100 U/ml), and streptomycin (100 μg/ml).

### In vitro innate immune stimulation

Human TLR7, mouse TLR7 HEK293, or RAW-Blue reporter cells (InvivoGen) were seeded at 3 × 10^4^ cells/96-well plate for 24 hours and then treated with R848, R848-BPDs, PBS, or dimethyl sulfoxide for 48 hours. To assess innate immune stimulation, secreted alkaline phosphatase was measured from supernatants using QuantiBlue reagent (InvivoGen) to confirm dose-dependent activation of the target TLR receptor. R848-BPDs were confirmed to have low endotoxin levels (<0.1 Endotoxin Units per dose) by the Endosafe Nexgen-PTS system (Charles River).

Alternatively, the immune stimulatory potential of R848 and R848-BPDs in BMDCs was assessed as well. BMDCs were seeded in a 96-well plate (Corning) at 200,000 cells per well. After 24 hours of culture, the medium was replaced with fresh medium or fresh medium with 75 μl of blank polymer (PEG), R848, R848-BPDs or PBS. After 48 hours of incubation, induction of DC maturation by the R848-BPDs was assessed by flow cytometry analysis of the expression of the costimulatory receptor CD86.

### Mice

All in vivo experiments were performed in the following mouse strains: 8-week-old female C57BL/6J mice (the Jackson Laboratory), 8-week-old female BALB/c mice (the Jackson Laboratory), 8-week-old BATF3^−^ mice (the Jackson Laboratory, strain no. 013755), and 8-week-old TLR7^−^ mice (the Jackson Laboratory, strain no. 008380). Experiments were performed in specific pathogen–free animal facilities at the MIT Koch Institute for Integrative Cancer Research. Mice were housed under standard 12-hour light–12-hour dark conditions with ad libitum access to water and chow. All mouse studies were performed according to institutional and National Institutes of Health guidelines for humane animal use and in accordance with the Association for Assessment and Accreditation of Laboratory Animal Care. Protocols were approved by the Institutional Animal Care and Use Committee at MIT.

### Dose escalation and toxicity analysis to identify MTD in vivo

The MTD of free R848 was determined in healthy C57BL/6J mice by intravenous injection at five different doses (3, 5, 7.5, 10, and 15 mg/kg) followed by monitoring for clinical signs and weight loss over a period of 1 week. Body condition score parameters such as visible signs of restricted movement and lethargy were also noted for the mice.

Next, we carried out dose escalation studies to identify the MTD for each BPD, starting from a dose of 7.5 mg/kg. MTD values for R848-BPDs were quantified in accordance with MIT Committee on Animal Care policies. Healthy C57LB/6 mice were administered each R848-BPD sample at five different R848 doses (7.5, 15, 30, 50, and 75 mg/kg) by intravenous injection (*n* = 3 animals per group). The MTD was determined by monitoring for weight loss and clinical signs for up to 2 weeks.

In parallel, separate groups of mice were set up where serum samples were collected by cheek bleeds 4, 24, and 48 hours after one injection (at MTD) of R848 and R848-BPDs and frozen at 20°C until analysis. Samples were diluted 1:1 with assay buffer and assayed using the LEGENDplex mouse antivirus response panel (BioLegend) according to the manufacturer’s instructions. The cytometric bead array readout was performed using a BD FACS LSRFortessa cytometer and analyzed using LEGENDplex v8.0 software.

Last, a third arm of the acute dosing analysis included blood chemistry analysis (complete blood count), and serum samples were also sent to IDEXX Reference Laboratories for analysis of liver enzyme levels (ALT) and blood urea nitrogen. For subsequent tumor imaging and therapy studies, the dose of R848 and R848-BPDs for safe administration was set as the MTD for R848 (i.e., the MTD that results in <5% weight loss in >80% of animals). These studies outlined a tolerable dosing regimen for tumor therapy.

### PK analysis in vivo

Free R848, R848-MPE-BPDs, and R848-dMPE-BPDs were administered intravenously (at MTD dose) to C57LB/6 mice (*n* = 5 animals per group). Blood PK was assessed by drawing blood for LC–tandem MS analysis to quantify free R848 levels at 1, 3, 6, and 24 hours.

Plasma samples were extracted by mixing 5-μl plasma with 45-μl extraction mix (acetonitrile/methanol 75:25 with 0.1% formic acid) containing 50 nM imiquimod as an internal standard. Samples were vortexed at 4°C for 10 min and cleared by centrifugation at 4°C at 17,000*g* for 10 min. Supernatants were transferred to LC-MS vials for analysis. Working stocks of resiquimod were made by diluting resiquimod in extraction mix containing 50 nM imiquimod as internal standard. A matrix-matched calibration curve was made by mixing 5-μl working stock resiquimod with 45-μl extracted control plasma. Analysis was conducted on a Q Exactive bench top Orbitrap mass spectrometer equipped with an Ion Max source and a HESI II probe, which coupled to a Dionex Ulitmate 3000 HPLC system (both Thermo Fisher Scientific, San Jose, CA). Five microliters of sample was injected onto a Kinetex C18 50 × 2.1 mm analytical column (2.6-μm particle size; Phenomenex). The column oven and autosampler tray were held at 30° and 4°C, respectively. The following conditions were used to achieve chromatographic separation: Buffer A was 0.1% formic acid; buffer B was 0.1% formic acid in acetonitrile. The flow rate was 0.4 ml/min. The chromatographic gradient was run as follows: 0 to 3.5 min, linear gradient 5 to 80% B; 3.5 to 3.6 min, linear gradient 80 to 98% B; 3.6 to 4.5 min, the gradient was held at 98% B; 4.5 to 4.6 min, linear gradient 98 to 5% B; 4.6 to 6 min, the gradient was held at 5% B. The mass spectrometer was operated in positive mode, and data acquisition was performed using targeted selected ion monitoring scans centering on 241.14477 and 314.18155 mass/charge ratio to detect imiquimod and resiquimod, respectively. The resolution was set at 70,000, the AGC target was 1 × 10^5^, and the maximum injection time was 200 ms. Absolute quantification of resiquimod was performed using XCalibur QuanBrowser 2.2 (Thermo Fisher Scientific), using a 5–parts per million mass tolerance and referencing a matrix-matched calibration curve containing concentrations of resiquimod ranging from 1 nM to 100 μM and 50 nM imiquimod as internal standard. Curve fitting was achieved using a quadratic log-log fit, with an *R* value of 0.9992.

### MC38 syngeneic mouse model of colon adenocarcinoma

MC38 is derived from a colon tumor in a C57BL/6 mouse following long-term exposure to 1,2-dimethylhydrazine dihydrochloride. MC38 has a favorable response profile to innate immune agonists, suggesting a tumor microenvironment amenable to myeloid activation (*69*). Briefly, MC38 colon carcinoma cells were suspended at 0.5 × 10^6^ cells in 100 μl of PBS and inoculated subcutaneously to induce tumors in C57Bl/6 mice.

### Organ and cellular BD analysis in vivo

For tumor BD studies, 0.5 × 10^6^ MC38 cancer cells were inoculated subcutaneously in the hind flank of C57BL/6 mice (*n* = 5 animals per group). When tumors reached ~25 mm^2^ in size, the animals received an intravenous injection of R848-Cy5.5-BPDs. Tumors and other organs were collected at 0.5, 6, and 24 hours, homogenized, and the total fluorescence signal was measured on a fluorescence plate reader to quantify the R848-Cy5.5-BPD in each organ. Briefly, the extracted tissues were weighed and then mechanically dissociated until homogenous in lysis buffer [100 mM Hepes (pH 7), 2 weight % of Triton X-100, and 5 mM EDTA] using disposable tissue grinder tubes (Kimble Biomasher). Subsequently, the tubes were vortexed for 30 s and centrifuged (300*g*, 2 min), and the supernatants were transferred to a black 96-well plate for quantification using a fluorescence plate reader (excitation of 675 nm, emission of 720 nm). In parallel, flow cytometry was used to quantify the cellular uptake of R848-Cy5.5-BPDs in homogenized tumor, tumor-draining lymph node, and spleen samples harvested 24 hours after intravenous injection of R848-Cy5.5-BPDs.

### Intravital imaging

Dorsal imaging window was implanted into the dorsal skin of mice (*n* = 2 animals per group) with CD11c^+^ cells expressing the fluorescent protein, Venus. The imaging window permitted stable imaging via confocal fluorescence microscopy on a Leica SP8 microscope over several days consecutively. The mice were inoculated with MC38 cancer cells expressing the fluorescent protein Cerulean. This cell line contained a transgene in which the yellow fluorescent protein is expressed under the transcriptional control of the integrin alpha X (Cd11c) promoter, which is expressed primarily by DCs. After 5 days of tumor outgrowth, large areas of the tumor were imaged using a tile scan to ascertain the number of CD11c-Venus^+^ cells in the tumor microenvironment. Mice were injected intravenously with R848-Cy5.5-BPDs; after 24 hours, the same area was imaged again.

### CT-26 syngeneic mouse model of colon carcinoma

CT-26 is an *N*-nitroso-*N*-methylurethane–induced undifferentiated colon carcinoma cell line established from BALB/c mice with aggressive colon carcinoma. The CT-26 colon carcinoma tumor model has high levels of immunosuppressive macrophages and myeloid-derived suppressor cells, providing a particularly relevant model for the development of new myeloid-based immunotherapies (*69*). Briefly, CT-26 cells were suspended at 1 × 10^6^ cells in 100 μl of PBS and inoculated subcutaneously to induce tumors in BALB/c mice.

### In vivo therapeutic efficacy

Mice were injected with 0.5 × 10^6^ or 1 × 10^6^ cells (MC38 or CT-26) subcutaneously on day 0. When tumors reached 25 mm^2^, animals were randomized into five groups and saline, blank polymer, free R848, R848-MPE-BPDs, or R848-dMPE-BPDs were administered via retro-orbital injection either as a monotherapy or in combination with anti–PD-1 (200 μg, intraperitoneally) on days 8, 11, and 14. Tumor area measurements were taken using calipers, and animal weights were assessed every 3 days starting on day 5 after tumor inoculation.

### Sample processing for scRNA-seq

Mouse MC38 tumor samples (*n* = 3 for saline group and free R848 group, and *n* = 2 for medium BPD group) were digested using the Tumor Dissociation Kit (Miltenyi Biotec) 24 hours after administration. Cells were then stained with CD45 microbeads, and CD45^+^ and CD45^−^ cells were separated using a MACS separator. CD45^+^ and CD45^−^ single cells for each mouse were loaded in a ratio of 9:1 onto Seq-Well arrays. scRNA-seq sample processing and library preparation followed the Seq-Well protocol (*70*, *71*). cDNA was loaded onto Illumina NextSeq (75-cycle NextSeq 500/550 v2.5 kit).

### scRNA-seq analysis

#### Quality control and clustering

scRNA-seq reads from each sequencing run were demultiplexed and aligned to the mm10 reference genome, as previously described (*72*). Raw feature barcode matrices for each sample were used for further analysis. Initial quality control was conducted using Seurat V4.0.0 with the following criteria: Cells with 400 < genes < 10,000 and Unique Molecular Identifier (UMI) < 50,000 were retained and cells with >15% mitochondrial reads were excluded. Genes were filtered by retaining those expressed in at least 10 cells. Initial clustering with the first 30 principal components (PCs) identified a cluster of poor-quality cells with high mitochondrial read fractions, which was subsequently excluded from downstream analyses. After identifying the top gene markers on each remaining cluster, we identified a cluster containing MC38 tumor cells based on expression of *Mtap*, *Rhox5*, *Col6a2*, and *Fam159b*. We subsequently focused further analyses on the nonmalignant clusters. After subsetting to only nonmalignant cells, we rescaled the dataset and identified 869 highly variable genes (0.2 < mean expression < 6 and 0.5 < dispersion < 20). We then reran PC analysis and used the first 11 PCs to cluster with a resolution of 1.3. By running differential gene expression analyses for each cluster relative to the rest with Wilcoxon rank sum test, we were able to identify marker genes to assign 16 fine-cell subsets; on the basis of expression of known markers, we combine clusters containing shared lineage information. For example, monocytes highly express *Ly6c2*, neutrophils highly express *S100a8/9*, and T cells highly express *Cd3d/g*.

#### Proportion analysis

To account for the dependencies between cell subset proportions in scRNA-seq data, we used both Fisher exact tests and a Dirichlet multinomial regression analysis as complementary approaches to look for shifts in cell frequencies across conditions. We performed Fisher exact tests using the number of cells from each cell subset between two conditions to test whether a cell type was enriched in one condition (with Benjamini-Hochberg multiple testing correction). To account for the proportions of all other cell types in comparison, we also used Dirichlet multinomial regression model from the Dirichlet_Reg_ R package and calculated the *P* values associated with abundance shifts (with Benjamini-Hochberg multiple testing correction) (*41*). We note that adjusted *P* values are shown for comparisons that are at least significant by one test.

#### Gene set enrichment analysis

To identify differentially expressed genes in each cell subset of interest, we used Wilcoxon rank sum test to evaluate the significance of shifts in the frequently expressed genes (minimum expression in 25% of cells in either population), filtering for a minimum log fold change in expression of 0.25 and Benjamini-Hochberg corrected *P* value of <0.05. GSEA was performed for genes with *P*_adj_ < 0.05 (Benjamini-Hochberg multiple testing correction) with the Enricher and GSEA functions in the clusterProfiler R package from Bioconductor (*73*).

#### TF enrichment analysis

To identify the TFs enriched in each cell subset of interest, we used Virtual Inference of Protein-activity by Enriched Regulon analysis (VIPER) in combination with DoRothEA to estimate the TF activities from gene expression data (*74*). We used the “mm_pancancer” reference for TF-target interactions that contain 1096 TFs targeting 17,695 genes (*43*). We only selected the TF-target interactions with high confidence (category A and B defined by DoRothEA) and defined *P*_adj_ < 0.01 (Benjamini-Hochberg multiple testing correction) as significantly enriched TF between groups.

### Immunophenotyping studies

For immunophenotyping studies, 0.5 × 10^6^ MC38 cancer cells were inoculated subcutaneously in the hind flank of C57BL/6 mice (*n* = 4 animals per group). When tumors reached ~30 mm^2^ in size, the animals received an intravenous injection of R848-Cy5.5-BPDs. Tumor-draining lymph nodes were collected at 24, 48, and 72 hours after dosing; mechanically dissociated; and analyzed by flow cytometry. Antibodies to CD103 (2E7), Ly6C (HK1.4), F4/80 (BM8), CD11b (M1/70), CD86 (GL1), MHC2 or I-A/I-E (M5/114.15.2), CD24 (30-F1), CD11c (N418), CCR7 (4B12), CD169 (3D6.112), and Ly6G (1A8) were obtained from BioLegend. Antibodies to CD45 (30-F11) and CD8α (53-6.7) were purchased from BD Biosciences. All antibodies were diluted 1:100. Viability was assessed using Zombie Aqua (1:1000; BioLegend). Flow cytometry sample acquisition was performed on an LSRFortessa cytometer (BD Biosciences), and the collected data were analyzed using FlowJo v10.5.3 software (TreeStar).

### Cellular depletion studies

To determine the relative importance of innate immune cell subsets in the efficacy of R848-BPDs, C57Bl/6 mice (*n* = 5 animals per group) were inoculated with MC38 tumor cells as above and treated with R848-BPDs in the presence of depleting antibodies against F4/80 (200 μg, intraperitoneally) every day (beginning 1 day before therapy) to ascertain the relative contribution of macrophages to therapeutic response. The role of cross-presenting DCs was assessed using *Batf3*^−/−^ mice, which lack this DC population, while TLR7^−^ mice were used to validate the dependency on TLR7 activation.

### Induction of activated T cell responses via ELISpot

To assess induction of tumor-specific T cell responses against treated tumors, we used the IFN-γ ELISpot assay of T cells cocultured with irradiated MC38 tumor cells. Effector cells were CD3^+^ T cells isolated from MC38-tumor bearing mice (*n* = 6 animals per group) 7 days posttreatment with saline, R848, or R848-BPDs. Spleens were isolated from mice, mechanically digested through 70-μm nylon cell strainers to prepare single-cell suspensions for CD3^+^ T cell isolation by the CD3^+^ T cell isolation kit (STEMCELL Technology). Isolated CD3^+^ T cells were suspended in RPMI supplemented with 10% FBS, 1% P/S, 1× nonessential amino acids (Invitrogen), 1× sodium pyruvate (Invitrogen), and 1× 2-mercaptoethanol (Invitrogen). Target MC38 cells were treated with mouse IFN-γ (50 U/ml; PeproTech) for 12 hours and then irradiated (120 Gy) on the day of the experiment followed by trypsinization into a single-cell suspension, washed two times in 1× PBS to remove residual IFN-γ, and suspended in the same media as the effectors. Targets were seeded at 25,000 cells per well while effectors were seeded at 250,000 cells per well. Plates were wrapped in foil and incubated for 24 hours and then developed according to the manufacturer’s protocol. Plates were scanned using a CTL ImmunoSpot plate reader, and the data were analyzed using CTL ImmunoSpot software.

### Statistical analysis

Statistical analysis and graphing were done with GraphPad Prism. Two-tailed Student’s *t* test was used to compare two experimental groups, and two-way analysis of variance (ANOVA) with Dunnett’s post hoc analysis was used for comparing more than two groups. Details of the statistical test and number of replicates are indicated in the figure legends with *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. A value of *P* < 0.05 was considered statistically significant.

# Supplementary material for: Engineering kinetics of TLR7/8 agonist release from bottlebrush prodrugs enables tumor-focused immune stimulation
**Source:** Sci Adv. 2023 Apr 19;9(16):eadg2239. doi: 10.1126/sciadv.adg2239
**Supplement:** Supplementary file 1 — Supplementary Materials and Methods Figs. S1 to 18 Tables S1 to S3 Legend for table S4

Supplementary Materials for  
**Engineering kinetics of TLR7/8 agonist release from bottlebrush prodrugs  
enables tumor-focused immune stimulation**

Sachin H. Bhagchandani *et al.*

*Sci. Adv.* **9**, eadg2239 (2023)  
DOI: 10.1126/sciadv.adg2239

**The PDF file includes:**

Supplementary Materials and Methods  
Figs. S1 to 18  
Tables S1 to S3  
Legend for table S4

**Other Supplementary Material for this manuscript includes the following:**

Table S4

## Table of Contents

|                                                                                       |    |
|---------------------------------------------------------------------------------------|----|
| <i>Materials and Methods</i> .....                                                    | 4  |
| <i>Small Molecule Syntheses</i> .....                                                 | 5  |
| Esterification .....                                                                  | 5  |
| Reduction .....                                                                       | 7  |
| Azidation.....                                                                        | 9  |
| Carbonyl.....                                                                         | 11 |
| Resiquimod .....                                                                      | 13 |
| <i>NMR Spectra</i> .....                                                              | 16 |
| Reduction .....                                                                       | 22 |
| Azide .....                                                                           | 28 |
| Carbonyl .....                                                                        | 34 |
| Resiquimod .....                                                                      | 40 |
| Macromonomer .....                                                                    | 46 |
| <i>Cryo-transmission electron microscopy (Cryo-TEM) images and measurements</i> ..... | 48 |
| <i>Release rate measurements in-vitro</i> .....                                       | 50 |
| <i>In-vitro assays</i> .....                                                          | 51 |
| <i>In-vivo maximum tolerable dose data for R848-BPDs</i> .....                        | 52 |
| <i>In-vivo multi-dose weight loss data for R848-BPDs</i> .....                        | 54 |
| <i>Single-cell RNA-sequencing (scRNA-seq)</i> .....                                   | 55 |
| <i>Gating strategy for immunophenotyping</i> .....                                    | 57 |
| <i>Cell depletion studies</i> .....                                                   | 58 |

## **Materials and Methods**

### **Materials**

Solvents used are of HPLC grade, purchased from Millipore Sigma, and used as received unless otherwise noted. Deuterated solvents were purchased from Cambridge Isotope Laboratories, Inc.

### **Nuclear magnetic resonance spectroscopy (NMR)**

$^1\text{H}$  and  $^{13}\text{C}\{^1\text{H}\}$  NMR spectra were recorded using either a 500 MHz (three-channel) or 600 MHz (four-channel) Bruker AVANCE NEO NMR spectrometer at 25 °C. Chemical shifts are referenced to the relevant residual protonated solvent peak, and are reported as parts per million (ppm) with splitting patterns designated as follows: s (singlet), d (doublet), t (triplet), q (quadruplet), p (pentet), m (multiplet), and br (broad).

### **Mass spectrometry (MS)**

Low resolution liquid chromatography mass spectrometry (LC-MS) was performed using an Agilent 6125B mass spectrometer attached to an Agilent 1260 Infinity LC. It utilizes an electrospray (ESI) source. ChemStation acquisition and data analysis software is used. High resolution mass spectrometry (HR-MS) measurements were recorded using a JEOL AccuTOF 4G LC-plus system equipped with an ionSense DART (Direct Analysis in Real Time) source. The system operates with an accuracy of 5 ppm and a resolving power >10,000 (FWHM). msAxel was used as the acquisition and data processing software.

### **Size Exclusion Chromatography (SEC)**

SEC characterization was done using an Agilent 1260 LC system equipped with a Wyatt T-rEX refractive index detector and Wyatt DAWN HELEOS 18 angle light scattering detector. R848-MMs and R848-BPDs were run on Agilent PL1110-6500 columns in tandem at a temperature of 60 °C and flow rate of 1 mL/min with dimethyl formamide (DMF) containing 0.025 M LiBr as the eluent.

### **Cryo Transmission Electron Microscopy (cryo-TEM)**

R848-BPD imaging was performed using a JEOL 2100 FEG TEM. R848-BPDs were prepared at 2 mg/mL in water, and sample preparations were performed using a 930 Gatan Cryo-Plunge 3. Data collection and analysis was done using Gatan Microscopy Suite Digital Micrograph (Version 2.32.888.0)

### **Dynamic Light Scattering (DLS)**

DLS was performed using a Wyatt Dyna Pro Plate Reader. BPD suspensions were prepared in a solution of nanopure water (MilliQ) (1mg/ml). Measurements were made in sets of 10 acquisitions. The average hydrodynamic diameters were calculated by using the DLS correlation function via a regularization fitting method (Dynamics 7.4.0.72 software package from Wyatt Technology).

### **Preparative gel-permeation chromatography (prep-GPC)**

prep-GPC was performed on a JAI Preparative Recycling HPLC (LaboACE-LC-5060) system equipped with 2.5HR and 2HR columns in series (20 mm ID x 600 mm length) using  $\text{CHCl}_3$  as the eluent.

## Small Molecule Syntheses

### Esterification

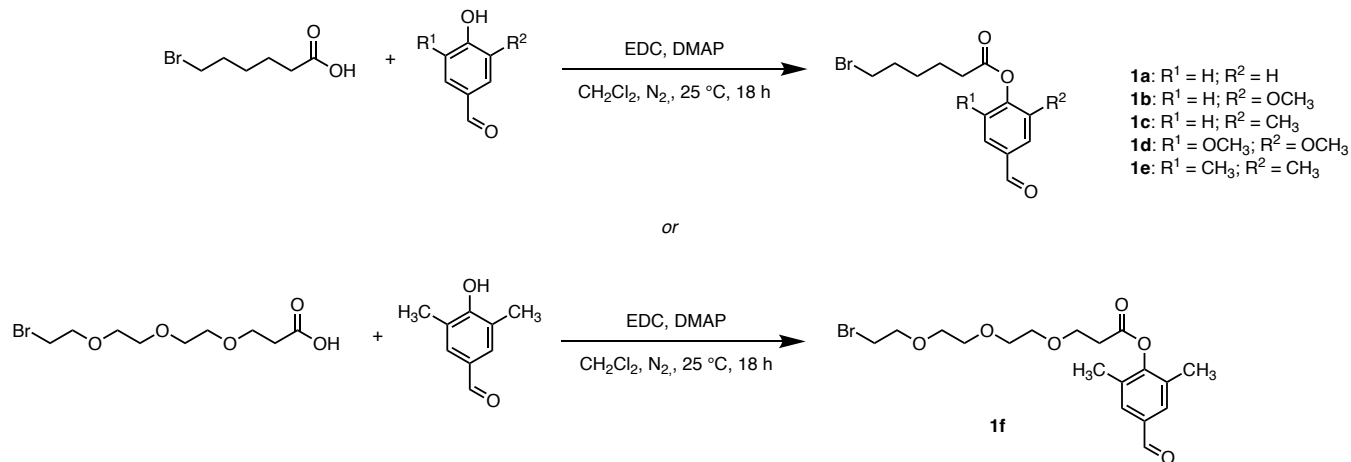

**General procedure.** Compounds prepared using an adapted procedure from Vohidov et al.<sup>32</sup> To an oven-dried Schlenk flask was added 6-bromohexanoic acid (1.05 equiv) *or* 3-(2-(2-(2-bromoethoxy)ethoxy)ethoxy)propanoic acid (bromo-PEG3-acid, 1.05 equiv), EDC•HCl (1.10 equiv), and DMAP (0.10 equiv), and the solids placed under an N<sub>2</sub> atmosphere. Dry DCM (10 mL) was then added, and reaction left to stir at room temperature for 5 min. The appropriate benzaldehyde (1.0 equiv) was added against the flow of N<sub>2</sub>, following which the reaction mixture was stirred at room temperature for 18 h. H<sub>2</sub>O (10 mL) was added to quench the reaction, and the aqueous layer was washed with DCM (3 x 10 mL). The combined organics were dried using Mg<sub>2</sub>SO<sub>4</sub>, filtered, and the solvent removed under reduced pressure. The crude product was purified using column chromatograph (silica, 9:1 DCM:EtOAc).

**1a** ( $\text{R}^1 = \text{H}; \text{R}^2 = \text{H}$ ): (colorless oil, 0.986 g, 3.30 mmol, 68% yield). <sup>1</sup>H NMR (500 MHz, CDCl<sub>3</sub>)  $\delta$  10.00 (s, 1H), 8.06 – 7.82 (m, 2H), 7.35 – 7.17 (m, 2H), 3.45 (t,  $J = 6.7$  Hz, 2H), 2.63 (t,  $J = 7.4$  Hz, 2H), 1.94 (dt,  $J = 14.3, 6.8$  Hz, 2H), 1.81 (p,  $J = 7.5$  Hz, 2H), 1.66 – 1.54 (m, 2H). <sup>13</sup>C{<sup>1</sup>H} NMR (126 MHz, CDCl<sub>3</sub>)  $\delta$  191.0, 171.3, 155.5, 134.1, 131.3, 122.4, 34.2, 33.5, 32.4, 27.6, 24.0. DART-MS ( $m/z$ ) calculated for C<sub>13</sub>H<sub>16</sub>O<sub>3</sub>Br: 299.02773; found 299.03010 [M+H]<sup>+</sup>.

**1b** ( $\text{R}^1 = \text{H}; \text{R}^2 = \text{OCH}_3$ ): (colorless oil, 1.09 g, 3.31 mmol, 68% yield). <sup>1</sup>H NMR (500 MHz, CDCl<sub>3</sub>)  $\delta$  9.94 (s, 1H), 7.51 – 7.44 (m, 2H), 7.20 (d,  $J = 7.9$  Hz, 1H), 3.89 (s, 3H), 3.43 (t,  $J = 6.7$  Hz, 2H), 2.63 (t,  $J = 7.4$  Hz, 2H), 1.93 (dt,  $J = 14.3, 6.9$  Hz, 2H), 1.80 (p,  $J = 7.4$  Hz, 2H), 1.64 – 1.53 (m, 2H). <sup>13</sup>C{<sup>1</sup>H} NMR (126 MHz, CDCl<sub>3</sub>)  $\delta$  191.1, 170.9, 152.1, 145.1, 135.3, 124.8, 123.5, 110.9, 56.2, 33.8, 33.6, 32.4, 27.6, 24.1. DART-MS ( $m/z$ ) calculated for C<sub>14</sub>H<sub>18</sub>O<sub>4</sub>Br: 329.03830; found 329.04063 [M+H]<sup>+</sup>.

**1c** ( $\text{R}^1 = \text{H}; \text{R}^2 = \text{CH}_3$ ): (colorless oil, 1.20 g, 3.83 mmol, 78% yield). <sup>1</sup>H NMR (500 MHz, CDCl<sub>3</sub>)  $\delta$  9.96 (s, 1H), 7.78 (d,  $J = 2.0$  Hz, 1H), 7.74 (dd,  $J = 8.2, 2.1$  Hz, 1H), 7.19 (d,  $J = 8.2$  Hz, 1H), 3.44 (t,  $J = 6.7$

Hz, 2H), 2.64 (t,  $J$  = 7.5 Hz, 2H), 2.26 (s, 3H), 1.94 (dt,  $J$  = 14.9, 6.9 Hz, 2H), 1.81 (dt,  $J$  = 15.4, 7.5 Hz, 2H), 1.66 – 1.53 (m, 2H).  $^{13}\text{C}$  NMR (126 MHz,  $\text{CDCl}_3$ )  $\delta$  191.2, 171.0, 154.1, 134.2, 132.1, 131.4, 128.9, 122.9, 34.0, 33.4, 32.3, 27.6, 24.1, 16.3. DART-MS ( $m/z$ ) calculated for  $\text{C}_{14}\text{H}_{18}\text{O}_3\text{Br}$ : 313.04338; found 313.04557  $[\text{M}+\text{H}]^+$ .

**1d** ( $\text{R}^1 = \text{OCH}_3$ ;  $\text{R}^2 = \text{OCH}_3$ ): (white powder, 0.710 g, 1.98 mmol, 81% yield).  $^1\text{H}$  NMR (500 MHz,  $\text{CDCl}_3$ )  $\delta$  9.90 (s, 1H), 7.14 (s, 2H), 3.89 (s, 6H), 3.44 (t,  $J$  = 6.7 Hz, 2H), 2.65 (t,  $J$  = 7.3 Hz, 2H), 1.97 – 1.88 (m, 2H), 1.81 (p,  $J$  = 7.4 Hz, 2H), 1.65 – 1.56 (m, 2H).  $^{13}\text{C}\{^1\text{H}\}$  NMR (126 MHz,  $\text{CDCl}_3$ )  $\delta$  191.2, 170.7, 153.0, 134.4, 134.0, 106.2, 56.5, 56.5, 33.7, 33.6, 32.5, 27.6, 24.3. DART-MS ( $m/z$ ) calculated for  $\text{C}_{15}\text{H}_{22}\text{O}_5\text{Br}$ : 361.06451; found 361.06420  $[\text{M}+\text{H}]^+$ . DART-MS ( $m/z$ ) calculated for  $\text{C}_{15}\text{H}_{20}\text{O}_5\text{Br}$ : 359.04886; found 359.04870  $[\text{M}+\text{H}]^+$ .

**1e** ( $\text{R}^1 = \text{CH}_3$ ;  $\text{R}^2 = \text{CH}_3$ ): (white powder, 1.26 g, 3.84 mmol, 79% yield).  $^1\text{H}$  NMR (500 MHz,  $\text{CDCl}_3$ )  $\delta$  9.92 (s, 1H), 7.61 (s, 2H), 3.45 (t,  $J$  = 6.6 Hz, 2H), 2.67 (t,  $J$  = 7.5 Hz, 2H), 1.95 (dq,  $J$  = 9.5, 6.8 Hz, 2H), 1.83 (p,  $J$  = 7.5 Hz, 2H), 1.66 – 1.57 (m, 2H).  $^{13}\text{C}\{^1\text{H}\}$  NMR (126 MHz,  $\text{CDCl}_3$ )  $\delta$  191.5, 170.6, 153.1, 134.1, 131.5, 130.2, 33.7, 33.4, 32.3, 27.7, 24.2, 16.5. DART-MS ( $m/z$ ) calculated for  $\text{C}_{15}\text{H}_{20}\text{O}_3\text{Br}$ : 327.05903; found 327.06058  $[\text{M}+\text{H}]^+$ .

**1f**: (yellow oil, 0.900 g, 2.16 mmol, 80% yield).  $^1\text{H}$  NMR (500 MHz,  $\text{CDCl}_3$ )  $\delta$  9.93 (s, 1H), 7.60 (s, 2H), 3.91 (t,  $J$  = 6.2 Hz, 2H), 3.81 (t,  $J$  = 6.3 Hz, 2H), 3.72 – 3.63 (m, 8H), 3.47 (t,  $J$  = 6.3 Hz, 2H), 2.91 (t,  $J$  = 6.2 Hz, 2H), 2.23 (s, 6H).  $^{13}\text{C}\{^1\text{H}\}$  NMR (126 MHz,  $\text{CDCl}_3$ )  $\delta$  191.7, 169.0, 153.2, 134.2, 131.8, 130.3, 71.4, 70.81, 70.80, 70.7, 35.2, 30.5, 16.6. DART-MS ( $m/z$ ) calculated for  $\text{C}_{18}\text{H}_{26}\text{O}_6\text{Br}$ : 417.09073; found 417.09182  $[\text{M}+\text{H}]^+$ .

## Reduction

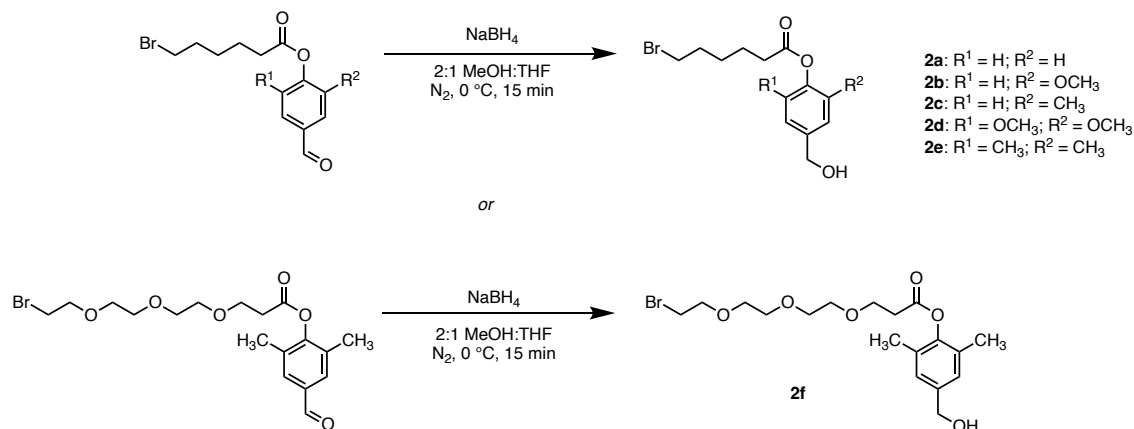

**General procedure.** Compounds prepared using an adapted procedure from Vohidov et al.<sup>1</sup> To an oven-dried Schlenk flask was added the appropriate compound **1a–f** (1.0 equiv) and placed under an  $\text{N}_2$  atmosphere. Dry THF (10 mL), and dry MeOH (10 mL) were added and the reaction vessel was immersed in an ice bath. Against the flow of  $\text{N}_2$ ,  $\text{NaBH}_4$  (1.5 equiv) was added in three portions as a solid, and the reaction left to stir at 0 °C for 15 min. Following this,  $\text{H}_2\text{O}$  (50 mL) was added, and the reaction mixture was extracted with DCM (3 x 20 mL). The combined organics were washed with brine (1 x 50 mL), dried with  $\text{Mg}_2\text{SO}_4$ , filtered, and the solvent removed *in vacuo*. The crude compound was purified using column chromatography (silica, 100% DCM to 1:1 DCM:EtOAc gradient).

**2a** ( $\text{R}^1 = \text{H}; \text{R}^2 = \text{H}$ ): (colorless oil, 0.345 g, 1.15 mmol, 39% yield).  $^1\text{H}$  NMR (500 MHz,  $\text{CDCl}_3$ )  $\delta$  7.40 – 7.32 (m, 2H), 7.13 – 6.98 (m, 2H), 4.65 (s, 2H), 3.43 (t,  $J = 6.7$  Hz, 2H), 2.58 (t,  $J = 7.4$  Hz, 2H), 1.96 – 1.88 (m, 2H), 1.78 (p,  $J = 7.5$  Hz, 2H), 1.62 – 1.52 (m).  $^{13}\text{C}\{^1\text{H}\}$  NMR (126 MHz,  $\text{CDCl}_3$ )  $\delta$  172.1, 150.1, 138.6, 128.2, 121.7, 64.8, 34.2, 33.6, 32.4, 27.7, 24.1. DART-MS ( $m/z$ ) calculated for  $\text{C}_{13}\text{H}_{16}\text{O}_2\text{Br}$ : 283.03282; found 283.03445  $[\text{M}-\text{OH}]^+$ .

**2b** ( $\text{R}^1 = \text{H}; \text{R}^2 = \text{OCH}_3$ ): (colorless oil, 0.422 g, 1.27 mmol, 44% yield).  $^1\text{H}$  NMR (500 MHz,  $\text{CDCl}_3$ )  $\delta$  7.04 – 6.97 (m, 2H), 6.91 (dd,  $J = 8.0, 1.8$  Hz, 1H), 4.67 (s, 2H), 3.83 (s, 3H), 3.44 (t,  $J = 6.7$  Hz, 2H), 2.60 (t,  $J = 7.4$  Hz, 2H), 1.93 (p,  $J = 7.0$  Hz, 2H), 1.81 (dq,  $J = 15.3, 8.0$  Hz, 2H), 1.65 – 1.54 (m, 2H).  $^{13}\text{C}$  NMR (126 MHz,  $\text{CDCl}_3$ )  $\delta$  171.7, 151.3, 140.0, 139.2, 122.8, 119.1, 111.1, 65.2, 56.0, 33.9, 33.7, 32.5, 27.7, 24.3. DART-MS ( $m/z$ ) calculated for  $\text{C}_{14}\text{H}_{20}\text{O}_4\text{Br}$ : 331.05395; found 331.05488  $[\text{M}+\text{H}]^+$ .

**2c** ( $\text{R}^1 = \text{H}; \text{R}^2 = \text{CH}_3$ ): (colorless oil, 0.633 g, 2.10 mmol, 61% yield).  $^1\text{H}$  NMR (500 MHz,  $\text{CDCl}_3$ )  $\delta$  7.24 (d,  $J = 2.0$  Hz, 1H), 7.19 (dd,  $J = 8.2, 2.2$  Hz, 1H), 6.98 (dd,  $J = 8.0, 2.5$  Hz, 1H), 4.64 (d,  $J = 2.4$  Hz, 2H), 3.44 (td,  $J = 6.8, 2.4$  Hz, 2H), 2.60 (td,  $J = 7.6, 2.6$  Hz, 2H), 2.17 (d,  $J = 2.4$  Hz, 3H), 1.93 (p,  $J = 6.8$  Hz, 2H), 1.85 – 1.77 (m, 2H), 1.59 (tdd,  $J = 10.3, 8.2, 4.0$  Hz, 2H).  $^{13}\text{C}\{^1\text{H}\}$  NMR (126 MHz,  $\text{CDCl}_3$ )  $\delta$  171.8,

148.9, 138.7, 130.4, 130.0, 125.7, 122.1, 65.0, 60.5, 34.1, 33.6, 32.5, 27.8, 24.3, 16.4. DART-MS (m/z) calculated for  $C_{14}H_{18}O_2Br$ : 297.04847; found 297.04994  $[M-OH]^+$ .

**2d** ( $R^1 = OCH_3$ ;  $R^2 = OCH_3$ ): (colorless oil, 0.833g, 2.34 mmol, 72% yield).  $^1H$  NMR (500 MHz,  $CDCl_3$ )  $\delta$  6.60 (s, 2H), 4.62 (s, 2H), 3.79 (s, 6H), 3.43 (t,  $J = 6.8$  Hz, 2H), 2.62 (t,  $J = 7.3$  Hz, 2H), 1.96 – 1.88 (m, 2H), 1.80 (p,  $J = 7.4$  Hz, 2H), 1.59 (tdd,  $J = 10.0, 8.6, 5.0$  Hz, 2H).  $^{13}C\{^1H\}$  NMR (126 MHz,  $CDCl_3$ )  $\delta$  171.5, 152.2, 139.6, 127.8, 103.3, 65.4, 56.2, 33.7, 32.5, 27.6, 24.3. DART-MS (m/z) calculated for  $C_{15}H_{22}O_5Br$ : 361.06451; found 361.06420  $[M+H]^+$ .

**2e** ( $R^1 = CH_3$ ;  $R^2 = CH_3$ ): (colorless oil, 0.933 g, 2.83 mmol, 68% yield).  $^1H$  NMR (500 MHz,  $CDCl_3$ )  $\delta$  7.07 (s, 2H), 4.61 (s, 2H), 3.44 (t,  $J = 6.7$  Hz, 2H), 2.63 (t,  $J = 7.5$  Hz, 2H), 2.14 (s, 6H), 1.94 (dt,  $J = 14.9, 6.9$  Hz, 2H), 1.83 (p,  $J = 7.6$  Hz, 2H), 1.65 – 1.55 (m, 2H).  $^{13}C\{^1H\}$  NMR (126 MHz,  $CDCl_3$ )  $\delta$  171.3, 147.7, 138.4, 130.4, 127.5, 127.4, 127.4, 65.1, 33.9, 33.6, 32.5, 27.9, 24.4, 16.6. DART-MS (m/z) calculated for  $C_{15}H_{20}O_2Br$ : 311.06412; found 311.06536  $[M+H]^+$ .

**2f**:  $^1H$  NMR (500 MHz,  $CDCl_3$ ): (colorless oil, 0.609 g, 1.45 mmol, 67% yield).  $\delta$  7.06 (s, 2H), 4.60 (s, 2H), 3.90 (t,  $J = 6.3$  Hz, 2H), 3.80 (t,  $J = 6.3$  Hz, 2H), 3.70 – 3.62 (m, 8H), 3.46 (t,  $J = 6.3$  Hz, 2H), 2.87 (t,  $J = 6.3$  Hz, 2H), 2.15 (s, 6H), 1.67 (s, 1H).  $^{13}C\{^1H\}$  NMR (126 MHz,  $CDCl_3$ )  $\delta$  169.6, 147.6, 138.5, 130.5, 127.4, 71.6, 70.8, 70.8, 70.7, 70.7, 35.1, 30.5, 16.5. DART-MS (m/z) calculated for  $C_{18}H_{26}O_5Br$ : 401.09581; found 401.09574  $[M+H]^+$ .

## Azidation

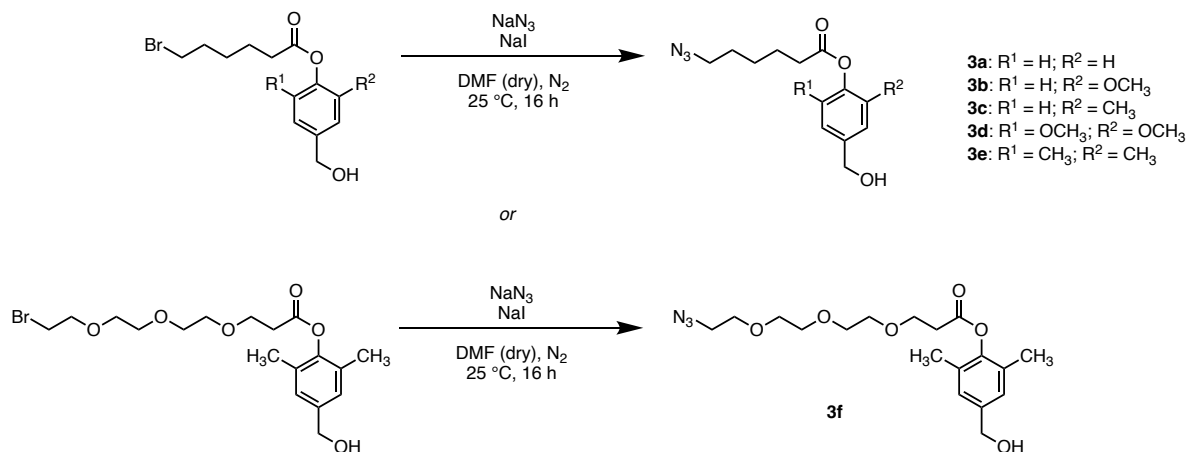

**General procedure.** Compounds prepared using an adapted procedure from Vohidov et al.<sup>1</sup> To an oven-dried Schlenk flask was added  $\text{NaN}_3$  (1.5 equiv),  $\text{NaI}$  (0.1 equiv), and the flask placed under an  $\text{N}_2$  atmosphere. Dry  $\text{DMF}$  (5 mL) was added, and the reaction stirred at room temperature for 5 min. In a separate flask, the appropriate compound **2a-f** was dissolved in dry  $\text{DMF}$  (10 mL), and this solution was added to the reaction mixture via cannula. The reaction was left to stir at room temperature for 16 h. Following this,  $\text{EtOAc}$  (40 mL) was added, yielding a white precipitate, and the organic layer was washed with water (3 x 500 mL) and brine (1 x 500 mL). The organic layer was dried over  $\text{Mg}_2\text{SO}_4$ , filtered, and the solvent removed under reduced pressure. The crude compound was then purified using column chromatography (silica, 100% hexanes to 6:4  $\text{EtOAc}$ :hexanes gradient).

**Safety note.** It is important to not use chlorinated solvents with reactions involving  $\text{NaN}_3$ . It is important to use large volumes of water to wash out unreacted  $\text{NaN}_3$  from the organic layer. The sodium azide-containing aqueous waste should be kept at  $\text{pH} > 7$ .

**3a** ( $\text{R}^1 = \text{H}$ ;  $\text{R}^2 = \text{H}$ ): (colorless oil, 0.179 g, 0.680 mmol, 75% yield).  $^1\text{H}$  NMR (500 MHz,  $\text{CDCl}_3$ )  $\delta$  7.39 – 7.32 (m, 2H), 7.08 – 7.02 (m, 2H), 4.65 (s, 2H), 3.30 (t,  $J = 6.8$  Hz, 2H), 2.57 (t,  $J = 7.4$  Hz, 2H), 1.97 (s, 1H), 1.78 (p,  $J = 7.5$  Hz, 2H), 1.70 – 1.60 (m, 2H), 1.55 – 1.44 (m, 2H).  $^{13}\text{C}\{^1\text{H}\}$  NMR (126 MHz,  $\text{CDCl}_3$ )  $\delta$  172.1, 150.1, 138.6, 128.1, 121.7, 64.7, 51.3, 34.2, 28.6, 26.3, 24.5. DART-MS ( $m/z$ ) calculated for  $\text{C}_{36}\text{H}_{48}\text{N}_7\text{O}_9$ : 722.35080; found 722.34831  $[\text{M}+\text{H}]^+$ . DART-MS ( $m/z$ ) calculated for  $\text{C}_{13}\text{H}_{18}\text{N}_3\text{O}_3$ : 264.13427; found 264.13664  $[\text{M}+\text{H}]^+$ .

**3b** ( $\text{R}^1 = \text{H}$ ;  $\text{R}^2 = \text{OCH}_3$ ): (colorless oil, 0.240 g, 0.818 mmol, 68% yield).  $^1\text{H}$  NMR (500 MHz,  $\text{CDCl}_3$ )  $\delta$  7.03 – 6.93 (m, 2H), 6.89 (dd,  $J = 8.1, 1.9$  Hz, 1H), 4.64 (s, 2H), 3.81 (s, 3H), 3.30 (t,  $J = 6.8$  Hz, 2H), 2.59 (t,  $J = 7.4$  Hz, 2H), 2.26 (s, 1H), 1.79 (p,  $J = 7.5$  Hz, 2H), 1.72 – 1.64 (m, 2H), 1.57 – 1.44 (m, 2H).

$^{13}\text{C}\{^1\text{H}\}$  NMR (126 MHz,  $\text{CDCl}_3$ )  $\delta$  171.8, 151.2, 140.0, 139.1, 122.8, 119.1, 111.1, 65.1, 55.9, 51.4, 33.9, 28.7, 26.3, 24.6. DART-MS ( $m/z$ ) calculated for  $\text{C}_{14}\text{H}_{20}\text{N}_3\text{O}_4$ : 294.14483; found 294.14707  $[\text{M}+\text{H}]^+$ .

**3c** ( $\text{R}^1 = \text{H}$ ;  $\text{R}^2 = \text{CH}_3$ ): (yellow oil, 0.444 g, 1.60 mmol, 80% yield).  $^1\text{H}$  NMR (500 MHz,  $\text{CDCl}_3$ )  $\delta$  7.24 (d,  $J = 2.1$  Hz, 1H), 7.19 (dd,  $J = 8.2, 2.2$  Hz, 1H), 6.98 (d,  $J = 8.2$  Hz, 1H), 4.64 (s, 2H), 3.31 (t,  $J = 6.8$  Hz, 2H), 2.60 (t,  $J = 7.5$  Hz, 2H), 2.17 (s, 3H), 1.81 (p,  $J = 7.5$  Hz, 2H), 1.67 (dt,  $J = 14.6, 6.9$  Hz, 3H), 1.58 – 1.46 (m, 2H).  $^{13}\text{C}\{^1\text{H}\}$  NMR (126 MHz,  $\text{CDCl}_3$ )  $\delta$  171.8, 148.8, 138.7, 130.4, 130.0, 125.7, 122.1, 65.0, 51.6, 34.1, 28.7, 26.4, 24.7, 16.4. DART-MS ( $m/z$ ) calculated for  $\text{C}_{14}\text{H}_{20}\text{N}_3\text{O}_3$ : 278.14992; found 278.15208  $[\text{M}+\text{H}]^+$ .

**3d** ( $\text{R}^1 = \text{OCH}_3$ ;  $\text{R}^2 = \text{OCH}_3$ ): (colorless oil, 0.812 g, 2.51 mmol, 78% yield).  $^1\text{H}$  NMR (500 MHz,  $\text{CDCl}_3$ )  $\delta$  6.63 (s, 2H), 4.66 (s, 2H), 3.82 (s, 6H), 3.30 (t,  $J = 6.9$  Hz, 2H), 2.63 (t,  $J = 7.3$  Hz, 2H), 1.81 (p,  $J = 7.4$  Hz, 2H), 1.73 – 1.61 (m, 2H), 1.58 – 1.44 (m, 2H).  $^{13}\text{C}$  NMR (126 MHz,  $\text{CDCl}_3$ )  $\delta$  171.4, 152.4, 139.5, 128.0, 103.4, 103.4, 65.6, 56.3, 51.5, 33.8, 28.7, 26.3, 24.7. DART-MS ( $m/z$ ) calculated for  $\text{C}_{15}\text{H}_{22}\text{N}_3\text{O}_5$ : 324.15540; found 324.15686  $[\text{M}+\text{H}]^+$ .

**3e** ( $\text{R}^1 = \text{CH}_3$ ;  $\text{R}^2 = \text{CH}_3$ ): (colorless oil, 0.711 g, 2.43 mmol, 81% yield).  $^1\text{H}$  NMR (500 MHz,  $\text{CDCl}_3$ )  $\delta$  7.06 (s, 2H), 4.60 (s, 2H), 3.31 (t,  $J = 6.8$  Hz, 2H), 2.63 (t,  $J = 7.5$  Hz, 2H), 2.14 (s, 6H), 1.83 (p,  $J = 7.5$  Hz, 2H), 1.72 – 1.63 (m, 2H), 1.58 – 1.46 (m, 2H).  $^{13}\text{C}\{^1\text{H}\}$  NMR (126 MHz,  $\text{CDCl}_3$ )  $\delta$  171.3, 147.7, 138.5, 130.4, 127.4, 65.0, 51.3, 33.9, 28.7, 26.5, 24.7, 16.5. DART-MS ( $m/z$ ) calculated for  $\text{C}_{15}\text{H}_{22}\text{N}_3\text{O}_3$ : 292.16557; found 292.16693  $[\text{M}+\text{H}]^+$ .

**3f**:  $^1\text{H}$  NMR (500 MHz,  $\text{CDCl}_3$ ): (colorless oil, 0.459 g, 1.20 mmol, 84% yield).  $\delta$  7.06 (s, 2H), 4.61 (s, 2H), 3.90 (t,  $J = 6.3$  Hz, 2H), 3.71 – 3.63 (m, 10H), 3.37 (t,  $J = 5.1$  Hz, 2H), 2.88 (t,  $J = 6.3$  Hz, 2H), 2.15 (s, 6H), 1.63 (s, 1H).  $^{13}\text{C}\{^1\text{H}\}$  NMR (126 MHz,  $\text{CDCl}_3$ )  $\delta$  169.6, 147.7, 138.5, 130.5, 127.4, 70.85, 70.8, 70.7, 66.9, 65.1, 50.8, 35.1, 16.5. DART-MS ( $m/z$ ) calculated for  $\text{C}_{18}\text{H}_{28}\text{N}_3\text{O}_6$ : 382.19726; found 382.19789  $[\text{M}+\text{H}]^+$ .

## Carbonyl

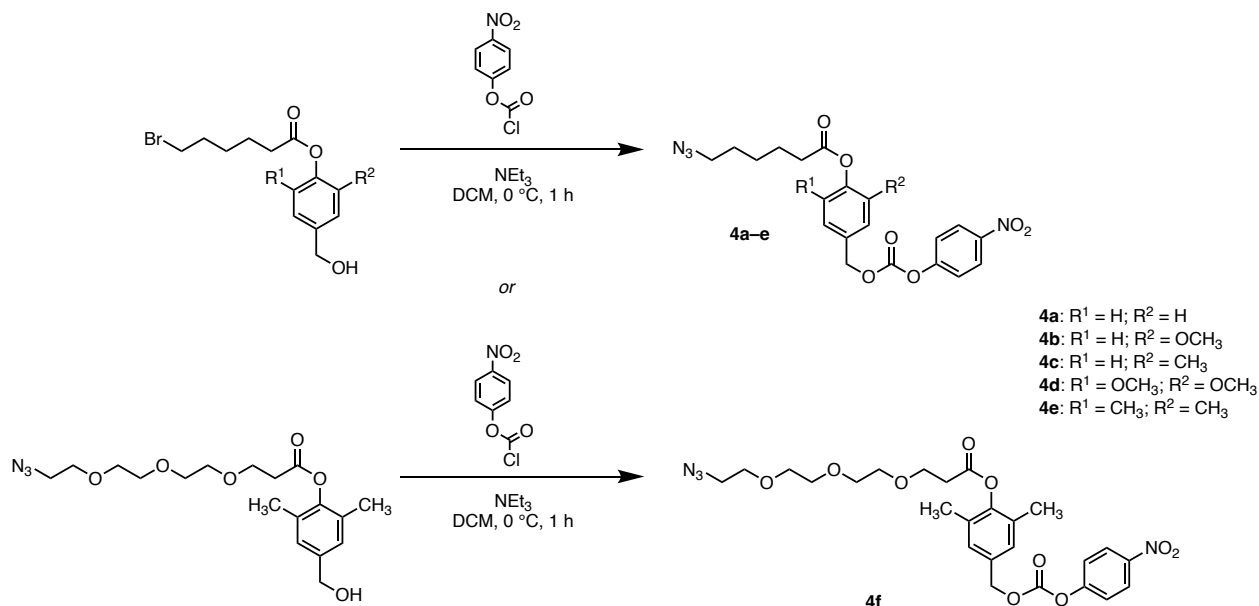

**General procedure.** Compounds prepared using an adapted procedure from Vohidov et al.<sup>1</sup> A round-bottomed flask was charged with the appropriate compound **3a–f** (1.0 equiv), dry DCM (50 mL), and the flask cooled to 0 °C. To this was added NEt<sub>3</sub> (3.0 equiv) and the solution left to stir at 0 °C for 5 min. Separately, a solution of 4-nitrophenylchloroformate (1.05 equiv) in DCM (20 mL) is prepared, and added slowly to the reaction mixture. The solution was left to stir for 1 h at 0 °C, after which it turned a bright yellow color. The reaction mixture was then washed with saturated aqueous NaHCO<sub>3</sub> solution (3 x 150 mL), the resulting organic layer dried with MgSO<sub>4</sub>, filtered, and the DCM removed *in vacuo*. The crude compound was then purified using column chromatography (silica, 100% hexanes to 6:4 EtOAc:hexanes gradient).

**4a** (R<sup>1</sup> = H; R<sup>2</sup> = H): (off-white powder, 0.2038 g, 0.475 mmol, 69% yield). <sup>1</sup>H NMR (500 MHz, CDCl<sub>3</sub>) δ 8.29 – 8.22 (m, 2H), 7.50 – 7.43 (m, 2H), 7.41 – 7.34 (m, 2H), 7.16 – 7.10 (m, 2H), 5.28 (s, 2H), 3.31 (t, *J* = 6.8 Hz, 2H), 2.59 (t, *J* = 7.4 Hz, 2H), 1.79 (p, *J* = 7.5 Hz, 2H), 1.71 – 1.61 (m, 2H), 1.57 – 1.45 (m, 2H). <sup>13</sup>C{<sup>1</sup>H} NMR (126 MHz, CDCl<sub>3</sub>) δ 171.9, 155.6, 152.5, 151.3, 145.5, 131.9, 130.2, 125.4, 122.1, 121.9, 70.4, 51.3, 34.2, 28.7, 26.3, 24.5. DART-MS (*m/z*) calculated for C<sub>20</sub>H<sub>19</sub>N<sub>4</sub>O<sub>8</sub>: 443.11974; found 443.12156 [M–H+O]<sup>–</sup>.

**4b** (R<sup>1</sup> = H; R<sup>2</sup> = OCH<sub>3</sub>): (yellow powder, 0.373 g, 0.81 mmol, 62% yield). <sup>1</sup>H NMR (500 MHz, CDCl<sub>3</sub>) δ 8.30 – 8.21 (m, 2H), 7.42 – 7.34 (m, 2H), 7.09 – 6.98 (m, 3H), 5.26 (s, 2H), 3.84 (s, 3H), 3.30 (t, *J* = 6.9 Hz, 2H), 2.61 (t, *J* = 7.3 Hz, 2H), 1.80 (p, *J* = 7.3 Hz, 2H), 1.71 – 1.63 (m, 2H), 1.56 – 1.47 (m, 2H). <sup>13</sup>C{<sup>1</sup>H} NMR (126 MHz, CDCl<sub>3</sub>) δ 171.5, 155.5, 152.5, 151.4, 145.5, 140.4, 133.0, 125.4, 123.1, 121.9,

121.3, 112.9, 70.6, 56.0, 56.0, 51.3, 44.9, 33.8, 28.6, 26.2, 24.5. DART-MS ( $m/z$ ) calculated for  $C_{21}H_{21}N_4O_9$ : 473.13030; found 473.13219  $[M-H+O]^-$ .

**4c** ( $R^1 = H$ ;  $R^2 = CH_3$ ): (yellow powder, 0.453 g, 1.02 mmol, 64% yield).  $^1H$  NMR (500 MHz,  $CDCl_3$ )  $\delta$  8.30 – 8.24 (m, 2H), 7.42 – 7.34 (m, 2H), 7.34 – 7.28 (m, 2H), 7.04 (d,  $J = 8.2$  Hz, 1H), 5.25 (s, 2H), 3.32 (t,  $J = 6.8$  Hz, 2H), 2.62 (t,  $J = 7.5$  Hz, 2H), 2.20 (s, 3H), 1.81 (p,  $J = 7.6$  Hz, 2H), 1.72 – 1.64 (m, 2H), 1.56 – 1.49 (m, 2H).  $^{13}C\{^1H\}$  NMR (126 MHz,  $CDCl_3$ )  $\delta$  171.7, 155.6, 152.6, 150.0, 145.6, 132.0, 131.9, 130.9, 127.7, 125.4, 122.5, 121.9, 70.5, 51.3, 34.10, 34.1, 28.7, 26.4, 24.6, 16.4. DART-MS ( $m/z$ ) calculated for  $C_{21}H_{21}N_4O_8$ : 457.13539; found 457.13701  $[M-H+O]^-$ .

**4d** ( $R^1 = OCH_3$ ;  $R^2 = OCH_3$ ): (white powder, 0.668 g, 1.36 mmol, 72% yield).  $^1H$  NMR (500 MHz,  $CDCl_3$ )  $\delta$  8.31 – 8.25 (m, 2H), 7.41 – 7.36 (m, 2H), 6.69 (s, 2H), 5.24 (s, 2H), 3.84 (s, 6H), 3.31 (t,  $J = 6.8$  Hz, 2H), 2.64 (t,  $J = 7.3$  Hz, 2H), 1.87 – 1.73 (m, 2H), 1.71 – 1.62 (m, 2H), 1.60 – 1.48 (m, 2H).  $^{13}C\{^1H\}$  NMR (126 MHz,  $CDCl_3$ )  $\delta$  171.2, 155.6, 152.5, 152.5, 145.6, 132.5, 129.2, 125.5, 121.9, 105.5, 71.1, 56.3, 51.4, 33.7, 28.7, 26.2, 24.7. DART-MS ( $m/z$ ) calculated for  $C_{22}H_{23}N_4O_{10}$ : 503.14087; found 503.14268  $[M-H+O]^-$ .

**4e** ( $R^1 = CH_3$ ;  $R^2 = CH_3$ ): (pale yellow powder, 0.658 g, 1.44 mmol, 60% yield).  $^1H$  NMR (500 MHz,  $CDCl_3$ )  $\delta$  8.30 – 8.24 (m, 2H), 7.42 – 7.34 (m, 2H), 7.15 (s, 2H), 5.21 (s, 2H), 3.32 (t,  $J = 6.8$  Hz, 2H), 2.64 (t,  $J = 7.5$  Hz, 2H), 2.17 (s, 6H), 1.83 (p,  $J = 7.5$  Hz, 2H), 1.73 – 1.64 (m, 2H), 1.59 – 1.48 (m, 2H).  $^{13}C\{^1H\}$  NMR (126 MHz,  $CDCl_3$ )  $\delta$  171.2, 155.7, 152.6, 148.8, 145.5, 131.7, 130.9, 129.3, 129.3, 125.4, 121.9, 70.7, 51.3, 33.9, 28.7, 26.5, 24.7, 16.5. DART-MS ( $m/z$ ) calculated for  $C_{22}H_{23}N_4O_8$ : 471.15104; found 471.15269  $[M-H+O]^-$ .

**4f**: (pale yellow oil, 0.45 g, 0.82 mmol, 70% yield).  $^1H$  NMR (500 MHz,  $CDCl_3$ )  $\delta$  8.30 – 8.22 (m, 2H), 7.42 – 7.34 (m, 2H), 7.14 (s, 2H), 5.21 (s, 2H), 3.95 – 3.86 (m, 2H), 3.72 – 3.60 (m, 10H), 3.38 (t,  $J = 5.1$  Hz, 2H), 2.88 (q,  $J = 6.5$  Hz, 2H), 2.17 (s, 6H).  $^{13}C\{^1H\}$  NMR (126 MHz,  $CDCl_3$ )  $\delta$  169.5, 147.5, 138.4, 130.4, 127.3, 70.7, 70.7, 70.5, 70.1, 50.7, 35.0, 16.4. DART-MS ( $m/z$ ) calculated for  $C_{25}H_{29}N_4O_{11}$ : 561.18273; found 561.18445  $[M-H+O]^-$ .

## Resiquimod

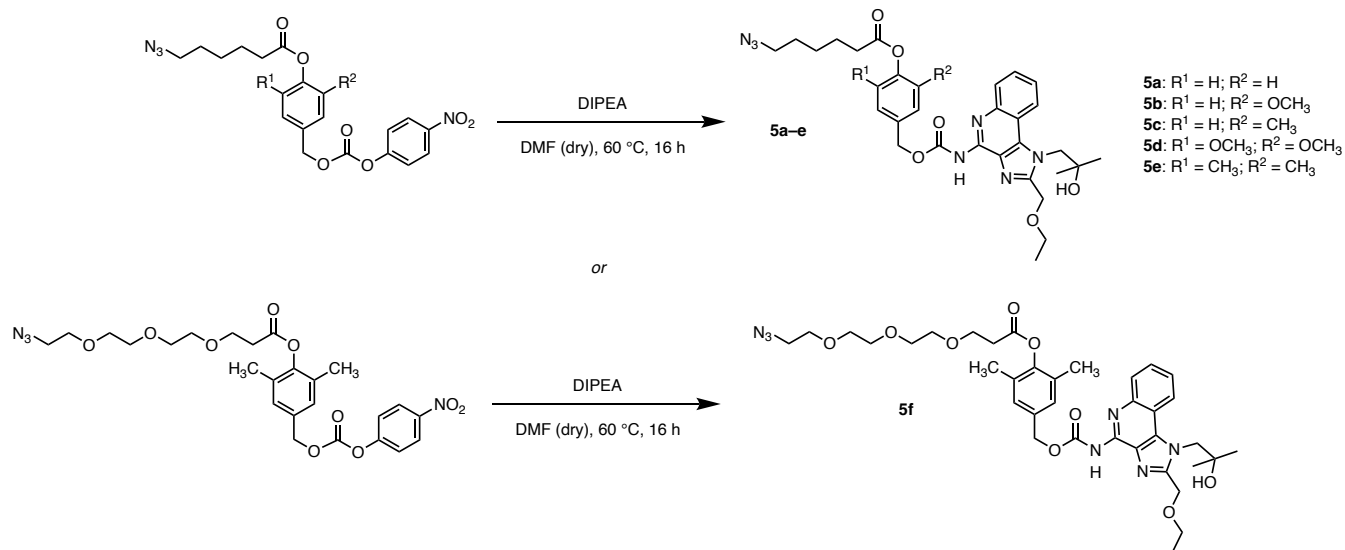

**General procedure.** Compounds prepared using an adapted procedure from Vohidov et al.<sup>1</sup> A 40 mL vial was charged with a stir bar, Resiquimod (R848, 1.0 equiv) and dry DMF (2 mL). Diisopropylethylamine (DIPEA, 2.0 equiv) was added dropwise, and the solution stirred at room temperature for 5 min. To this mixture was added the appropriate species **4a–f** (1.1 equiv) in one portion, and the reaction mixture immediately turned bright yellow. The vial was sealed and heated at 60 °C for 16 h. The reaction mixture was then cooled, and EtOAc (40 mL) added. The organic layer was washed with H<sub>2</sub>O (3 x 100 mL) and brine (1 x 100 mL), dried over Mg<sub>2</sub>SO<sub>4</sub>, filtered, and the EtOAc removed *in vacuo*. The crude compound was purified using column chromatography (silica, 100% DCM to 95:5 DCM:MeOH gradient).

**5a** ( $R^1 = H$ ;  $R^2 = H$ ): (white powder, 0.2 g, 0.34 mmol, 80% yield). <sup>1</sup>H NMR (600 MHz, CDCl<sub>3</sub>)  $\delta$  8.16 (dt,  $J = 8.4, 1.5$  Hz, 2H), 7.61 (ddd,  $J = 8.4, 7.0, 1.3$  Hz, 1H), 7.52 – 7.46 (m, 3H), 7.12 – 7.05 (m, 2H), 5.31 (s, 2H), 4.84 (d,  $J = 69.7$  Hz, 4H), 3.64 (q,  $J = 7.0$  Hz, 2H), 3.31 (t,  $J = 6.9$  Hz, 2H), 3.23 (s, 1H), 2.58 (t,  $J = 7.4$  Hz, 2H), 1.79 (p,  $J = 7.5$  Hz, 2H), 1.67 (p,  $J = 7.0$  Hz, 2H), 1.56 – 1.47 (m, 2H), 1.33 (s, 7H), 1.24 (t,  $J = 7.0$  Hz, 3H). <sup>13</sup>C{<sup>1</sup>H} NMR (151 MHz, CDCl<sub>3</sub>)  $\delta$  172.0, 151.1, 150.7, 135.9, 133.7, 129.8, 127.9, 127.6, 124.9, 121.8, 120.2, 116.7, 71.6, 66.9, 66.8, 65.1, 56.6, 51.4, 34.3, 29.9, 28.7, 26.4, 24.5, 15.1. DART-MS ( $m/z$ ) calculated for C<sub>31</sub>H<sub>38</sub>N<sub>7</sub>O<sub>6</sub>: 604.28781; found 604.28500 [M+H]<sup>+</sup>.

**5b** ( $R^1 = H$ ;  $R^2 = OCH_3$ ): (white powder, 0.259 g, 0.4 mmol, 75% yield). <sup>1</sup>H NMR (600 MHz, CDCl<sub>3</sub>)  $\delta$  8.22 – 8.12 (m, 2H), 7.63 (ddd,  $J = 8.3, 7.0, 1.3$  Hz, 1H), 7.50 (ddd,  $J = 8.4, 7.0, 1.4$  Hz, 1H), 7.12 – 7.03 (m, 4H), 5.31 (s, 2H), 4.86 (d,  $J = 68.1$  Hz, 4H), 3.87 (s, 3H), 3.67 (q,  $J = 7.0$  Hz, 2H), 3.33 (t,  $J = 6.9$  Hz, 2H), 3.18 (s, 1H), 2.63 (td,  $J = 7.4, 1.6$  Hz, 2H), 1.82 (q,  $J = 7.6$  Hz, 2H), 1.69 (h,  $J = 7.2$  Hz, 2H), 1.55 (tt,  $J = 10.1, 6.4$  Hz, 2H), 1.35 (s, 7H), 1.27 (t,  $J = 7.1$  Hz, 3H). <sup>13</sup>C{<sup>1</sup>H} NMR (151 MHz, CDCl<sub>3</sub>)  $\delta$  171.6, 151.3, 150.9, 139.8, 135.6, 135.0, 127.8, 124.7, 122.9, 120.9, 120.1, 116.7, 112.7, 71.6, 67.1, 66.8, 65.1, 56.6,

56.1, 51.4, 45.0, 33.9, 32.3, 28.7, 28.8, 26.4, 26.3, 24.6, 24.4, 15.1. DART-MS (m/z) calculated for  $C_{32}H_{40}N_7O_7$ : 634.29837; found 634.29566  $[M+H]^+$ .

**5c** ( $R^1 = H$ ;  $R^2 = CH_3$ ): (white powder, 0.221 g, 0.358 mmol, 65% yield).  $^1H$  NMR (600 MHz,  $CDCl_3$ )  $\delta$  8.18 – 8.08 (m, 2H), 7.58 (ddd,  $J = 8.3, 7.0, 1.3$  Hz, 1H), 7.46 (ddd,  $J = 8.3, 7.0, 1.3$  Hz, 1H), 7.36 (d,  $J = 2.3$  Hz, 1H), 7.31 (dd,  $J = 8.2, 2.2$  Hz, 1H), 7.00 (d,  $J = 8.2$  Hz, 1H), 5.26 (s, 2H), 4.81 (d,  $J = 65.8$  Hz, 4H), 3.62 (q,  $J = 7.1$  Hz, 2H), 3.35 – 3.24 (m, 3H), 2.60 (t,  $J = 7.5$  Hz, 2H), 2.18 (s, 3H), 1.80 (p,  $J = 7.6$  Hz, 2H), 1.67 (p,  $J = 7.0$  Hz, 2H), 1.55 – 1.48 (m, 2H), 1.31 (s, 7H), 1.23 (t,  $J = 7.0$  Hz, 3H).  $^{13}C\{^1H\}$  NMR (151 MHz,  $CDCl_3$ )  $\delta$  171.6, 150.7, 149.8, 149.2, 135.5, 133.7, 131.3, 130.3, 127.6, 127.1, 125.4, 124.5, 122.0, 119.9, 116.6, 71.5, 66.7, 66.6, 64.9, 56.4, 51.2, 34.0, 28.6, 27.9, 26.3, 24.5, 16.2, 14.9. DART-MS (m/z) calculated for  $C_{32}H_{40}N_7O_6$ : 618.30346; found 618.29979  $[M+H]^+$ .

**5d** ( $R^1 = OCH_3$ ;  $R^2 = OCH_3$ ): (white powder, 0.249 g, 0.375 mmol, 73% yield).  $^1H$  NMR (600 MHz,  $CDCl_3$ )  $\delta$  8.58 (s, 1H), 8.12 (t,  $J = 9.7$  Hz, 2H), 7.55 (t,  $J = 7.8$  Hz, 1H), 7.43 (t,  $J = 7.7$  Hz, 1H), 6.69 (s, 2H), 5.22 (s, 2H), 4.77 (d,  $J = 68.4$  Hz, 4H), 3.80 (s, 6H), 3.57 (q,  $J = 7.1$  Hz, 2H), 3.27 (t,  $J = 6.9$  Hz, 2H), 2.61 (t,  $J = 7.4$  Hz, 2H), 1.79 (q,  $J = 7.6$  Hz, 2H), 1.64 (p,  $J = 7.1$  Hz, 2H), 1.57 – 1.49 (m, 2H), 1.28 (s, 7H), 1.19 (t,  $J = 7.1$  Hz, 3H).  $^{13}C\{^1H\}$  NMR (151 MHz,  $CDCl_3$ )  $\delta$  171.22, 152.2, 151.5, 150.9, 144.5, 144.0, 135.5, 134.3, 130.3, 128.5, 127.5, 127.4, 124.6, 120.0, 116.8, 105., 71.51, 67.3, 66.7, 65.0, 56.3, 56.3, 56.2, 51.4, 51.3, 33.7, 28.6, 26.1, 24.6, 15.0. DART-MS (m/z) calculated for  $C_{33}H_{42}N_7O_8$ : 664.30751; found 664.30894  $[M+H]^+$ .

**5e** ( $R^1 = CH_3$ ;  $R^2 = CH_3$ ): (white powder, 0.239 g, 0.378 mmol, 70% yield).  $^1H$  NMR (600 MHz,  $CDCl_3$ )  $\delta$  8.11 (d,  $J = 8.3$  Hz, 2H), 7.56 (t,  $J = 7.9$  Hz, 1H), 7.48 – 7.41 (m, 1H), 7.17 (s, 2H), 7.03 (s, 1H), 5.21 (s, 2H), 4.78 (d,  $J = 67.1$  Hz, 4H), 3.64 – 3.52 (m, 2H), 3.44 (t,  $J = 10.5$  Hz, 1H), 3.29 (t,  $J = 6.9$  Hz, 3H), 2.61 (td,  $J = 7.6, 3.7$  Hz, 3H), 2.12 (d,  $J = 17.7$  Hz, 9H), 1.87 – 1.76 (m, 2H), 1.66 (p,  $J = 7.1$  Hz, 2H), 1.51 (p,  $J = 7.8$  Hz, 2H), 1.27 (d,  $J = 25.7$  Hz, 7H), 1.20 (td,  $J = 7.1, 2.0$  Hz, 3H).  $^{13}C\{^1H\}$  NMR (151 MHz,  $CDCl_3$ )  $\delta$  171.3, 171.2, 150.9, 148.1, 147.5, 138.6, 138.6, 135.6, 133.5, 130.4, 130.2, 130.2, 128.8, 127.6, 127.6, 127.3, 124.5, 120.1, 116.7, 71.52, 66.8, 66.7, 65.0, 64.8, 56.4, 51.3, 33.9, 28.6, 27.9, 26.4, 24.7, 16.5, 15.0. DART-MS (m/z) calculated for  $C_{33}H_{42}N_7O_6$ : 632.31724; found 632.31911  $[M+H]^+$ .

**5f**: (pale yellow powder, 0.231 g, 0.319 mmol, 68% yield).  $^1H$  NMR (600 MHz,  $CDCl_3$ )  $\delta$  8.09 (dt,  $J = 8.7, 4.4$  Hz, 2H), 7.53 (ddd,  $J = 8.3, 6.9, 1.3$  Hz, 1H), 7.41 (ddd,  $J = 8.3, 6.9, 1.3$  Hz, 1H), 7.15 (s, 2H), 5.19 (s, 2H), 4.75 (d,  $J = 65.6$  Hz, 4H), 3.87 (t,  $J = 6.3$  Hz, 2H), 3.68 – 3.61 (m, 10H), 3.60 – 3.49 (m, 3H), 3.34 (t,  $J = 5.0$  Hz, 2H), 2.85 (t,  $J = 6.3$  Hz, 2H), 2.13 (s, 6H), 1.27 (s, 7H), 1.17 (t,  $J = 7.0$  Hz, 3H).  $^{13}C\{^1H\}$  NMR (151 MHz,  $CDCl_3$ )  $\delta$  169.4, 150.9, 148.1, 135.4, 133.5, 130.5, 130.4, 128.7, 128.7, 127.5, 124.4,

120.0, 116.6, 71.5, 70.7, 70.6, 70.5, 70.1, 66.7, 66.7, 66.6, 65.0, 56.25, 50.7, 35.0, 27.9, 16.3, 14.9.

DART-MS (m/z) calculated for  $C_{36}H_{48}N_7O_9$ : 722.35080; found 722.34831  $[M+H]^+$ .

## NMR Spectra

### Esterification

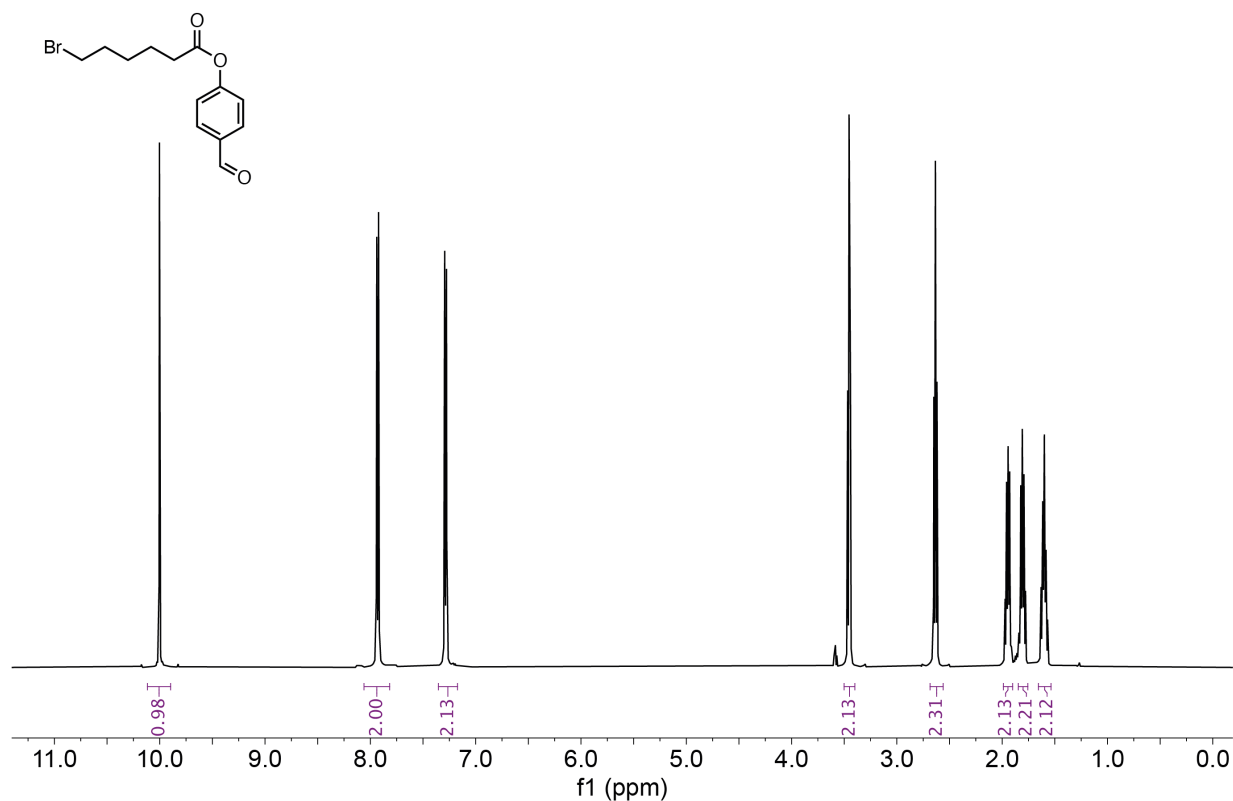

**Fig. S2A-I.**  $^1\text{H}$  NMR spectrum of **1a** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

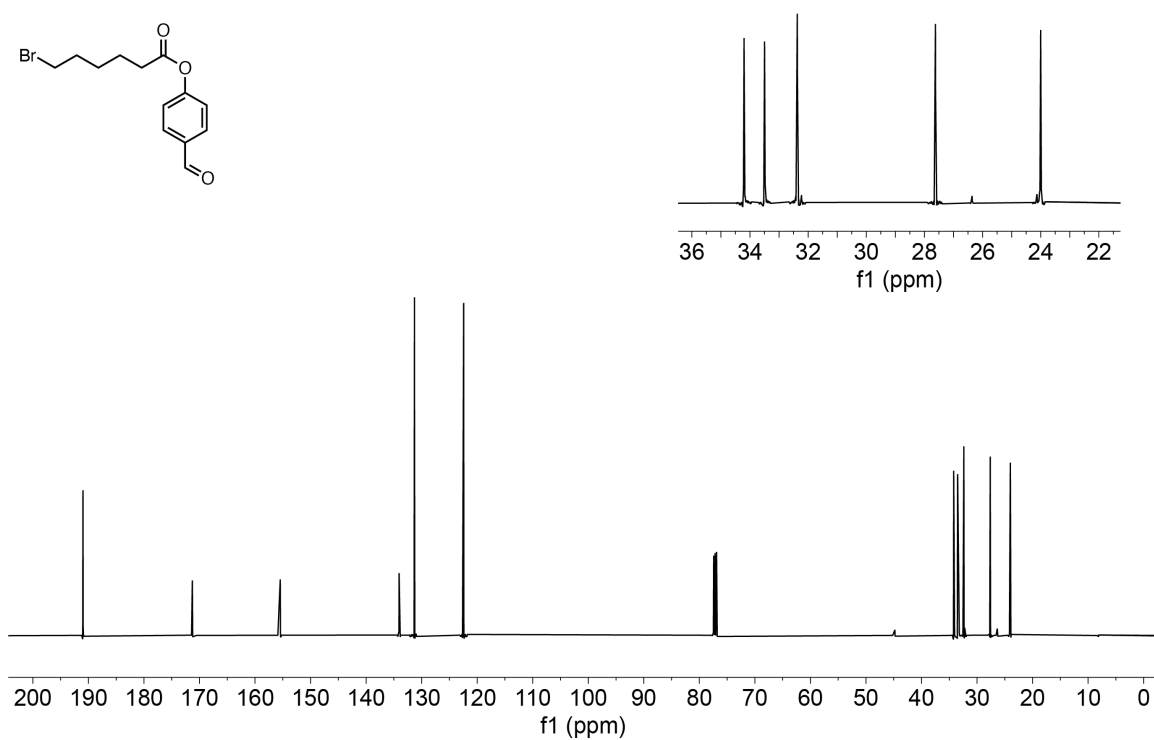

**Fig. S2A-II.**  $^{13}\text{C}\{^1\text{H}\}$  NMR spectrum of **1a** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

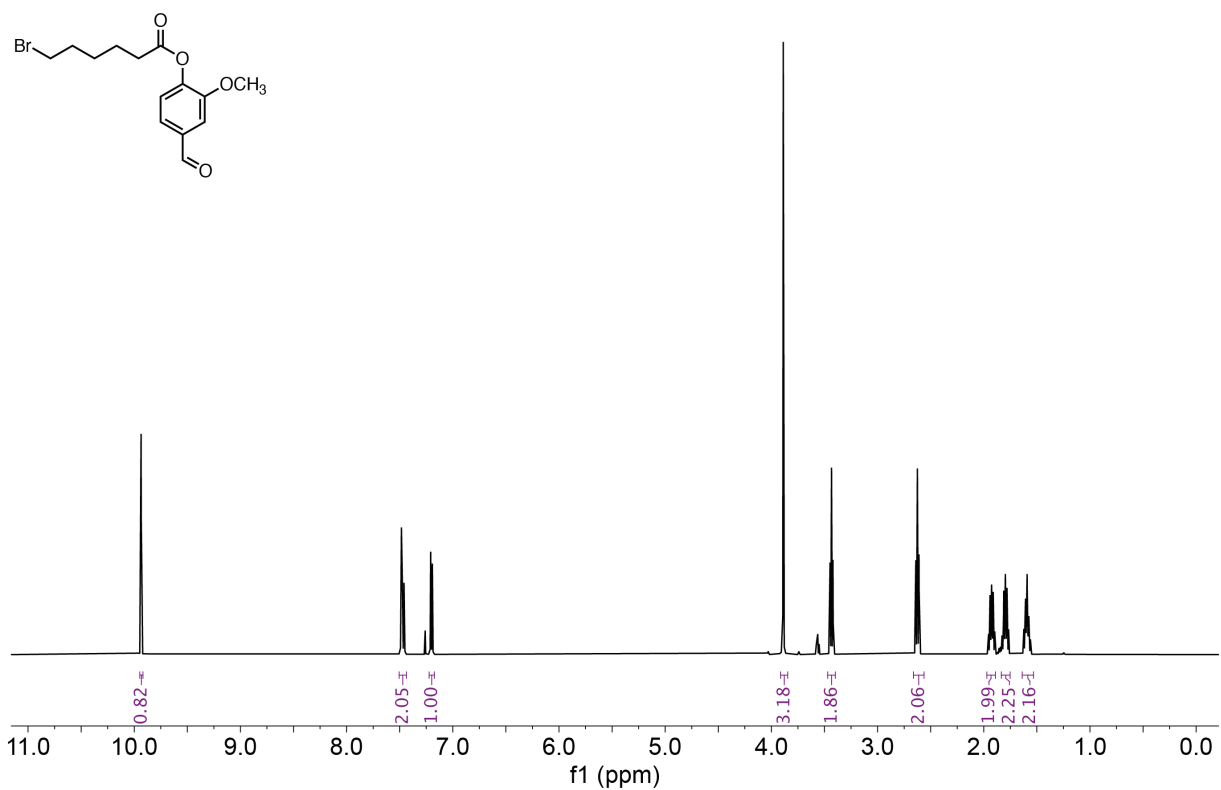

**Fig. S2B-I.**  $^1\text{H}$  NMR spectrum of **1b** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

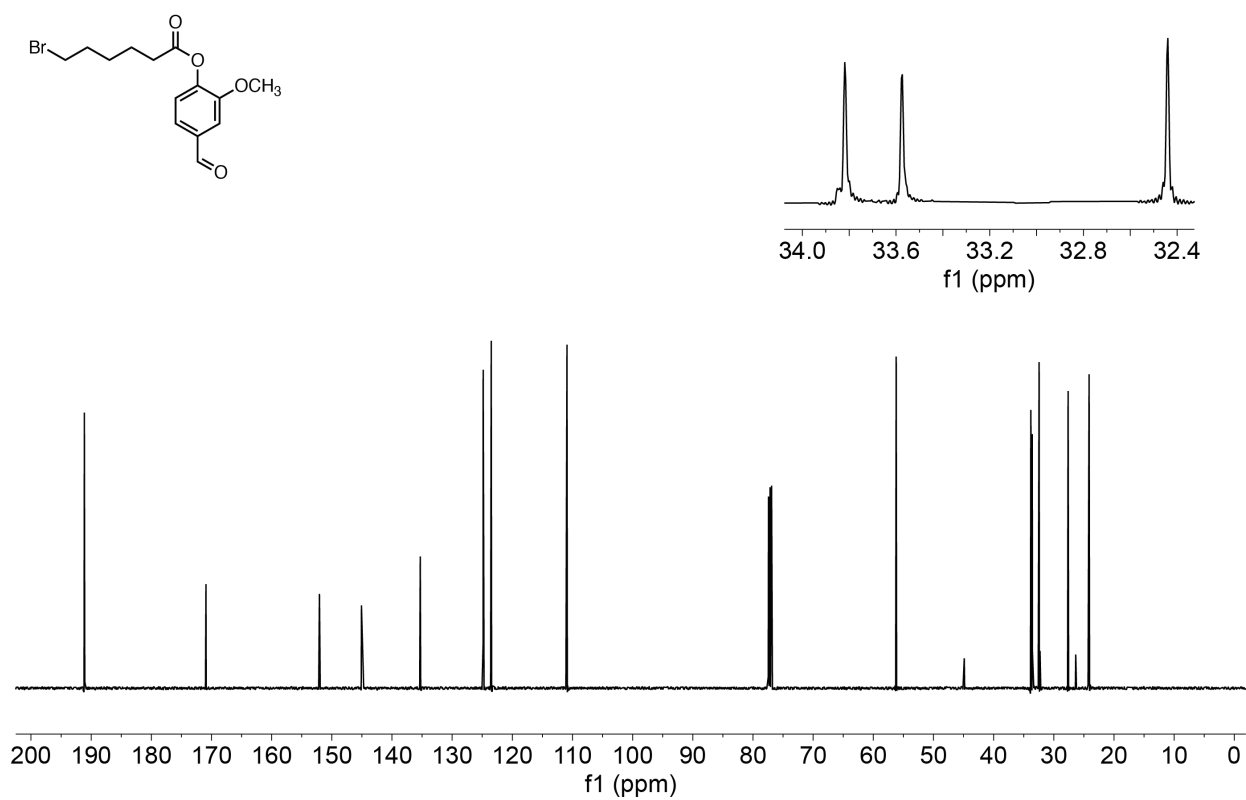

**Fig. S2B-II.**  $^{13}\text{C}\{^1\text{H}\}$  NMR spectrum of **1b** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

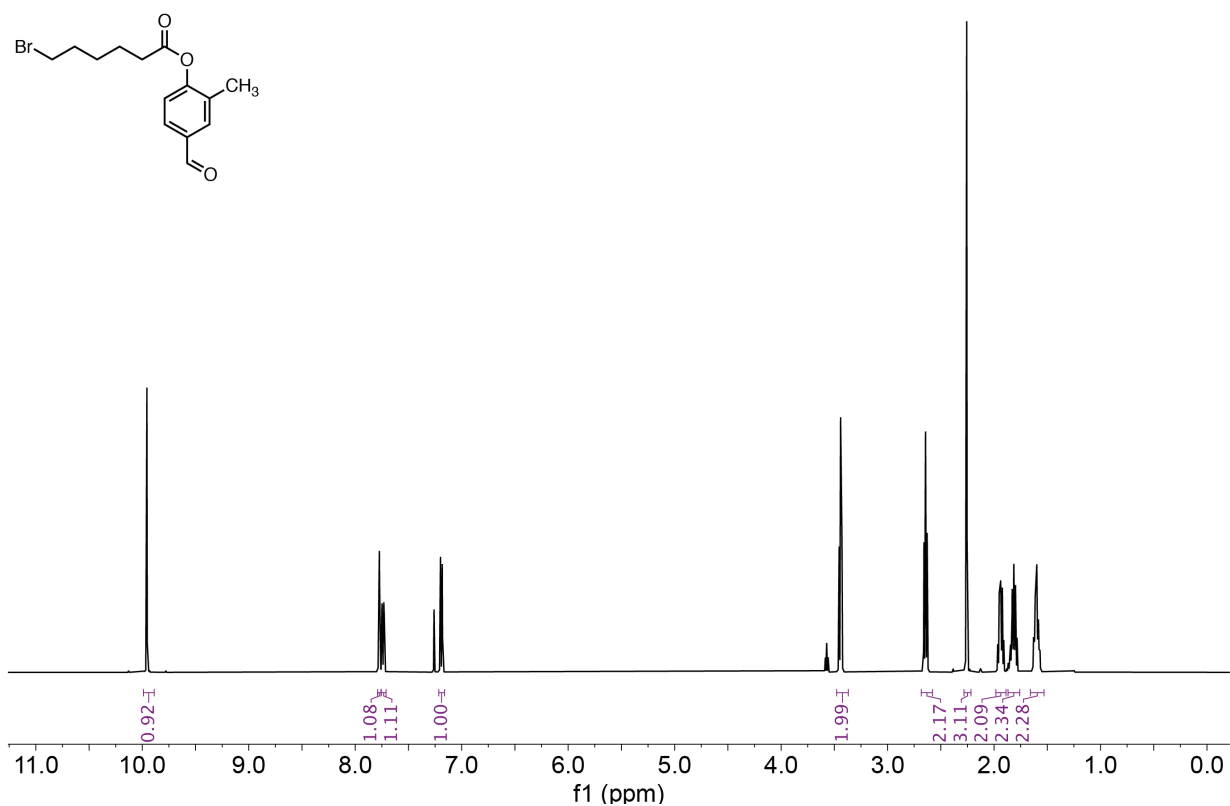

**Fig. S2C-I.**  $^1\text{H}$  NMR spectrum of **1c** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

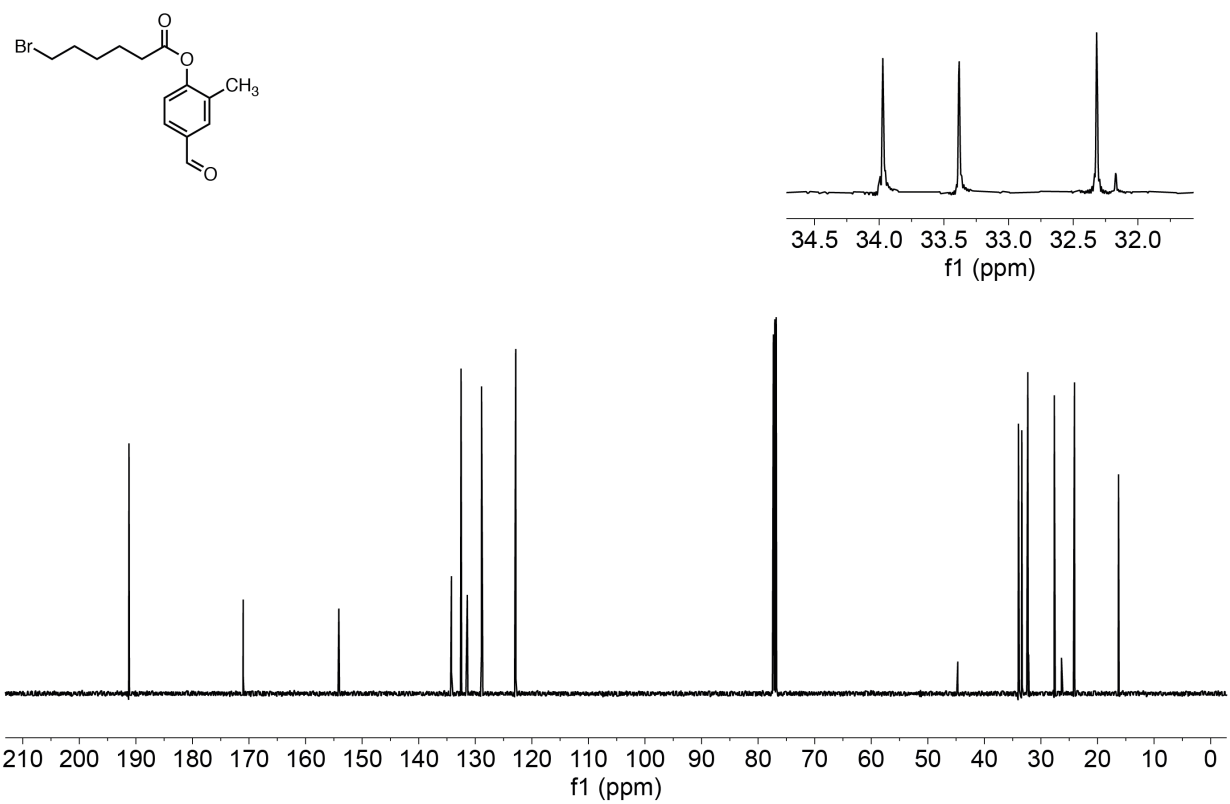

**Fig. S2C-II.**  $^{13}\text{C}\{^1\text{H}\}$  NMR spectrum of **1c** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

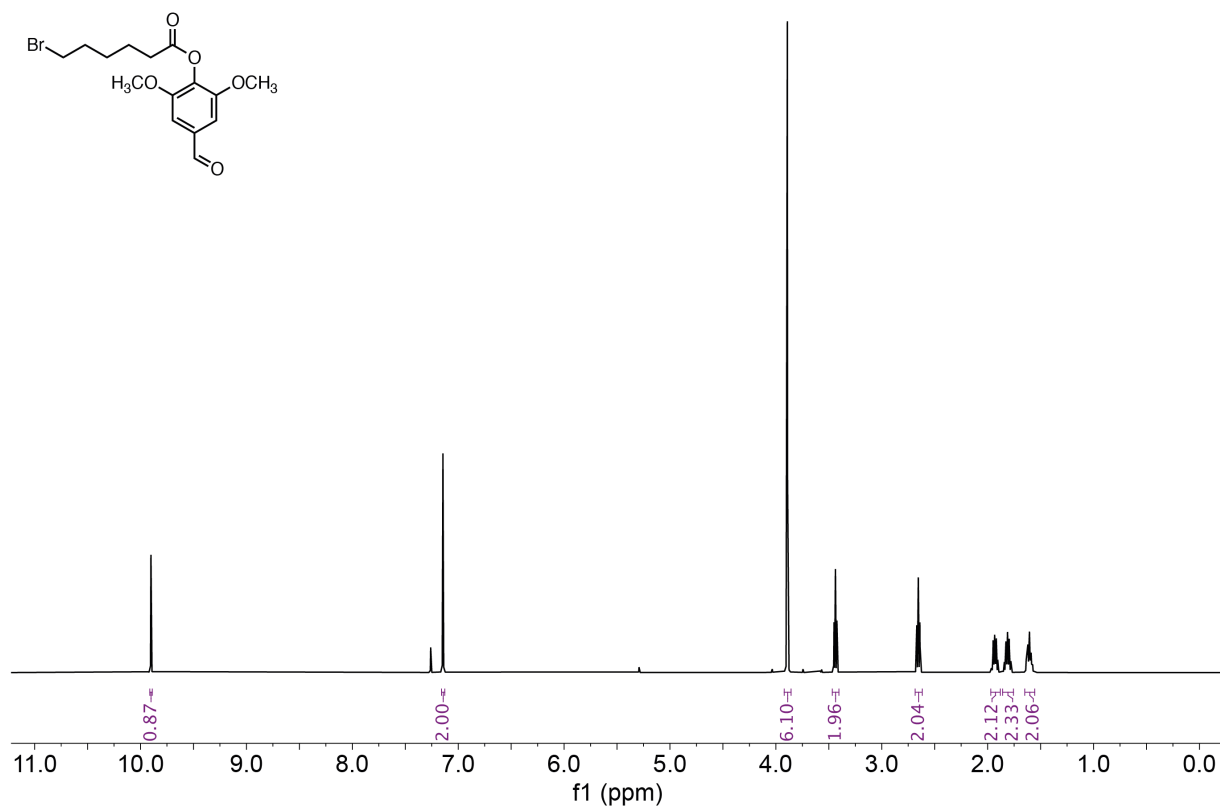

**Fig. S2D-I.**  $^1\text{H}$  NMR spectrum of **1d** ( $\text{CDCl}_3$ , 500 MHz, 25  $^\circ\text{C}$ ).

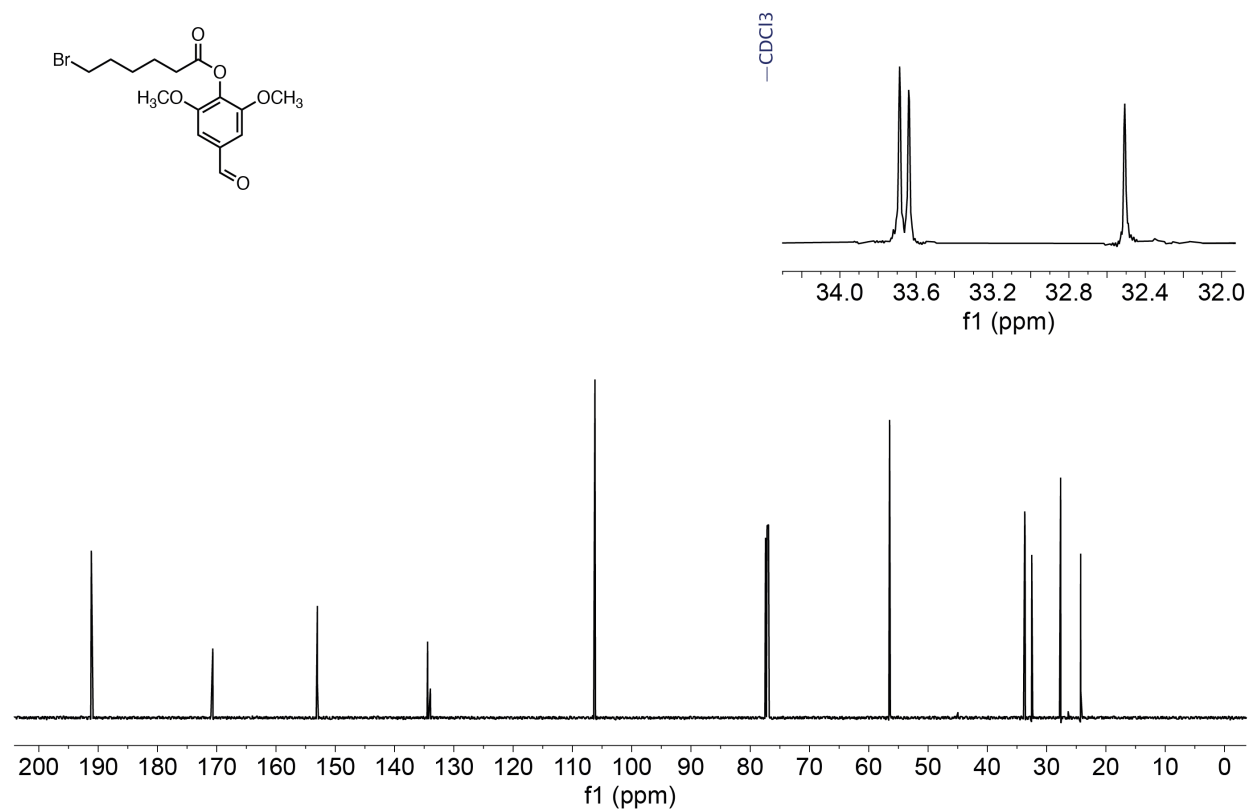

**Fig. S2D-II.**  $^{13}\text{C}\{^1\text{H}\}$  NMR spectrum of **1d** ( $\text{CDCl}_3$ , 126 MHz, 25  $^\circ\text{C}$ ).

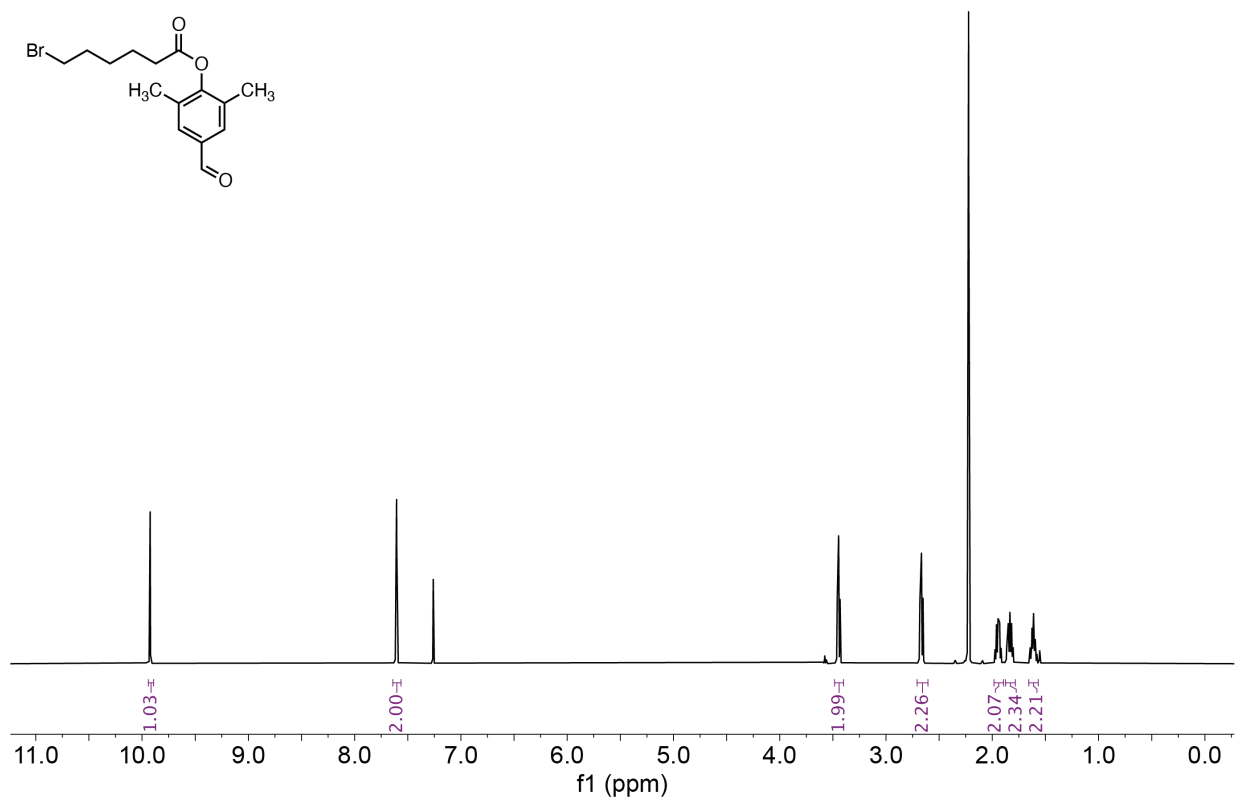

**Fig. S2E-I.** <sup>1</sup>H NMR spectrum of **1e** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

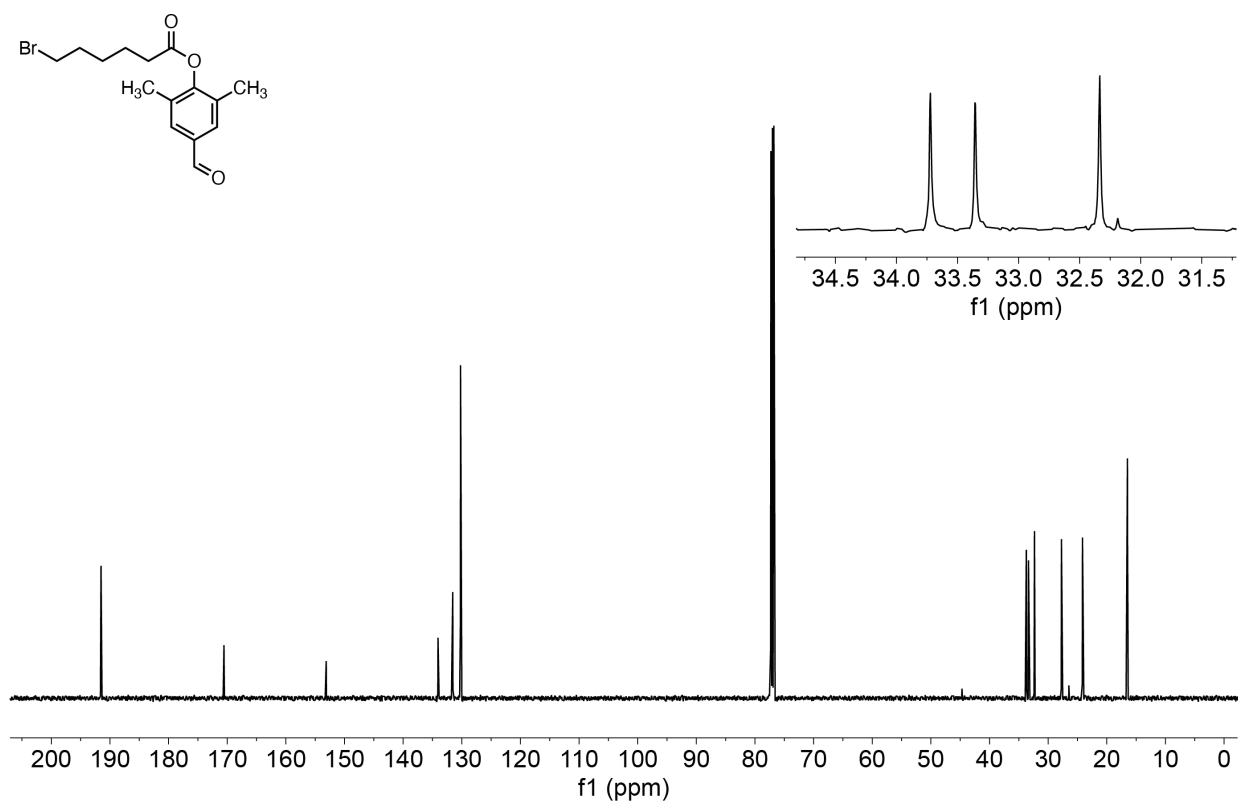

**Fig. S2E-II.** <sup>13</sup>C{<sup>1</sup>H} NMR spectrum of **1e** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

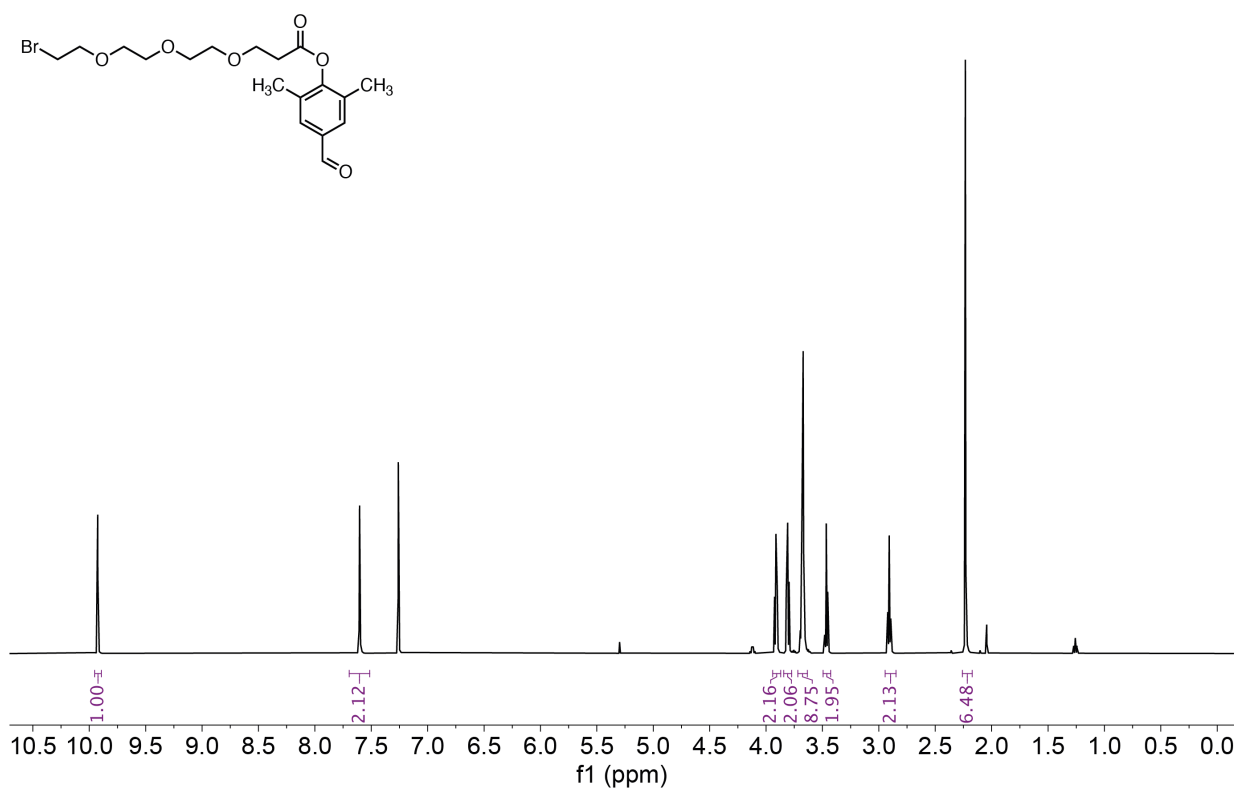

**Fig. S2F-I.**  $^1\text{H}$  NMR spectrum of **1f** ( $\text{CDCl}_3$ , 500 MHz, 25 °C).

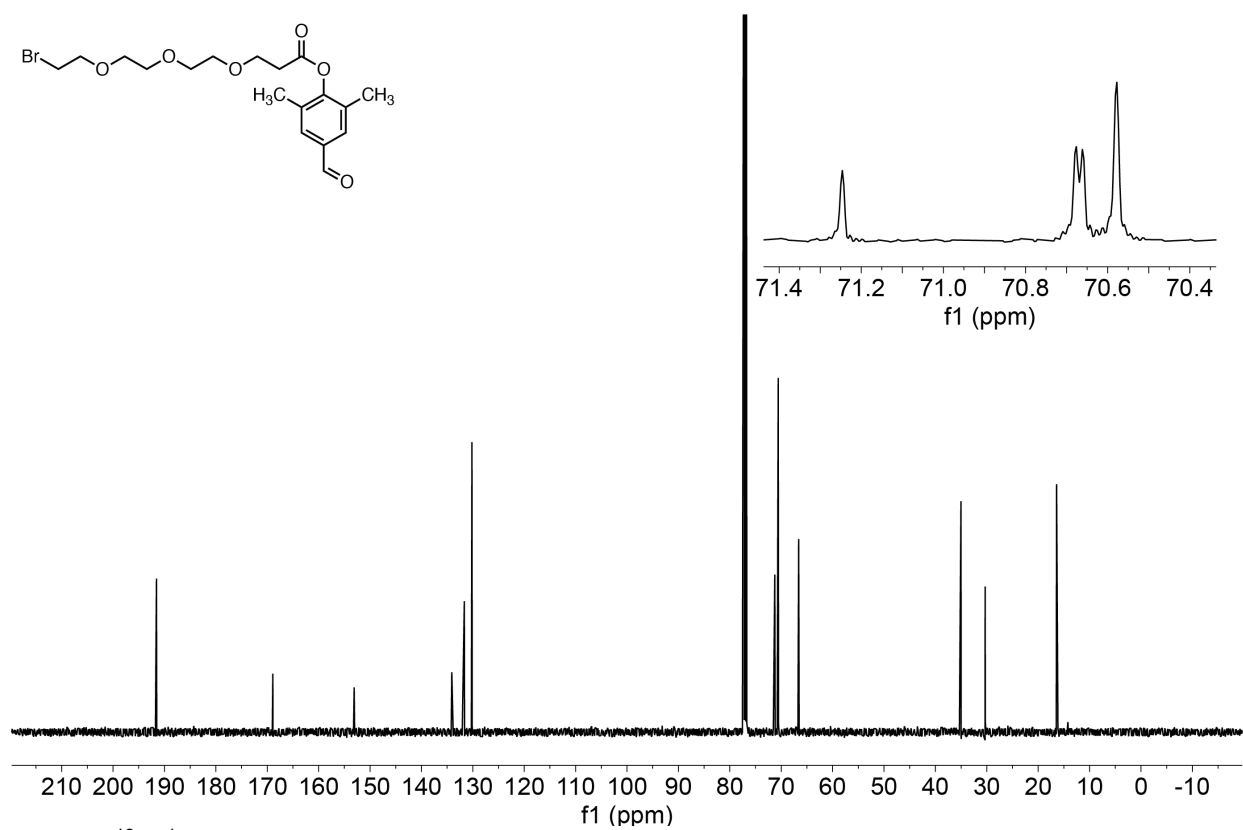

**Fig. S2F-II.**  $^{13}\text{C}\{^1\text{H}\}$  NMR spectrum of **1f** ( $\text{CDCl}_3$ , 126 MHz, 25 °C).

## Reduction

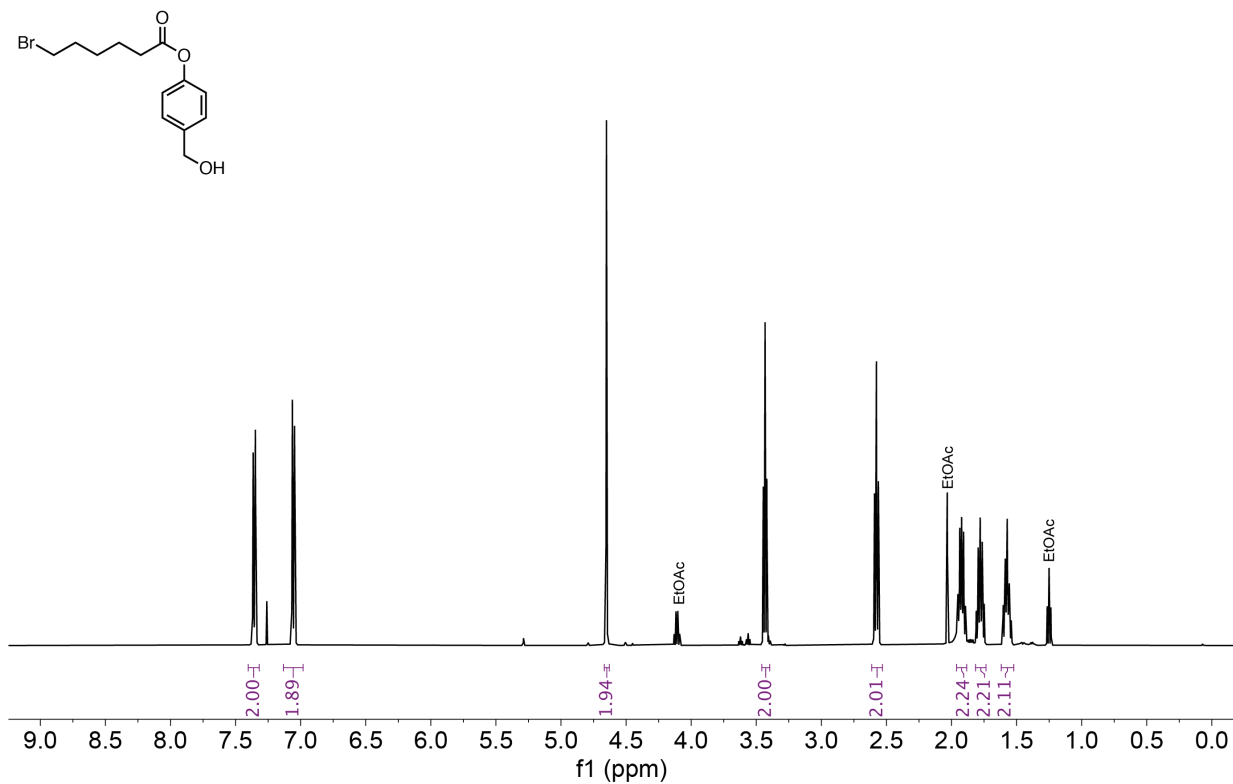

**Fig. S3A-I.**  $^1\text{H}$  NMR spectrum of **2a** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

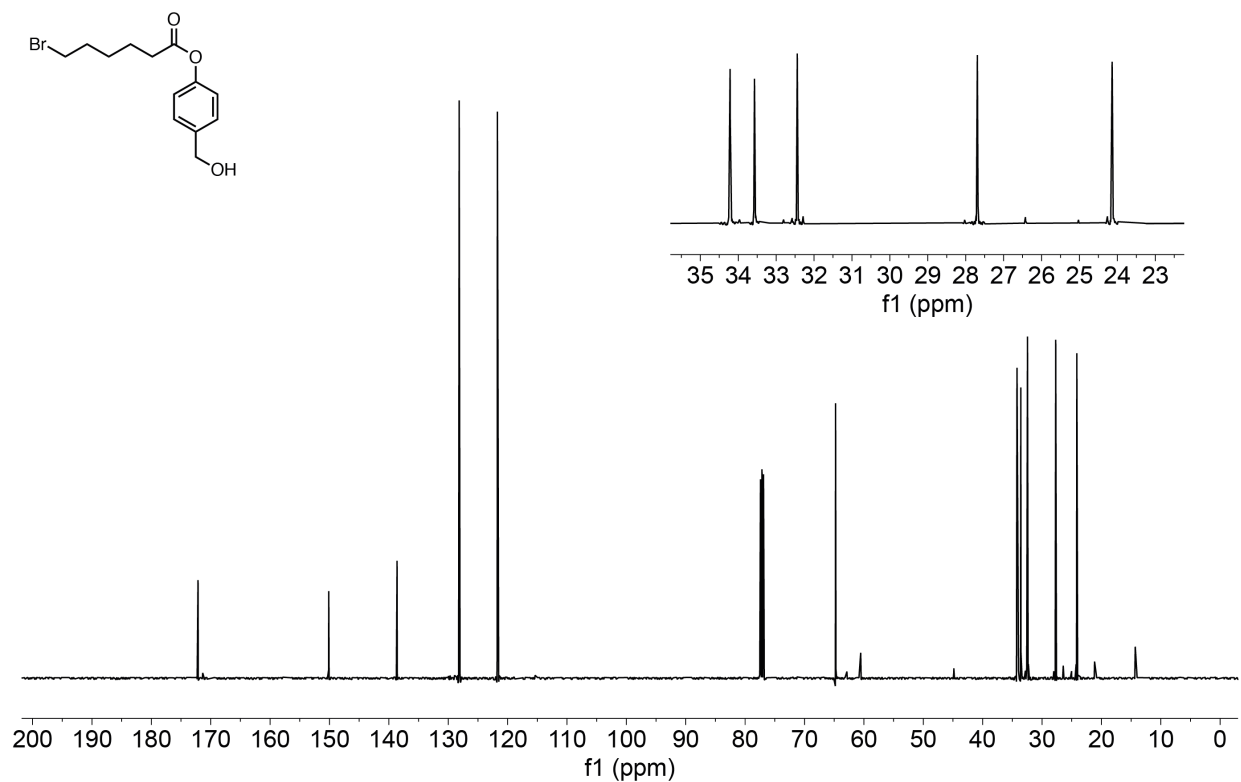

**Fig. S3A-II.**  $^{13}\text{C}\{^1\text{H}\}$  NMR spectrum of **2a** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

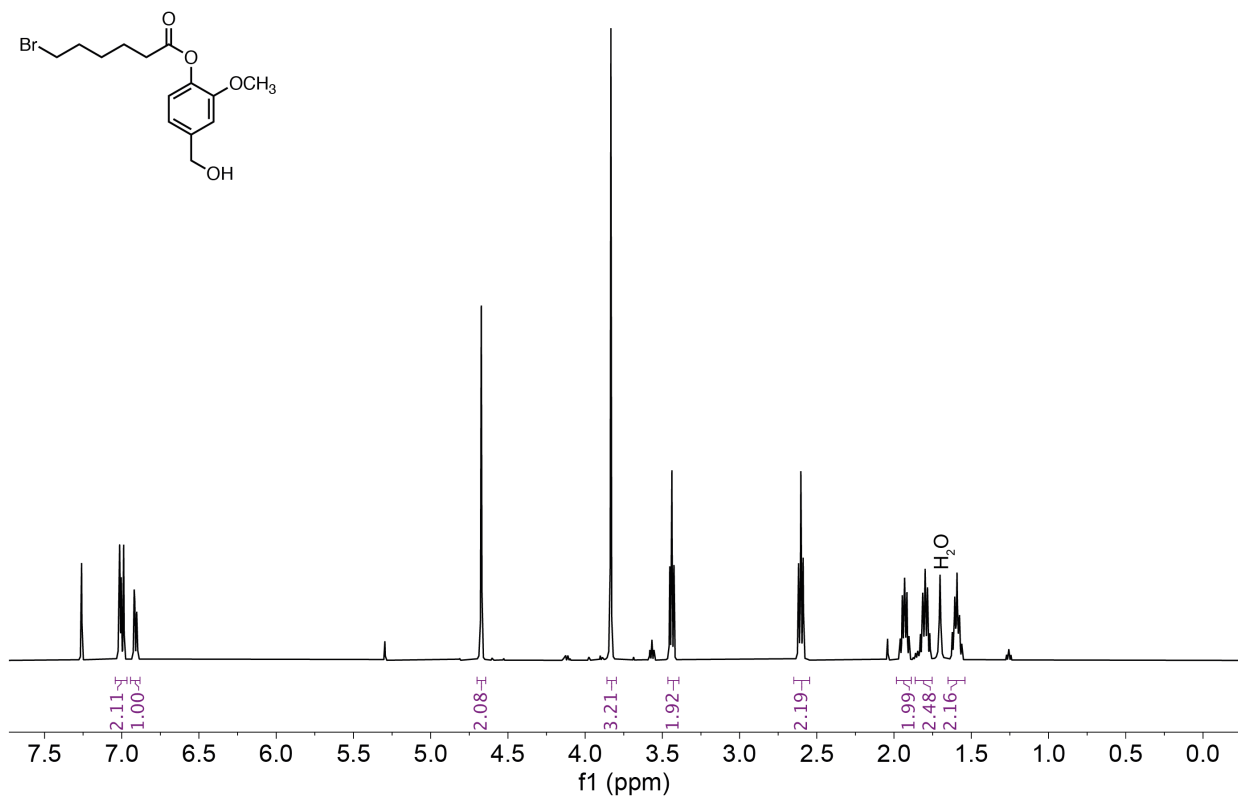

**Fig. S3B-I.** <sup>1</sup>H NMR spectrum of **2b** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

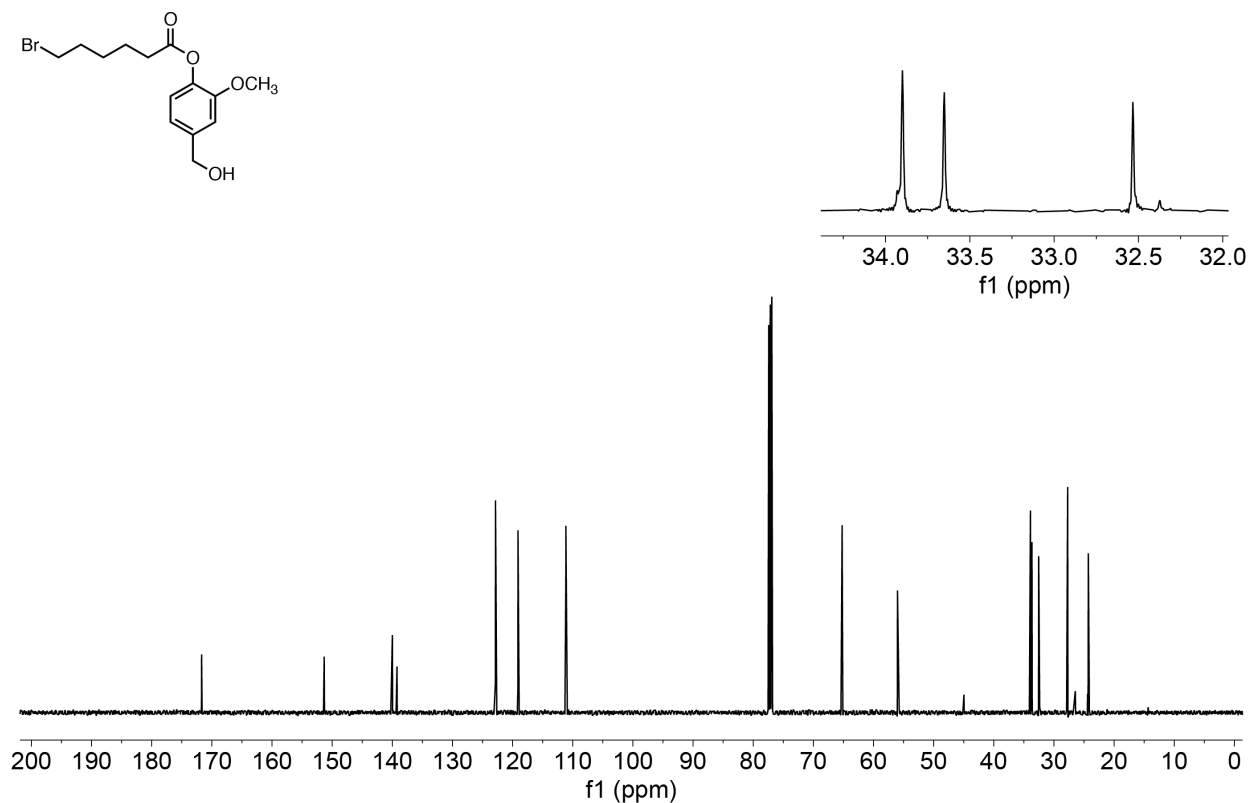

**Fig. S3B-II.** <sup>13</sup>C{<sup>1</sup>H} NMR spectrum of **2b** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

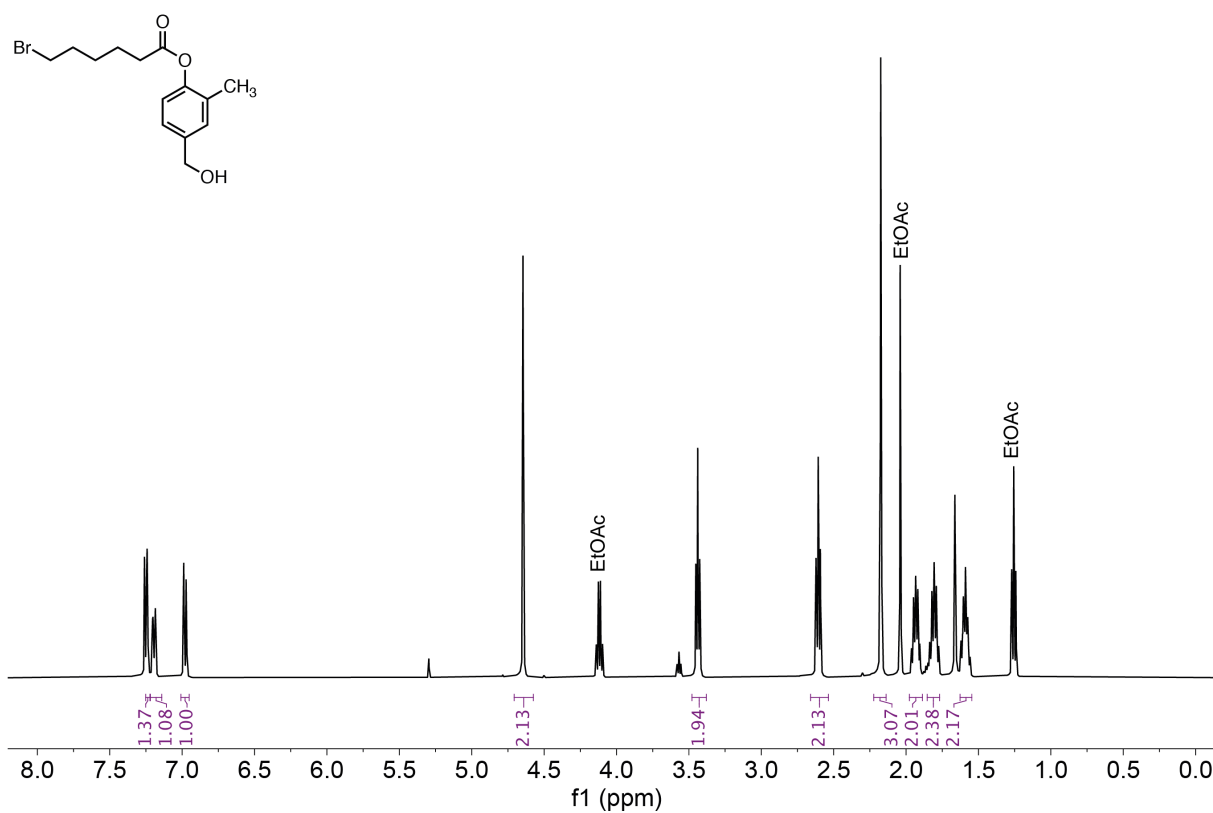

**Fig. S3C-I.** <sup>1</sup>H NMR spectrum of **2c** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

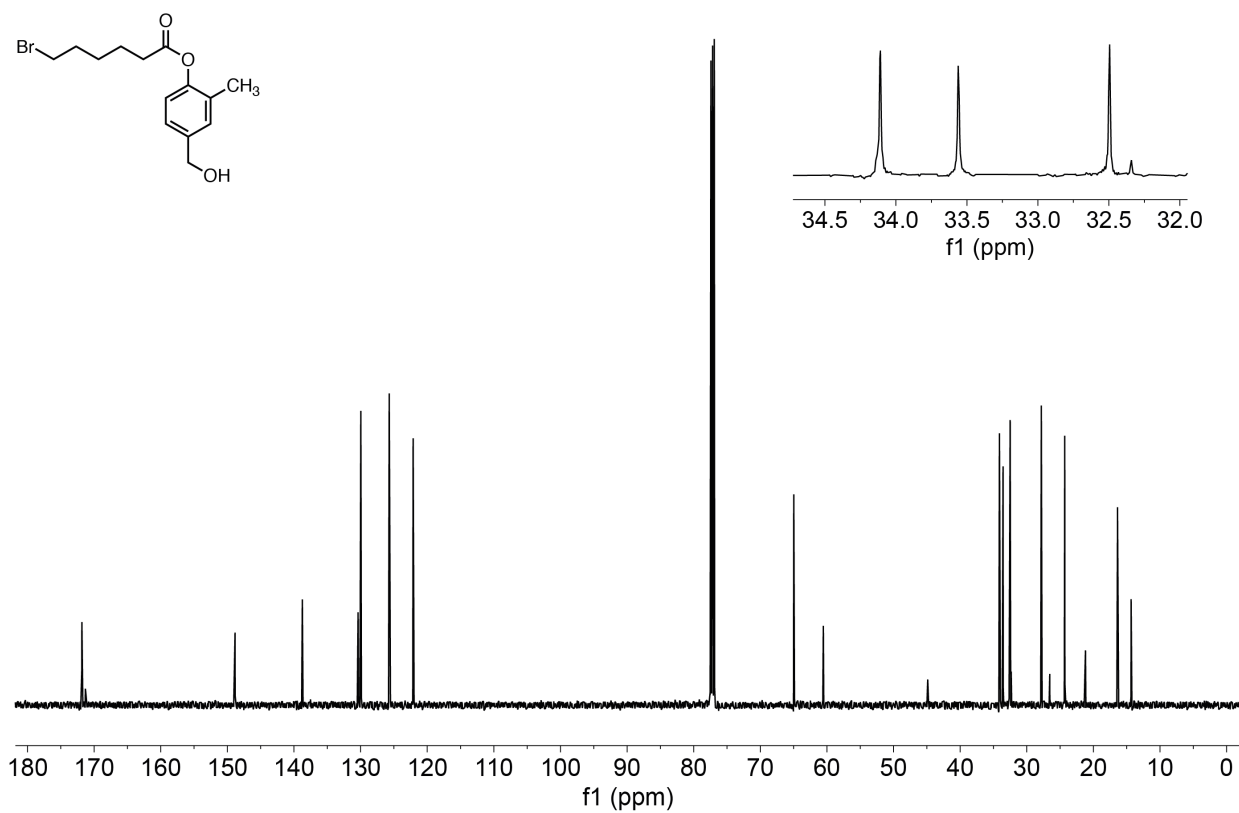

**Fig. S3C-II.** <sup>13</sup>C{<sup>1</sup>H} NMR spectrum of **2c** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

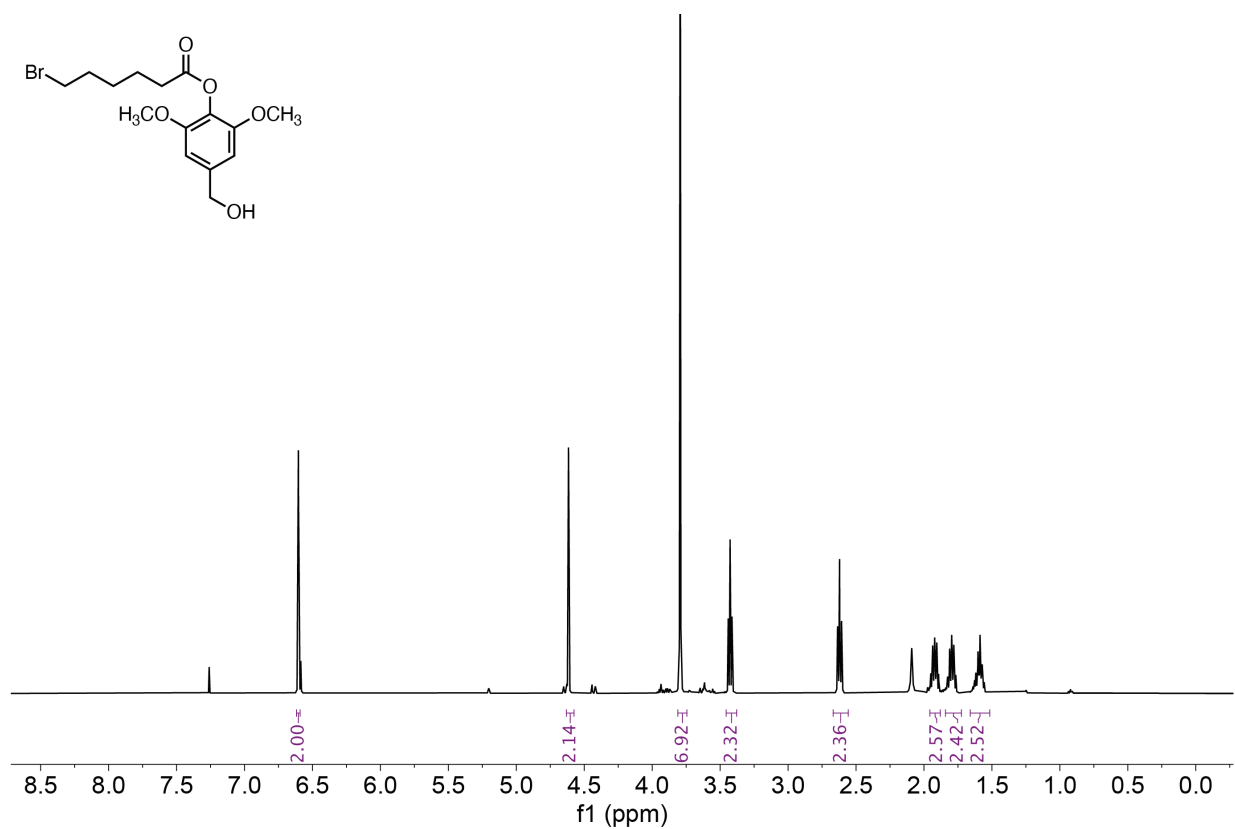

**Fig. S3D-I.**  $^1\text{H}$  NMR spectrum of **2d** ( $\text{CDCl}_3$ , 500 MHz, 25 °C).

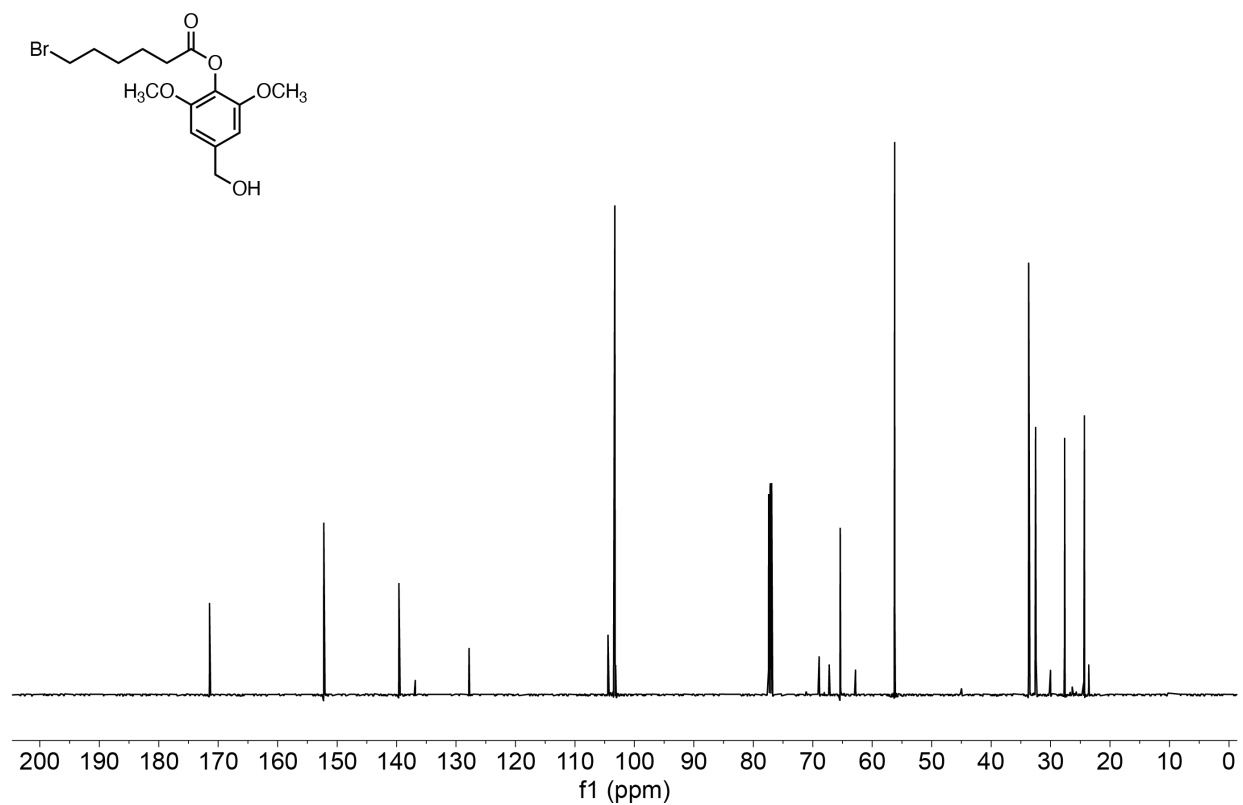

**Fig. S3D-II.**  $^{13}\text{C}\{^1\text{H}\}$  NMR spectrum of **2d** ( $\text{CDCl}_3$ , 126 MHz, 25 °C).

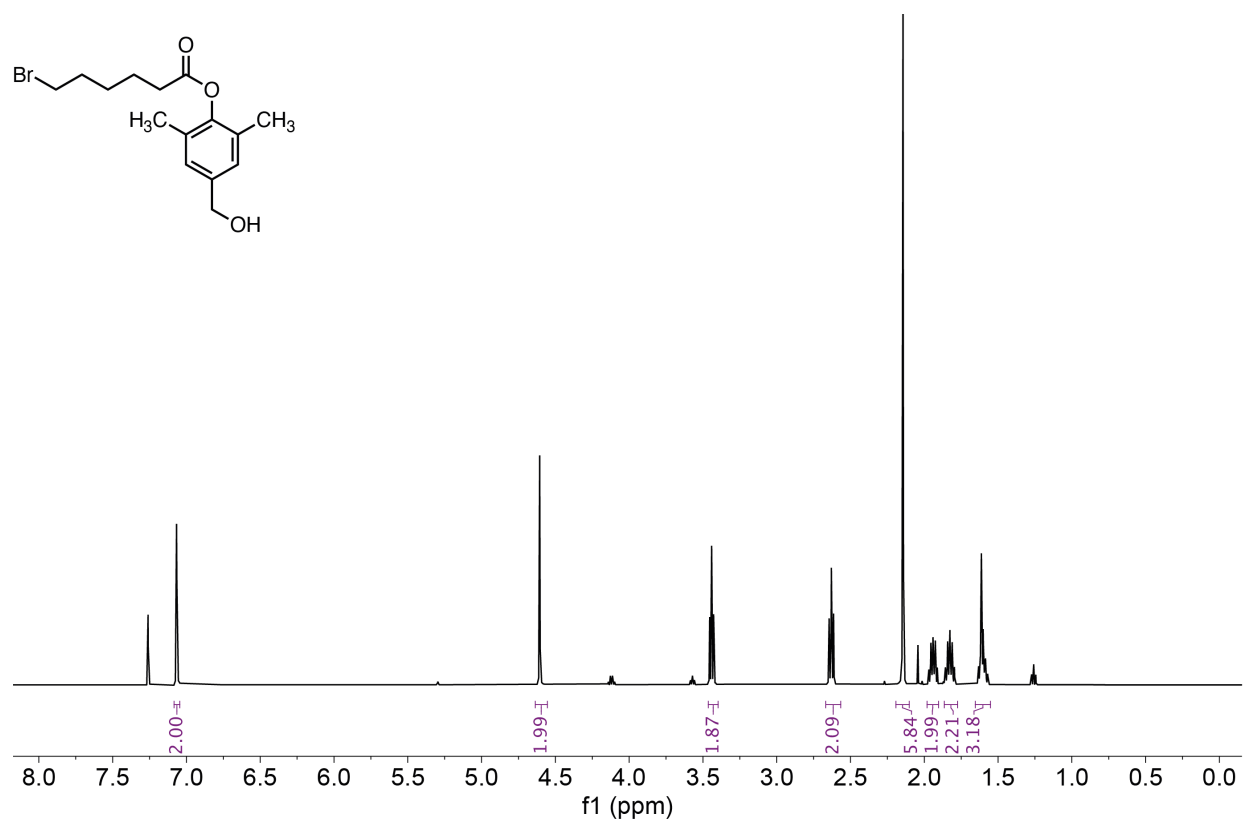

**Fig. S3E-I.** <sup>1</sup>H NMR spectrum of **2e** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

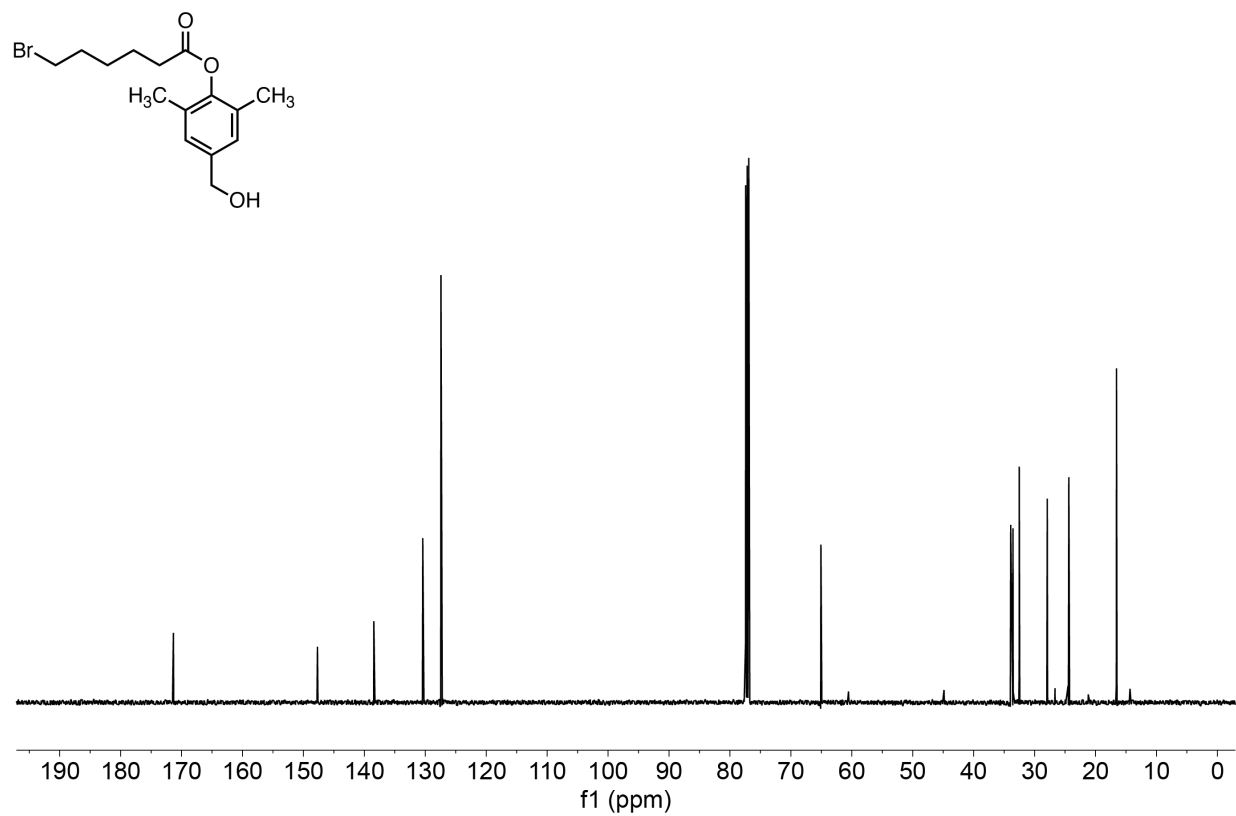

**Fig. S3E-II.** <sup>13</sup>C{<sup>1</sup>H} NMR spectrum of **2e** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

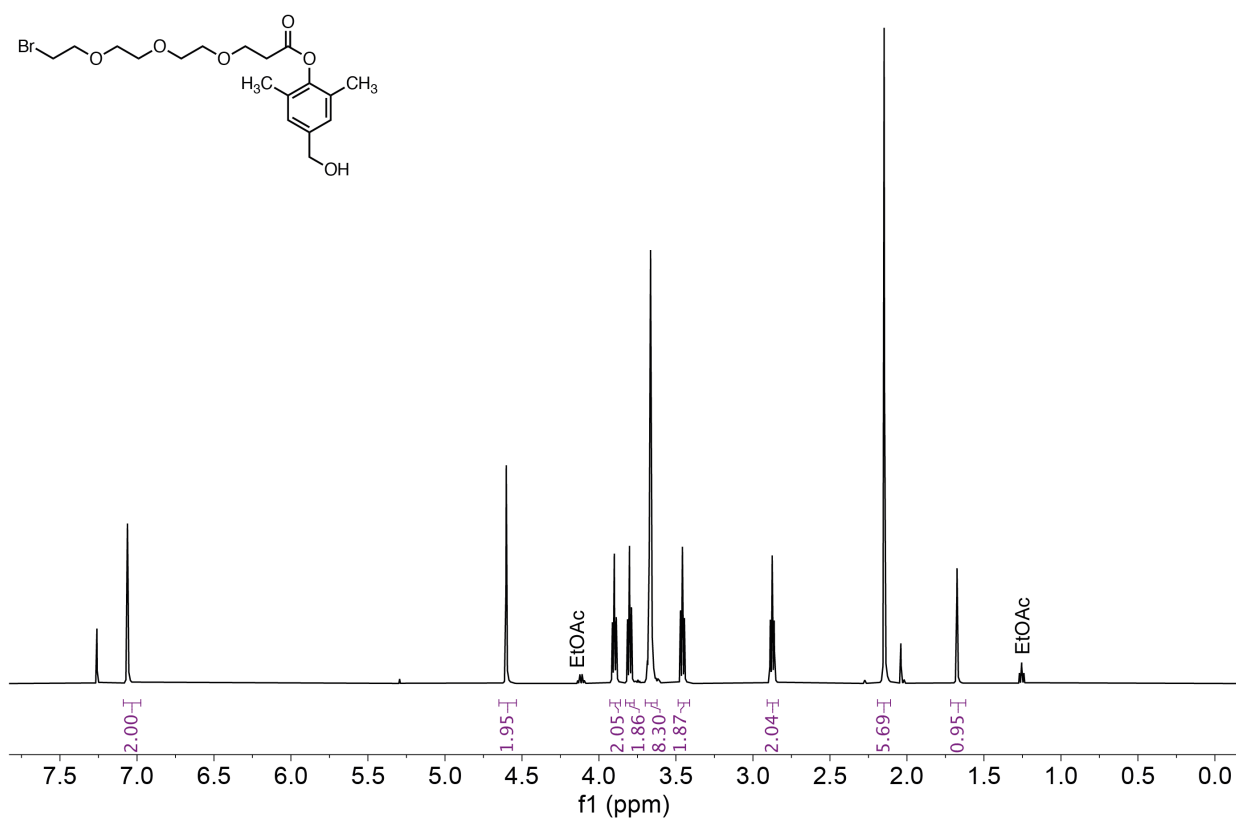

**Fig. S3F-I.** <sup>1</sup>H NMR spectrum of **2f** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

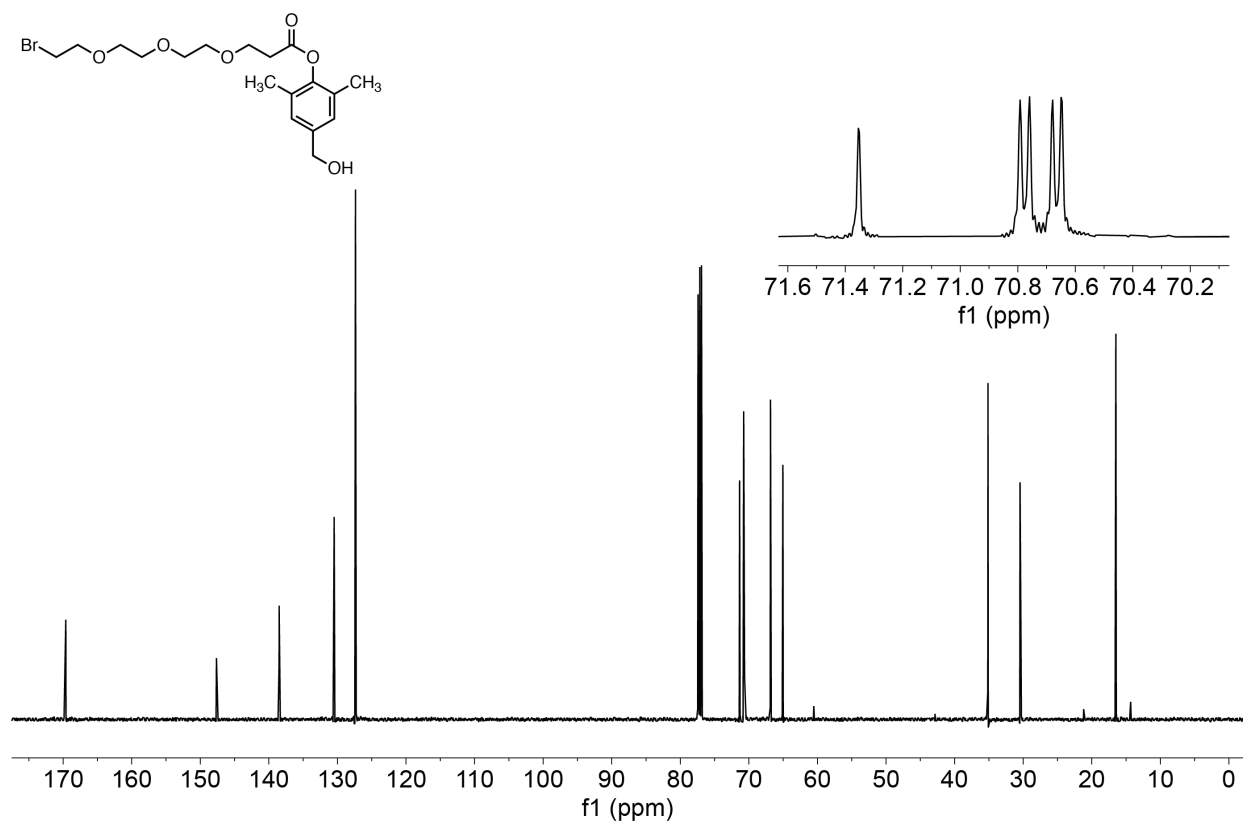

**Fig. S3F-II.** <sup>13</sup>C{<sup>1</sup>H} NMR spectrum of **2f** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

Azide

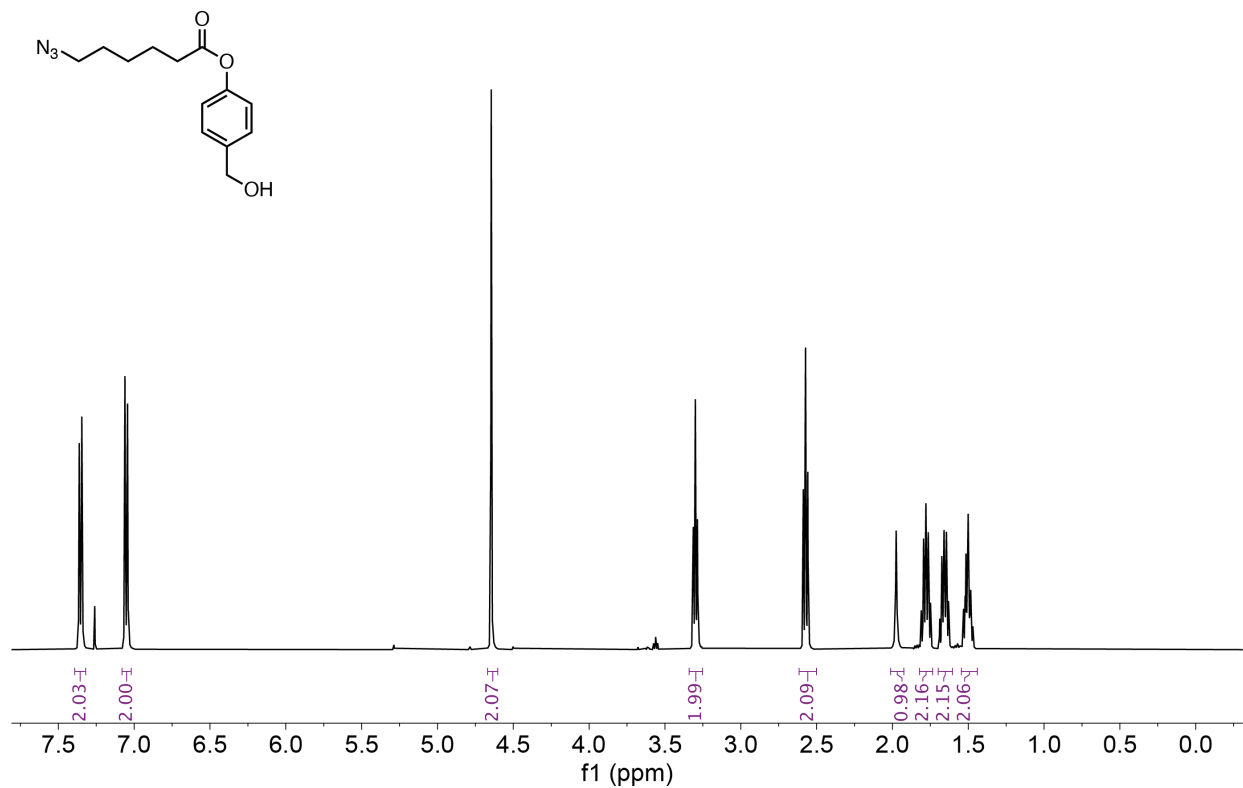

**Fig. S4A-I.** <sup>1</sup>H NMR spectrum of **3a** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

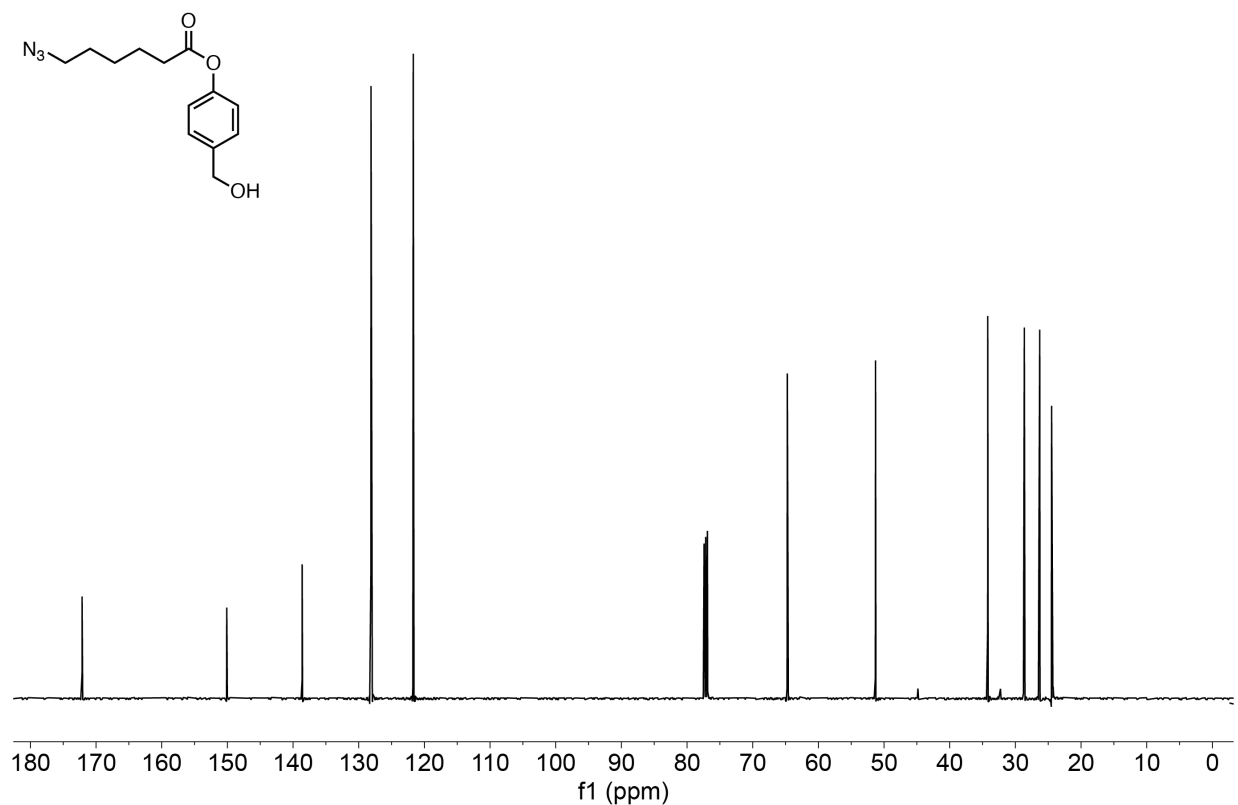

**Fig. S4A-II.** <sup>13</sup>C{<sup>1</sup>H} NMR spectrum of **3a** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

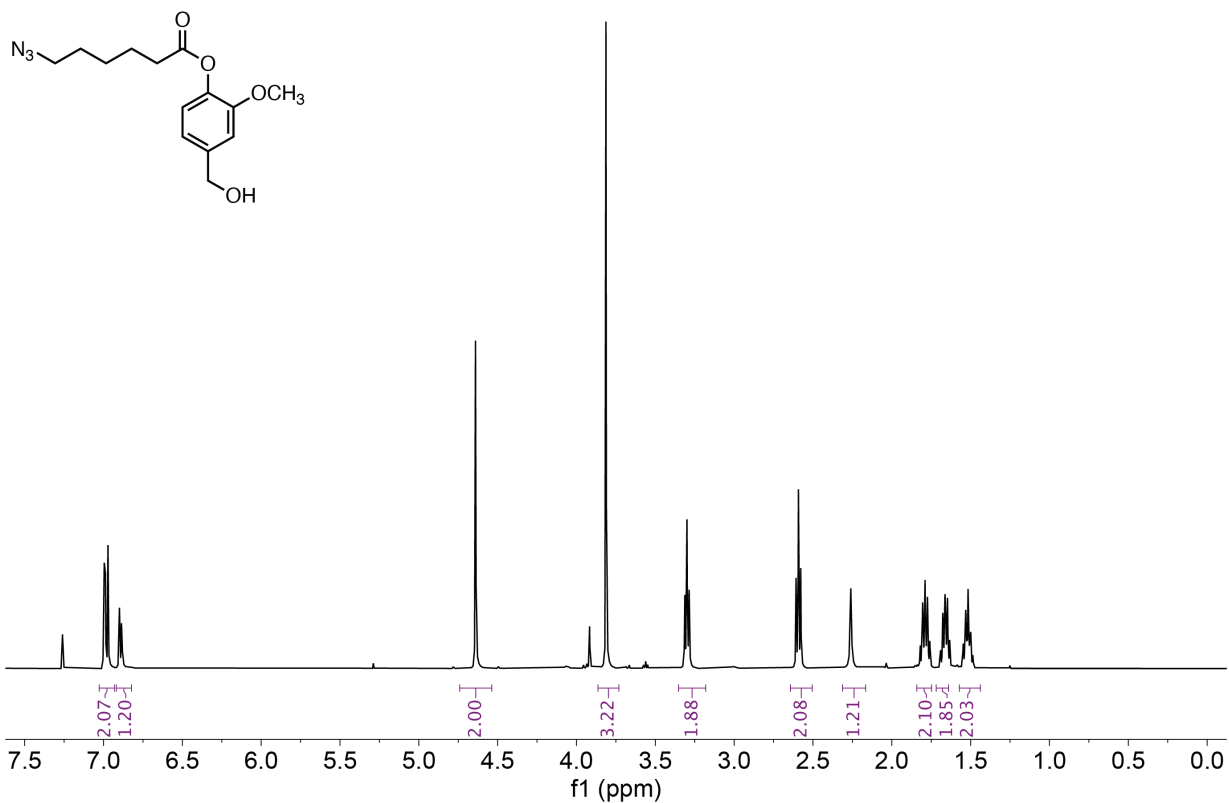

**Fig. S4B-I.** <sup>1</sup>H NMR spectrum of **3b** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

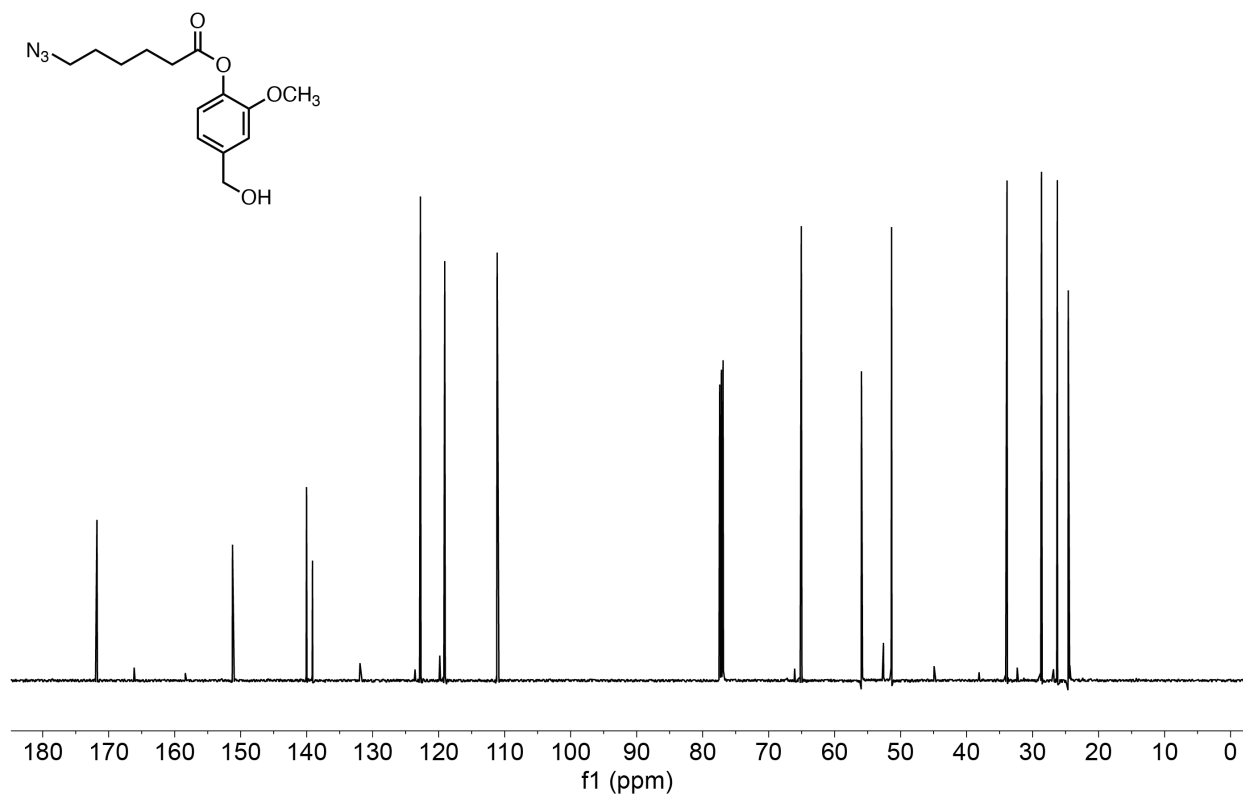

**Fig. S4B-II.** <sup>13</sup>C{<sup>1</sup>H} NMR spectrum of **3b** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

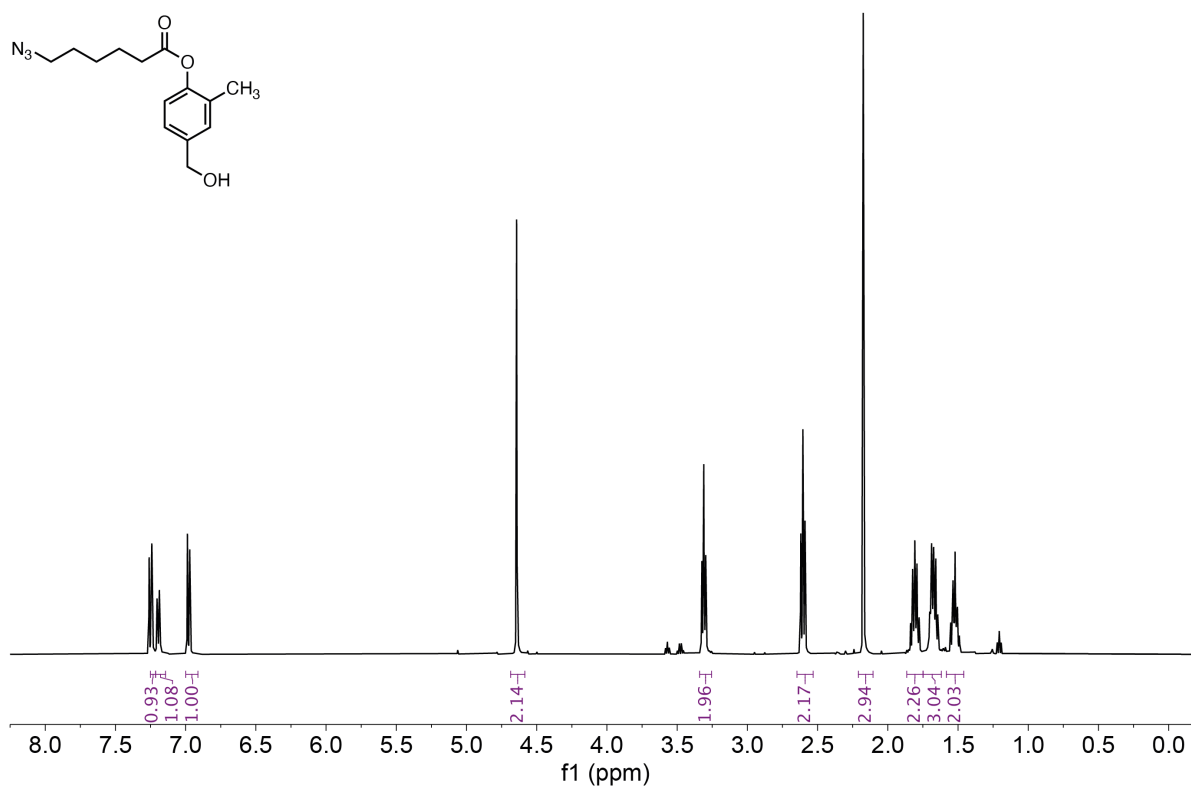

**Fig. S4C-I.** <sup>1</sup>H NMR spectrum of **3c** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

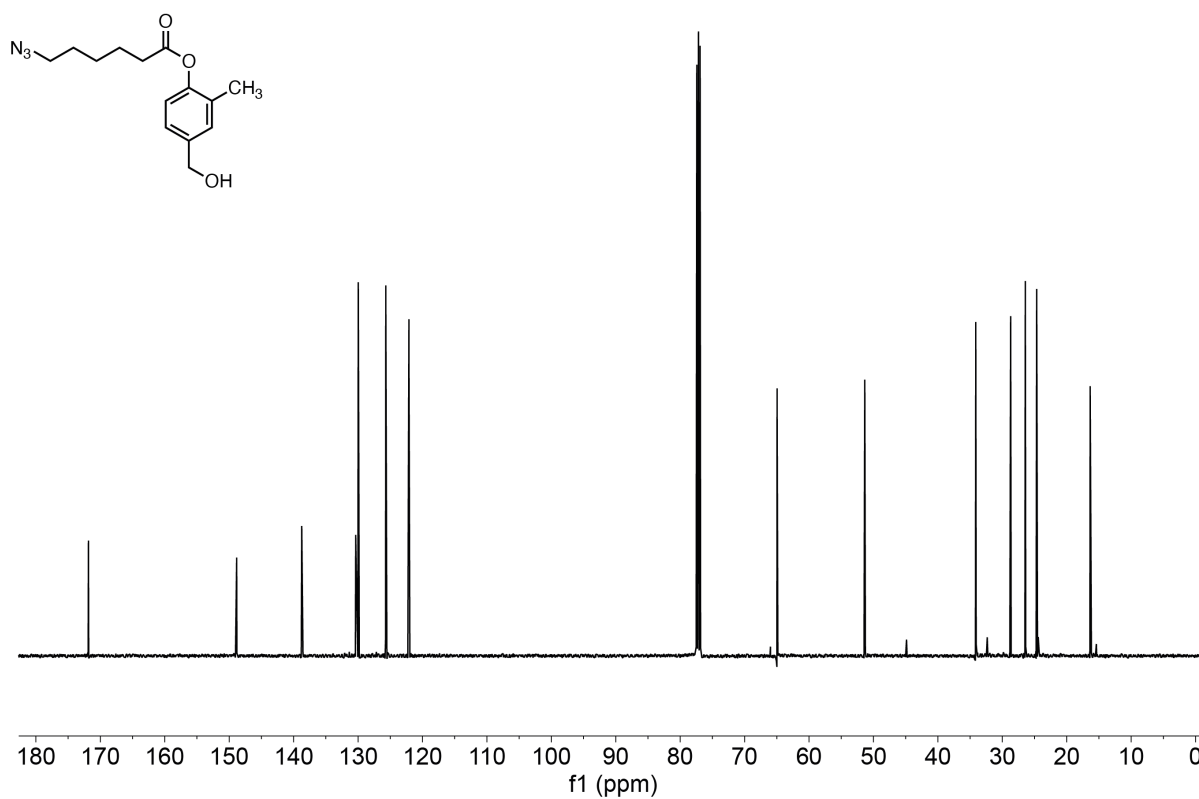

**Fig. S4C-II.** <sup>13</sup>C{<sup>1</sup>H} NMR spectrum of **3c** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

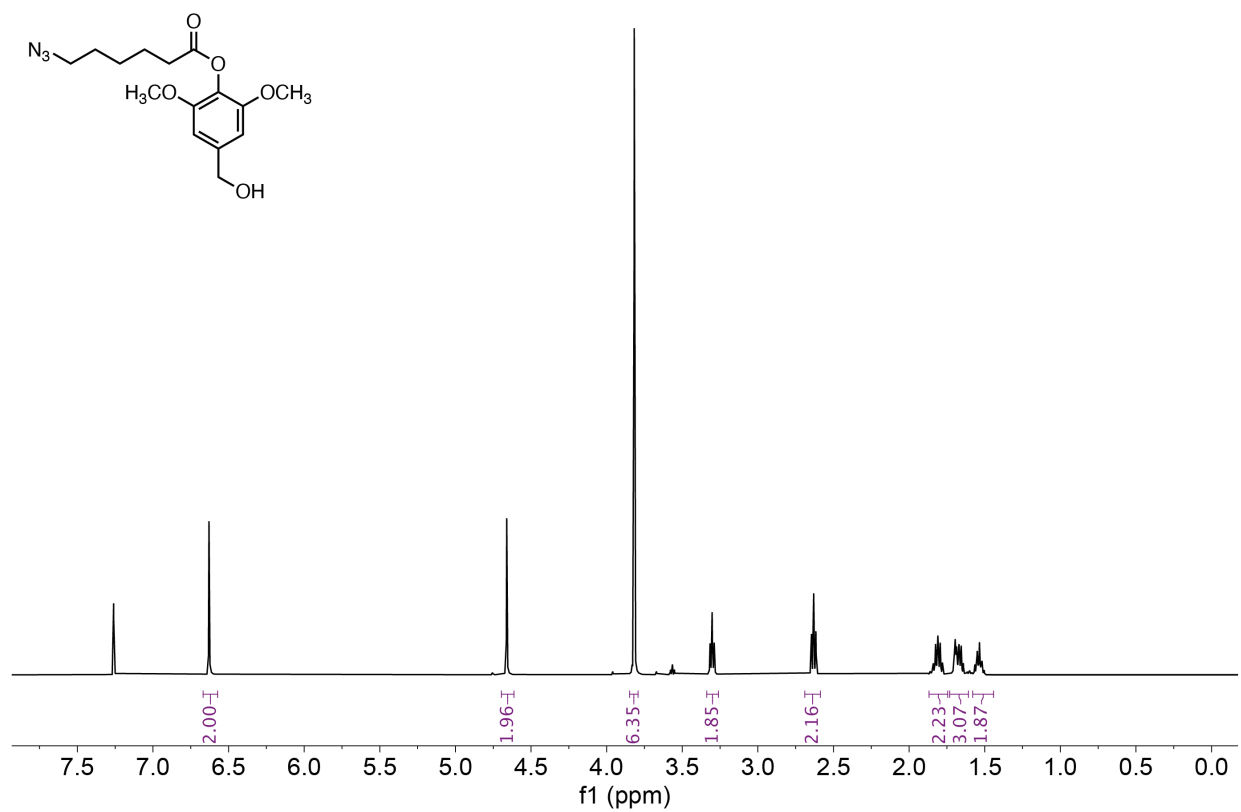

**Fig. S4D-I.** <sup>1</sup>H NMR spectrum of **3d** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

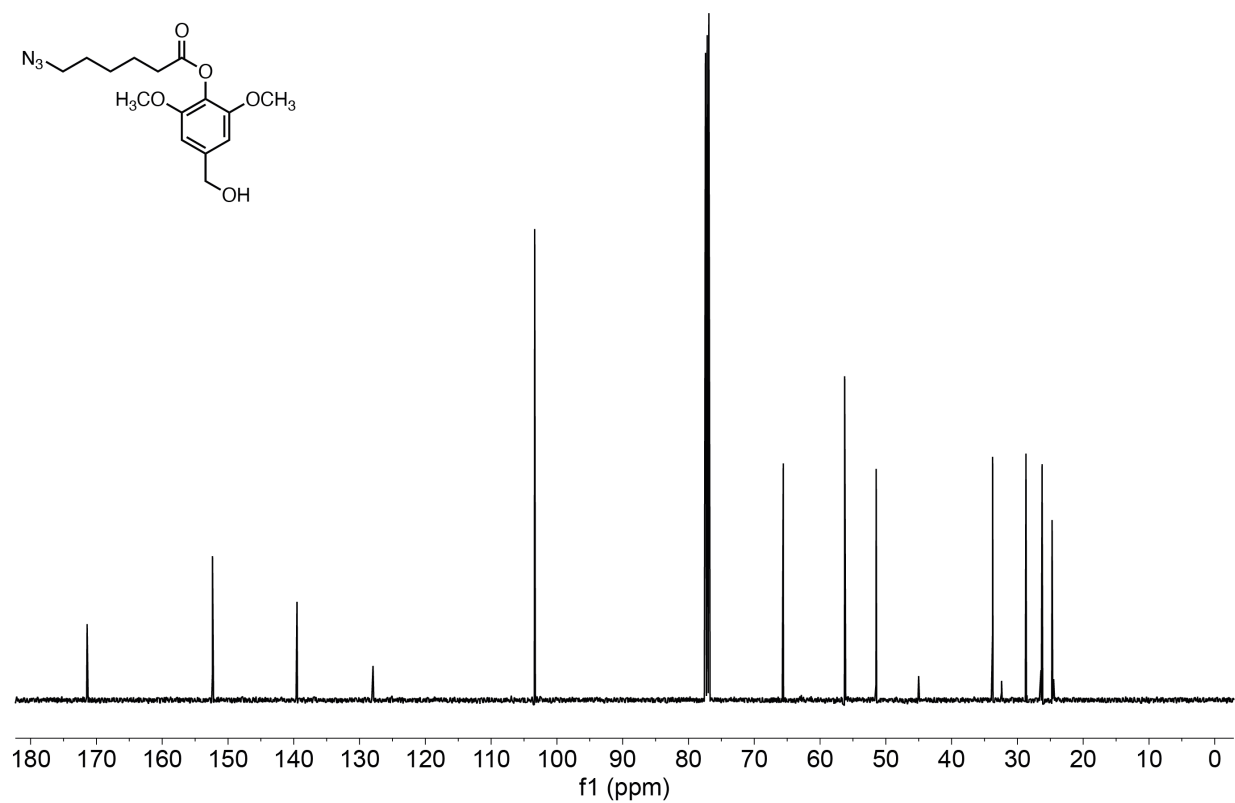

**Fig. S4D-II.** <sup>13</sup>C{<sup>1</sup>H} NMR spectrum of **3d** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

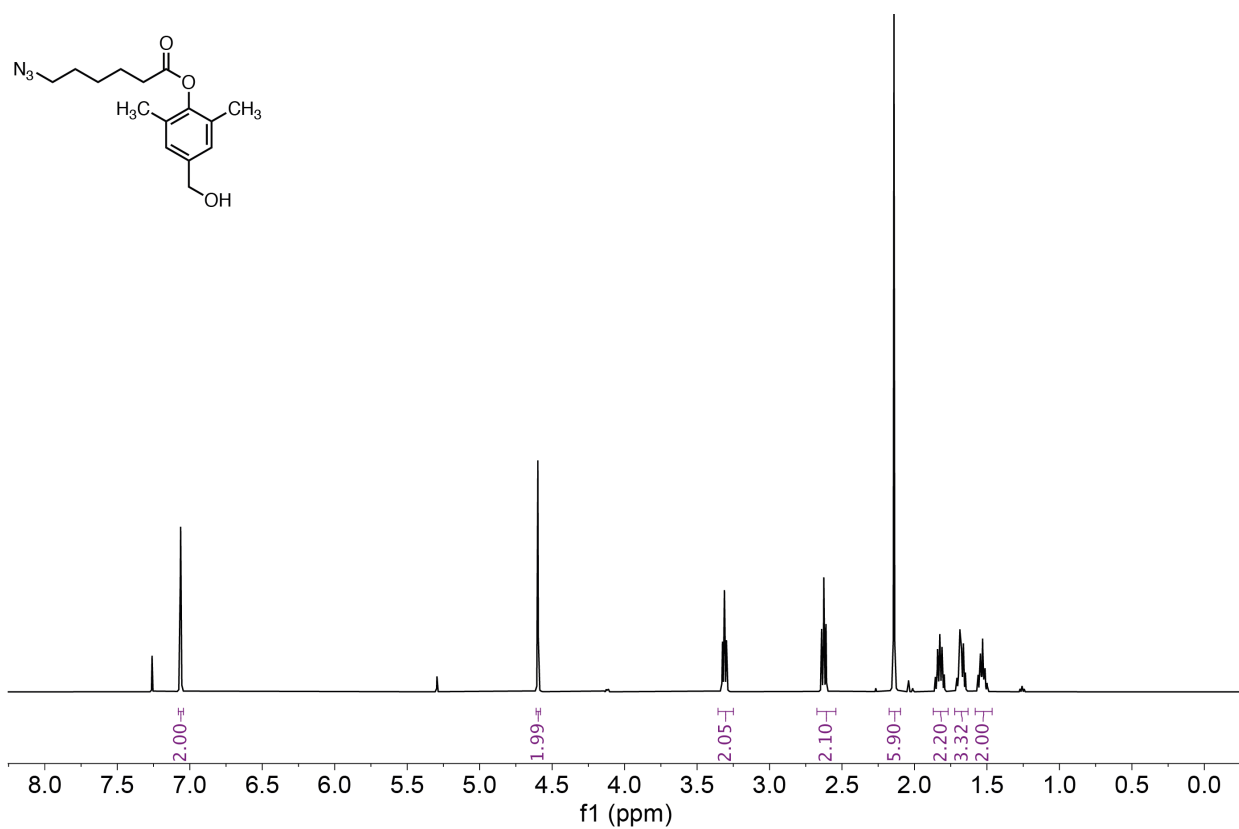

**Fig. S4E-I.** <sup>1</sup>H NMR spectrum of **3e** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

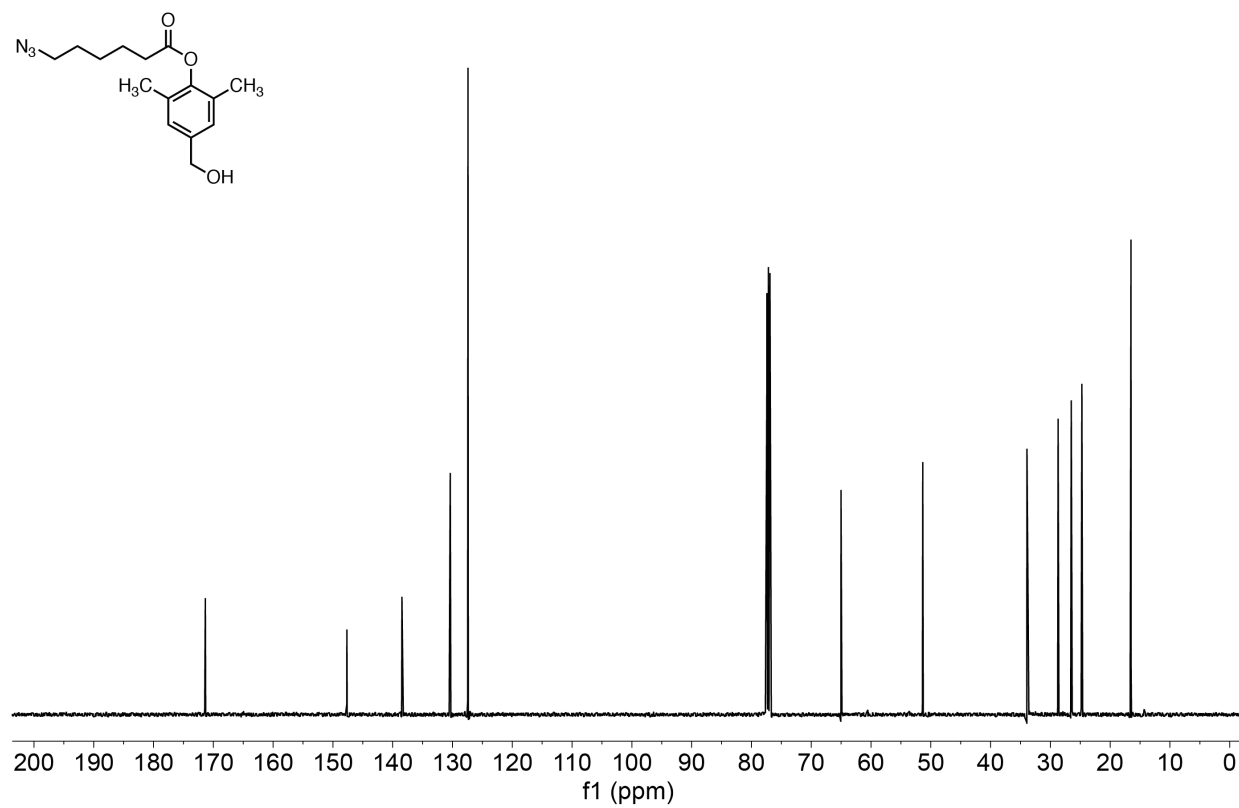

**Fig. S4E-II.** <sup>13</sup>C{<sup>1</sup>H} NMR spectrum of **3e** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

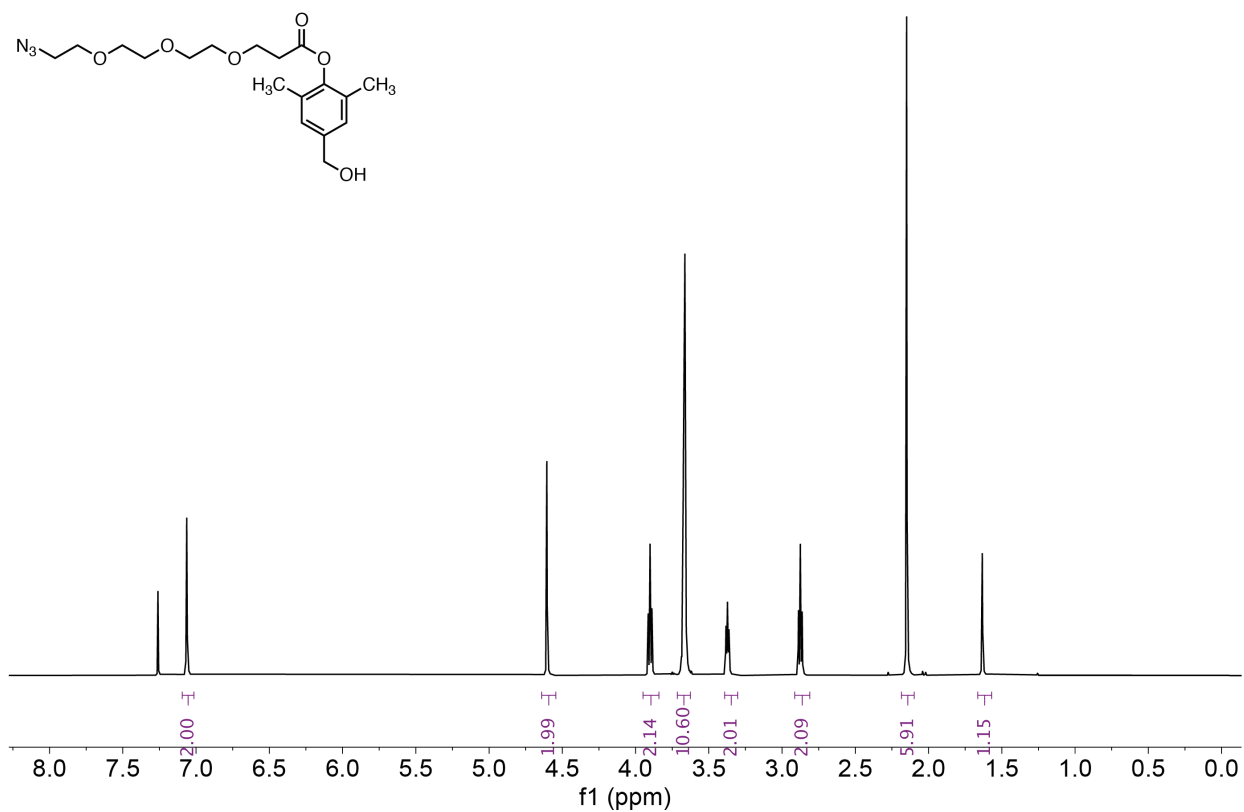

**Fig. S4F-I.** <sup>1</sup>H NMR spectrum of **3f** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

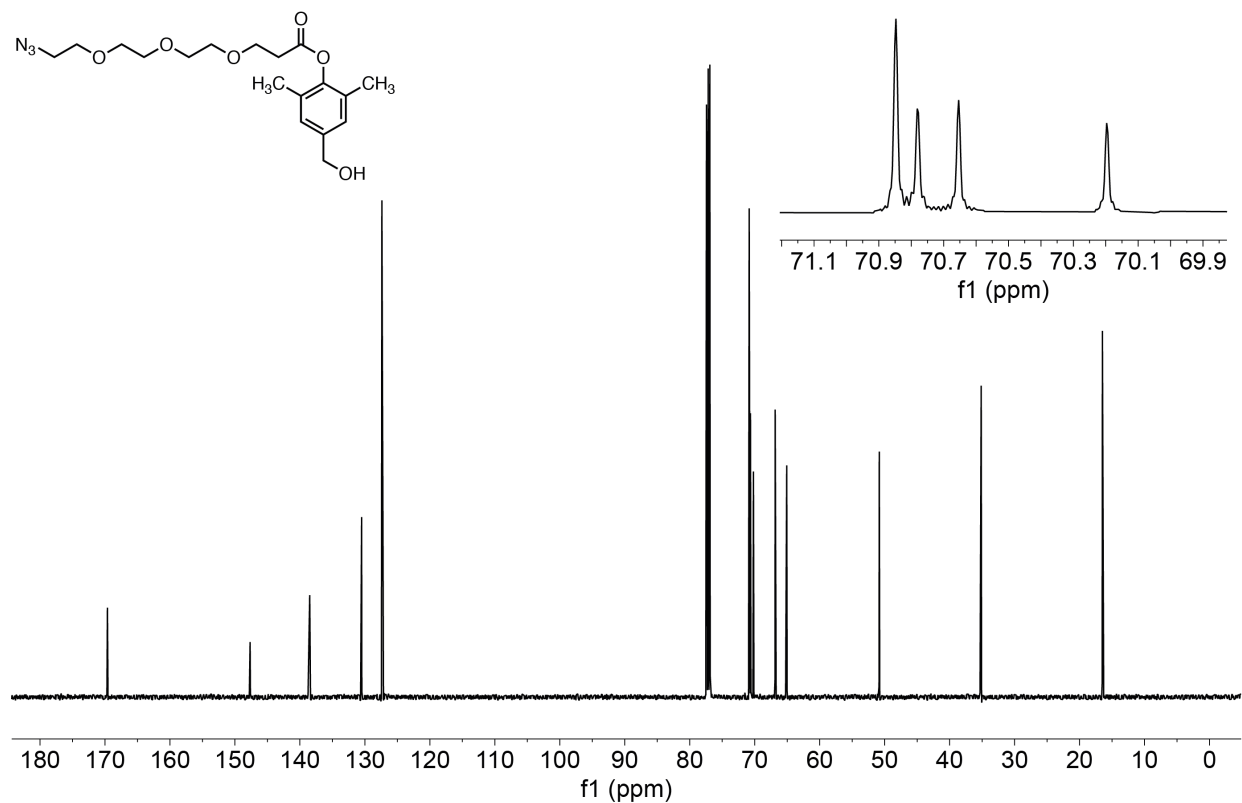

**Fig. S4F-II.** <sup>13</sup>C{<sup>1</sup>H} NMR spectrum of **3f** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

Carbonyl

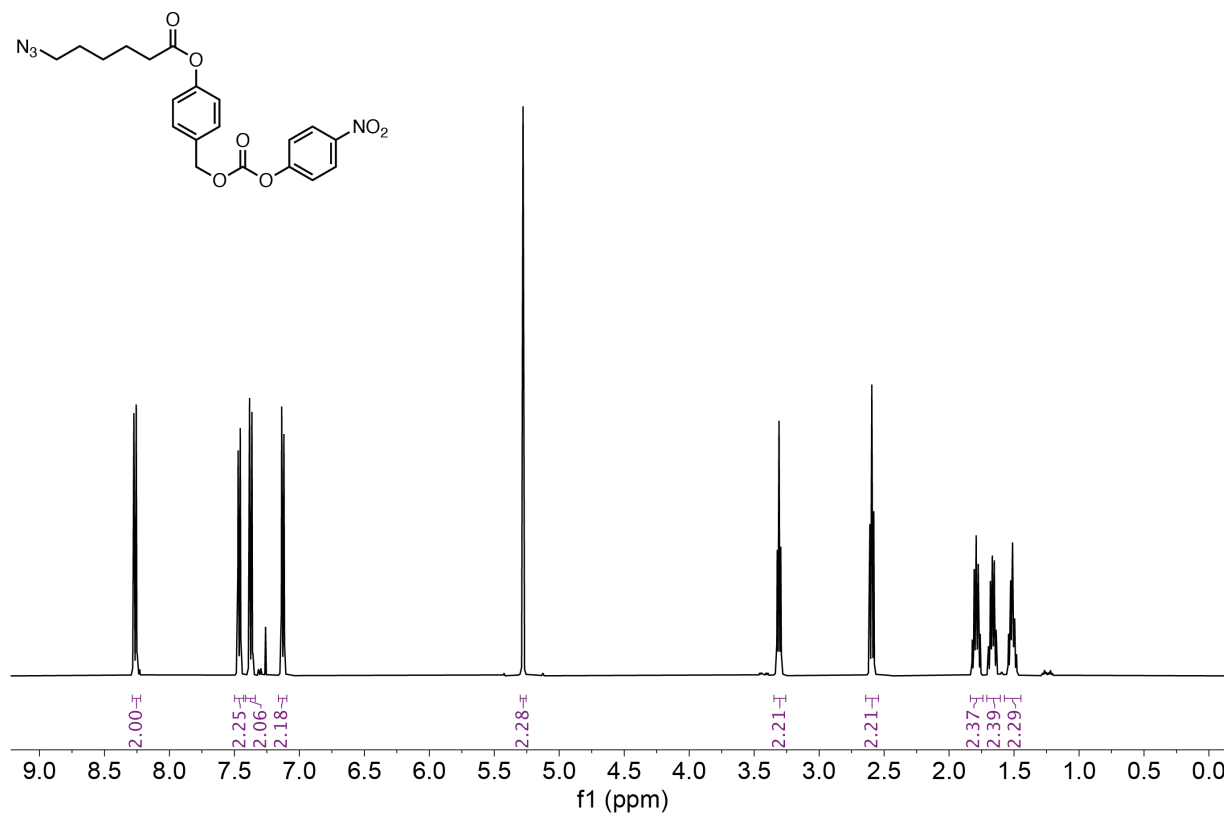

**Fig. S5A-I.** <sup>1</sup>H NMR spectrum of **4a** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

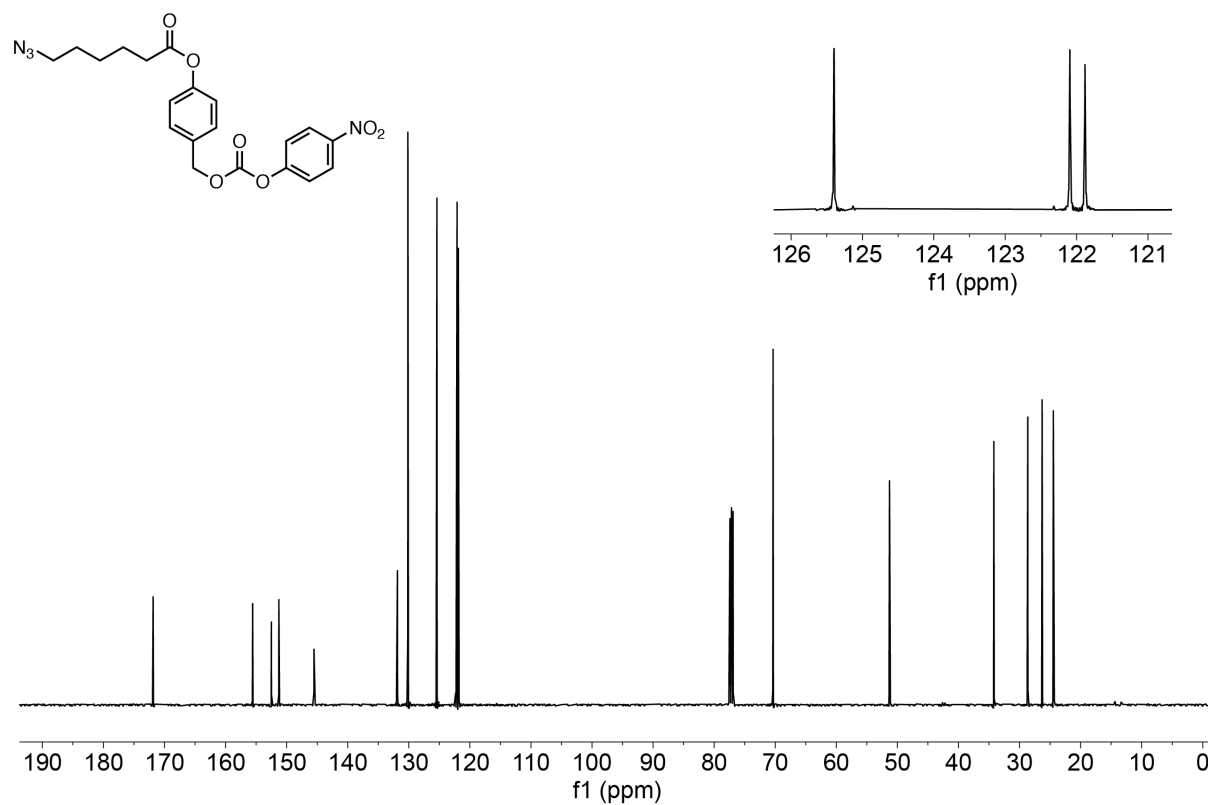

**Fig. S5A-II.** <sup>13</sup>C{<sup>1</sup>H} NMR spectrum of **4a** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

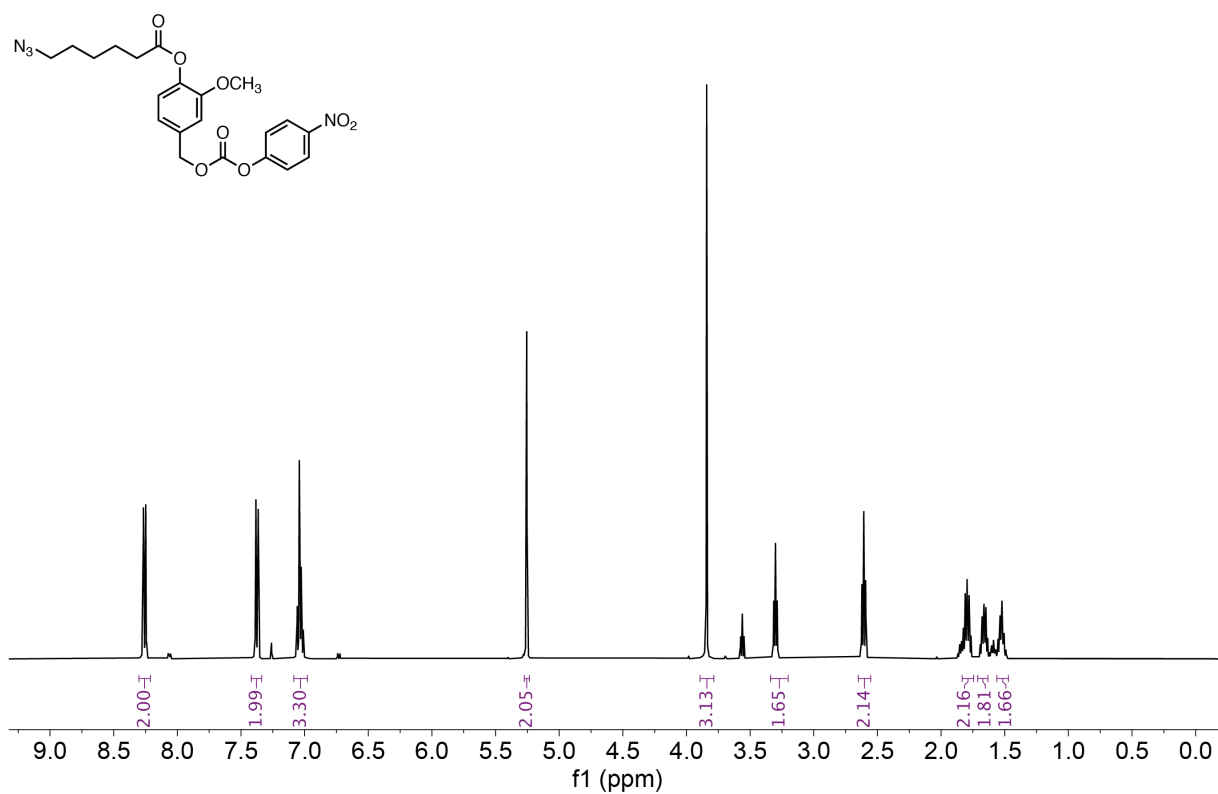

**Fig. S5B-I.** <sup>1</sup>H NMR spectrum of **4b** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

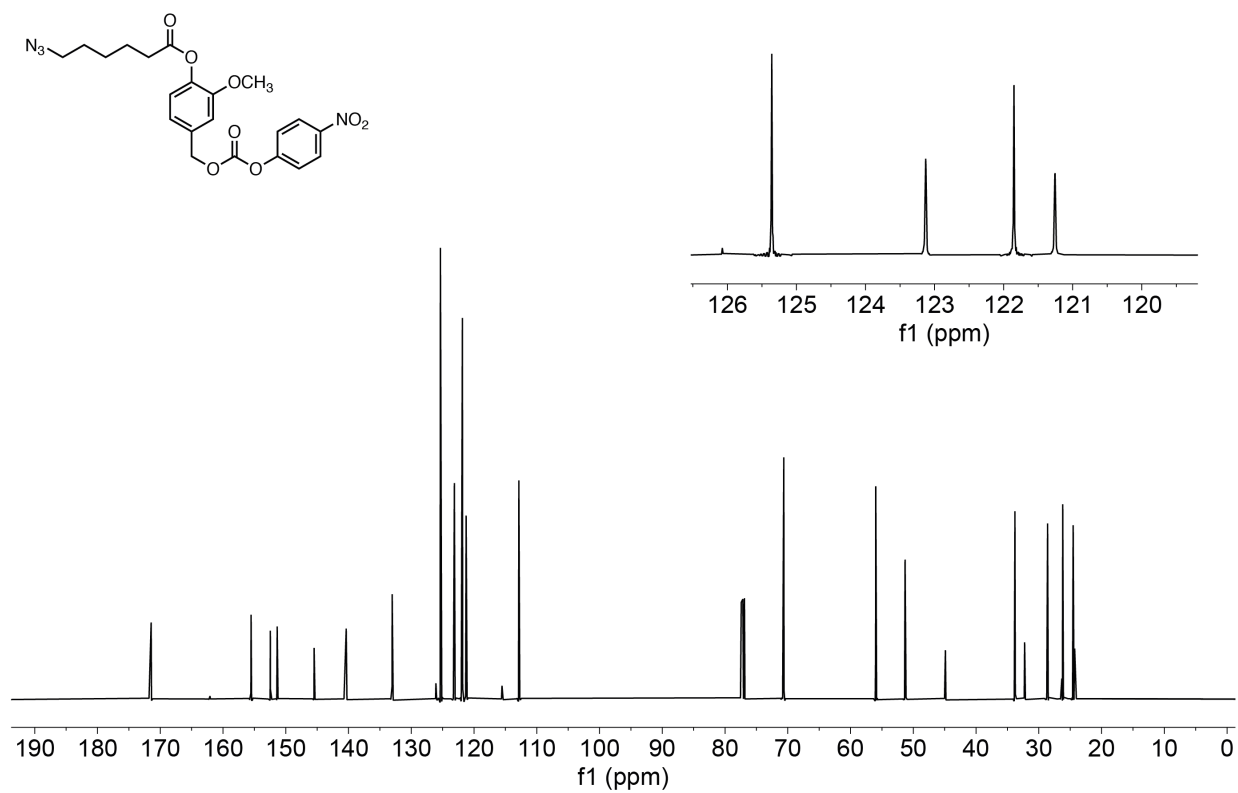

**Fig. S5B-II.** <sup>13</sup>C{<sup>1</sup>H} NMR spectrum of **4b** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

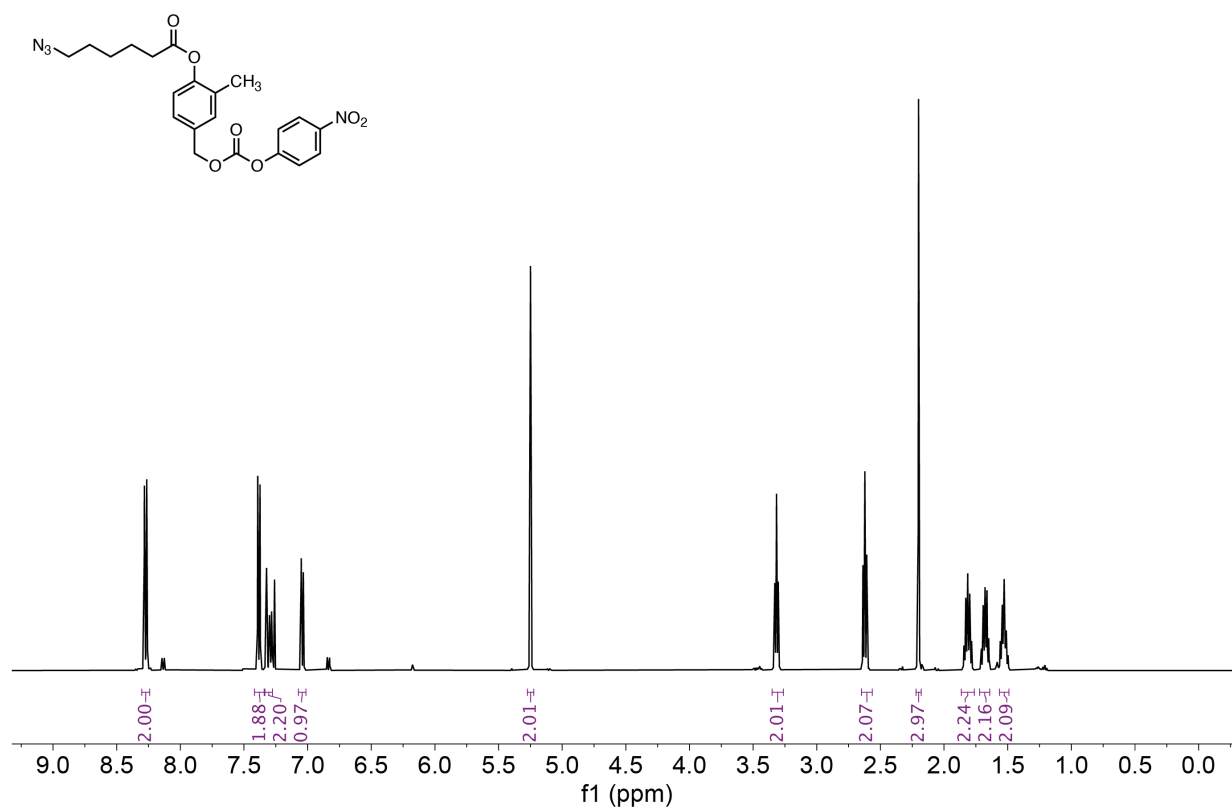

**Fig. S5C-I.**  $^1\text{H}$  NMR spectrum of **4c** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

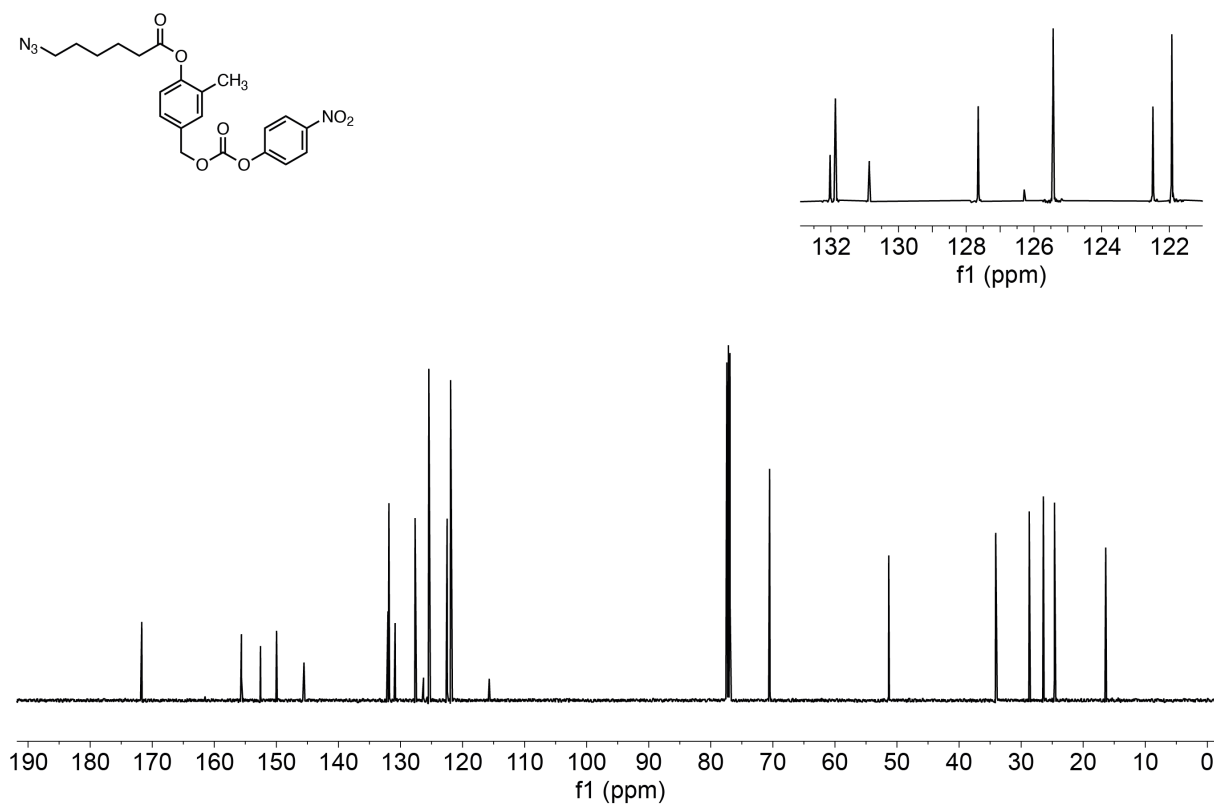

**Fig. S5C-II.**  $^{13}\text{C}\{^1\text{H}\}$  NMR spectrum of **4c** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

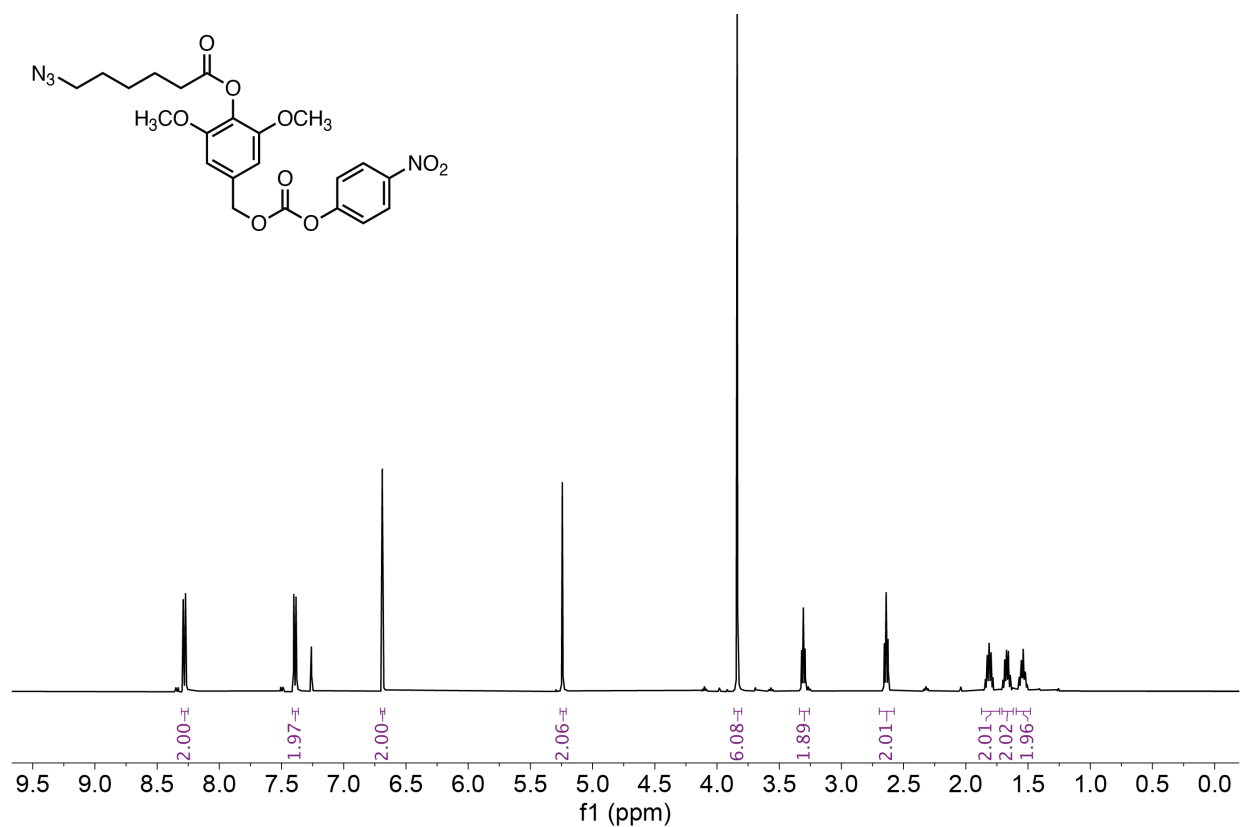

**Fig. S5D-I.** <sup>1</sup>H NMR spectrum of **4d** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

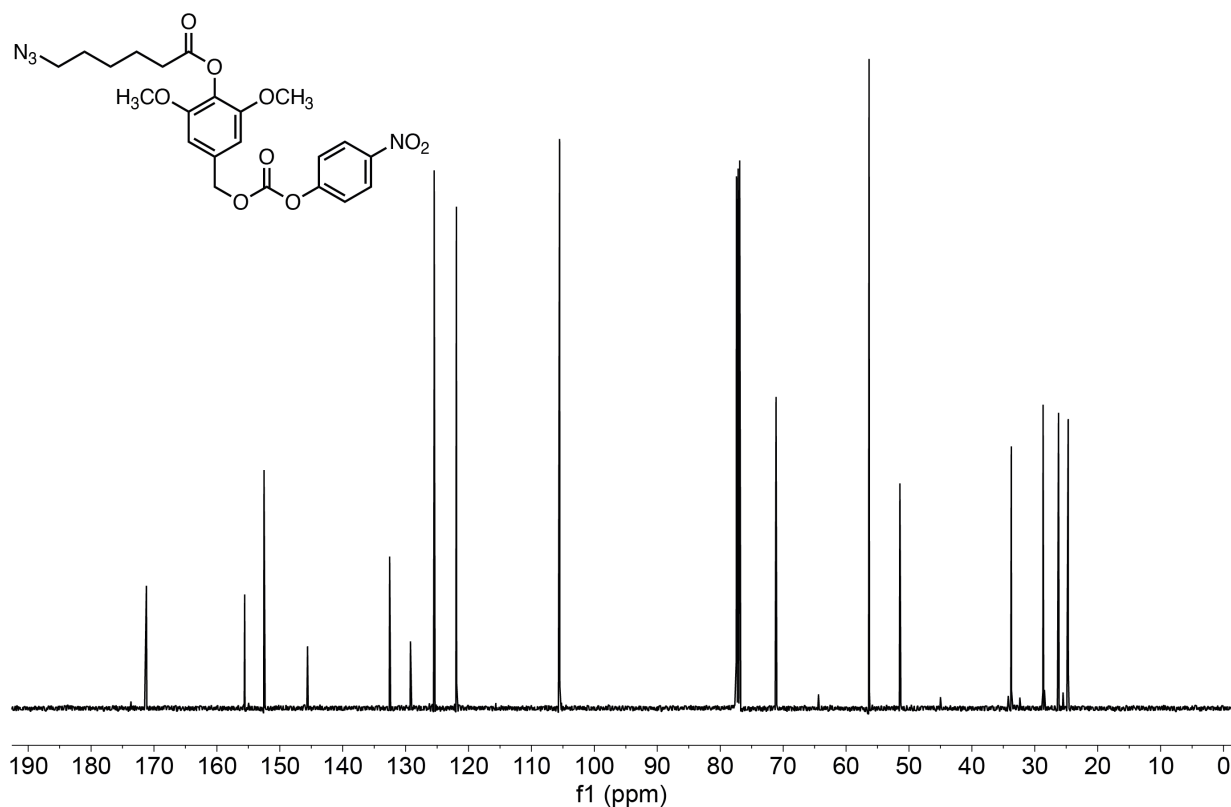

**Fig. S5D-II.** <sup>13</sup>C{<sup>1</sup>H} NMR spectrum of **4d** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

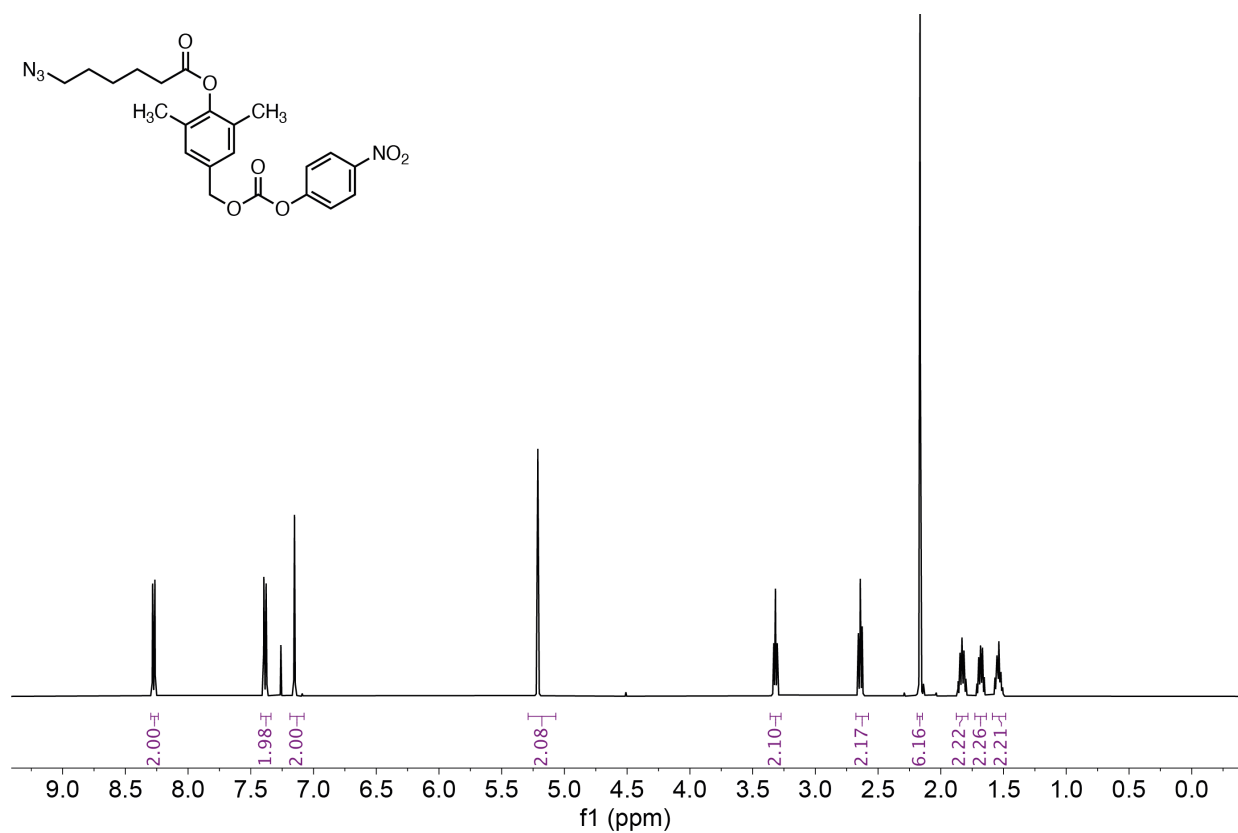

**Fig. S5E-I.** <sup>1</sup>H NMR spectrum of **4e** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

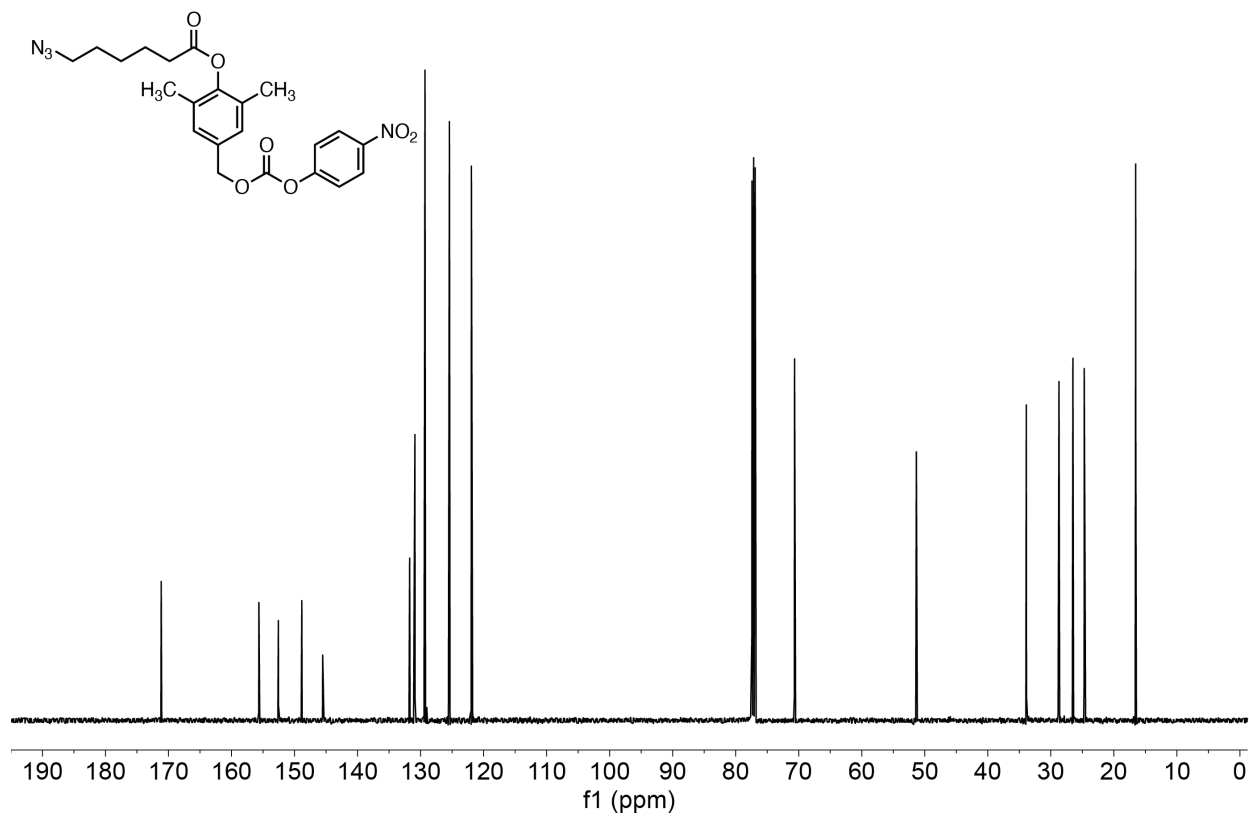

**Fig. S5E-II.** <sup>13</sup>C{<sup>1</sup>H} NMR spectrum of **4e** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

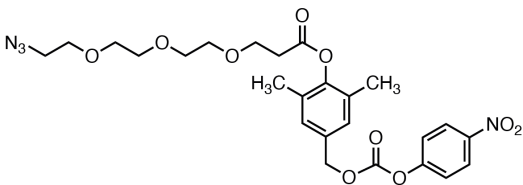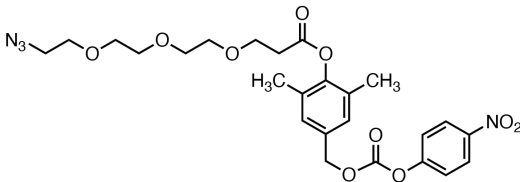

## Resiquimod

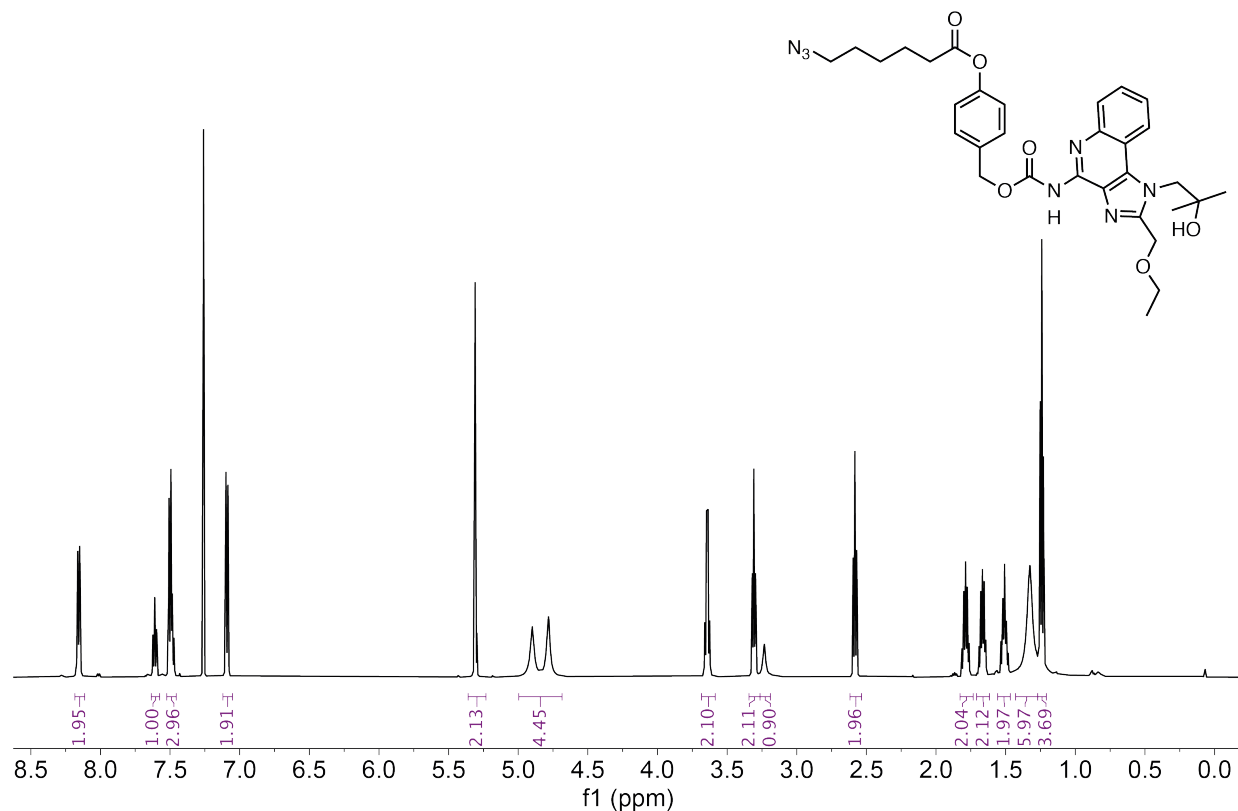

**Fig. S6A-I.** <sup>1</sup>H NMR spectrum of **5a** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

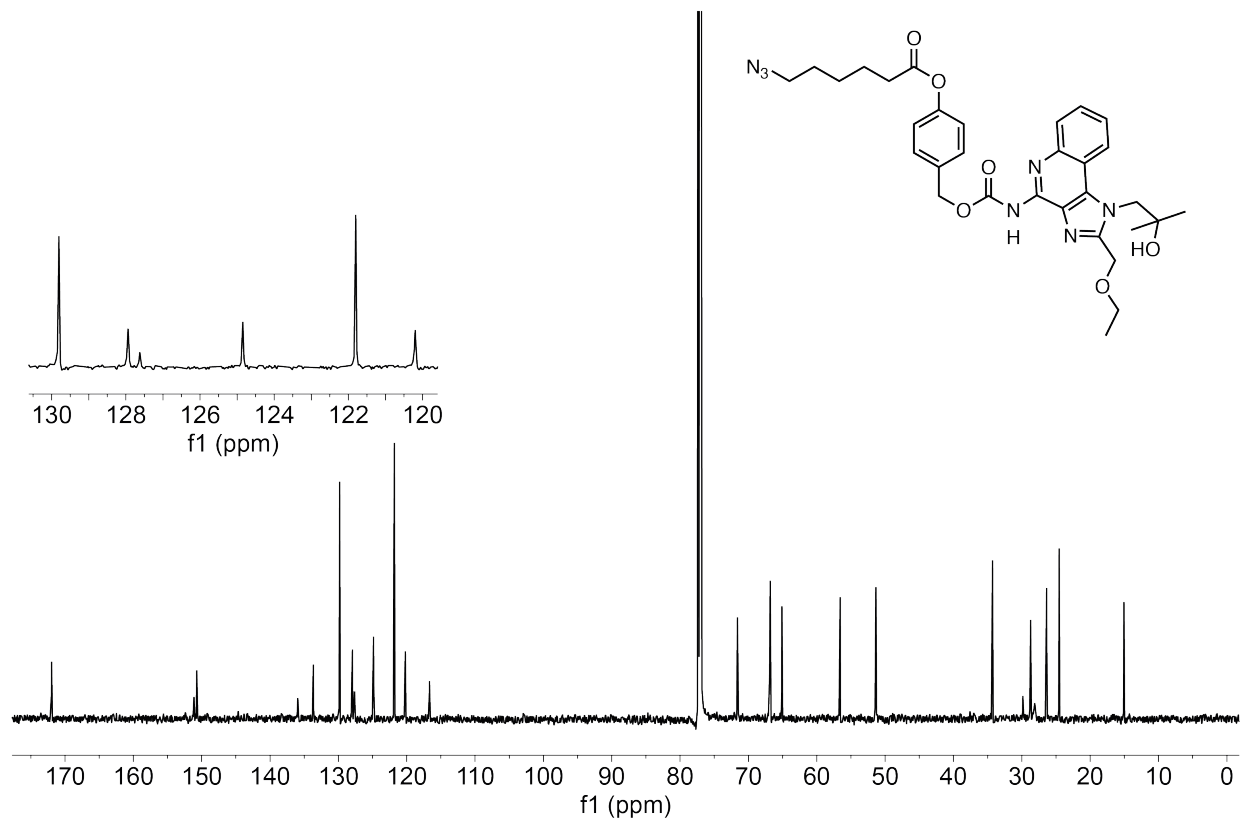

**Fig. S6A-II.** <sup>13</sup>C{<sup>1</sup>H} NMR spectrum of **5a** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

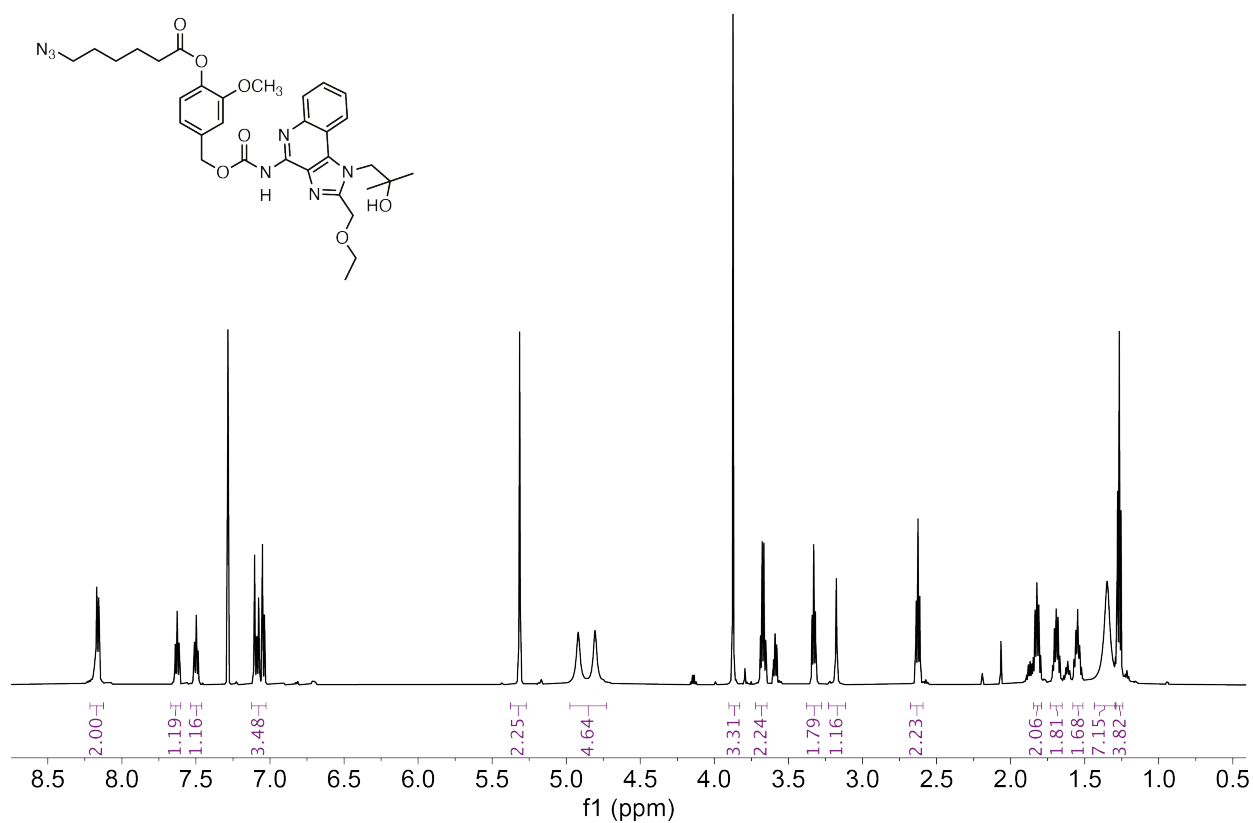

**Fig. S6B-I.** <sup>1</sup>H NMR spectrum of **5b** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

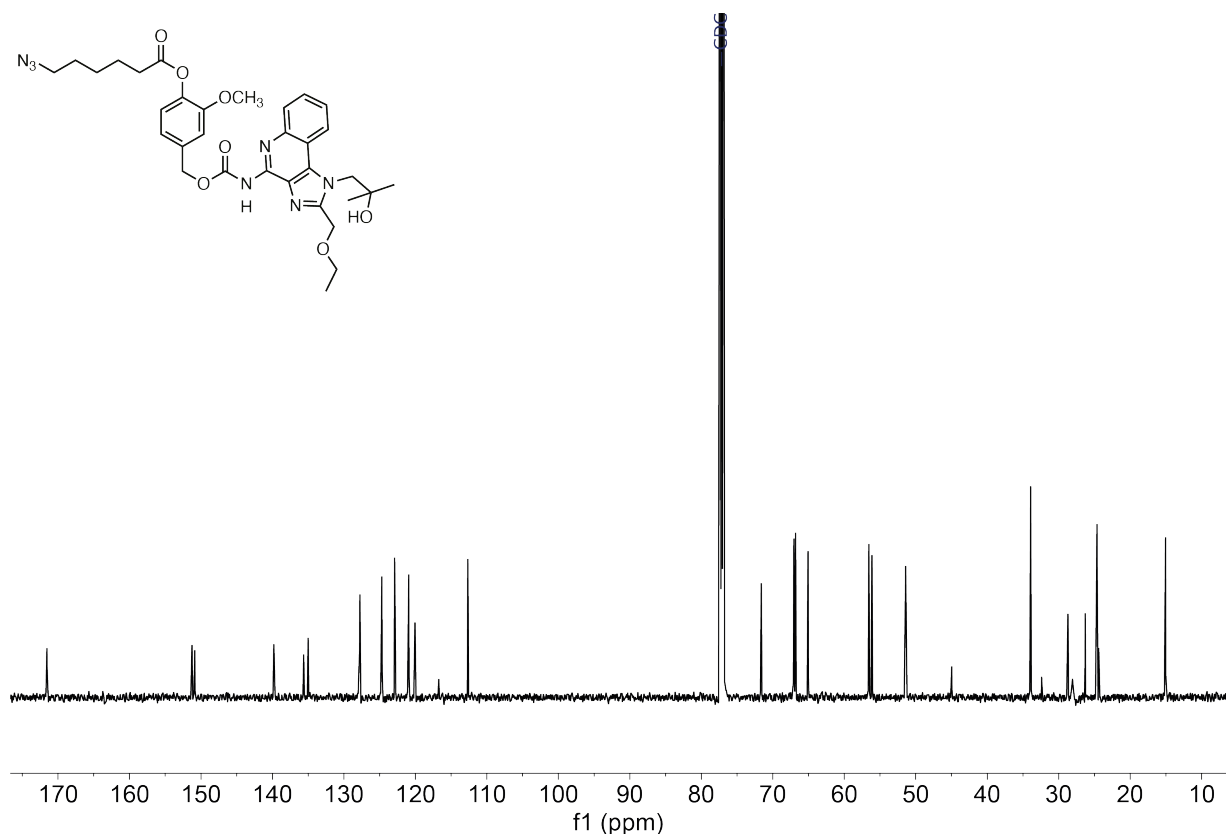

**Fig. S6B-II.** <sup>13</sup>C{<sup>1</sup>H} NMR spectrum of **5b** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

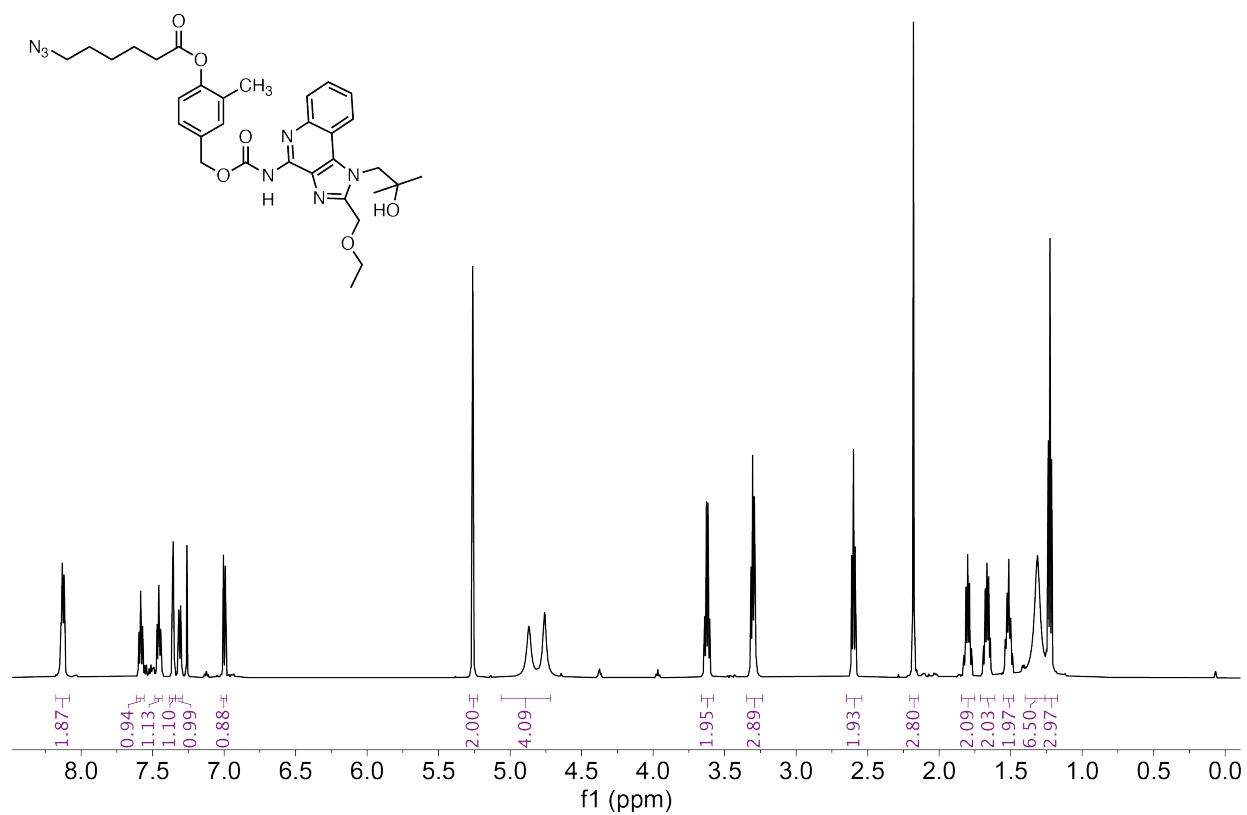

**Fig. S6C-I.** <sup>1</sup>H NMR spectrum of **5c** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

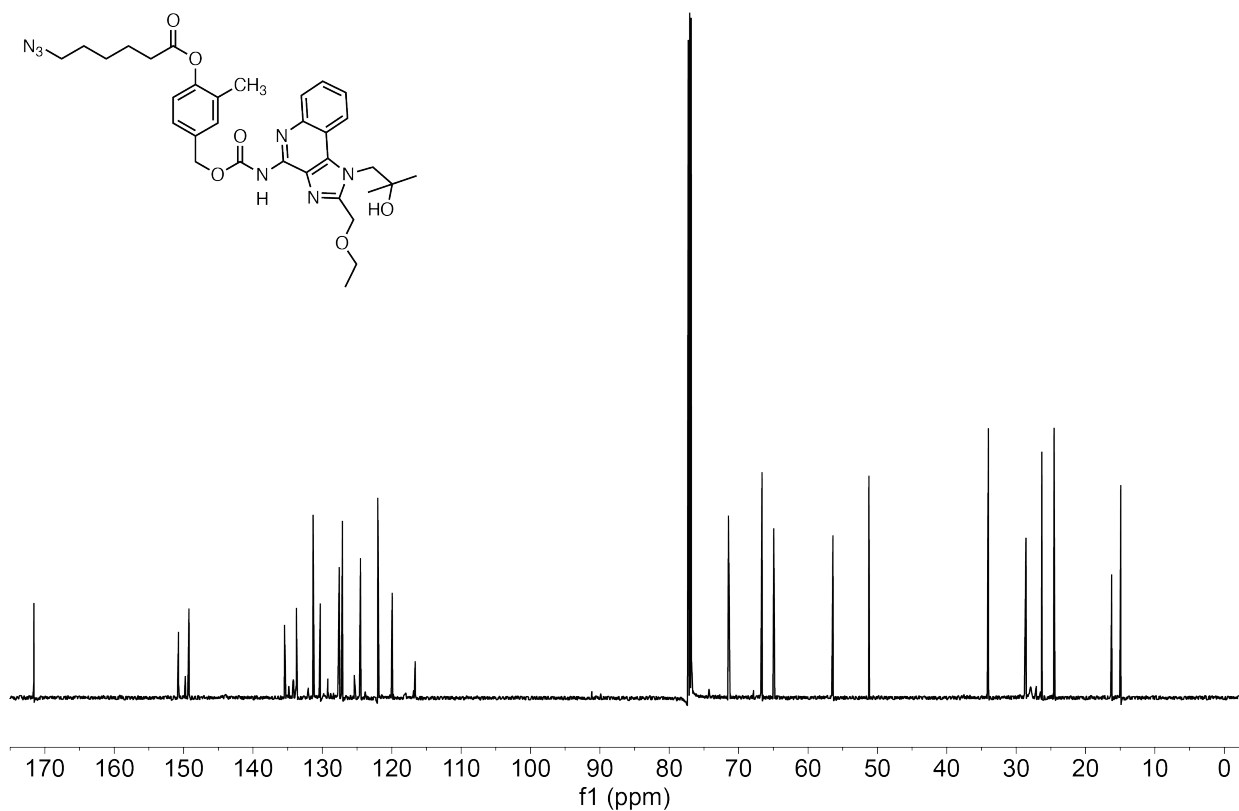

**Fig. S6C-II.** <sup>13</sup>C{<sup>1</sup>H} NMR spectrum of **5c** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

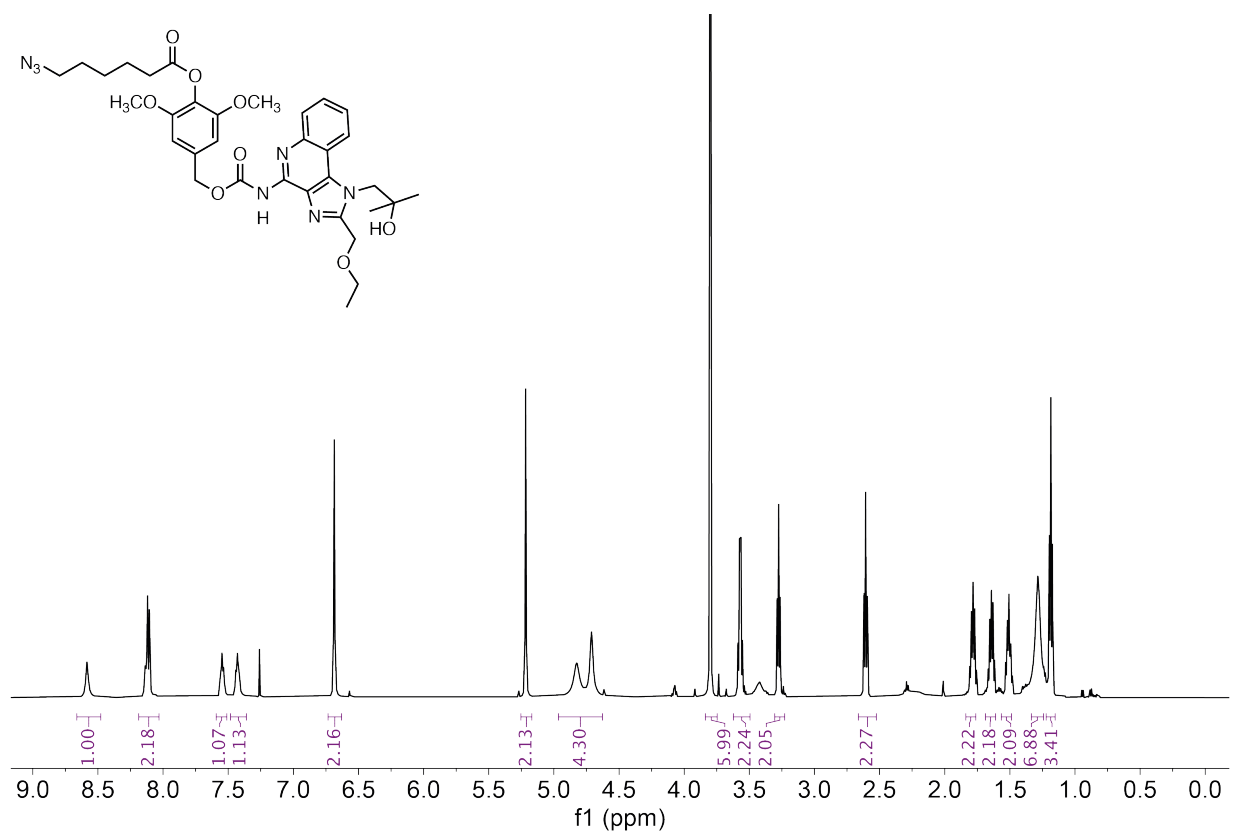

**Fig. S6D-I.** <sup>1</sup>H NMR spectrum of **5d** (CDCl<sub>3</sub>, 500 MHz, 25 °C).

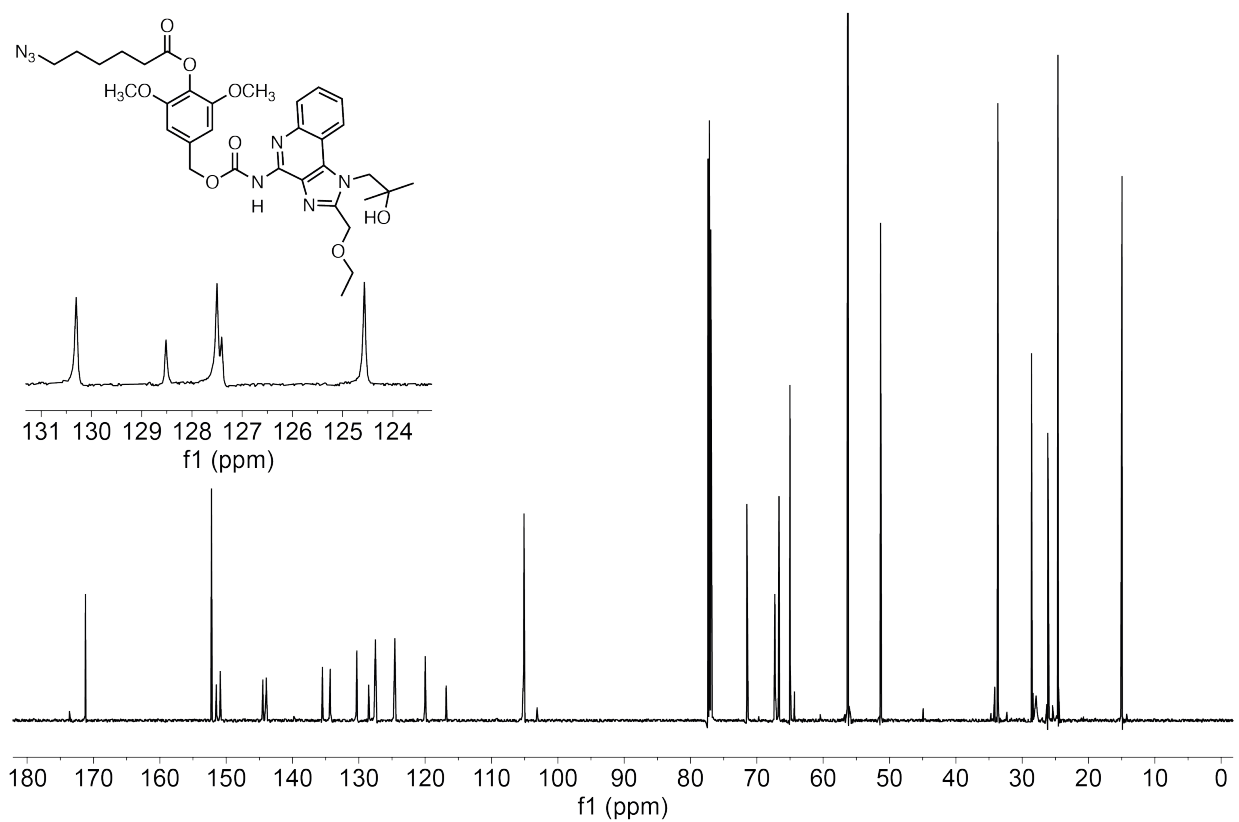

**Fig. S6D-II.** <sup>13</sup>C{<sup>1</sup>H} NMR spectrum of **5d** (CDCl<sub>3</sub>, 126 MHz, 25 °C).

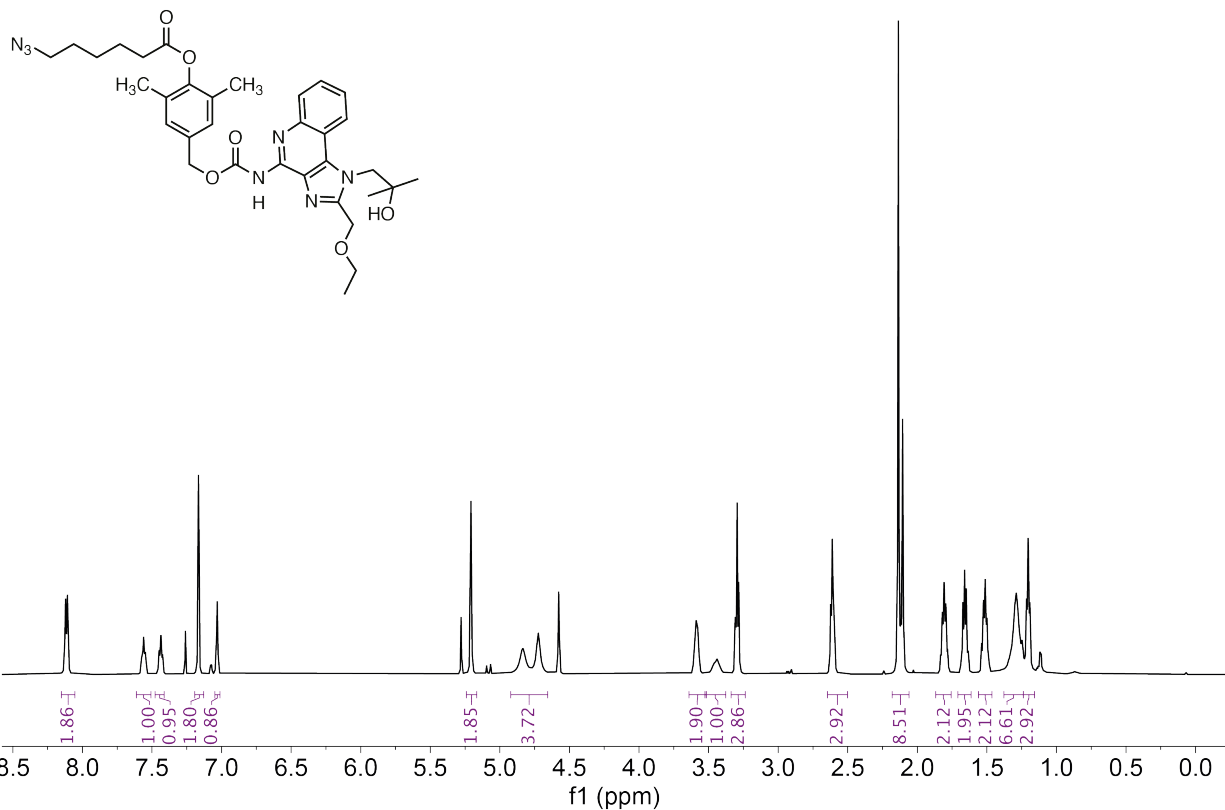

**Fig. S6E-I.**  $^1\text{H}$  NMR spectrum of **5e** ( $\text{CDCl}_3$ , 500 MHz, 25  $^\circ\text{C}$ ).

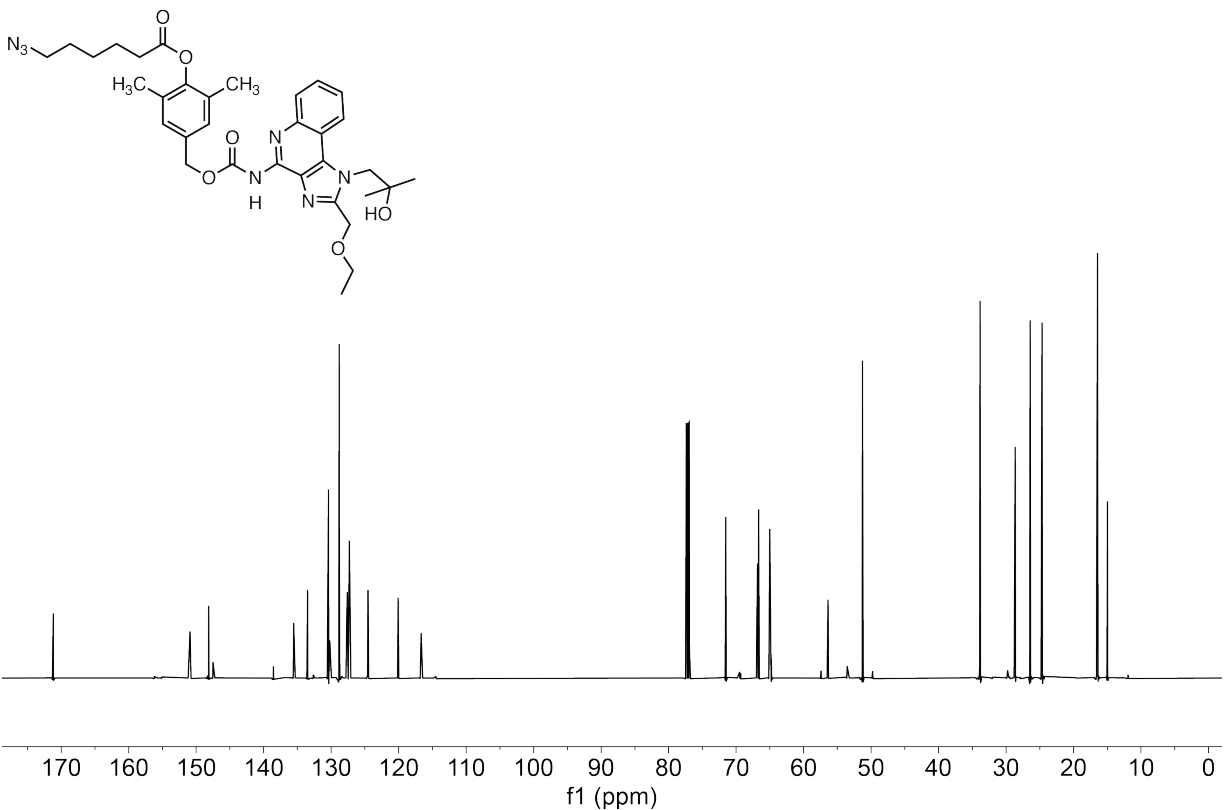

**Fig. S6E-II.**  $^{13}\text{C}\{^1\text{H}\}$  NMR spectrum of **5e** ( $\text{CDCl}_3$ , 126 MHz, 25 °C).

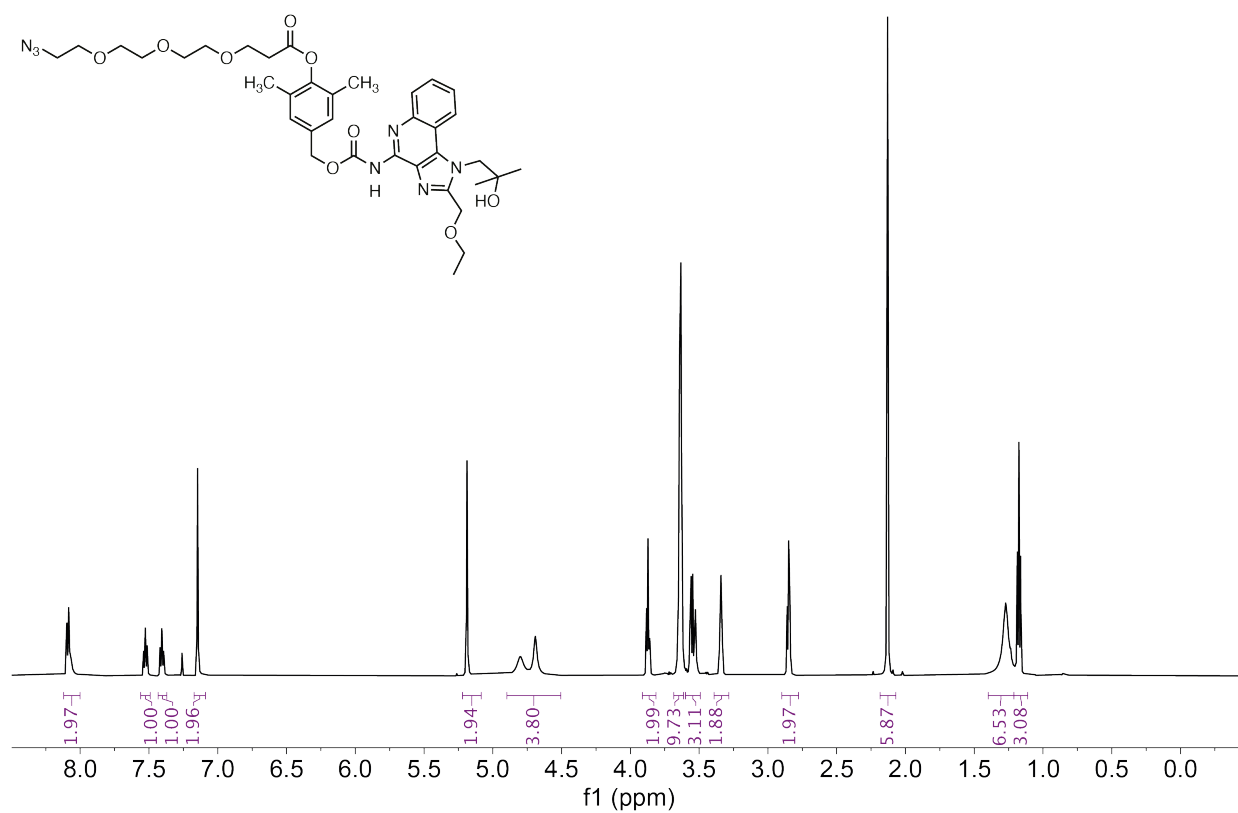

**Fig. S6F-I.**  $^1\text{H}$  NMR spectrum of **5f** ( $\text{CDCl}_3$ , 500 MHz, 25  $^\circ\text{C}$ ).

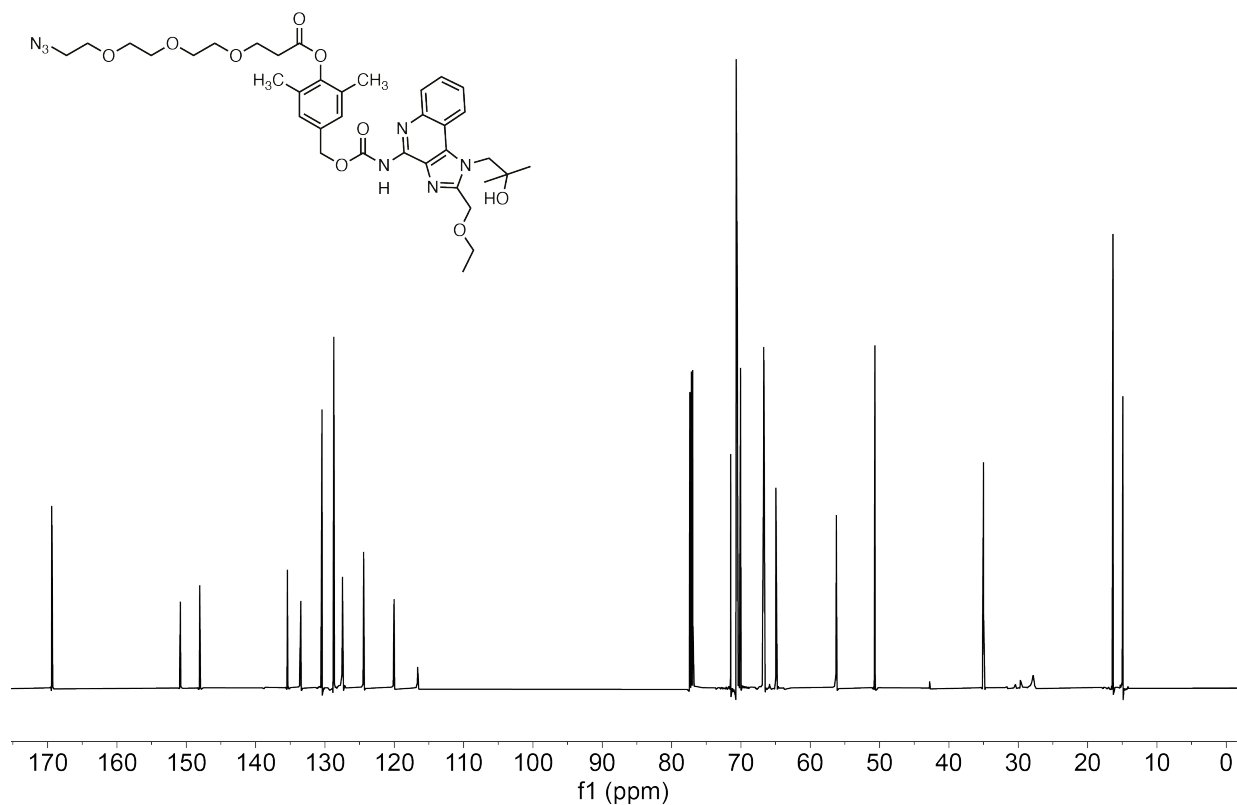

**Fig. S6F-II.**  $^{13}\text{C}\{^1\text{H}\}$  NMR spectrum of **5f** ( $\text{CDCl}_3$ , 126 MHz, 25 °C).

Macromonomer

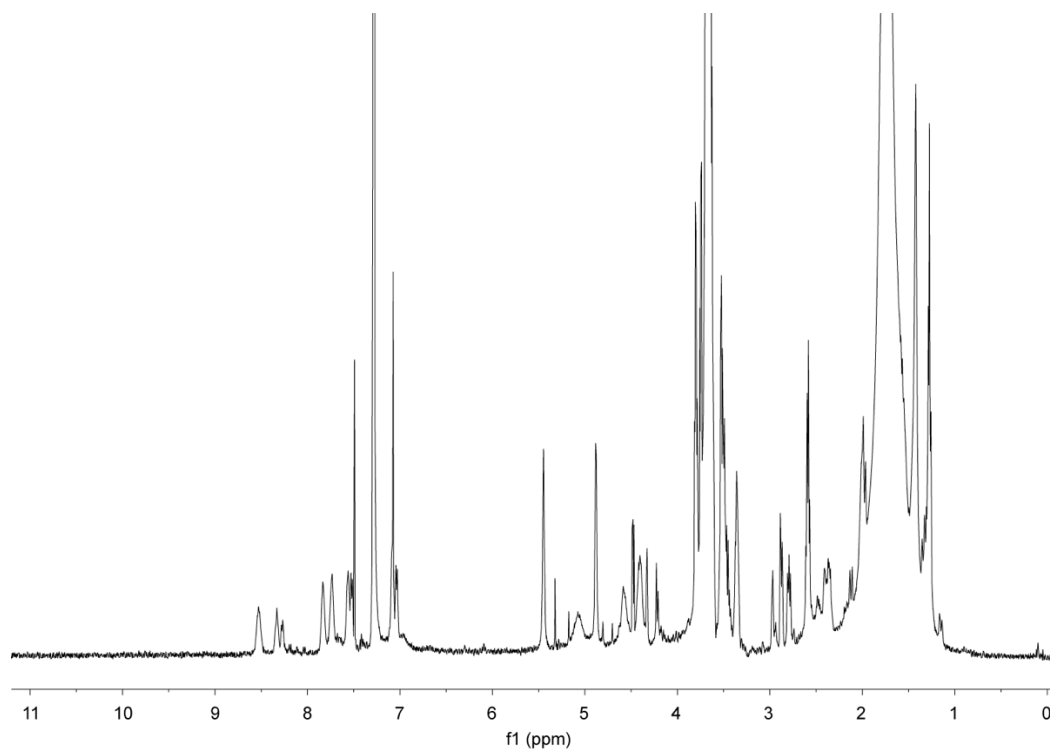

**Fig. S7A.**  $^1\text{H}$  NMR spectrum of **6a** ( $\text{CDCl}_3$ , 500 MHz, 25  $^\circ\text{C}$ ).

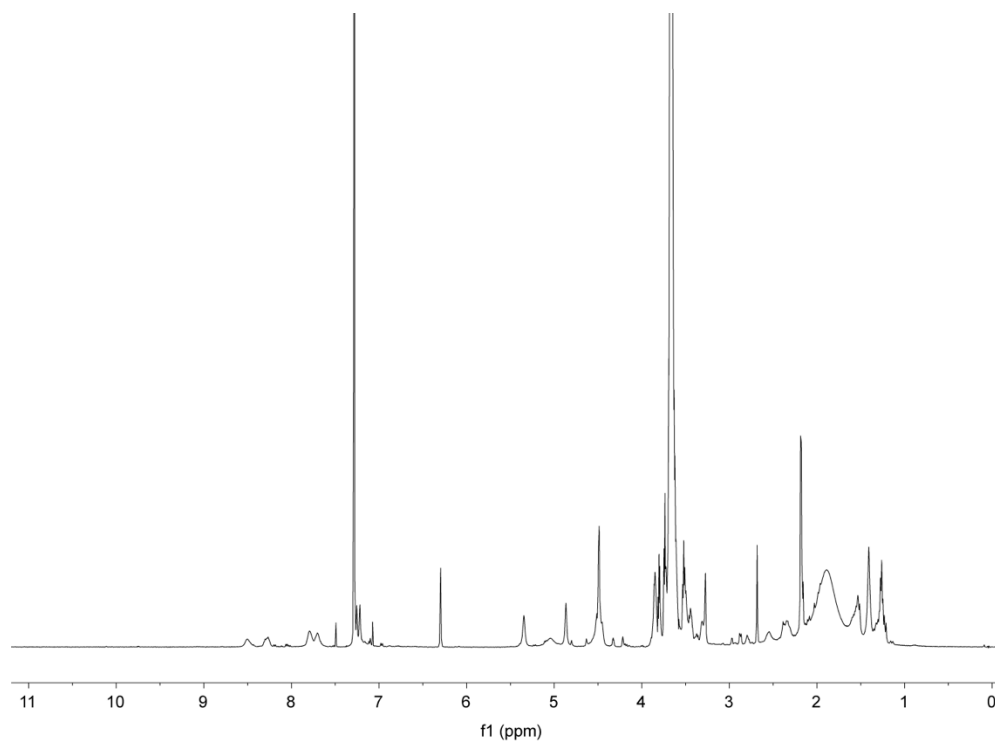

**Fig. S7B.**  $^1\text{H}$  NMR spectrum of **6b** ( $\text{CDCl}_3$ , 500 MHz, 25  $^\circ\text{C}$ ).

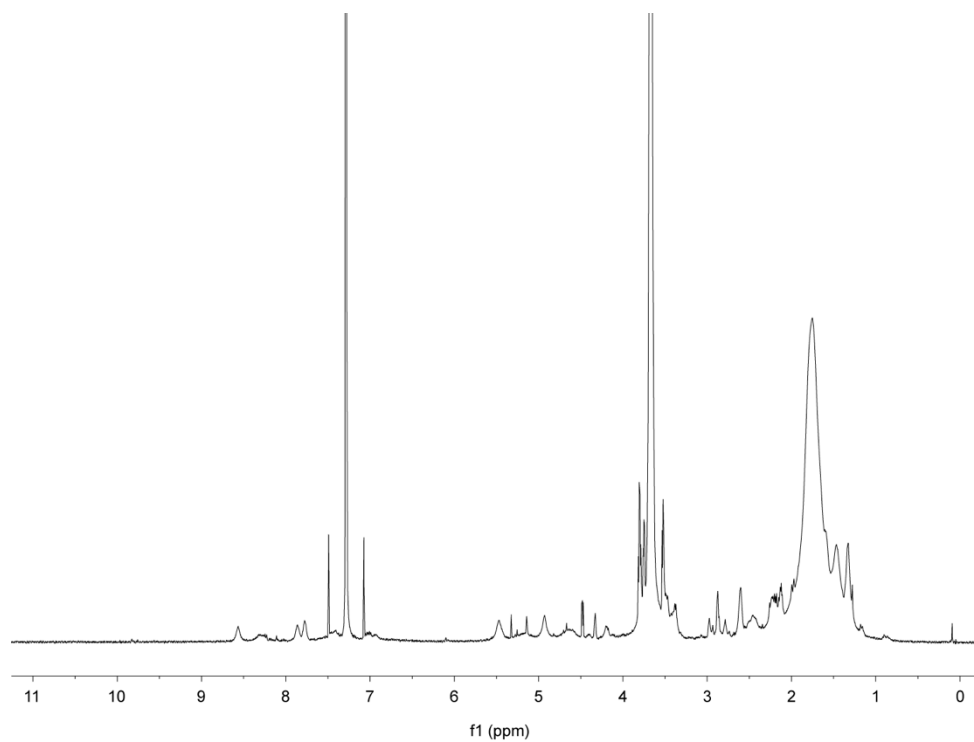

**Fig. S7E.**  $^1\text{H}$  NMR spectrum of **6d** ( $\text{CDCl}_3$ , 500 MHz, 25  $^\circ\text{C}$ ).

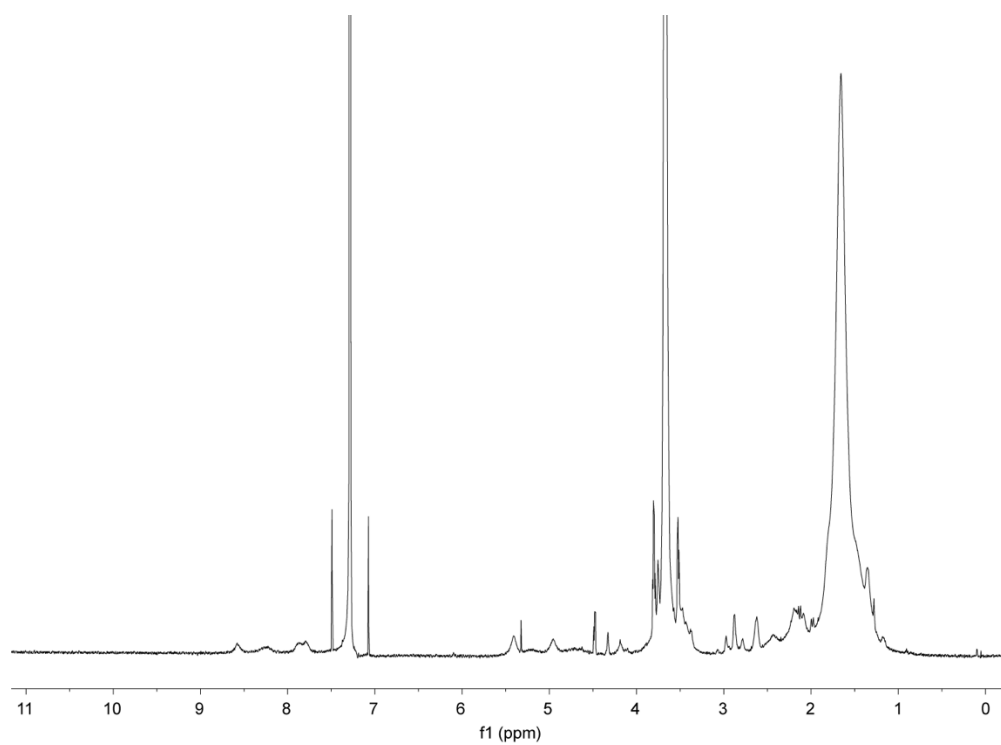

**Fig. S7F.**  $^1\text{H}$  NMR spectrum of **6f** ( $\text{CDCl}_3$ , 500 MHz, 25  $^\circ\text{C}$ ).

## Cryo-transmission electron microscopy (Cryo-TEM) images and measurements

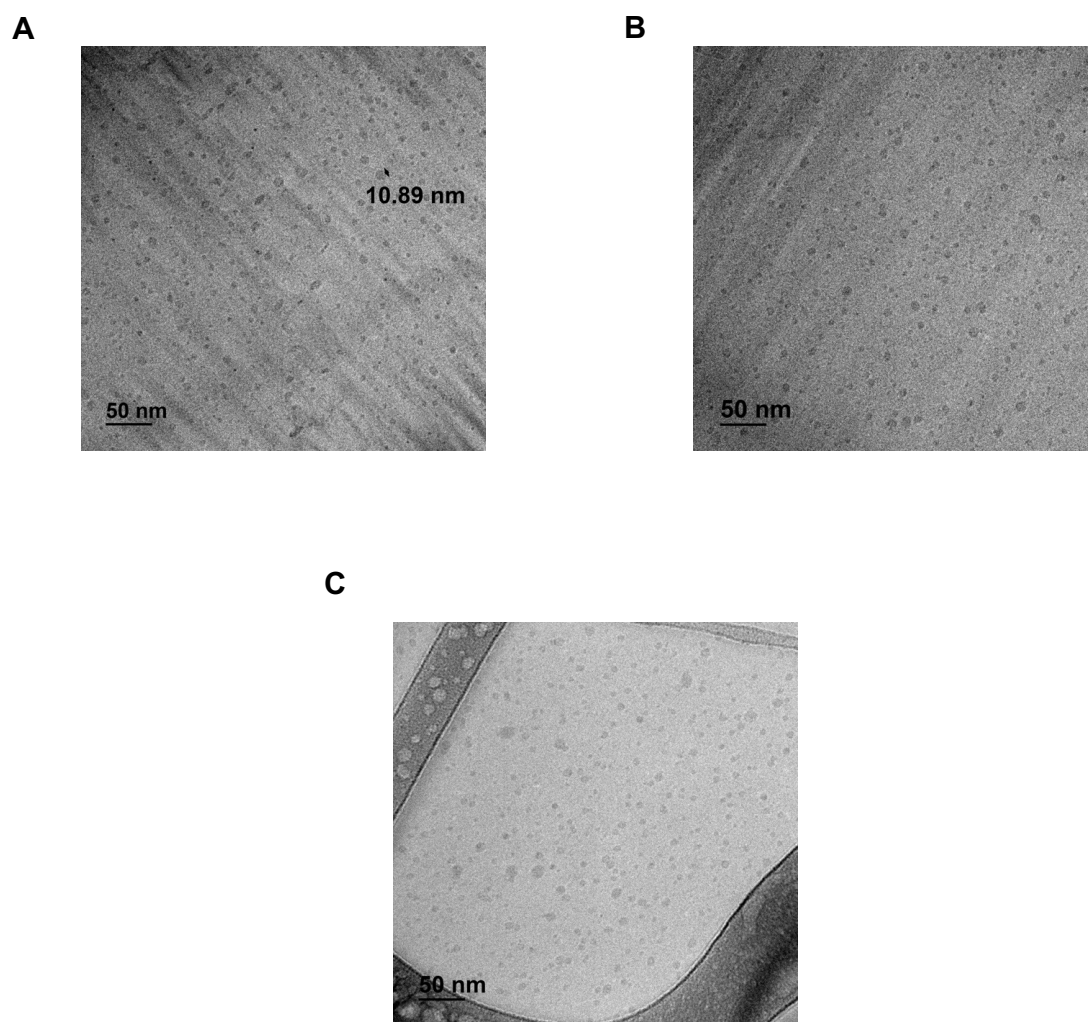

**Fig. S8. (A-C)** Additional Cryo-TEM images of R848-BPDs indicating particle sizes in the 10nm range.

**Table. S1. Size measurements of cryo-TEM images of R848-BPDs**

## Release rate measurements *in-vitro*

**Table. S2.** Release rate half-life calculations for R848-BPDs

| Time (in hours) | Ln(1-x) Note: x = %R848 released (as measured by LC-MS) |            |            |            |            |            |
|-----------------|---------------------------------------------------------|------------|------------|------------|------------|------------|
|                 | PE                                                      | tDMPE      | MPE        | dMPE       | OMPE       | dOMPE      |
| 0               | 0                                                       | 0          | 0          | 0          | 0          | 0          |
| 3               | -0.0356956                                              | -0.0315685 | -0.0133464 | -0.0078428 | -0.0133464 | -0.0078428 |
| 30              | -0.2372693                                              | -0.1014046 | -0.0623598 | -0.0270543 | -0.0623599 | -0.0301413 |
| 45              | -0.3506816                                              | -0.1817966 | -0.1020843 | -0.0445978 | -0.1132209 | -0.048789  |
| 50              | -0.3740936                                              | -0.1966971 | -0.11117   | -0.0473244 | -0.1337753 | -0.0610481 |
| 145             | -1.0645457                                              | -0.5807622 | -0.3559668 | -0.1255632 | -0.4612486 | -0.1800841 |
| 190             | -1.3602343                                              | -0.7519959 | -0.4427496 | -0.1606751 | -0.5757767 | -0.2464522 |
| 350             | -2.1548197                                              | -1.2136777 | -0.6930088 | -0.2781654 | -0.9161177 | -0.3795465 |
| 480             | -3.5446791                                              | -1.794617  | -0.9412233 | -0.3457428 | -1.0412233 | -0.3457428 |
| 500             | -3.8419306                                              | -1.8888523 | -0.9712003 | -0.3633757 | -1.0926156 | -0.4856044 |
| 525             | -3.7678227                                              | -1.9731922 | -1.1434688 | -0.3690091 | -1.1434688 | -0.5090091 |
| 675             | -5.154117                                               | -2.4826632 | -1.2243868 | -0.4452877 | -1.5420695 | -0.5609969 |

  

| T <sub>1/2</sub> | PE                | tDMPE             | OMPE              | MPE               | dOMPE             | dMPE              |
|------------------|-------------------|-------------------|-------------------|-------------------|-------------------|-------------------|
| hours            | 94.9516686        | 187.337076        | 301.368339        | 364.814306        | 866.433976        | 990.210258        |
| days             | <b>3.95631952</b> | <b>7.80571149</b> | <b>12.5570141</b> | <b>15.2005961</b> | <b>36.1014157</b> | <b>41.2587607</b> |

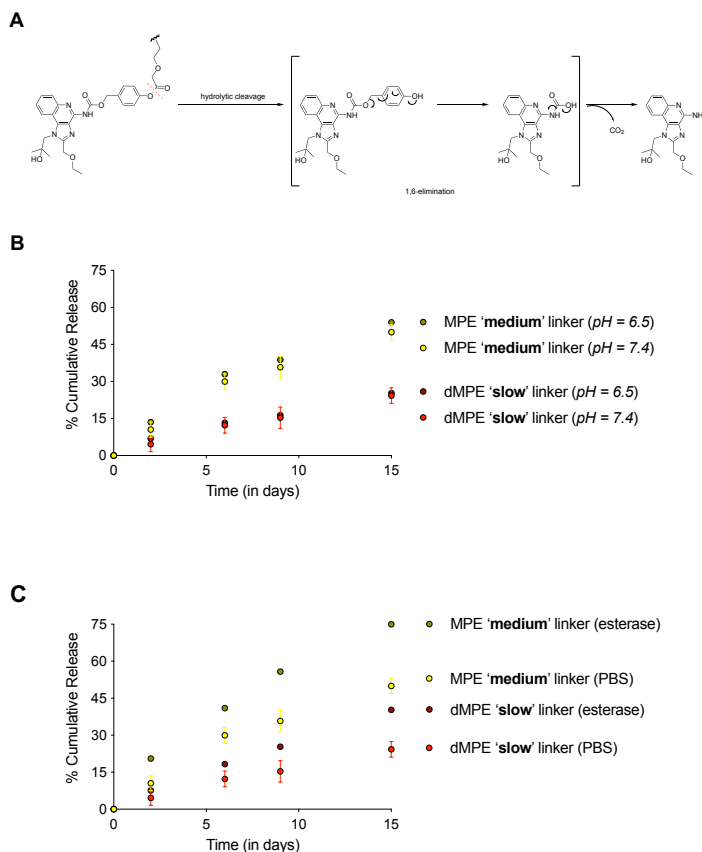

**Fig. S9. *In-vitro* release studies.** (A) Mechanism for release of free R848 from R848-BPDs. (B) Release studies carried out at pH = 6.5. (C) release studies carried out in the presence of a model esterase (T. lanuginosus lipase, 800 U/ml added at t=0)

## In-vitro assays

A

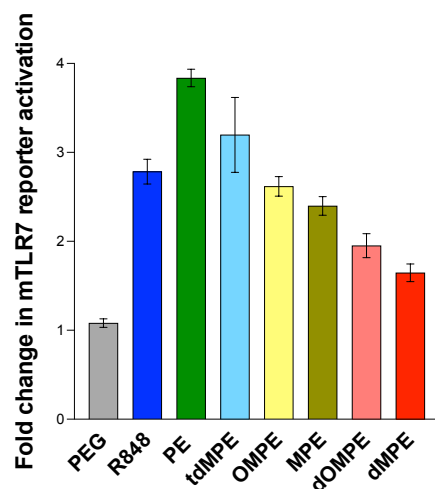

B

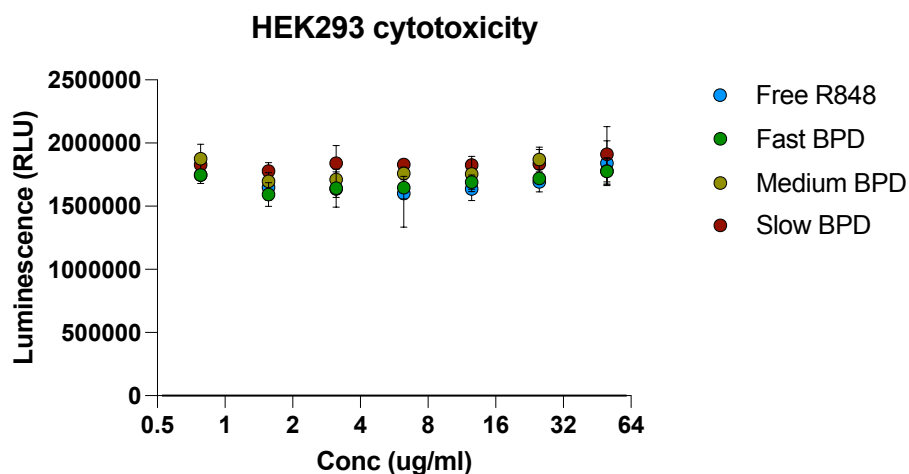

**Fig. S10. In-vitro analysis of (A) immune activity in mouse TLR7 HEK293 reporter cells.** Cells were seeded at  $3 \times 10^4$  cells/96-well for 24 h then treated with R848, R848-BPDs, PBS or DMSO for 48 h. To assess innate immune stimulation, secreted alkaline phosphatase (SEAP) was measured from supernatants using QuantiBlue reagent to confirm dose-dependent activation of the target TLR receptor. **(B) Cytotoxicity with HEK293 cells via Cell-Titer Glo.** HEK293 cells were incubated with R848, R848-BPDs, PBS or DMSO for 48 h. Cell viability was measured via CellTiterGlo for the respective groups. Data are representative of at least two independent experiments with n=3 technical replicates per group unless otherwise indicated.

## ***In vivo* maximum tolerable dose data for R848-BPDs**

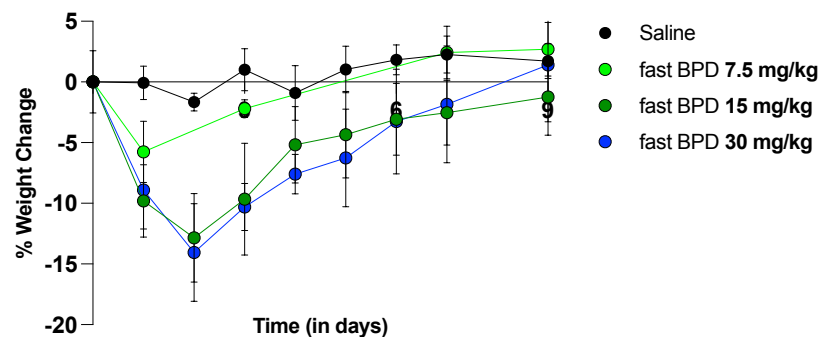

**Fig. S11. Weight loss data for fast (PE) BPD when injected i.v. at different concentrations (7.5 mg/kg, 15 mg/kg, & 30 mg/kg). 7.5 mg/kg was determined as the maximum tolerable dose for the fast BPD.**

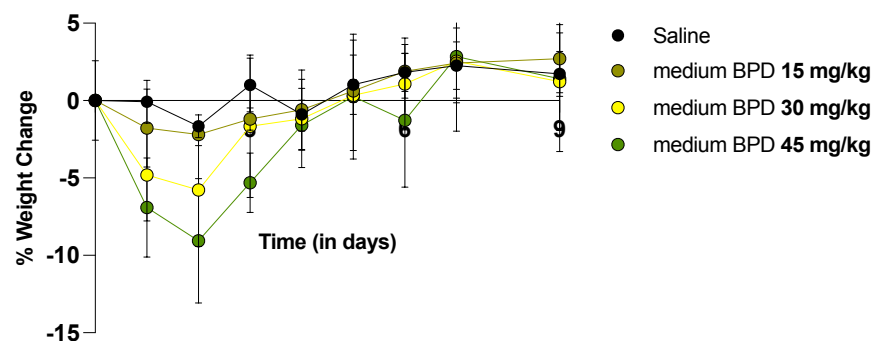

**Fig. S12. Weight loss data for medium (MPE) BPD when injected i.v. at different concentrations (15 mg/kg, 30 mg/kg and 45 mg/kg). 30 mg/kg was determined as the maximum tolerable dose for the medium BPD.**

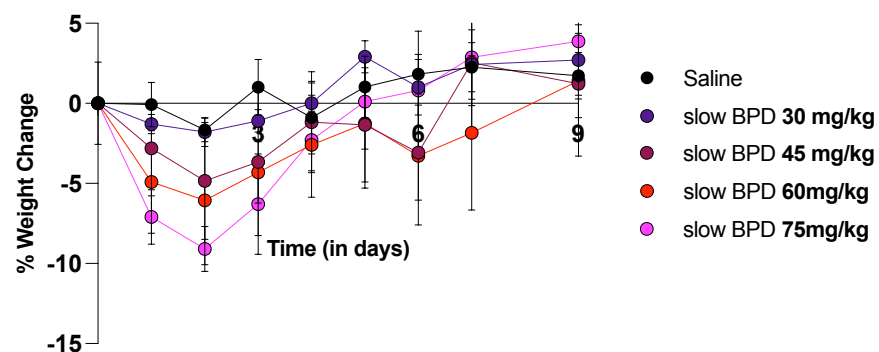

**Fig. S13. Weight loss data for slow (dMPE) BPD when injected i.v. at different concentrations (30 mg/kg, 45 mg/kg, 60 mg/kg and 75 mg/kg). 60 mg/kg was determined as the maximum tolerable dose for the medium BPD.**

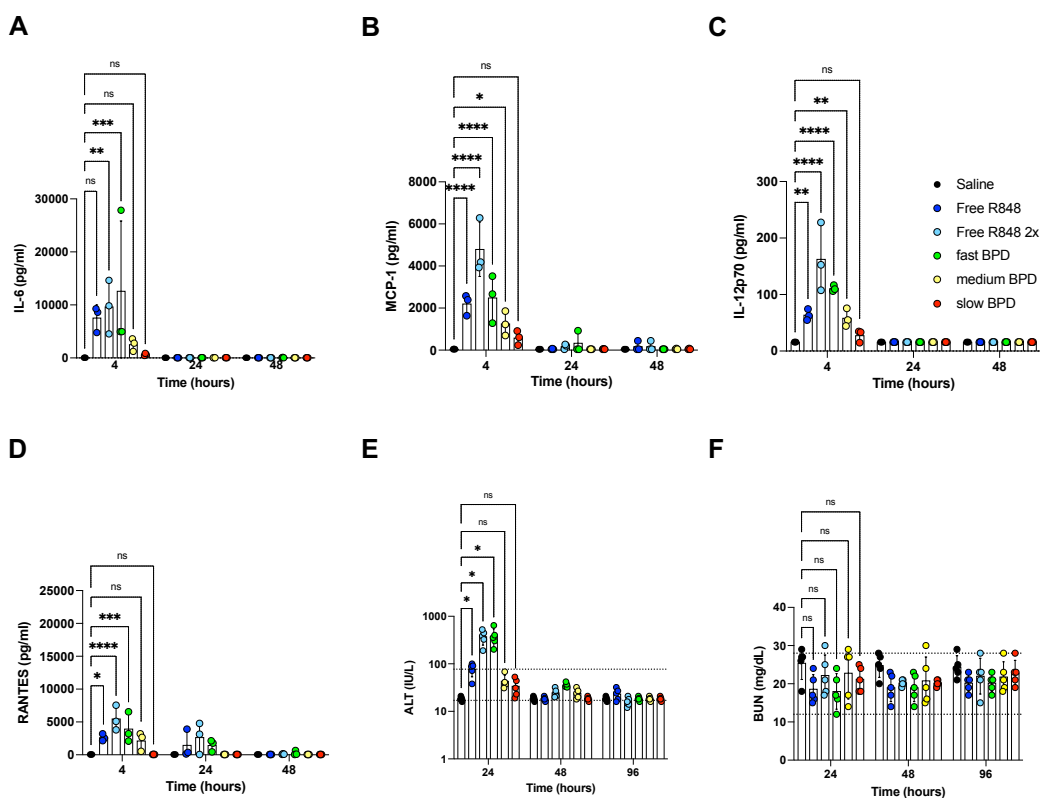

**Fig. S14. Additional toxicity analysis for R848-BPDs.** Saline, R848 (at 7.5 mg/kg and 15mg/kg) and R848-BPDs (7.5 mg/kg) when injected *i.v.* via retro-orbital injection. Shown are **(A-D)** serum concentrations of inflammatory cytokines and chemokines measured using a cytokine bead array as a function of time, **(E)** liver enzyme alanine aminotransferase and **(F)** blood urea nitrogen with the normal ranges indicated by dashed horizontal lines.

**Table. S3.** One phase decay curve fitting of plasma concentrations for Free R848, Medium BPDs, & Slow BPDs in non-tumor bearing C57BL/6 mice

|             | Y0    | Plateau | $\kappa$ | Half Life (hrs) | Tau    | AUC   |
|-------------|-------|---------|----------|-----------------|--------|-------|
| Free R848   | 1352  | 7.219   | 1.484    | 0.467           | 0.6738 | 525.1 |
| Medium BPDs | 195.1 | 66.18   | 0.101    | 6.843           | 9.873  | 110.4 |
| Slow BPDs   | 118.5 | -216.0  | 0.008    | 82.92           | 119.6  | 67.87 |

***In vivo* multi-dose weight loss data for R848-BPDs**

**A**

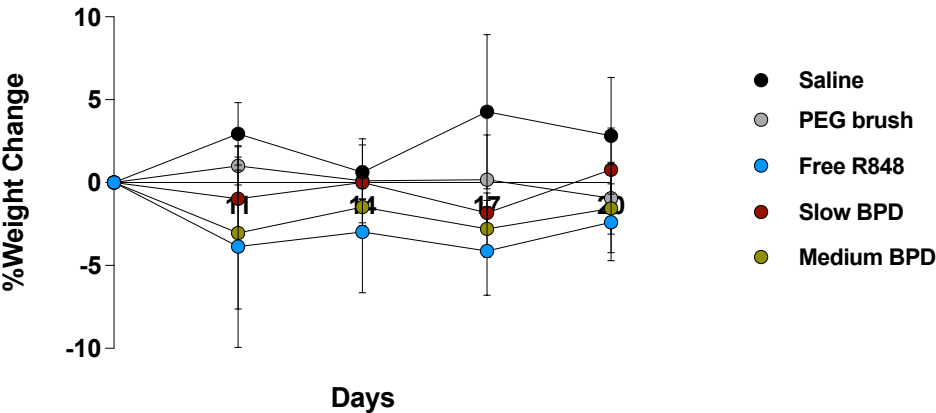

**B**

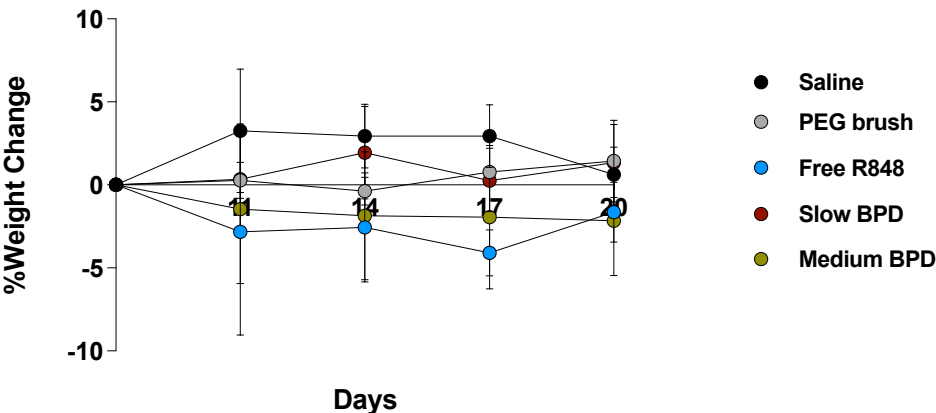

**Fig. S15. (A)** Weight loss curves for C57BL/6 mice bearing syngeneic MC38 colon carcinoma tumors injected retro-orbitally with R848-BPDs (medium and slow) along with controls. **(B)** Weight loss curves for BALB/c mice bearing syngeneic CT26 colon carcinoma tumors injected retro-orbitally with R848-BPDs (medium and slow) along with controls.

# Single-cell RNA-sequencing (scRNA-seq)

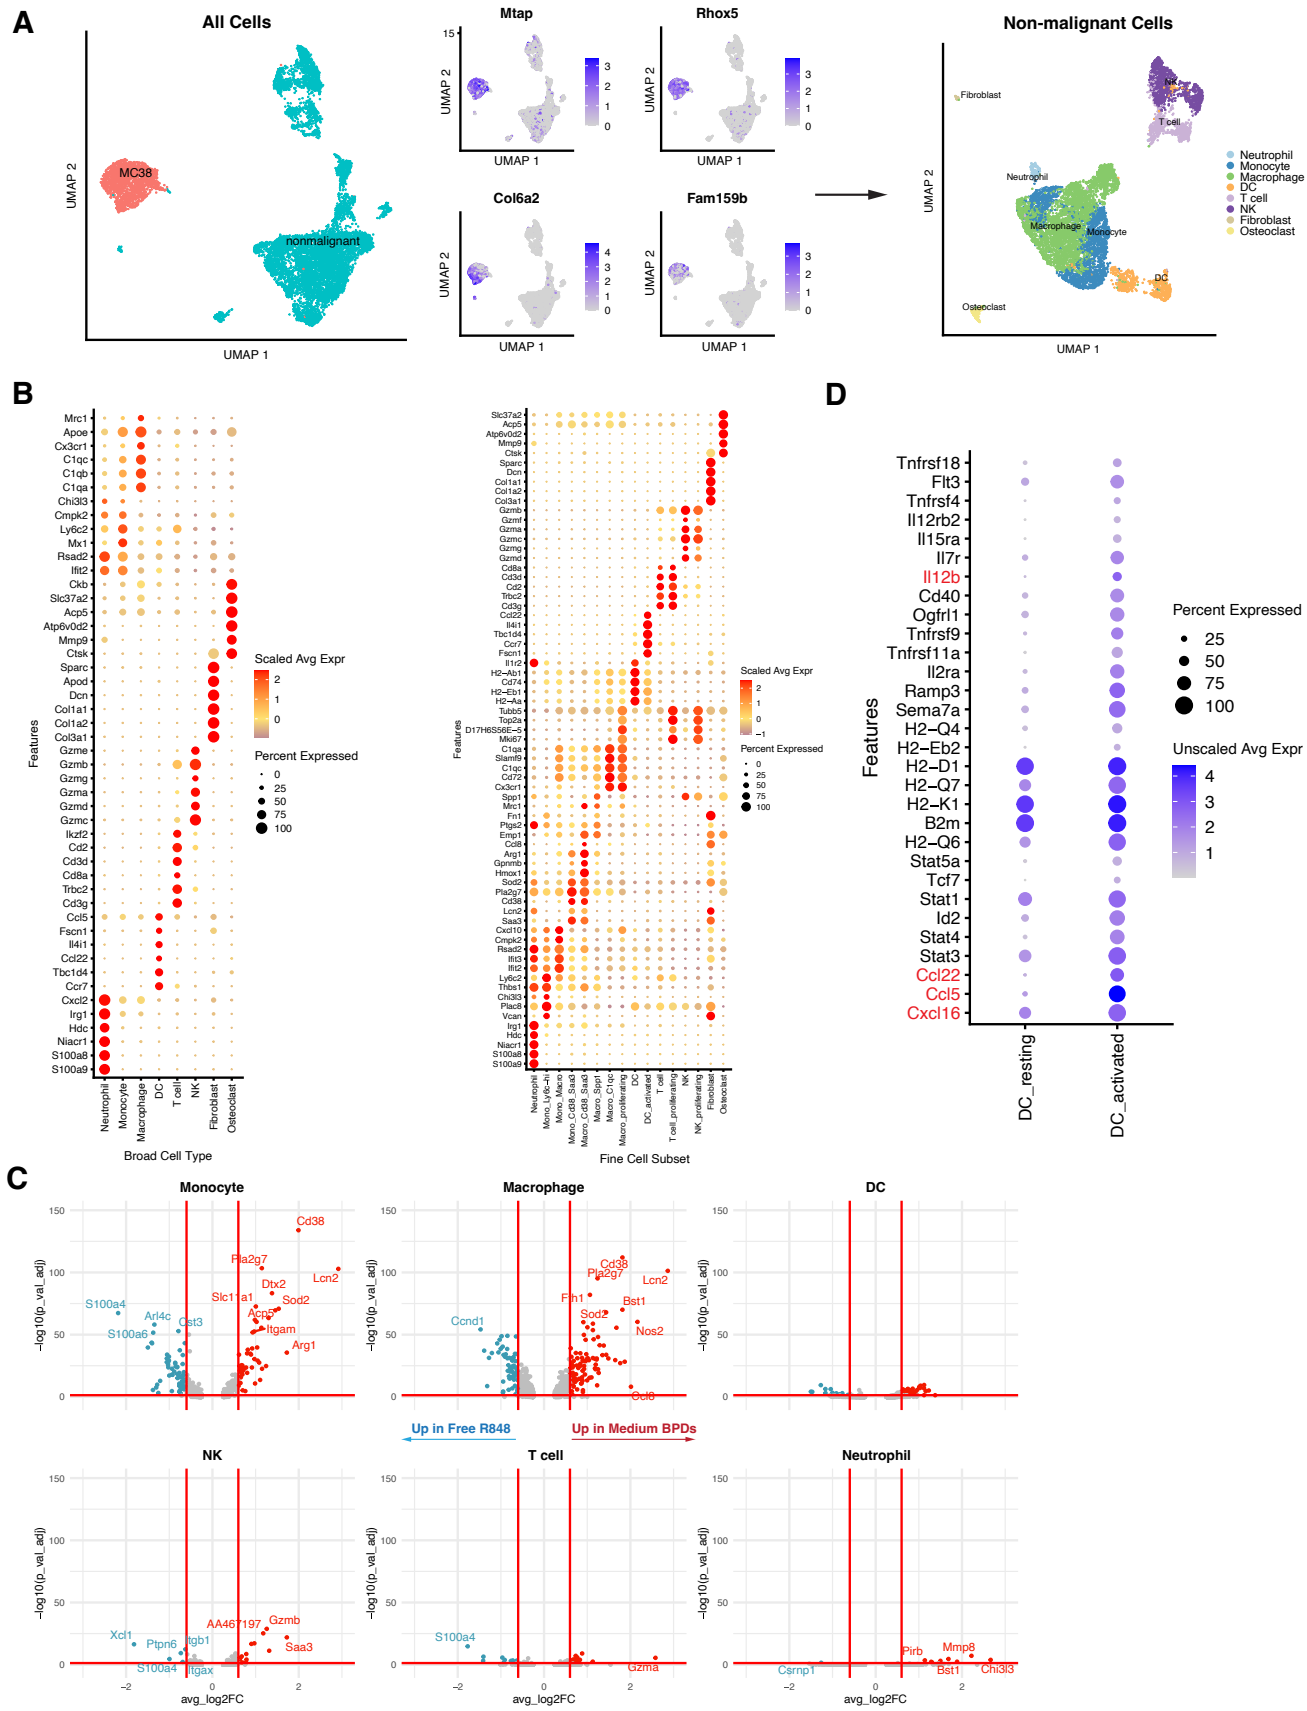

**Fig. S16. Single-cell RNA-sequencing (scRNA-seq) of MC38 tumors treated with saline, free R848 and medium R848-BPDs (Medium BPD).** (A) UMAP visualization of all 9,832 cells, including MC38 tumor cells and markers used to identify MC38 tumor cells (*Mtap*, *Rhox5*, *Col6a2*, *Fam159b*). After removing tumor cells and reclustering 8,017 non-malignant cells, 8 broad cell types were identified in the UMAP visualization. (B) RNA expression of top markers used to identify broad non-malignant cell types (left) and top differentially expressed genes in each fine cell subsets. (C) Volcano plots of differentially expressed genes in each broad immune cell type when comparing the Medium BPD condition to Free R848 condition. Genes upregulated in the Medium BPD condition is labeled in red and genes upregulated in Free R848 condition is labeled in blue. (D) Differentially expressed chemokines (colored in red), cytokines (colored in red), transcription factors, MHCs, and membrane signaling molecules in activated versus resting DCs.

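The paper's tests behind these plots, listed in table S4, took single cells as replicates and used the Wilcoxon rank sum test, whereas tumors were the replicates in the values given here. The paper's table lists 452 genes for monocytes, 669 for macrophages, 108 for DCs, 47 for T cells and 69 for NK cells. The average log2 fold change of these genes was recomputed over the cells of the matching class, from UMI counts scaled to 10000 per cell with a pseudocount of 1. Across genes, which are not independent replicates, it correlated with the paper's value with Pearson's r of 0.862 for monocytes, 0.979 for macrophages, 0.999 for DCs, 0.997 for T cells and 0.999 for NK cells, with slopes of 1.09, 0.907, 1.01, 1.03 and 0.994. Signs were shared by 422 of the 452 monocyte genes and by all of the others. The monocyte-like class held 20 and 9 cells of medium R848-BPD replicates 1 and 2 and need not match the paper's monocytes. In the comparison over tumors, 95 of the macrophage genes, 22 of the DC genes, 2 of the T cell genes and 14 of the NK cell genes were called in the paper's direction. At an unadjusted p under 0.05 from edgeR's quasi-likelihood test these numbers were 435, 87, 44 and 56. For these classes, 57, 43, 4 and 10 genes called here are not in the table. The paper's test was limited by detection and fold change, so some of them may not have entered it.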

# Gating strategy for immunophenotyping

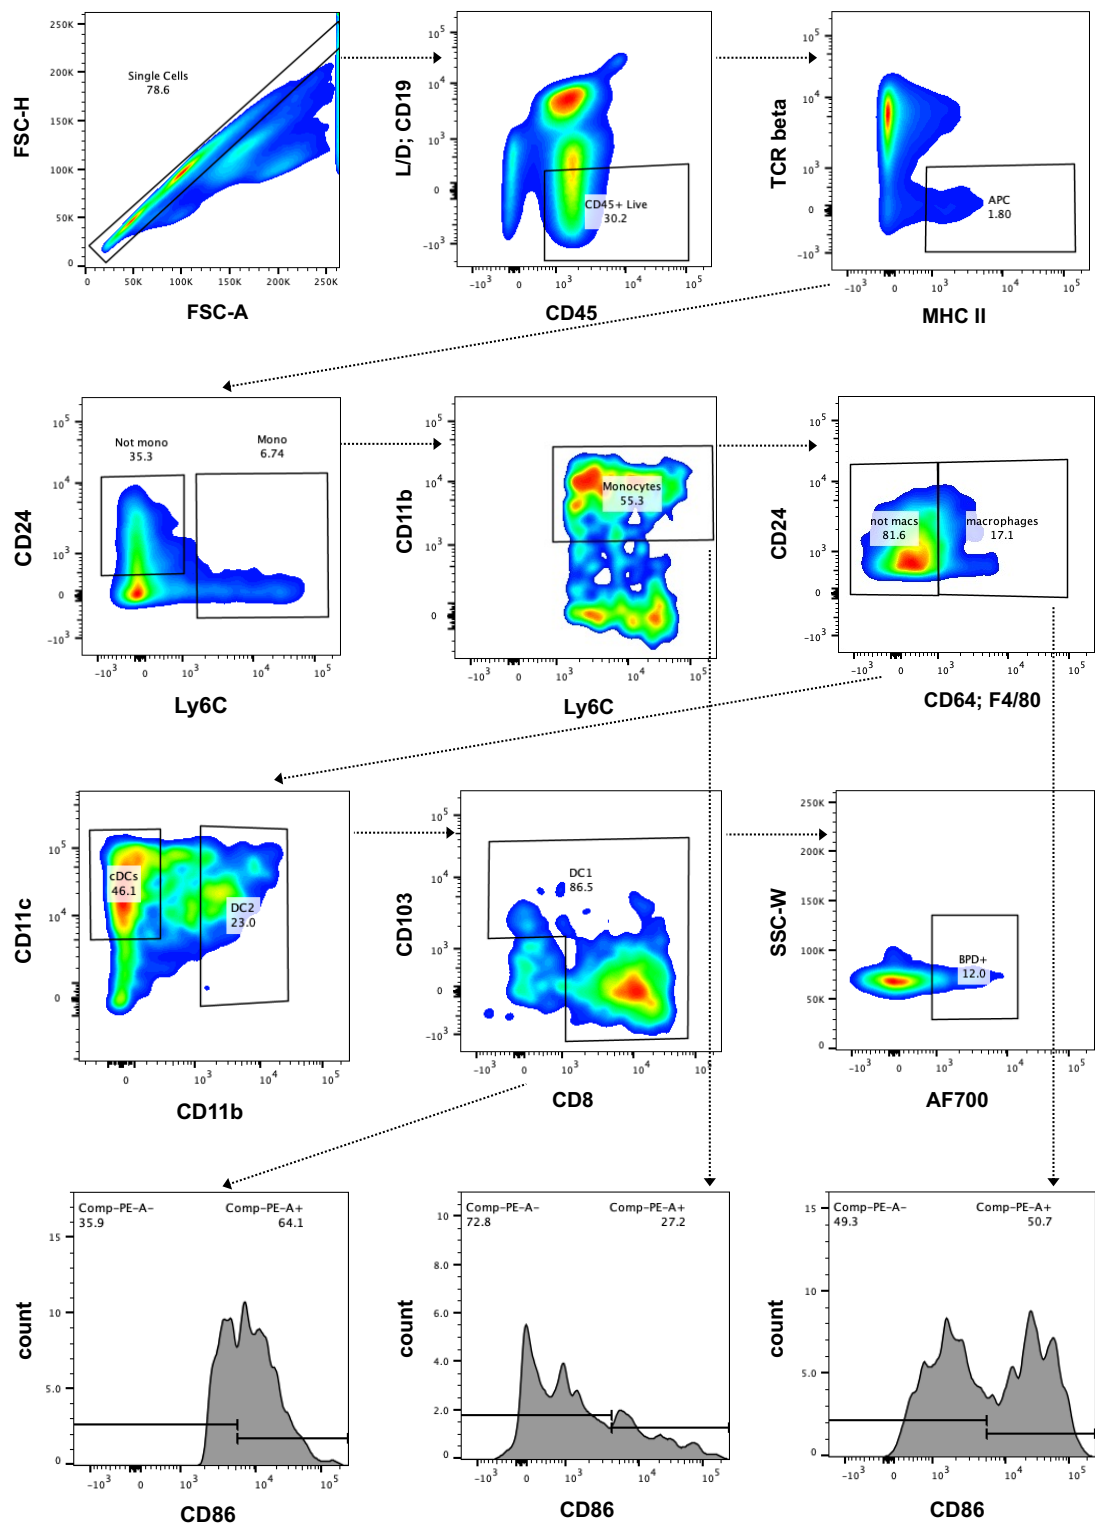

**Fig. S17.** Representative gating for myeloid analysis of tumor-draining lymph nodes as seen in Fig 7A.

## Cell depletion studies

**A**

Tumor:

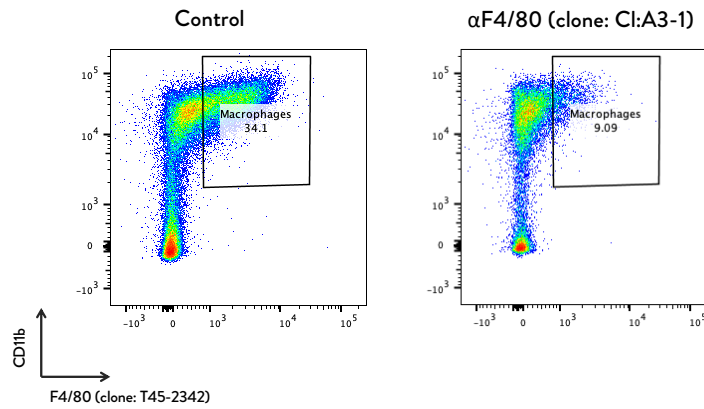

**B**

Spleen:

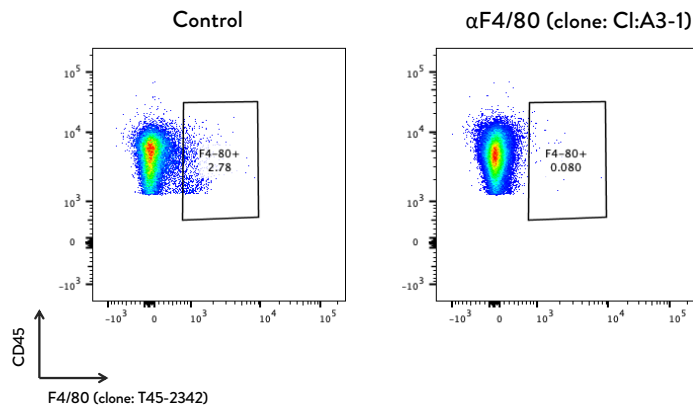

**Fig. S18. Antibody-mediated depletions in (A) tumors and (B) spleen.** Mice ( $n = 3$ ) bearing MC38 tumors were administered indicated depleting antibodies beginning 1d before tumor inoculation and every 3d after. Tumors and spleens were collected at day 12 and analyzed for depletion efficiency via flow cytometry.

**Table. S4. Statistics for scRNA-seq cell compositional analysis and differential gene analysis.**

Table for Fig. 6B: statistics for compositional change of cell subsets across 3 conditions; Table for Supplementary Fig. 16C: statistics for differential gene expression analysis within each immune cell type comparing Medium BPD to Free R848 condition.

How the deposited data were processed for this re-analysis (not part of the article)

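Single cells from MC38 tumors of 8 mice were profiled on Seq-Well arrays 24 hours after 1 dose of saline (3 tumors), free R848 (3) or medium R848-BPDs (2). For each tumor, the authors deposited raw UMI counts per gene and cell barcode, from reads aligned to mm10 (GRCm38), without normalization. The aligner, the gene annotation and the rule for the number of barcodes are not stated. Genes are given by symbol, and positions printed here come from the GENCODE vM21 annotation of GRCm38. The authors' fold changes in table S4, per their methods, come from a Wilcoxon test over cells.

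The choice of comparisons, tests, lists, markers and alternatives was written before the data were examined, except where stated. Cells were kept with more than 400 and fewer than 10000 genes, fewer than 50000 UMIs and at most 15% mitochondrial UMIs, which left 9886 of 10791 barcodes. Scrublet (expected rate 0.05) scored doublets, which were kept. Depth ranged from 5867590 to 12422614 UMIs per tumor. After thinning to 1000 UMIs per cell, a share of 0 in 2321 cells has an upper limit of 0.129%, from 3 counts. This covers counting error only and does not hold at full depth, where double-positive cells averaged 0.157% after saline.

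Cells were clustered with Seurat 5.3.0 in R 4.3.3 on genes found in at least 10 cells, with 30 principal components at a resolution of 0.8. Nonmalignant cells were clustered again with 11 components at a resolution of 1.3. From this second clustering the 982 genes of table S4 and the genes named in the conclusions, 991 in all, were left out, so that clusters were not drawn from the genes compared. Clusters were named by markers fixed beforehand, from the genes in at least 25% of their cells that rank among the 10 with the highest fold over cells of other classes.

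Changes to these rules were made after output had been seen, with the paper's numbers of cells in view. The first rule for poor-quality cells, a mitochondrial percentage over 2 times the median, removed no cluster. It was replaced by a rule that removes the cluster with the highest median mitochondrial percentage if its cells hold less than 0.5 times the UMIs of their tumors' cells, and this removed 370 cells. They made up 7.07%, 2.36% and 7.85% of the cells of the free R848 tumors, 1.18% and 3.11% of the medium R848-BPD tumors, and 4.37%, 1.39% and 4.99% of the saline tumors. The naming score and its reference, the cells of the other classes, were also revised at that point. Results with these cells kept are given as an alternative chosen after seeing the data.

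For shares of cells, UMIs were drawn to 1000 per cell with a fixed seed, and a cell with at least 1 UMI left was positive. Percentages per tumor were compared with two-sided exact permutation tests. For expression, counts were summed per tumor and class for tumors with at least 10 cells of the class, and tested with edgeR 4.0.16 (TMM normalization, quasi-likelihood F test, Benjamini-Hochberg adjustment, 0.05). Standard errors are the log2 fold change over the square root of F. In simulated counts, 200 genes were changed by 2 or 4 times. Of these, 62.5% were recovered in monocyte/macrophage-like, 54.5% in DC-like, 50% in T-like, 60.5% in NK-like and 69% in MC38-like cells, with 12, 8, 4, 9 and 14 false calls. Differences between classes were tested with a class-by-treatment term and the tumor as a block. Lists of genes were tested with limma 3.58.1 on log2 CPM (prior count 2) with camera (correlation between genes 0.01) and fry, and adjusted over the 6 lists (interferon, inflammatory, reactive oxygen, hypoxia and glycolysis, E2F and cell cycle, MHC class II).

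Genes named are those in the paper's conclusions, the 10 with the largest change between medium R848-BPDs and free R848 in monocyte/macrophage-like cells among those called, with a mean log2 CPM of at least 4 and no overlap between tumors, and 5 by the same rule in MC38-like cells. 1 gene of the conclusions is not reported here. Others were chosen after their values were seen. Alternatives were DESeq2 1.42.0, RLE size factors, no filter on low counts, only the 2 groups compared, the same number of cells per tumor (26), other limits on cells, other depths and denominators for shares, other resolutions, clusters from all variable genes, a replicate block, and each tumor left out. Gene sets of the paper's enrichment analysis, inferred transcription factor activity and its Dirichlet model are not analysed here. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9 was also used.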

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

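The tests of RNA from other cells for genes lower in MC38-like cells, those by the spread of the markers and those of *Saa3* in T-like and in NK-like cells separately were chosen only after the results were seen.

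The change between medium R848-BPDs and free R848 differed between monocyte/macrophage-like cells and other classes by a test of the difference itself (edgeR, class-by-treatment term, tumor as a block): for 3 of 10870 genes against T-like cells, 19 of 10847 against NK-like, 38 of 10468 against DC-like and 62 of 11795 against MC38-like cells. At an unadjusted p under 0.05 the numbers were 678, 924, 723 and 1252, and no other tool or alternative was run. The 3 genes against T-like cells, *Tnfsf8*, *Gpr132* and *Abcb1a*, named after their values were seen, had lower log2 fold changes in monocyte/macrophage-like than in T-like cells (differences of −4.87, −2.13 and −2.41, adjusted p = 0.0212, 0.0286 and 0.0492 from edgeR's quasi-likelihood test). The change of *Saa3* was not shown to differ between monocyte/macrophage-like and T-like cells (−0.82, adjusted p = 0.945) or NK-like cells (0.34, adjusted p = 0.986 from the same edgeR test). Nor was that of *Cd38* (1.76 and 2.70, adjusted p = 0.356 and 0.0554 from the same edgeR test).

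Fewer cells in the smaller class were tested as an explanation for the larger number of genes changed in monocyte/macrophage-like cells. With 26 cells per tumor in each class, 18 genes were called in monocyte/macrophage-like and 1 in T-like cells, against 170 and 6 with all cells, so the count falls with cell number, but a gap between the classes was left. RNA from other cells could make classes look alike: in T-like and NK-like cells, the *Saa3* level, as a percentage of that in monocyte/macrophage-like cells, lay within the range of the monocyte/macrophage markers in 1 of 2 medium R848-BPD tumors (19.8%, markers 10.9% to 26.0%) and above it in the other (11.0%, markers 2.90% to 6.03%). By class, the *Saa3* level in T-like cells lay within that range in 1 of 2 tumors (31.9%, markers 18.1% to 43.0%) and above it in the other (25.3%, markers 6.08% to 14.3%). In NK-like cells it lay within the range in 0 of 2 tumors and above it in both (3.10%, markers 1.08% to 1.89%, and 1.41%, markers 0% to 0.779%), but by less than 2 times, and in the second tumor the markers rest on 14 UMIs. RNA from other cells and expression therefore cannot be told apart for *Saa3* in either class. A response that depends on cell type stays open and was not tested further.

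In MC38-like cells, whose expression the paper does not analyse, 31 of 10799 genes were called between medium R848-BPDs and free R848, 23 higher and 8 lower, and 1546 had an unadjusted p under 0.05. The count was 6, 2 or 10 without free R848 replicate 1, 2 or 3, 308 without medium R848-BPD replicate 1, 15 without saline replicate 1 and 62 without saline replicate 2. By the rule for named genes, *Saa3* changed by 5.31, *Gzmb* by 3.80, *Lyz2* by −1.90, *Amotl2* by 1.60 and *Ccdc147* by 1.56 (adjusted p = 3.2e-04, 0.0133, 0.0133, 0.0295 and 0.0397 from edgeR's quasi-likelihood test), with both medium R848-BPD tumors outside the range of the 3 free R848 tumors.

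RNA from other cells was tested as an explanation by the amount that monocyte/macrophage-like, T-like and NK-like cells would bring, scaled by their markers. Of the 23 higher genes, 22 exceeded 2 times that amount, *Saa3* being the exception (216 CPM observed, 108 expected). *Rsad2* rose by 449.7 CPM with 1.60 expected. All 8 lower genes exceeded it too. The markers of a tumor differ, however, and with the highest marker share in the tumors of one group and the lowest in those of the other, 23 higher and 7 lower genes exceeded the expected amount itself, and 20 of 23 higher and 6 of 8 lower genes exceeded 2 times that amount, a margin set after these values were seen. RNA from these classes is argued against for those genes. For the other 3 higher genes, *Saa3* (216 CPM observed, at most 153 expected), *Gzma* (28.7 and 20.2) and *Gzmb* (34.1 and 31.1), and the other 2 lower genes, *Il1b* (64.0 and 58.4) and *Lyz2* (68.7 and 79.9), RNA from other cells and expression cannot be told apart, as the spread of the markers is too wide. RNA from neutrophil-like cells was not in the estimate, so for *Lcn2* and *Mmp8* it stays open.

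A list of interferon genes had a median log2 fold change of 0.51 (41 of 43 higher, adjusted p = 2.1e-11 from limma's camera, 0.107 from fry), and one of hypoxia and glycolysis genes −0.52 (2 of 28 higher, adjusted p = 2.2e-12 from limma's camera, 0.0327 from fry). The inflammatory list had a median of 0.33 (25 of 38 higher, adjusted p = 7.4e-04 from limma's camera, 0.107 from fry) and the E2F and cell cycle list −0.24 (3 of 30 higher, adjusted p = 1.1e-05 from limma's camera, 0.0688 from fry), while the reactive oxygen list (−0.08, 14 of 30 higher) was not called (adjusted p = 0.759 from limma's camera). MHC class II genes had a median of −1.91 (0 of 6 higher, adjusted p = 1.0e-05 from limma's camera, 0.0799 from fry). Their ratio to the sum of monocyte/macrophage-like and DC-like cells lay above the range of the monocyte/macrophage markers in 7 of 8 tumors, which goes against RNA from other cells as the whole signal in those tumors. In free R848 replicate 1 it lay within that range (4.62%, markers 2.37% to 5.97%), and in the medium R848-BPD tumors it lay above by less than 2 times (2.14%, markers up to 1.41%, and 1.39%, markers up to 1.02%). The list was also lower in monocyte/macrophage-like and DC-like cells. As the source of the decrease, RNA from other cells and expression therefore cannot be told apart. Treatment is the biological difference the design gives, and sequencing runs, which are not stated, remain open.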

How the results depend on the processing

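The tests with poor-quality cells kept, with comparison cells of all tumors, with gating after thinning and, for transcription factors, with at least 2 *Saa3* UMIs were chosen only after the results were seen.

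Over 21 results and 290 alternative values, 74 lost their call or fell by over 1.5 times, 30 gained, 1 reversed and the other 185 did none of these. Besides the reversed value, 1 of the 74 and 1 of the 30 also had another sign than the main value. Over 251 single genes and 4254 values, 3945 neither lost nor gained a call, though 176 of these, all in genes not called, did not keep their sign, 204 lost their call, 105 gained one and 0 called values reversed. The cause was not tested unless stated. Share differences kept their direction throughout: 11.4 to 53.6 percentage points for double-positive cells, −25.3 to −16.7 for *Ly6c2*, −11.1 to −4.12 for *Spp1* and 3.03 to 3.96 for activated DC-like cells of nonmalignant cells. All 7 activated DC genes were called under each alternative run, and none of *Irf1*, *Irf9* and *Foxo3* in double-positive cells was called under any.

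Counts of genes changed between medium R848-BPDs and free R848 are given for monocyte/macrophage-like (170), monocyte-like (154), macrophage-like (152), DC-like (65), T-like (6), NK-like (24) and MC38-like cells (31). With DESeq2 they were 366 in monocyte/macrophage-like, 78 in monocyte-like, 348 in macrophage-like, 23 in T-like and 153 in MC38-like cells. With no filter on low counts they were 931 in monocyte/macrophage-like, 889 in macrophage-like, 262 in DC-like, 234 in T-like, 127 in NK-like and 517 in MC38-like cells. With only the 2 groups compared they were 502 in monocyte/macrophage-like, 457 in macrophage-like, 42 in DC-like, 1 in T-like and 59 in NK-like cells. With the same number of cells per tumor, where fewer UMIs enter, they were 18 in monocyte/macrophage-like, 6 in macrophage-like, 5 in DC-like and 1 in T-like cells.

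With doublets removed, 74 genes were called in monocyte-like and 1 in T-like cells. With the 10% mitochondrial limit, 90 were called in macrophage-like, 1 in T-like and 9 in NK-like cells. With clusters from all variable genes, 1248 were called in monocyte-like, 10 in T-like and 4 in NK-like cells. With poor-quality cells kept, 73 were called in monocyte-like, 49 in macrophage-like, 2 in T-like and 8 in NK-like cells. That alternative also gave 9886 cells, of which 7978 nonmalignant.

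With each tumor left out in turn, the counts ranged from 15 (without free R848 replicate 3) to 585 (without saline replicate 2) in monocyte/macrophage-like, 117 to 186 in monocyte-like, 19 (without free R848 replicate 3) to 467 (without saline replicate 2) in macrophage-like, 13 (without medium R848-BPD replicate 2) to 216 (without free R848 replicate 1) in DC-like, 1 (without free R848 replicate 1) to 71 (without medium R848-BPD replicate 1) in T-like, 7 (without medium R848-BPD replicate 2) to 36 (without saline replicate 2) in NK-like and 2 (without free R848 replicate 2) to 308 (without medium R848-BPD replicate 1) in MC38-like cells. Where 1 tumor of medium R848-BPDs was left, it was assumed to vary like the other groups. Classes changed in abundance ranged from 0 to 1, the latter without saline replicate 3.

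In monocyte/macrophage-like cells, genes changed between free R848 and saline numbered 2, against 35 with DESeq2, 534 with no filter on low counts, 1 with only the 2 groups compared, 1 with the 10% mitochondrial limit, 1 with poor-quality cells kept and 0 with the same number of cells per tumor. Leaving out tumors gave 1 to 127, the latter without saline replicate 2. Between medium R848-BPDs and saline they numbered 767, against 1755 with no filter on low counts, 171 with only the 2 groups compared and 74 with the same number of cells per tumor, and 88 (without medium R848-BPD replicate 2) to 1226 (without saline replicate 2) with tumors left out.

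Of the lists in double-positive macrophage-like cells, the interferon list reversed from −0.15 to 0.21 (adjusted p = 0.0376 from limma's camera) when comparison cells of all tumors were used without the block. At an unchanged median of −0.15 it lost its call with an estimated correlation between genes in camera and under fry (adjusted p = 0.563). The reactive oxygen list, at 0.31, lost it under both too (adjusted p = 0.208 under fry). The inflammatory list gained a call at 0.13 with at least 2 UMIs of *Saa3* and 1 of *Cd38* (adjusted p = 0.0153 from limma's camera) and at 0.19 with poor-quality cells kept. Using medium R848-BPD tumors only changed nothing, as no other tumor had entered. Leaving out tumors gave no value for the lists and the transcription factors, since 1 tumor leaves no residual, nor for monocyte-like cells without the single medium R848-BPD tumor.

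The replicate numbers do not pair the tumors: correlations of same-numbered tumors' deviations were −0.2456 to 0.2105. With a replicate block, the Ly6c2-positive share of monocyte/macrophage-like cells, medium BPD minus free R848, was −23.6 percentage points, and differences were 20.9 for double-positive, −6.22 for *Spp1*-positive and 3.92 for activated DC-like cells. Counts with the replicate block were 74 in monocyte/macrophage-like, 89 in monocyte-like, 65 in macrophage-like, 14 in DC-like, 23 in T-like, 13 in NK-like and 13 in MC38-like cells. Against saline, the replicate block gave 1 for free R848 and 437 for medium R848-BPDs in monocyte/macrophage-like cells.

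Single genes lost their call most often without medium R848-BPD replicate 2 (30 genes), without free R848 replicate 3 (27) and without free R848 replicate 2 (22), and gained one most often with no filter on low counts (48). Depth limits the shares: thinned to 500 UMIs, 11.5% of monocyte/macrophage-like cells were double-positive after medium R848-BPDs, at 2000 UMIs 32.0% and without thinning 54.8%. Monocyte-like cells rest on 20 cells of 1 medium R848-BPD tumor.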

Differences from the paper's values

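The tests of comparison cells of all tumors, of poor-quality cells kept and of gating after thinning were chosen only after the results were seen. The paper's values in table S4 took cells as replicates in a Wilcoxon test, whereas counts of genes here took tumors as replicates in edgeR. Average log2 fold changes here were recomputed over cells on the paper's scale. A log2 fold change is said to differ from the paper's where the signs differ or the 2 values lie further apart than the SD between tumors of a group (the larger of the 2 groups' SDs), and a count where one is more than 1.5 times the other. The SD for *Saa3* in NK cells is 0.0178. The other alternatives named below were set before the data were examined.

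The monocyte-like class was clustered without the genes of table S4 and held 20 and 9 cells of medium R848-BPD replicates 1 and 2. It need not hold the same cells as the paper's monocytes, so the values that follow may compare unlike sets of cells. In monocytes, the paper's average log2 fold change of *Lcn2* is 2.92, against 3.73 here. The values with clusters from all variable genes (3.00) and without medium R848-BPD replicate 1 (3.06) do not differ from the paper's, and those of the other alternatives do. For *S100a4* the paper gives −2.18, against −3.50 here, for *Lyz2* −0.77, against −3.03 here, and for *Ccl5* 0.99, against 2.66 here, and each differs under all alternatives run. For *Nos2* the paper gives 1.24, against 1.97 here, which does not differ with doublets removed (1.56) or clusters from all variable genes (1.33) and does otherwise. For *Fpr1* the paper gives 1.02, against 0.83 here, which does not differ with doublets removed (0.96), the 10% mitochondrial limit (1.02), clusters from all variable genes (1.01), without free R848 replicate 3 (0.94) or without medium R848-BPD replicate 1 (0.89), and does otherwise. The paper lists 452 genes changed in monocytes, against 154 here, a difference under each alternative run.

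In macrophages, the paper's value for *Saa3* is 5.99, against 6.32 here, which does not differ with doublets removed (6.12), clusters from all variable genes (6.03), without free R848 replicate 3 (6.23) or without medium R848-BPD replicate 2 (6.20), and does otherwise. For *Mmp8* the paper gives 1.76, against 1.56 here, which does not differ with clusters from all variable genes (1.65) or without medium R848-BPD replicate 1 (1.68), and does otherwise. For *Ly6c2* the paper gives −0.62, against −1.19 here, and for *Ccl5* 1.23, against 0.93 here, and both differ under all alternatives run. For *Cd86* the paper gives −0.45, against −0.64 here, which does not differ without free R848 replicate 3 (−0.58) and does otherwise. The paper lists 669 genes changed in macrophages, against 152 here, which does not differ with no filter on low counts (889), with only the 2 groups compared (457) or without saline replicate 2 (467), and does otherwise.

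In DCs the paper lists 108 genes, against 65 here, which does not differ without saline replicate 2 (75) and does otherwise. In T cells it lists 47, against 6 here, a difference under each alternative run. In NK cells it lists 69, against 24 here, which does not differ with only the 2 groups compared (59) and does otherwise. For *Saa3* in NK cells the paper gives 1.72, against 1.86 here, which does not differ with doublets removed (1.71) and does otherwise.

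The paper states that tumor-infiltrating lymphocytes, unlike myeloid cells, showed no distinct expression between R848-BPDs and free R848. Here 6 genes in T-like and 24 in NK-like cells were called, and *Saa3* changed by 7.79 in T-like cells. For *Saa3* in these cells, RNA from other cells and expression cannot be told apart, and for the other genes called RNA from other cells was not tested. The paper states that interferon gene sets were higher in *Cd38+Saa3+* macrophages than in other macrophages. Here, within the 2 medium R848-BPD tumors only, the median of the interferon list was −0.15 in double-positive cells. The paper's comparison was with all other macrophage subsets. Using comparison cells of all tumors and no tumor block comes nearer to that. It gave 0.21, in the paper's direction and called by limma's camera. This alternative was chosen after seeing the values and mixes the population with the treatment. The paper states that inflammatory gene sets were higher in these cells. Within the 2 medium R848-BPD tumors the inflammatory list was not called at 0.08. It was called with at least 2 UMIs of *Saa3* and 1 of *Cd38* (0.13) and, chosen after seeing the values, with poor-quality cells kept (0.19). The paper states higher activity of Irf9 and Foxo3 in these cells than in *Spp1+* macrophages. Here activity is not analysed, and the mRNA of *Irf9* and *Foxo3* changed by −0.22 and −0.02, neither called under any alternative run. *Foxo3* was 0.15 under DESeq2, 0.18 with doublets removed and 0.07 without the tumor block, and *Irf9* was 0.20 when gated after thinning, which was chosen after seeing the values.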

Other observations

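The tests of saline replicate 2 and of other groupings of tumors for DC-like cells were chosen only after the results were seen.

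Between free R848 and saline, 2 of 10531 genes were called in monocyte/macrophage-like cells, *Lcn2* (log2 fold change 5.96) and *Ccl5* (2.03), both higher (adjusted p = 0.0017 and 0.0375 from edgeR's quasi-likelihood test), named after their values were seen, and 1194 genes had an unadjusted p under 0.05. Without saline replicate 2, 127 were called. The real grouping was 1 of 10 splits of the 6 tumors with as many genes, and since 10 splits are too few for this test to exclude chance, it leaves the question open. In DC-like cells 86 genes were called, 51 higher and 35 lower, and 1073 had an unadjusted p under 0.05. This too was 1 of 10 splits, too few for the test to exclude chance. Between medium R848-BPDs and saline, 767 genes were called in monocyte/macrophage-like cells (380 higher, 387 lower; 88 without medium R848-BPD replicate 2) and 854 in DC-like cells (451 higher, 403 lower).

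Saline replicate 2 stood apart from the other saline tumors. Its sums of monocyte/macrophage-like cells differed from those of the other saline tumors with a chi-square per degree of freedom of 31.5 and 34.0, against 5.50 to 9.21 for other pairs within groups. A difference in depth is argued against, since after thinning to 1000 UMIs 12.8% of its monocyte/macrophage-like cells were *Ly6c2*-positive, against 42.6% and 37.9%. A mislabelled tumor given medium R848-BPDs is argued against, since without thinning 0.319% of these cells were double-positive. A difference between mice or sequencing runs was not tested.

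Monocyte-like cells made up 11.1%, 4.45% and 8.90% of nonmalignant cells in the free R848 tumors, 1.67% and 1.23% in the medium R848-BPD tumors and 13.2%, 2.00% and 11.2% in the saline tumors. Fibroblast-like cells changed by a log2 fold change of 3.31 between medium R848-BPDs and free R848 (standard error 0.99, adjusted p = 0.0975 from edgeR's quasi-likelihood test, higher in both tumors), from 1, 4 and 1 to 11 and 28 cells. Saline replicate 3 held 0. No explanation was tested for either.

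In neutrophil-like cells 28 of 2268 genes were called between medium R848-BPDs and free R848, 24 higher and 4 lower, over 5 tumors. No alternative was run for them.

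MHC class II genes were lower after medium R848-BPDs than after free R848 in monocyte/macrophage-like cells (median −1.42, 0 of 7 higher, adjusted p = 9.2e-06 from limma's camera, 0.0846 from fry) and in DC-like cells (−1.29, 0 of 7 higher, adjusted p = 1.0e-07 from limma's camera, 0.114 from fry). The E2F and cell cycle list had a median of −0.38 in monocyte/macrophage-like cells (3 of 30 higher, adjusted p = 0.00213 from limma's camera) and the hypoxia and glycolysis list 0.31 (21 of 29 higher, adjusted p = 0.0124 from limma's camera), and fry called neither (0.489 and 0.579). The paper reports CD86 protein in lymph nodes. In tumors, *Cd86* mRNA stood at 72.6 ± 4.69 CPM (SD, n = 2) after medium R848-BPDs and 166 ± 19.9 (SD, n = 3) after free R848 in monocyte/macrophage-like cells, and changed by 0.24 in DC-like cells, where it was not called. No explanation was tested.

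In DC-like cells the reactive oxygen list had a median of 0.32 (15 of 25 higher, adjusted p = 0.0226 from limma's camera, 0.167 from fry), while the E2F and cell cycle (0.29, 15 of 20 higher) and hypoxia and glycolysis (0.16, 13 of 23 higher) lists were not called (adjusted p = 0.0597 and 0.366 from limma's camera). In T-like cells the inflammatory list had a median of 0.60 (35 of 39 higher, adjusted p = 2.0e-08 from limma's camera, 0.277 from fry) and the reactive oxygen list 0.55 (24 of 27 higher, adjusted p = 2.3e-07 from limma's camera, 0.202 from fry). The interferon list had a median of 0.36 (37 of 43 higher, adjusted p = 2.0e-04 from limma's camera, 0.406 from fry) and the E2F and cell cycle list −0.29 (1 of 28 higher, adjusted p = 1.1e-05 from limma's camera, 0.355 from fry), while hypoxia and glycolysis (0.21, 18 of 24 higher) and MHC class II (−0.43, 1 of 6 higher) were not called (adjusted p = 0.112 and 0.173 from limma's camera). In NK-like cells the hypoxia and glycolysis list had a median of 0.33 (24 of 26 higher, adjusted p = 4.8e-06 from limma's camera, 0.00185 from fry), the inflammatory list 0.35 (19 of 30 higher, adjusted p = 0.0299 from limma's camera, 0.463 from fry) and the E2F and cell cycle list −0.28 (3 of 30 higher, adjusted p = 5.7e-04 from limma's camera, 0.463 from fry). The interferon (0.22, 28 of 41 higher), MHC class II (−0.61, 2 of 6 higher) and reactive oxygen (−0.02, 14 of 28 higher) lists were not called (adjusted p = 0.0681, 0.544 and 0.642 from limma's camera). Whether a list changed differently between classes was not tested. RNA from other cells was not tested for these lists.

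Across the tumors, 23 barcodes occurred in at least 2 tumors, 9 of them in all 8, and 59 cells that passed the limits carried such a barcode. No explanation was tested.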
